# High throughput sequencing reveals novel and abiotic stress-regulated microRNAs in the inflorescences of rice

**DOI:** 10.1186/1471-2229-12-132

**Published:** 2012-08-03

**Authors:** Blanca E Barrera-Figueroa, Lei Gao, Zhigang Wu, Xuefeng Zhou, Jianhua Zhu, Hailing Jin, Renyi Liu, Jian-Kang Zhu

## Abstract

**Background:**

MicroRNAs (miRNAs) are small RNA molecules that play important regulatory roles in plant development and stress responses. Identification of stress-regulated miRNAs is crucial for understanding how plants respond to environmental stimuli. Abiotic stresses are one of the major factors that limit crop growth and yield. Whereas abiotic stress-regulated miRNAs have been identified in vegetative tissues in several plants, they are not well studied in reproductive tissues such as inflorescences.

**Results:**

We used Illumina deep sequencing technology to sequence four small RNA libraries that were constructed from the inflorescences of rice plants that were grown under control condition and drought, cold, or salt stress. We identified 227 miRNAs that belong to 127 families, including 70 miRNAs that are not present in the miRBase. We validated 62 miRNAs (including 10 novel miRNAs) using published small RNA expression data in *DCL1*, *DCL3*, and *RDR2* RNAi lines and confirmed 210 targets from 86 miRNAs using published degradome data. By comparing the expression levels of miRNAs, we identified 18, 15, and 10 miRNAs that were regulated by drought, cold and salt stress conditions, respectively. In addition, we identified 80 candidate miRNAs that originated from transposable elements or repeats, especially miniature inverted-repeat elements (MITEs).

**Conclusion:**

We discovered novel miRNAs and stress-regulated miRNAs that may play critical roles in stress response in rice inflorescences. Transposable elements or repeats, especially MITEs, are rich sources for miRNA origination.

## Background

Endogenous small RNAs (sRNAs) are 20–30 nt RNA molecules that modulate gene expression at the transcriptional and posttranscriptional levels and have roles in developmental and physiological processes in eukaryotic organisms [1-3]. In plants, sRNAs are classified into microRNAs (miRNAs) and small interfering RNAs (siRNAs), according to their biogenesis and precursor structures [4-9]. siRNAs are derived from double stranded RNA precursors and can be further divided into heterochromatic siRNAs (hc-siRNAs), trans-acting siRNAs (ta-siRNAs), long siRNAs (lsiRNAs), and natural antisense transcripts-derived siRNAs (nat-siRNAs). hc-siRNAs are involved in DNA methylation and histone modifications that lead to silencing of target genes at the transcriptional level [10]. ta-siRNAs, lsiRNAs, and nat-siRNAs act at the posttranscriptional level, guiding mRNA cleavage, degradation, or translational repression of target genes. *Arabidopsis* ta-siRNAs are phased sRNAs generated from a primary transcript that is targeted by a miRNA. The product of this cleavage is then converted to double stranded RNA by RNA-dependent RNA polymerase 6 (RDR6) and processed by Dicer like protein 4 (DCL4) to produce ta-siRNAs [11]. *Arabidopsis* lsiRNAs are DCL1-dependent sRNAs of 30–40 nt in length, which mediate mRNA decapping and degradation [12]. nat-siRNAs are generated from co-expressed cis-antisense overlapping genes. The transcripts of overlapping genes may hybridize to form double-stranded RNAs and be processed by DCL proteins into sRNAs that target the antisense gene for regulation [13-15].

miRNAs are distinguished from siRNAs since they are transcribed into a single-stranded pri-miRNA by RNA polymerase II, which folds into a stable, usually imperfect, hairpin structure [16]. This structure is then processed by DCL1 to produce ~21 nt, double-stranded RNA duplex. The duplex is exported into the cytoplasm by HASTY and methylated at the 3’ end by HEN1 [17]. One strand functions as the mature miRNA and is incorporated into the RNA-Induced Silencing Complex (RISC) to target mRNAs for cleavage in a sequence-specific manner. The other strand, called miRNA*, is usually degraded, although some miRNA*s were found to be functional under certain conditions [18]. Plant miRNAs recognize their targets through near-perfect complementarity to direct RISC-mediated cleavage, although in some cases translational inhibition and DNA methylation can be the mode of action of miRNA-mediated gene silencing [19-21].

Several studies have demonstrated that miRNAs play important roles in the responses to biotic and abiotic stimuli [22-24]. Abiotic stress-regulated miRNAs were first investigated in *Arabidopsis*. Sunkar and Zhu [25] showed that miR393, miR402, miR397b, and miR319c were induced by at least one of the treatments including drought, cold, salt and ABA, whereas miR398 was downregulated. Further study showed that miR398 mediates the post-transcriptional induction of two *superoxide dismutase* genes involved in the first line of defense against toxic superoxide radicals and is also downregulated by oxidative stress in *Arabidopsis*[26]. Also in *Arabidopsis*, miR169 is downregulated by drought through an ABA-dependent pathway to control the expression of the NFYA5 transcription factor, which mediates tolerance to drought [27].

To discover stress-regulated miRNAs, it is necessary to compare the expression of miRNAs in plants grown under normal and stress-treated conditions. This was achieved by Northern blot analyses when digital expression analysis was not effective because traditional sequencing technology provided only very low coverage [25]. With the application of next-generation sequencing and microarrays, it became much easier and cost-effective to perform genome-wide expression profiling to identify stress-regulated miRNAs. As a result, discovery of stress-regulated miRNAs has expanded from the model dicot *Arabidopsis* to model monocot rice and other non-model plants, and many more stress-regulated miRNAs were found [28-35].

Rice (*Oryza sativa*) is a staple crop that is cultivated worldwide and constitutes a primary source of human food. Besides its high agricultural importance, rice is a model monocot with a small genome and excellent genomic resources. Recently extensive efforts have been devoted to the discovery of novel miRNAs, as well as the analysis of miRNAs in stress responses in rice [28,29,36-44]. miRNAs that are regulated by various stresses were identified. For example, a genome-wide study conducted across different developmental stages of rice revealed that 16 miRNAs, including miR156, miR159 and miR168, were downregulated by drought stress, while 14 miRNAs, such as miR169, miR319 and miR395, were upregulated [42].

Most of previous studies on miRNAs that are regulated by abiotic stresses in rice have been focused on early growth stages [36,41,44-46]. However, the onset of abiotic stresses during reproductive stages of rice can dramatically compromise seed production. Seed development requires a series of molecular events that are finely regulated at the transcriptional and posttranscriptional levels [47] and it has been recently demonstrated that miRNAs are involved in those processes [39]. Therefore, there is a need to expand our knowledge on miRNA expression in reproductive tissues under abiotic stresses. In this study we set to identify miRNAs that were involved in the responses to abiotic stresses in rice inflorescences. We applied high-throughput sequencing and bioinformatic analysis to small RNA populations derived from rice inflorescences under control, as well as drought, cold, and salt stresses. We identified 227 miRNAs, including 70 candidate miRNAs that are not in the miRBase. Using stringent criteria, we identified 18, 15, and 10 miRNAs that were differentially regulated by drought, cold, and salt stress, respectively. We validated 62 miRNAs using published small RNA data from *DCL1DCL3RDR2* RNAi knockdown lines and confirmed 210 miRNA targets using published degradome data. We also identified 80 miRNAs that appear to have originated from transposable elements and repeats.

## Results and discussion

### Identification of miRNAs

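Small RNAs, the short RNAs that include miRNAs and siRNAs, were read in 4 libraries of rice inflorescences, with 1 library for each condition. The conditions were an untreated control, drought (water withheld for 3 days), cold (24 h at 5°C) and salt (24 h in 400 mM NaCl). RNA from 10 plants was pooled for each library, and the plants were 90 days old. With 1 library per condition there is no replicate error, so every test below compares the reads of 2 libraries and not the 2 conditions. The paper's methods give a gel slice of 18 to 30 nt, while the labels of the samples give 20 to 30 nt. The authors removed the adaptor and deposited, for each library, every distinct read sequence with its number of reads, without normalization. Reads were of 17 to 27 nt. The control, drought, cold and salt libraries held 7535709, 5477476, 4458836 and 5160142 reads in the deposited counts, and these totals are the ones used for the values given here. The paper's clean reads number 5328145, 4186380, 3524691 and 3992166. The reads of a mature miRNA were those with exactly its sequence, scaled to 10000000 reads of the library (TPTM). At this depth, 1 read was worth 1.33 TPTM in the control, 1.83 in drought, 2.24 in cold and 1.94 in salt. A TPTM of 0 was set to 1 before the log2 ratio. Where a library held 3 reads or fewer, the fold was computed against 3 reads and is given as a bound (at least), which is not a 95% limit. The 95% intervals of log2 ratios come from exact Clopper-Pearson intervals of the reads of both libraries. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The copy of the paper's Additional file 2 used here has 223 of its 227 precursors. That of Additional file 8 has 418 of 424, and that of Additional file 9 has 79 of 80.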

We constructed and sequenced four small RNA libraries using the inflorescences of rice plants that grew under control (untreated) and three abiotic stress treatments. After quality control and adaptor removal, we obtained 5328145, 4186380, 3524691 and 3992166 high quality clean reads from control, drought, cold and salt libraries, respectively (Additional file 1). 

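Reads of 24 nt were the largest length class in every library. They made up 71.4% of the reads in the control (95% Wilson interval 71.41% to 71.47%), 59.6% in drought (59.54% to 59.62%), 61.2% in cold (61.17% to 61.26%) and 67.9% in salt (67.82% to 67.90%). Reads of 21 nt made up 6.63%, 12.2%, 12.1% and 7.38% in the same order. The differences between libraries are far larger than these intervals, but no second library of a condition shows how much such shares vary. With each distinct sequence counted once, the share of 24 nt sequences was 73.5% in the control, 65.8% in drought, 65.4% in cold and 68.3% in salt. Short and long reads also differed. Reads of 19 nt made up 1.59% of the cold library and 0.163% of the salt library, against 0.536% of the control. Reads of 26 nt made up 1.08% of the control and 0.380% of the cold library. Of the 4925341 distinct sequences in the control library, 88.3% were read once. The corresponding shares were 87.6% of 3368446 in drought, 84.96% of 2842530 in cold and 82.9% of 3165496 in salt.

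**Figure D1:**
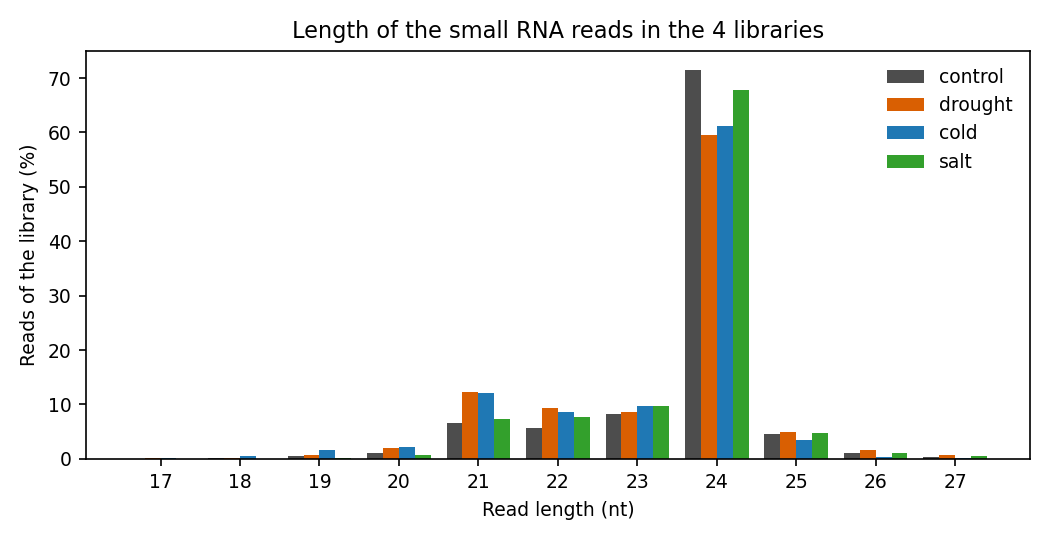
Share of the reads of each library (%) by read length (nt). Bars stand for the control, drought, cold and salt libraries, with 1 library each, and the 24 nt bar of the control reaches 71.4% against 59.6% in drought.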

We removed around 27% of clean reads from each library that matched rice repeats and known rRNAs, tRNAs, snoRNAs, snRNAs, and then mapped the rest of small RNA reads to the rice whole genome sequence. 

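For plant miRNAs, annotation rests on how reads lie on the hairpin precursor. The 223 precursors analysed here hold 168 distinct mature sequences, of which 67 are 21 nt, 28 are 22 nt and 60 are 24 nt long. Each precursor was folded with RNAfold to place the miRNA*, the strand opposite the mature miRNA in the duplex, and the reads of all 4 libraries were matched to it without mismatches. No miRNA* region was found in the fold of 5 precursors. On 211 of the 223 precursors, at least 75% of the sense reads lay within the miRNA or miRNA* region and 2 nt on each side. At least 5 sense reads for each antisense read were found on 222 precursors. The authors had selected these precursors from the same 4 libraries with such criteria, so high numbers were largely set in advance. Precise cleavage depended most on the margin, since with a window of 0 nt it was met by 149 precursors and with 4 nt by 220.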

Using an in-house miRNA prediction pipeline that was built according to the updated annotation criteria for plant miRNAs [48,49], we predicted 227 miRNAs that were classified into 127 families (details of predicted miRNAs are included in Additional file 2).

Because rice is an important crop and is the model species for monocotyledons, it has been subject to substantial effort for miRNA discovery. As a result, rice has 491 registered miRNAs in the miRBase [50] (release 17), which is the most for any plant species. We compared the genomic locations and mature miRNAs of our predicted miRNAs to those of known rice miRNAs in the miRBase and found that 145 predicted miRNAs (64 families) had already been included in the database, 12 predicted miRNAs were new homologs of 7 known miRNA families (allowing mature miRNAs to have up to 2 mismatches), and 70 miRNAs (62 families) were new miRNA candidates (Additional file 2; Predicted secondary structures of new miRNA candidates are provided in Additional file 3 and distributions and abundances of all sRNAs that are mapped to each precursor are provided in Additional file 4). Among these new miRNA candidates, osa-cand006, osa-cand021, osa-cand027, osa-cand032, and osa-cand036 were included in release 18 of the miRBase as osa-miR5159, osa-miR2863c, osa-miR5485, osa-5150-3p, and osa-miR5337, respectively.

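Of the precursors analysed here, 68 were listed as new miRNA candidates, with 61 distinct mature sequences. Among these, 6 sequences reached 100 TPTM in at least 1 of the 4 libraries. Homologs of known families were fewer, and of 10 distinct mature sequences listed as such without a further remark, 4 reached 100 TPTM.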

Among 145 miRNA precursors that match registered rice miRNAs in the miRBase, 81 precursors have identical predicted mature miRNAs to those in the miRBase, 40 have predicted mature miRNAs that are highly similar but not identical, and 24 have a mature miRNA that is different from the registered mature miRNA (Additional file 5). 

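The 79 precursors analysed here whose mature miRNA was identical to the registered one carried 53 distinct sequences, and 33 of these reached 100 TPTM in a library. For the 40 precursors with a similar mature miRNA, 10 of 22 distinct sequences did so. For the 24 with a different mature miRNA, 9 of 24 did.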

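On 195 of the 223 precursors, or 87.4%, the listed mature miRNA had more reads than any other sequence matching the sense strand, over all 4 libraries. On the other 28 another read was more abundant. When any read with both ends within 2 nt of the mature miRNA was accepted, the number rose to 207. In the control library alone, the mature miRNA was the most abundant read on 189 precursors. The authors usually took the most abundant read as the mature miRNA, so these numbers largely restate that choice.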

For each predicted miRNA precursor, a small RNA is usually chosen as the mature miRNA if it has the highest abundance among all reads that are mapped to the precursor. In some cases, small RNA with highest expression was not chosen because it did not reside in a hairpin structure that meets the stringent structural requirements for miRNA annotation [48,49]. Because the cleavage of miRNA precursor into miRNA/miRNA* duplex is imprecise at some level [51], generating overlapping but not identical small RNAs with different abundances over the hairpin region, the choice for mature miRNAs may not be clear cut, especially when number of mapped reads is low. Low coverage can be caused by low sequencing depth from early sequencing technologies such as 454 pyrosequencing, comparing to Illumina sequencing that was used in this study. Low coverage can also be caused by the low expression level of some miRNAs in the chosen tissue and under the chosen growth condition. In addition, a miRNA* might have higher abundance than the miRNA in some cases [18,39].

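Reads in the miRNA* region outnumbered those in the miRNA region on 12 of the 223 precursors, or 5.38%. The number was 11 when only the reads of the control library were used.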

### Validation of predicted miRNAs

Based on their biogenesis pathway, rice miRNAs can be grouped into two classes. The first class is canonical miRNAs (cmiRNAs), which are usually 21nt in length, cleaved by DCL1, and sorted into Argonaut 1 (AGO1) family proteins [21,52]. The other class is long miRNAs (lmiRNAs), which are usually 24nt in length, cleaved by DCL3, and sorted into AGO4 family proteins [21]. Both classes of miRNAs do not require RDR2, which is a critical component in the siRNA biogenesis pathway. Therefore, the expression of authentic miRNAs would be significantly reduced in either *dcl1* or *dcl3* knockdown lines, but not in the *rdr2* knockdown line.

In order to validate our 227 predicted miRNAs, we compared the abundances of their mature miRNAs in the published small RNA sequencing data from the wild type (WT) and three RNAi knockdown lines (*dcl3a-17rdr2-2*, and *DCL1IR-2*) [21], as well as small RNAs that were pulled down with Argonaut proteins AGO1a, AGO1b, AGO1c, AGO4a, AGO4b, and AGO16 [21,53]. Using the criteria described in the Methods, we were able to confirm 46 canonical miRNAs that had significantly reduced expression in *DCL1IR-2*, including six novel miRNAs (osa-cand001, osa-cand039, osa-cand053, osa-cand056, osa-cand059, and osa-cand060). We also confirmed 16 long miRNAs that had significantly reduced expression in *dcl3a-17*, including four novel miRNAs (osa-cand020, osa-cand021, osa-cand032, and osa-cand054). Five more miRNAs (osa-cand017, osa-cand058, osa-miR1862, osa-miR1862d, and osa-miR440) narrowly missed the list of confirmed lmiRNAs because their expression level in *rdr2-2* was slightly less than 50% of that in WT (Additional file 6). As expected, whereas confirmed cmiRNAs have a typical length of 21nt and are predominantly associated with AGO1 proteins, lmiRNAs have a typical length of 24nt and are exclusively associated with AGO4 or AGO16 proteins (Additional file 6).

### Prediction and confirmation of miRNA targets

Because plant miRNAs have near perfect complementarity to their targets, computational prediction has been an effective way to identifying miRNA targets. Using the procedure described in the Methods, we searched rice annotated cDNAs and were able to predict targets for 170 (75%) miRNAs (Additional file 2). Deep sequencing of mRNA cleavage products (degradome sequencing) provides a means for confirmation of miRNA targets [54,55]. To confirm miRNA targets that were predicted in this study, we searched the two published degradome datasets from *Oryza sativa* ssp. japonica using the CleaveLand software [56]. We were able to confirm 210 targets for 86 miRNAs (Additional file 7), including 154 targets that were previously verified [46,53], mostly for known miRNAs. We also confirmed 20 targets for 12 novel miRNAs. For instance, osa-cand041 targets a putative inorganic phosphate transporter, osa-cand046 targets a putative amino acid transporter, and osa-cand026 targets a putative ATP-dependent RNA helicase. We were also able to confirm some targets for new miRNA homologs and for known miRNAs for the first time (Additional file 7).

Because many miRNAs and target genes show tissue- or growth condition-specific expression patterns, our ability to verify predicted targets depends highly on the treatments and tissues used to construct the degradome libraries. As more degradome data from a variety of tissues and treatments become available, it will be possible to verify targets for more miRNAs.

### Abiotic stress-regulated miRNAs

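Of the 168 distinct mature sequences, 58 reached 100 TPTM in the drought or control library, 58 in the cold or control library and 56 in the salt or control library. A level of 100 TPTM stands for 75.4 reads in the control library, 54.8 in drought, 44.6 in cold and 51.6 in salt. A sequence just above it therefore carries a wide counting interval. For miR166b, with 83 reads in the control library and 21 in drought, the log2 ratio was -1.52 with a 95% interval from -2.29 to -0.82. For miR396d and miR396f, with 48121 and 84298 reads of their shared sequence, it was 1.27 with an interval from 1.25 to 1.29. The listed miR166b sequence is a minor read of its precursor. Over all 4 libraries it held 176 of 17546 sense reads, against 16902 in the miRNA* region.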

The deep coverage of mature miRNAs provided by Illumina sequencing allowed us to compare the normalized count of each miRNA in a stressed library to that in the control library to find miRNAs that were induced or downregulated by the stress. 

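The total used for scaling moves all log2 ratios of a library together. TMM factors, computed by edgeR over the mature miRNA sequences, lowered the drought and cold ratios by shifts of -0.43 and -0.52 and raised the salt ratios by 0.045. DESeq2 size factors shifted them by -0.43, -0.39 and 0.07. Totals of the reads with a perfect match to the genome, as the paper lists them, gave shifts of -0.09 in drought, -0.14 in cold and -0.14 in salt. The changes in drought and cold given here are thus relative to the total reads of each library.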

Normalized expression level was calculated as the number of mature miRNAs per ten million clean small RNA reads (transcripts per ten million, TPTM). 

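The Audic and Claverie test gives the probability of a read count in one library, given the count in another, when both arise from sampling alone. It was used with both tails counted (two-sided) here. The 3 criteria, here with Benjamini-Hochberg adjusted p-values, were tested on simulated counts of 4002 sequences, in which 200 were changed 4-fold. Of these, 153 had at least 100 TPTM, and all 153 were found, with 0 unchanged sequences called. In a second simulation, unchanged sequences also varied between libraries with a biological coefficient of variation of 0.4. There the same criteria found 138 of 151 changed sequences but also called 749 unchanged ones, or 28.8% of the unchanged sequences of at least 100 TPTM. How much rice libraries of one condition vary was not measured, so the p-values below describe sampling of reads.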

A miRNA was identified as regulated by a particular stress only if the following three conditions were met: (1) normalized expression was at least 100 TPTM in either control or stress library; (2) log2 ratio of normalized expression under stress or control was greater than 1 or less than −1; (3) test for differential expression in stress versus control library according to the Audic and Claverie (1997) [57,58] method was significant (p ≤ 0.01). Applying this stringent set of criteria, we identified 18, 15, and 10 miRNAs that were regulated by drought, cold, and salt stress, respectively (Table 1).

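With the deposited totals, 18 mature sequences met the 3 criteria in drought, 20 in cold and 8 in salt. Of those in drought, 16 are also marked in Table 1, as are 15 of those in cold and 7 of those in salt, each with the same direction. In drought, miR167e and miR167i, which share a mature sequence, had a log2 ratio of 1.07 (95% interval 0.99 to 1.14), and miR393b one of 1.09 (0.98 to 1.21). In cold, miR1433 had 1.10, miR827a 1.07, miR159f 1.13, miR393 1.09 and osa-cand056 1.06, and in salt, miR1856 had 1.07. Among these 8, only miR393b in drought stayed past the criteria when totals of genome-matched reads were used. Under edgeR's exact test with an assumed biological coefficient of variation of 0.2, 17 sequences met the criteria in drought, 13 in cold and 6 in salt. With a coefficient of 0.4, the numbers were 4, 2 and 1. In the simulated counts, with adjusted p-values, the test at 0.4 found 0 of the 153 sequences changed 4-fold. The miRNA calls used p-values without adjustment, so the power of the test for them was not measured.

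**Figure D2:**
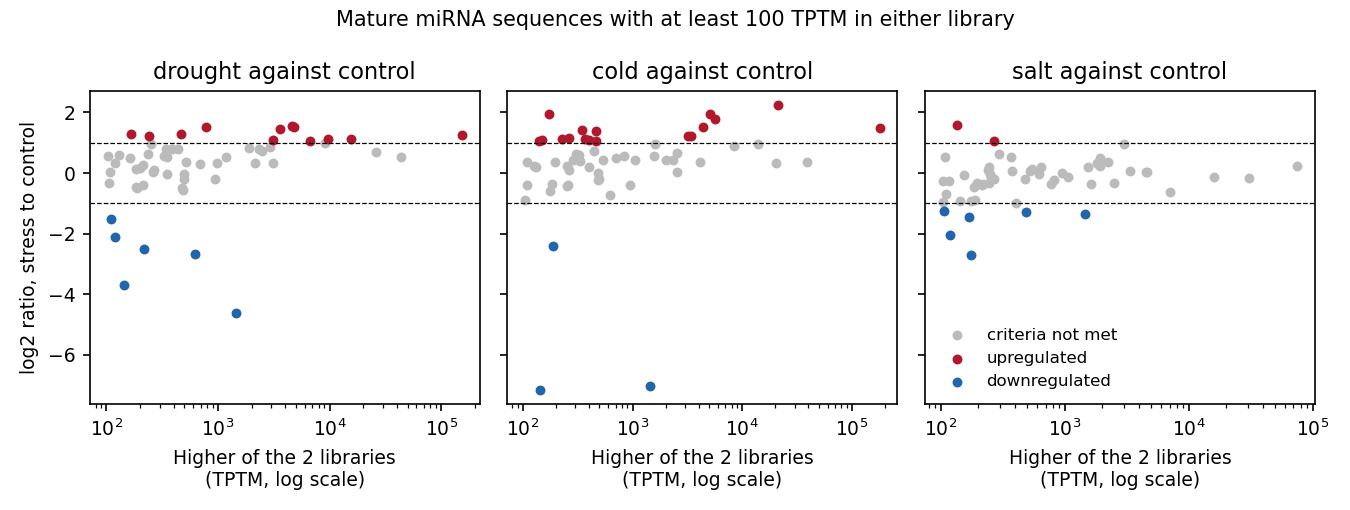
Log2 ratio of each mature sequence in drought, cold and salt against control, by its higher TPTM of the 2 libraries (log scale). Points are the sequences of at least 100 TPTM, coloured where all 3 criteria were met, and dashed lines mark a log2 ratio of 1 and -1. In salt, 2 points are coloured as upregulated.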

**Table 1:** Abiotic stress-regulated miRNAs identified in rice inflorescences

**MiRNA**	**Family**	*Log2 (Drought/Ctrl)		*Log2 (Cold/Ctrl)		*Log2 (Salt/Ctrl)		**Putative target**
AAUUCACAGGCCCUAUCUUGUG	miR1428	−2.71	↓	−0.82		−0.15		Cytochrome c
CUUGGAUUGAAGGGAGCUCU	miR159	0.03		0.99		−1.57	↓	MYB family transcription factor
UGCCUGGCUCCCUGUAUGCCA	miR160	0.28		0.29		−1.07	↓	Auxin response factor
UGCCUGGCUCCCUGAAUGCCA	miR160	1.40	↑	0.60		−0.37		Auxin response factor
GGAAUGUUGUCUGGCUCGGGG	miR166	−1.69	↓	−0.65		−0.96		START domain containing protein
GGAAUGUUGUCUGGUCCGAGA	miR166	−2.68	↓	0.08		−0.63		START domain containing protein
UGAAGCUGCCAGCAUGAUCUA	miR167	1.02	↑	0.81		−0.79		Auxin response factor
UAUGCGUAAGACGGAUUCGUA	miR1856	0.72		1.29	↑	0.95		
GAGGGAUUUUGCGGGAAUUUCACG	miR1866	−4.67	↓	−7.00	↓	−1.49	↓	Hypotethical protein
UUCAGUUUCCUCUAAUAUCUCG	miR2275d	1.46	↑	1.62	↑	0.09		
CUUGUUUUUCUCCAAUAUCUCA	miR2275e	1.37	↑	1.83	↑	0.15		
AUUGUUUUUCUCCAAUAUCUCA	miR2275c	1.32	↑	1.32	↑	−0.02		
UAUUUUAGUUUCUAUGGUCAC	miR2871	1.12	↑	1.96	↑	1.56	↑	Glycosyltransferase family protein
UUGGACUGAAGGGUGCUCCC	miR319	−0.46		−0.09		−1.46	↓	TCP family transcription factor
UCCAAAGGGAUCGCAUUGAUC	miR393	1.26	↑	0.98		0.55		F-box domain and LRR containing protein
UCAGUGCAAUCCCUUUGGAAU	miR393	0.99		1.08	↑	0.21		MYB family transcription factor
UUGGCAUUCUGUCCACCUCC	miR394	0.21		1.19	↑	−2.94	↓	F-box domain containing protein
UUCCACAGCUUUCUUGAACUG	miR396	0.69		1.09	↑	0.34		Growth regulating factor
UUCCACAGCUUUCUUGAACUU	miR396	1.03	↑	2.09	↑	−0.14		Growth regulating factor
UCCACAGGCUUUCUUGAACUG	miR396	1.17	↑	1.32	↑	0.06		Growth-regulating factor
UGGAAGGGGCAUGCAGAGGAG	miR528	−0.70		−0.46		−1.39	↓	Plastocyanin-like domain containing protein
AGAAGAGAGAGAGUACAGCCU	miR529	1.41	↑	1.35	↑	0.79		SBP-box gene family
AGGUGCAGAGGCAGAUGCAAC	miR530-3p	−2.23	↓	1.09	↑	−2.06	↓	Hairpin-induced protein 1 domain containing protein
UUGCUCUGAUACCAAUUGUCGG	osa-cand027	2.35	↑	0.60		−0.72		
GAAGCUGCAGCUGUCAGAAGCUCC	osa-cand032	−0.01		−0.64		−1.18	↓	
AAUGGCUUGUCUUGUUUUGUGUGC	osa-cand042	−0.62		−2.82	↓	−1.24	↓	
UACAACUUCUUGUUGAUGGAAACU	osa-cand052	−3.66	↓	−7.49	↓	−0.92		
UAAAUGGAGAGAACGAAAGAG	osa-cand056	1.25	↑	0.96		0.32		

*Log2 ratio of normalized miRNA expression in stress and control libraries. Ctrl: control condition; ↑ and ↓: up- and downregulated in stress, respectively.

We observed an apparent difference in how a stress would change the expression of miRNAs. 

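Of the sequences that met the criteria, 12 of 18 had higher TPTM in drought, 17 of 20 in cold and 2 of 8 in salt. These shares moved with the scaling. Under TMM factors, 4 of 11 were higher in drought, 4 of 10 in cold and 2 of 8 in salt. Under DESeq2 size factors, 4 of 11 were higher in drought, 7 of 12 in cold and 3 of 9 in salt. Totals of genome-matched reads kept the majorities, with 14 of 22 higher in drought, 13 of 19 in cold and 1 of 14 in salt. Totals of the paper's clean reads, chosen after seeing the values, gave 12 of 19, 11 of 17 and 1 of 14. Scaling to reads of the same length, also chosen after, gave 0 of 9, 4 of 13 and 1 of 7.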

Whereas the majority of stress-regulated miRNAs were upregulated by drought (12 out of 18) or cold stress (12 out of 15), most salt-regulated miRNAs were downregulated (9 out of 10). Whereas 16 miRNAs were regulated with only one of the three abiotic stresses examined, 12 miRNAs were regulated by two or three stresses (Table 1), indicating that they might be involved in a pathway that is shared in the response to different stresses. For example, miR2871b was induced by all three abiotic stresses examined in this study.

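Here 12 sequences met the criteria in 1 stress library and 16 in 2 or 3. The sequences that met them in all 3 were 2, miR1866-5p and miR530-3p. Their number was 5 with totals of genome-matched reads, 2 with DESeq2 size factors, 1 with TMM factors and 0 with a log2 threshold of 1.5. All 3 comparisons use the same control library, so overlap arises also without an effect. In 200 simulated sets of unchanged libraries that varied with a biological coefficient of variation of 0.4, the median was 11 sequences in 2 or 3 libraries, with 95% of the sets between 5 and 17. At a coefficient of 0.2 it was 0. The median number called at 0.4 was 14 in drought, 15 in cold and 15 in salt, against 18, 20 and 8 observed. Across 60 sequences, which are not independent replicates, the drought and cold log2 ratios had a Pearson correlation of 0.787 and a Spearman correlation of 0.736. Simulated unchanged libraries gave a median Pearson correlation of 0.505, with 95% of the sets between 0.277 and 0.673. The observed Pearson correlation was 0.470 between drought and salt and 0.336 between cold and salt. From the miRNAs found in more than 1 stress, the paper proposes that these might act in a pathway shared between stresses.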

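The mature sequence TATTTTAGTTTCTATGGTCAC, shared by miR2871a and miR2871b, comes from 2 precursors. In the rice genome release used in the paper, that of miR2871a is on chromosome 5 at position 3876981 and that of miR2871b on chromosome 4 at position 8336078. It had 34 reads in the control library, 53 in drought, 78 in cold and 70 in salt, which are 45.1, 96.8, 175 and 136 TPTM. The log2 ratio was 1.10 (95% interval 0.45 to 1.77) in drought, 1.96 (1.36 to 2.58) in cold and 1.59 (0.98 to 2.22) in salt. The exact Audic and Claverie test gave p = 6.2e-04, 6.5e-12 and 7.3e-08. In drought the sequence stayed below 100 TPTM and so did not meet the criteria. It met them there with the totals of genome-matched reads, at a log2 ratio of 1.01.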

Among the miRNAs that were identified as stress-regulated miRNAs here, some miRNA families have been previously found to be regulated by certain stress, either in rice or in other plants. For example, miR167, miR393, miR396, miR529 have been shown to be regulated by drought stress [25,42,59], miR393 and miR396 were shown to be regulated by cold stress [25,42,59], and miR159, miR160, miR319, miR394, miR528, and miR530 were shown to be regulated by salt stress [25,29,59-61]. To the best of our knowledge, some miRNAs were found to be regulated by certain stress for the first time in this study. This list includes miR1428, miR160, miR1866, miR2275, miR2871, and miR530 that were regulated by drought stress, miR1866, miR2275, miR2871, miR394, and miR529 that were regulated by cold stress, and miR1866 by salt stress. In addition, we identified five novel miRNA candidates (osa-cand027, osa-cand032, osa-cand042, osa-cand-052, and osa-cand056) that were regulated by at least one of the three abiotic stresses in rice inflorescences (Table 1). Among these stress-regulated miRNAs, we randomly chose five miRNAs to confirm their expression patterns with Northern blot assays. 

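miR1428, whose mature sequence AATTCACAGGCCCTATCTTGTG comes from 4 precursors, fell from 469 reads in the control library to 54 in drought, a log2 ratio of -2.66 (95% interval -3.09 to -2.25). miR160f rose from 204 to 429 reads, a log2 ratio of 1.53 (1.29 to 1.78). The miR160a-d sequence rose by 0.36 (0.12 to 0.60) in drought, below the criteria. For miR2275e, 997 reads in the control stood against 1985 in drought and 2270 in cold, log2 ratios of 1.45 and 1.94. For miR2275c, with 78, 133 and 101 reads, the ratios were 1.23 and 1.13. Both ratios of miR2275c fell under the threshold with TMM factors, to 0.80 and 0.61. For miR529a, the cold log2 ratio was 1.51 (1.40 to 1.61). With TMM factors it was 0.99, while with DESeq2 size factors it still met the criteria.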

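The mature sequence of osa-cand027 had 11 reads in the control library and 47 in drought, a log2 ratio of 2.56 (95% interval 1.59 to 3.65), but reached only 85.8 TPTM. osa-cand032 (GAAGCTGCAGCTGTCAGAAGCTCC) had 133 reads in the control and 48 in salt, and osa-cand042 (AATGGCTTGTCTTGTTTTGTGTGC) 143 and 53. Their salt log2 ratios were -0.92 (-1.43 to -0.44) and -0.89 (-1.37 to -0.42), short of -1. With the totals of genome-matched reads these became -1.06 and -1.02, and the criteria were met. In cold, osa-cand042 had 16 reads and a log2 ratio of -2.40 (-3.25 to -1.65). osa-cand056, with 51 reads in the control and 90 in drought, had a log2 ratio of 1.28 (0.77 to 1.81), which fell to 0.85 with TMM factors.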

In general, the differential expression patterns of miRNAs based on cloning frequencies in small RNA sequencing libraries (Figure 1) were consistent with Northern blot results (Figure 2), although the strong upregulation of miRNA396 was only partially reflected in Northern blots.

**Figure 1:**
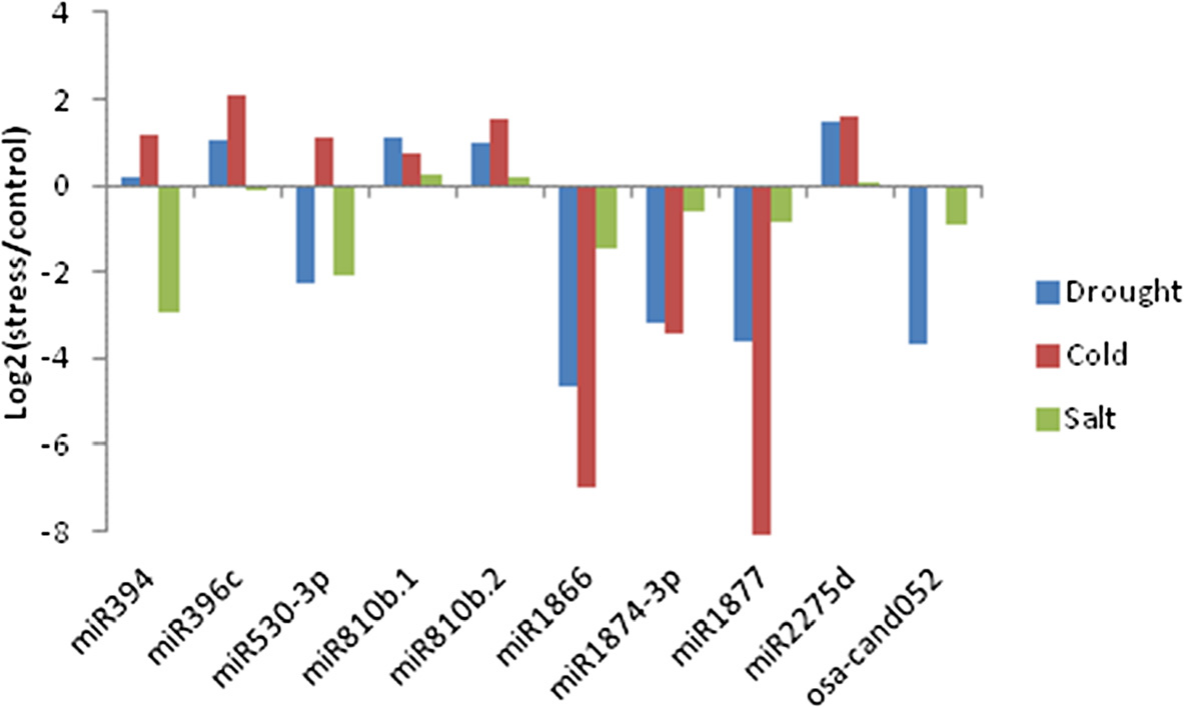
**Relative expression level of selected stress-regulated miRNAs in rice inflorescences.** Log_2_ was calculated for the ratio of normalized miRNA counts in each library to that in the control library.

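The 24 nt sequence of miR1866-5p, from a precursor on chromosome 3 at position 6509860, had 1094 reads in the control library, 32 in drought, 5 in cold and 293 in salt. Its log2 ratio was -4.64 (95% interval -5.19 to -4.13) in drought, -7.02 (-8.64 to -5.79) in cold and -1.35 (-1.55 to -1.17) in salt. The sequence shared by osa-cand052a and osa-cand052b, also 24 nt, had 108, 6, 0 and 39 reads. With 3 reads in place of 0, it was at least 21.3-fold lower in cold than in the control, and the upper 95% limit of its cold log2 ratio was -4.09. Its log2 ratio was -3.71 (-5.19 to -2.54) in drought and -0.92 (-1.49 to -0.38) in salt. The p-values of the Audic and Claverie test for the falls of miR1866-5p were 3.5e-210 in drought, 1.8e-210 in cold and 1.0e-53 in salt.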

**Figure 2:**
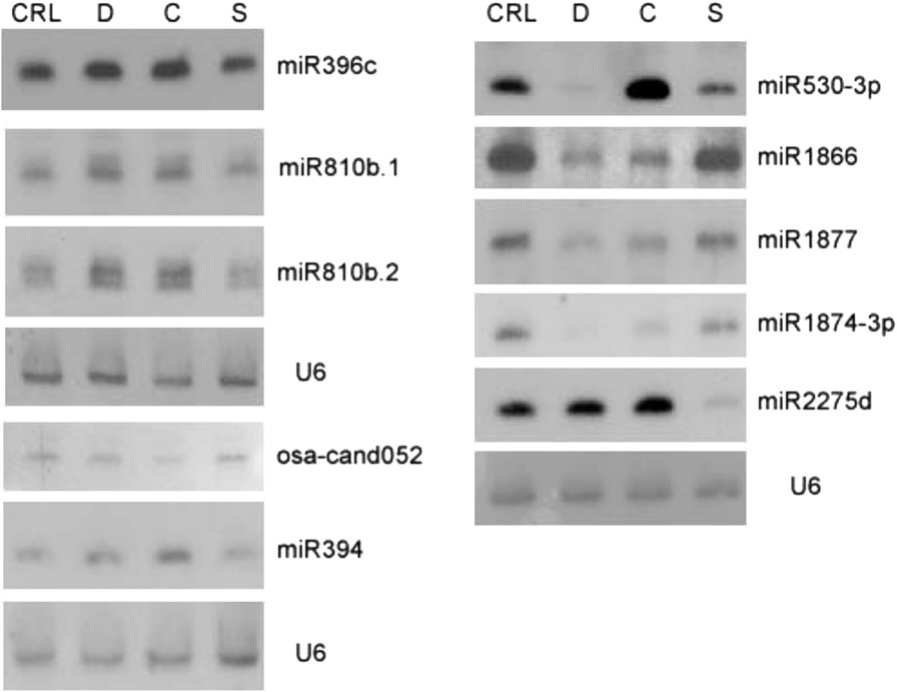
**Northern blot analysis of selected stress-regulated miRNAs in rice inflorescences.** Each sample contains 40 μg of total RNAs from inflorescences of plants that were treated with drought (D), cold (C) and salt (S) stress, or control (CRL) conditions, respectively. U6 was used as control of equal loading as shown at the bottom of each hybridization set.

Targets for stress-regulated miRNAs were predicted and confirmed based on degradome data analysis. As shown in Table 1, targets of stress-regulated miRNAs have diverse functions, mainly as transcriptional factors such as MYB, auxin responsive factors and proteins with F-box domains. Since miR2871 was upregulated in all stress conditions tested, it is very likely that its target, a glycosyltransferase family protein, is downregulated. Therefore, negative regulation of glycosylation processes may be a common mechanism to respond to a variety of abiotic stresses. On the other hand, miR396 regulates a family of growth factors in rice [42]. Its upregulation in our drought and cold stress libraries suggests the downregulation of growth factors, perhaps to redirect resources to other parts of the plant in response to drought. This confirms that growth regulation is a mechanism highly sensitive to abiotic stresses.

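Of the miR396 family, the sequence of miR396c had 3354 reads in the control library, 5271 in drought and 9353 in cold. Its log2 ratio was 1.11 (95% interval 1.05 to 1.18) in drought and 2.24 (2.18 to 2.29) in cold. miR396d and miR396f share a sequence that reached 153899 TPTM in drought and 178979 in cold, against 63857 in the control. The log2 ratio in cold was 1.49 (1.471 to 1.503). For the sequence of miR396a and miR396b, the cold log2 ratio was 1.24 (1.12 to 1.36) and that of drought was 0.78 (0.66 to 0.90). With TMM factors, the drought ratios of miR396c and miR396d/f fell to 0.68 and 0.84, and the cold ratios of miR396d/f and miR396a/b to 0.97 and 0.72, all under the threshold. Of these, only the cold ratio of miR396d/f stayed past the threshold with DESeq2 size factors. In salt, the log2 ratios were 0.02 for miR396c, 0.23 for miR396d/f and 0.50 for miR396a/b. From the rise in drought and cold, the paper proposes that growth factors targeted by miR396 are downregulated.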

Three miRNAs, miR394, miR530-3p and miR2275d were upregulated by cold stress (Figure 1). 

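For miR394 (TTGGCATTCTGTCCACCTCC, 20 nt; precursor on chromosome 2 at position 27142278), 133 reads in the control library and 205 in cold gave a log2 ratio of 1.38 (95% interval 1.06 to 1.71). The sequence had 14 reads in salt, a log2 ratio of -2.70 (-3.61 to -1.90). With TMM factors the cold ratio was 0.86 and no longer past the criteria. miR2275d (TTCAGTTTCCTCTAATATCTCG; precursor on chromosome 8 at position 3735632) had 1245 reads in the control, 2618 in drought, 2518 in cold and 1000 in salt. Its log2 ratio was 1.53 (1.44 to 1.63) in drought, 1.77 (1.68 to 1.87) in cold and 0.23 (0.11 to 0.35) in salt.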

The predicted targets of miR394 are F-Box proteins of diverse functions [46,62]. 

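The mature sequence of miR530-3p (AGGTGCAGAGGCAGATGCAAC), from a precursor on chromosome 4 at position 8298800, had 90 reads in the control library, 15 in drought, 118 in cold and 15 in salt. Its log2 ratio was -2.13 (95% interval -3.02 to -1.33) in drought, 1.15 (0.74 to 1.56) in cold and -2.04 (-2.93 to -1.24) in salt. The Audic and Claverie p-values were 9.8e-10, 1.6e-08 and 5.6e-09. When reads with both ends within 2 nt of the mature ends were counted too, the drought ratio was -0.58, short of -1. With TMM factors the cold ratio was 0.63.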

Interestingly, miR530-3p was strongly accumulated in cold treated plants, while it was downregulated by drought and salt stresses as predicted by quantitative analysis and confirmed in Northern blots (Table 1, Figure 2). This suggests a high level of specialization of miRNAs to respond to different abiotic stresses. The expression patterns suggest that some elements need to be regulated by drought and salt treatments, while the same elements are regulated in an opposite way under cold stress to regulate a cold specific mechanism.

We used very stringent criteria for determining stress-regulated miRNAs. While it helps us reduce false positives, some true stress-regulated miRNAs may be missed. For example, miR169 has been previously found to be downregulated in drought-stressed *Arabidopsis*[27] and salt-stressed *Nicotiana*[60], but induced by drought in *Nicotiana*[60] and rice [45], and by UV irradiation in *Populus tremula*[63]. miR169b and miR169c were highly expressed in rice inflorescences and were apparently upregulated by drought and cold stresses (Additional file 2). However, the change of expression was a little bit less than 2-fold in both cases and miR169 was not identified as stress-regulated miRNA based on our criteria.

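The sequence CAGCCAAGGATGACTTGCCGG, shared by miR169b and miR169c, had 3440 reads in the control library, 4993 in drought, 3785 in cold and 2392 in salt. These are 4565, 9116, 8489 and 4636 TPTM. The log2 ratio was 0.998 (95% interval 0.94 to 1.06) in drought and 0.90 (0.83 to 0.96) in cold, so the drought interval includes 1. In salt it was 0.02 (-0.05 to 0.10), an interval that includes 0. With totals of genome-matched reads the salt ratio was -0.116, so its sign depends on the scaling.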

The results of this work confirm that some miRNAs may be involved in response to several abiotic stresses, while others seem to be specific to an individual stress. Differences in expression patterns could also be an effect of the nature and severity of individual stress and the level of impact that it has on the tissue under study. For example, we observed that salt treated plants showed clear symptoms of stress on the leaves, e.g. the rolling of old leaves, while inflorescences did not appear to be affected since the plants were able to recover and produced normal amount of seeds after they were irrigated with NaCl-free nutrient solution. In contrast, cold and drought stress caused apparent damage to the inflorescences. Even though plants were able to recover and continued growing after stress treatments were removed, both development of new inflorescences and production of seeds were reduced, most likely due to stress-induced sterility or permanent damage to floral structures.

It is interesting that, in general, we did not find dramatic changes in expression of miRNAs in response to abiotic stresses and only a small fraction of miRNAs showed some level of regulation. 

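Over the mature sequences of at least 100 TPTM, the median absolute log2 ratio was 0.61 in drought, 0.59 in cold and 0.33 in salt. With TMM factors it was 0.47 in drought. In all, 28 of the 168 distinct mature sequences met the criteria in at least 1 stress library. Only 60 of the 168 reached 100 TPTM in a library and so could meet them. From the small size of the changes and the small fraction of regulated miRNAs, the paper reasons toward a fine-tuning role of miRNAs under abiotic stress.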

Overall, the slight changes observed in the expression of miRNAs points to the existence of a fine-tuning mechanism rather than a dramatic control of expression exerted by miRNAs under drought, cold and salt stress in rice inflorescences. This fine-tuning mechanism may be important in plants to regulate gene expression without impacting negatively growth and development.

### Other known miRNAs that were regulated by stresses

Because we used a stringent set of criteria on miRNA structure and expression pattern [48] for miRNA prediction and identification, it is possible that some real miRNAs were left behind, including some stress-regulated miRNAs. In order to find additional known miRNAs that are regulated by abiotic stresses, we used the mature miRNAs from the miRBase to query our small RNA reads from each library and compared their frequencies. 

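Among known miRNAs matched by sequence, miR1874-3p (TATGGATGGAGGTGTAACCCGATG, 24 nt) had 781 reads in the control library, 61 in drought and 45 in cold. Its log2 ratio was -3.22 (95% interval -3.62 to -2.84) in drought and -3.36 (-3.83 to -2.93) in cold. miR1877 (AGATGACATGTGAATGATGAGGGG, 24 nt) had 464, 22 and 1 reads. Its log2 ratio in drought was -3.94 (-4.63 to -3.32), and in cold it was at least 91.5-fold lower than in the control with 3 reads in place of 1. The 95% interval of its cold log2 ratio was -13.41 to -5.62. miR810b.1 rose from 57 reads to 97 in drought, a log2 ratio of 1.23 (0.74 to 1.73), and miR810b.2 from 25 to 45 in cold, a log2 ratio of 1.61 (0.87 to 2.37). Neither met the criteria with TMM factors. There miR810b.1 had a log2 ratio of 0.798, and miR810b.2, at 101 TPTM in cold before, kept a ratio of 1.09 but stayed below 100 TPTM.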

We indeed found a few known miRNAs that appear to be regulated by abiotic stresses (Table 2). We confirmed their expression using Northern blot assays (Figure 2) and the hybridization signals were in general consistent with log2 ratios of mature miRNA counts (Figure 1).

**Table 2:** Transposon- or repeat-derived miRNAs and other known miRNAs that were regulated with abiotic stresses

**MiRNA**	**Family**	*Log2 (Drought/Ctrl)		*Log2 (Cold/Ctrl)		*Log2 (Salt/Ctrl)		**Putative target**
UGGAUGUGACAUACUCUAGUA	osa-cand066	0.72		1.27	↑	0.42		LTPL8 - Protease inhibitor
UGGGAUACUGAUGUCGAGGUCGAG	osa-cand084	−1.25	↓	−2.33	↓	−1.12	↓	Transposon protein
AUAAGACGGACAGUCAAAGUUGGA	osa-cand085	−0.68		−0.71		−1.26	↓	Expressed protein
AAUGUAUGACGCUGUUGACUUUUA	miR1884	−1.38	↓	−0.77		−0.15		AAA ATPase
AUGAAUGUGGGCAAUGCUAGAAAG	miR809	−0.59		−1.54	↓	−0.77		Glutaredoxin 2, putative
AUGAAUGUGAGAAAUGCUAGAAUG	miR809	−0.62		0.31		−2.08	↓	Glutaredoxin subgroup II
UAUGAAUGUGGGCAAUGCUAGAAA	miR809	−1.35	↓	−0.88		−0.71		PPR repeat containing protein
TGAACACCGATATGCGTCATC	miR810b.1	1.10	↑	0.76		0.25		Unknown
AAGTGATTTAATTATGCCGTT	miR810b.2	0.96		1.51	↑	0.17		Unknown
TATGGATGGAGGTGTAACCCGATG	miR1874-3p	−3.20	↓	−3.40	↓	−0.62		Unknown
AGATGACATGTGAATGATGAGGGG	miR1877	−3.61	↓	−8.34	↓	−0.83		Unknown

*Log2 ratio of normalized miRNA expression in stress and control libraries. Ctrl: control condition; ↑ and ↓: up- and downregulated in stress, respectively.

### Transposon- and Repeat-derived miRNAs

In order to reduce false positives in miRNA discovery, it is a general practice to remove small RNAs that are highly similar to known transposable elements and repetitive sequences from consideration. In our first round of miRNA prediction, we did not consider small RNA reads as potential mature miRNAs if they match known transposons or repeats, or have a copy number higher than 20 in the genome. However, recent studies have shown that miRNAs could have originated from transposons or repeats [64,65]. Rice genome is enriched with miniature inverted-repeat transposable elements (MITEs) [66] and other inverted repeats that once transcribed, may form hairpin structures and be cleaved into miRNAs by DCL1 or DCL3. To identify miRNAs that may have been derived from transposons and repeats, we relaxed the requirements in the first round of miRNA prediction and used small RNA reads that did have a match (alignment length ≥ 80% of the length of the small RNA, and identity ≥ 80%) in the rice repeats database (ftp://ftp.plantbiology.msu.edu/pub/data/TIGR_Plant_Repeats) or Repbase [67] or have a copy number (allowing up to 2 mismatches) higher than 20 in the genome, as anchor sequences for miRNA prediction. 

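The 418 precursors of Additional file 8 analysed here have 213 distinct mature sequences, of which 158 are 24 nt, 31 are 21 nt and 12 are 22 nt long. This differs from the precursors predicted without repeats, where the 24 nt sequences were 60 of 168.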

We predicted 424 potential miRNA precursors (Additional file 8). These precursors met all the criteria for miRNA annotation, including precise cleavage and strand bias in expression.

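Of the 418 repeat-associated precursors, 403 had at least 75% of their sense reads within 2 nt of the miRNA or miRNA* region, over all 4 libraries. Antisense reads were left out of this share, while the paper's rule names the reads that map to the segment. These precursors had been selected with such criteria from the same libraries. A strand ratio of at least 5 sense reads to 1 antisense read was found on 389. With a window of 0 nt, 109 precursors met the first criterion, and at a strand ratio of 10 the second was met by 147. With the reads of the control library alone, the numbers were 371 and 355.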

To further check the authenticity of these potential miRNAs, we again examined their expression in the *DCL1IR-2*, *dcl3a-17*, and *rdr2-2* RNAi lines. Using the same set of criteria for miRNA validation as stated earlier, we found that 29 miRNAs were potentially generated by DCL1 and 51 miRNAs that were generated by DCL3. All these 80 miRNAs did not depend on RDR2 and were sorted into AGO1 or AGO4 family proteins, respectively, as expected. We inspected the types of transposable elements or repeats from which these miRNAs have originated and found that 53 (66%) miRNAs were derived from MITEs, 11 from En/Spm DNA transposons, 7 from non LTR retrotransposon LINE1, and 9 from unclassified repeats (Additional file 9). Compared to the copy number abundance of different classes of TEs in the genome, MITEs are apparently enriched in TEs from which miRNAs were derived (Additional file 10). *Stowaway* and *adh* were the two main types of MITEs that contributed to miRNA origination, accounting for 37 and 11 miRNAs, respectively. Both 21nt cmiRNAs and 24nt lmiRNAs originated from the same MITE families such as *Stowaway* and *adh*, indicating that once MITEs were transcribed, they could fold into hairpin structures and be cleaved by either DCL1 or DCL3 proteins. This list contains some known miRNAs in the miRBase, including 7 miR166 family miRNAs derived from a LINE element, two miR169 family miRNAs derived from En/Spm transposons, and 19 miR809 family miRNAs derived from MITEs (Additional file 9).

We were able to predict at least one target for 78 TE/repeat derived miRNAs, indicating these miRNAs do have biological functions (Additional file 9). Among the targets predicted with high confidence, there are proteins such as 3-ketoacyl-CoA synthases that are targeted by miR809 and are involved in the biosynthesis of cuticular wax [68]. Other TE/repeat derived miRNAs appear to target genes that encode transcriptional activators (osa-cand064, osa-cand076, osa-cand079, and miR809), proteins involved in signaling cascades (osa-cand071 and osa-cand077), and proteins that may be involved in regulation of transposon and retrotransposon activity (miR166, osa-cand063, and osa-cand084). These results suggest a potential role of transposon- and repeat-derived miRNAs in important processes in plant biology.

Using the same set of criteria for finding stress-regulated miRNAs, we found that osa-cand066 was upregulated by cold, osa-cand084 downregulated by all three stresses, osa-cand085 downregulated by salt, miR1884 downregulated by drought, some miR809 family miRNAs downregulated by drought or cold (Table 2Additional file 9). It is remarkable that members of the miR809 family are predicted to target F-box-containing proteins and glutarredoxin. 

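Of the 39 distinct mature sequences of the TE- and repeat-derived miRNAs analysed here, 3 met the criteria in drought, 3 in cold and 1 in salt. osa-cand066 (TGGATGTGACATACTCTAGTA) rose from 225 reads in the control to 348 in cold, a log2 ratio of 1.39 (95% interval 1.14 to 1.64), which fell to 0.87 with TMM factors. With DESeq2 size factors it still met the criteria. osa-cand084 (TGGGATACTGATGTCGAGGTCGAG) had 164 reads in the control, 53 in drought, 23 in cold and 58 in salt. Its log2 ratios were -1.17 (-1.65 to -0.71), -2.08 (-2.78 to -1.44) and -0.95 (-1.41 to -0.51), so that the salt value was short of the threshold. osa-cand085 had a salt log2 ratio of -1.18 (-1.57 to -0.80), from 251 reads to 76. miR1884 had a drought log2 ratio of -1.21 (-1.72 to -0.73), from 150 reads to 47. Of the 3 sequences of miR809 given in Table 2, TATGAATGTGGGCAATGCTAGAAA had a drought log2 ratio of -1.14 (-1.76 to -0.55) and ATGAATGTGGGCAATGCTAGAAAG a cold log2 ratio of -1.30 (-1.88 to -0.75). With reads within 2 nt of the mature ends counted, these were -0.535 and -0.902 and the drought ratio of osa-cand084 was -0.625, all short of the threshold. The sequence ATGAATGTGAGAAATGCTAGAATG fell from 48 reads to 8 in salt, a log2 ratio of -2.04 (-3.33 to -0.95), below 100 TPTM in both libraries.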

Many F-box proteins have been found in the response to drought stress [69], whereas glutarredoxins are proteins involved in the defense against oxidative stress [70]. It is possible that downregulation of miR809 triggers the accumulation of these proteins in a mechanism to cope with the abiotic stresses.

## Conclusions

High-throughput sequencing is a cost-effective approach for identification of novel miRNAs in the inflorescences of rice. Deep sequencing also allows for comparison of miRNA expression in different growth conditions and for identification of stress-regulated miRNAs. Our results suggest that miRNAs play important roles in rice in response to abiotic stresses not only in vegetative tissues as shown in previous studies, but also in reproductive tissues. Further functional analysis of stress-regulated miRNAs and their targets will allow us to dissect the complex miRNA-mediated pathways and networks in plant stress responses.

## Methods

### Plant materials and stress treatments

Rice (*Oryza sativa* spp. *japonica* cv. Nipponbare) plants were grown in a greenhouse at 28°C, 13 h light until 90 day old and were then randomly divided into four groups. One group was used as untreated control, and other three groups were treated with drought (water withholding for 3 days), cold (5°C for 24 hours) or salt (400 mM NaCl for 24 hours) stresses, respectively. After control and stress treatments were applied, mature inflorescences of 14–17 cm in length, in stage In 9 were collected and stored at −80°C until RNA extraction. Inflorescence tissues, composed by rachis, branches and spikelets from 10 plants per treatment, were used for total RNA extraction with Trizol (Invitrogen). There were no seeds in the collected tissues. The treatments used in this work were set to induce an intermediate level of stress, based on the development of clear, typical stress symptoms in rice, such as leaf rolling and wilting, while plants were still able to recover and resume growth if they were transferred from the stress treatments to normal growth condition.

### Small RNA library construction and deep sequencing

Small RNA libraries were constructed following a standard method [25] with some modifications [71]. In brief, total RNA was run in 15% denaturing polyacrylamide gel and the 18-30nt small RNA fraction was excised and eluted. After an adaptor was added to the 3’ end and another to the 5’ end, small RNA constructs were reverse-transcribed and amplified by PCR for 15 cycles. The products were sequenced with an Illumina Genome Analyzer at the UC Riverside Core Facilities.

### Prediction of miRNAs

Raw reads from four small RNA libraries were first processed to obtain clean reads. Only raw reads that contained clear adaptor sequence were considered. After adaptor sequence was removed, clean reads of at least 18nt long were clustered into unique reads. We first removed reads that match known rice repeats (ftp://ftp.plantbiology.msu.edu/pub/data/TIGR_Plant_Repeats), rRNAs, tRNAs, snRNAs, and snoRNAs and then used an in-house miRNA prediction pipeline to predict miRNAs [49]. We mapped unique reads to the rice genome assembly (version 6.1, ftp://ftp.plantbiology.msu.edu) with SOAP2 [72], requiring perfect matches. To ensure that our miRNA candidates did not come from highly repetitive sequences, we removed unique reads that had more than 20 hits (allowing up to 2 mismatches) in the rice genome. Mapped reads with a minimum count of 10 were used as anchor sequences to extract surrounding DNA segments. These segments had one end at 20nt away from the mapping location on one side and extended across the anchor sequence for 100 to 300nt with a step size of 20nt. Extracted DNA segments were folded into secondary structures using UNAFold [73]. A segment was considered a valid miRNA candidate if its secondary structure met the following criteria according to Meyers et al. [48]: (1) free energy is at most −35 kcal/mol; (2) number of mismatches between putative miRNA and miRNA* is 4 or less; (3) number of asymmetrical bulges in the stem region is no more than 1 and if exist, its size is 2 or less; (4) strand bias ― the ratio of small RNA reads that map to the positive and negative strands of the DNA segment is 5:1 or more (5) precise cleavage ― reads that map to the miRNA and miRNA* regions (defined as miRNA or miRNA* plus 2nt on the 5’ and 3’ ends) account for at least 75% of reads that map to the segment. If more than one segment from the same locus met the above criteria, we chose the segment with highest putative miRNA counts, lowest free energy, or shortest length as the candidate miRNA precursor.

We classified predicted miRNAs into families by first comparing mature miRNAs with themselves using the ssearch35 program in the FASTA package (version 3.5) [74]. We then used a single-linkage algorithm to put homologous miRNAs (up to two mismatches were allowed) into clusters. miRNAs from each cluster were then compared to the known plant mature miRNAs in the miRBase (Release 17) [75] using ssearch35. If a cluster had a homologous known miRNA (allowing up to two mismatches in the alignment), the family number of the known miRNA was assigned to the cluster, otherwise the cluster was annotated as a new family.

### Validation of predicted miRNAs

Mature miRNA sequences of predicted miRNAs were searched in the published small RNA sequencing data and their abundances were compared in the wild type (WT) and three RNAi knockdown lines (*dcl3a-17rdr2-2*, and *DCL1IR-2*) [21], as well as small RNAs that were pulled down with Argonaut proteins AGO1a, AGO1b, AGO1c, AGO4a, AGO4b, and AGO16 [21,53]. A miRNA was considered validated if it met four conditions: (1) its normalized expression level (transcripts per ten million, TPTM) was at least 50 in one of the four libraries (WT, *dcl3a-17rdr2-2*, and *DCL1IR-2*); (2) the ratio of normalized expression in *dcl3a-17* or *DCL1IR-2* versus WT was less than 0.5; (3) the ratio of normalized expression in *dcl3a-17* or *DCL1IR-2* versus *rdr2-2* was also less than 0.5; (4) the ratio of normalized expression in *rdr2-2* versus WT was greater than 0.5.

### Prediction of miRNA targets

We used the predicted mature miRNAs as query to search the annotated rice cDNAs with miRanda [76]. We scored the alignments between miRNAs and potential targets using a position-dependent, mispair penalty system [11,50,77]. Each alignment was divided into two regions: a core region that included positions 2–13 from the 5’ end of the miRNA, and a general region that contained other positions. In the general region, a penalty score of 1 was given to a mismatch or a single-nucleotide bulge or gap, and 0.5 to a G:U pair. Penalty scores were doubled in the core region. A gene was considered a valid target if the alignment between miRNA and target met two conditions: (1) the penalty score is 4 or less; (2) total number of bulges and gaps is less than 2. Predicted miRNA-targets were further validated by searching two public degradome datasets from *Oryza sativa* ssp. japonica [46,53] using the CleaveLand software [56] with default parameters.

### Northern blot assays

Northern blot assays were performed to confirm a selected set of stress-regulated miRNAs. Briefly, 40 μg of total RNA obtained from inflorescences were loaded in 15% denaturing polyacrylamide gels and transferred to a nylon membrane (Hybond NX). The RNA was then fixed to the membrane by chemical cross-linking [78]. Blots were hybridized to radioactive probes complementary to mature miRNAs at 38°C overnight (probe sequences are provided in Additional file 11). Membranes were then washed twice with 2X SSC, 0.1% SDS solution for 5 minutes each, and exposed to X-ray films for autoradiography.

## Accession number

Deep sequencing data from the four small RNA libraries have been deposited in the NCBI/GEO database with accession number GSE26357.

## Authors’ contributions

BEB-F, J-KZ, and RL conceived the study. BEB-F, ZW, and JZ carried out the experiments. BEB-F, LG, ZW, XZ, and RL analyzed the data, LG and RL contributed new analysis tools, BEB-F and RL wrote the paper, J-KZ and HJ edited the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Summary of small RNA sequencing data. Detailed information of preprocessing of small RNA reads from four libraries in rice inflorescences. Click here for file

Additional file 2 **miRNAs that were identified in rice inflorescences.** Detailed information of the predicted rice miRNAs and their targets. Click here for file

Additional file 3 **Predicted secondary structures of the precursors of new miRNA candidates.** Free energy and miRNA ID are on the bottom of each structure. Nucleotides that constitute mature RNAs are drawn in blue. Click here for file

Additional file 4 **Small RNA reads from four libraries that were mapped to the precursors of new candidate miRNAs.** On each map, the first line contains the miRNA ID. The second line contains the miRNA precursor sequence, with mature miRNA region in red. The third line contains the notation of secondary structure with parentheses denoting base-pairing and dots denoting mismatches or bulges. The number on the right is the free energy. Every line starting from line 4 contains the sequence, mapping position, and count of a mapped unique small RNA read. Click here for file

Additional file 5 **Detailed information of known miRNAs that were identified in rice inflorescences.** For each miRNA gene that match a known miRNA gene in the miRBase, precursor sequence is listed first, followed by alignment of mature miRNA sequence identified in this study, and then alignment of mature miRNA sequence that is listed in the miRBase (if it is different). Length of miRNA and normalized expression values in four small RNA libraries are listed on the right side of each mature miRNA. Click here for file

Additional file 6 Validation of predicted miRNAs with published small RNA data from DCL1, DCL3, RDR2 RNAi lines and small RNAs in Argonaut protein pulldown. Click here for file

Additional file 7 Confirmation of some of the predicted targets using two published degradome data in rice. Click here for file

Additional file 8 **Candidate miRNAs that are derived from transposons or repeats.** Candidate miRNAs that were predicted using anchor sRNAs that match annotated transposons or repeats, or have high copy number (>20) in the genome. Click here for file

Additional file 9 Detailed information of 80 candidate miRNAs that were derived from transposable elements or repeats and were validated with expression data from DCL1, DCL3, and RDR2 RNAi lines. Click here for file

Additional file 10 **MITEs are rich sources for generating miRNAs.** Relative abundance of different classes of TEs in the genome is compared to the proportion of miRNAs that were derived from different classes of TEs. MITEs are apparently enriched in TEs from which miRNAs were derived. Click here for file

Additional file 11 **List of oligos that were used as probes to detect the expression of miRNAs in Northern blot assays.** Probes are complimentary to the predicted mature miRNA sequences. Click here for file

# Supplementary material for: High throughput sequencing reveals novel and abiotic stress-regulated microRNAs in the inflorescences of rice
**Source:** BMC Plant Biol. 2012 Aug 3;12:132. doi: 10.1186/1471-2229-12-132
**Supplement:** Additional file 1 — Summary of small RNA sequencing data. Detailed information of preprocessing of small RNA reads from four libraries in rice inflorescences.

**Additional File 1**. Summary of small RNA sequencing data

| Library | Raw reads | Clean reads | Unique reads | Perfect match to the genome |
| --- | --- | --- | --- | --- |
| Control | 10487626 | 5328145 | 3093872 | 4619308 |
| Drought | 7827240 | 4186380 | 2369547 | 3577137 |
| Cold | 6290902 | 3524691 | 2094479 | 3019815 |
| Salt | 6331226 | 3992166 | 2260975 | 3481663 |

# Supplementary material for: High throughput sequencing reveals novel and abiotic stress-regulated microRNAs in the inflorescences of rice
**Source:** BMC Plant Biol. 2012 Aug 3;12:132. doi: 10.1186/1471-2229-12-132
**Supplement:** Additional file 3 — Predicted secondary structures of the precursors of new miRNA candidates. Free energy and miRNA ID are on the bottom of each structure. Nucleotides that constitute mature RNAs are drawn in blue.

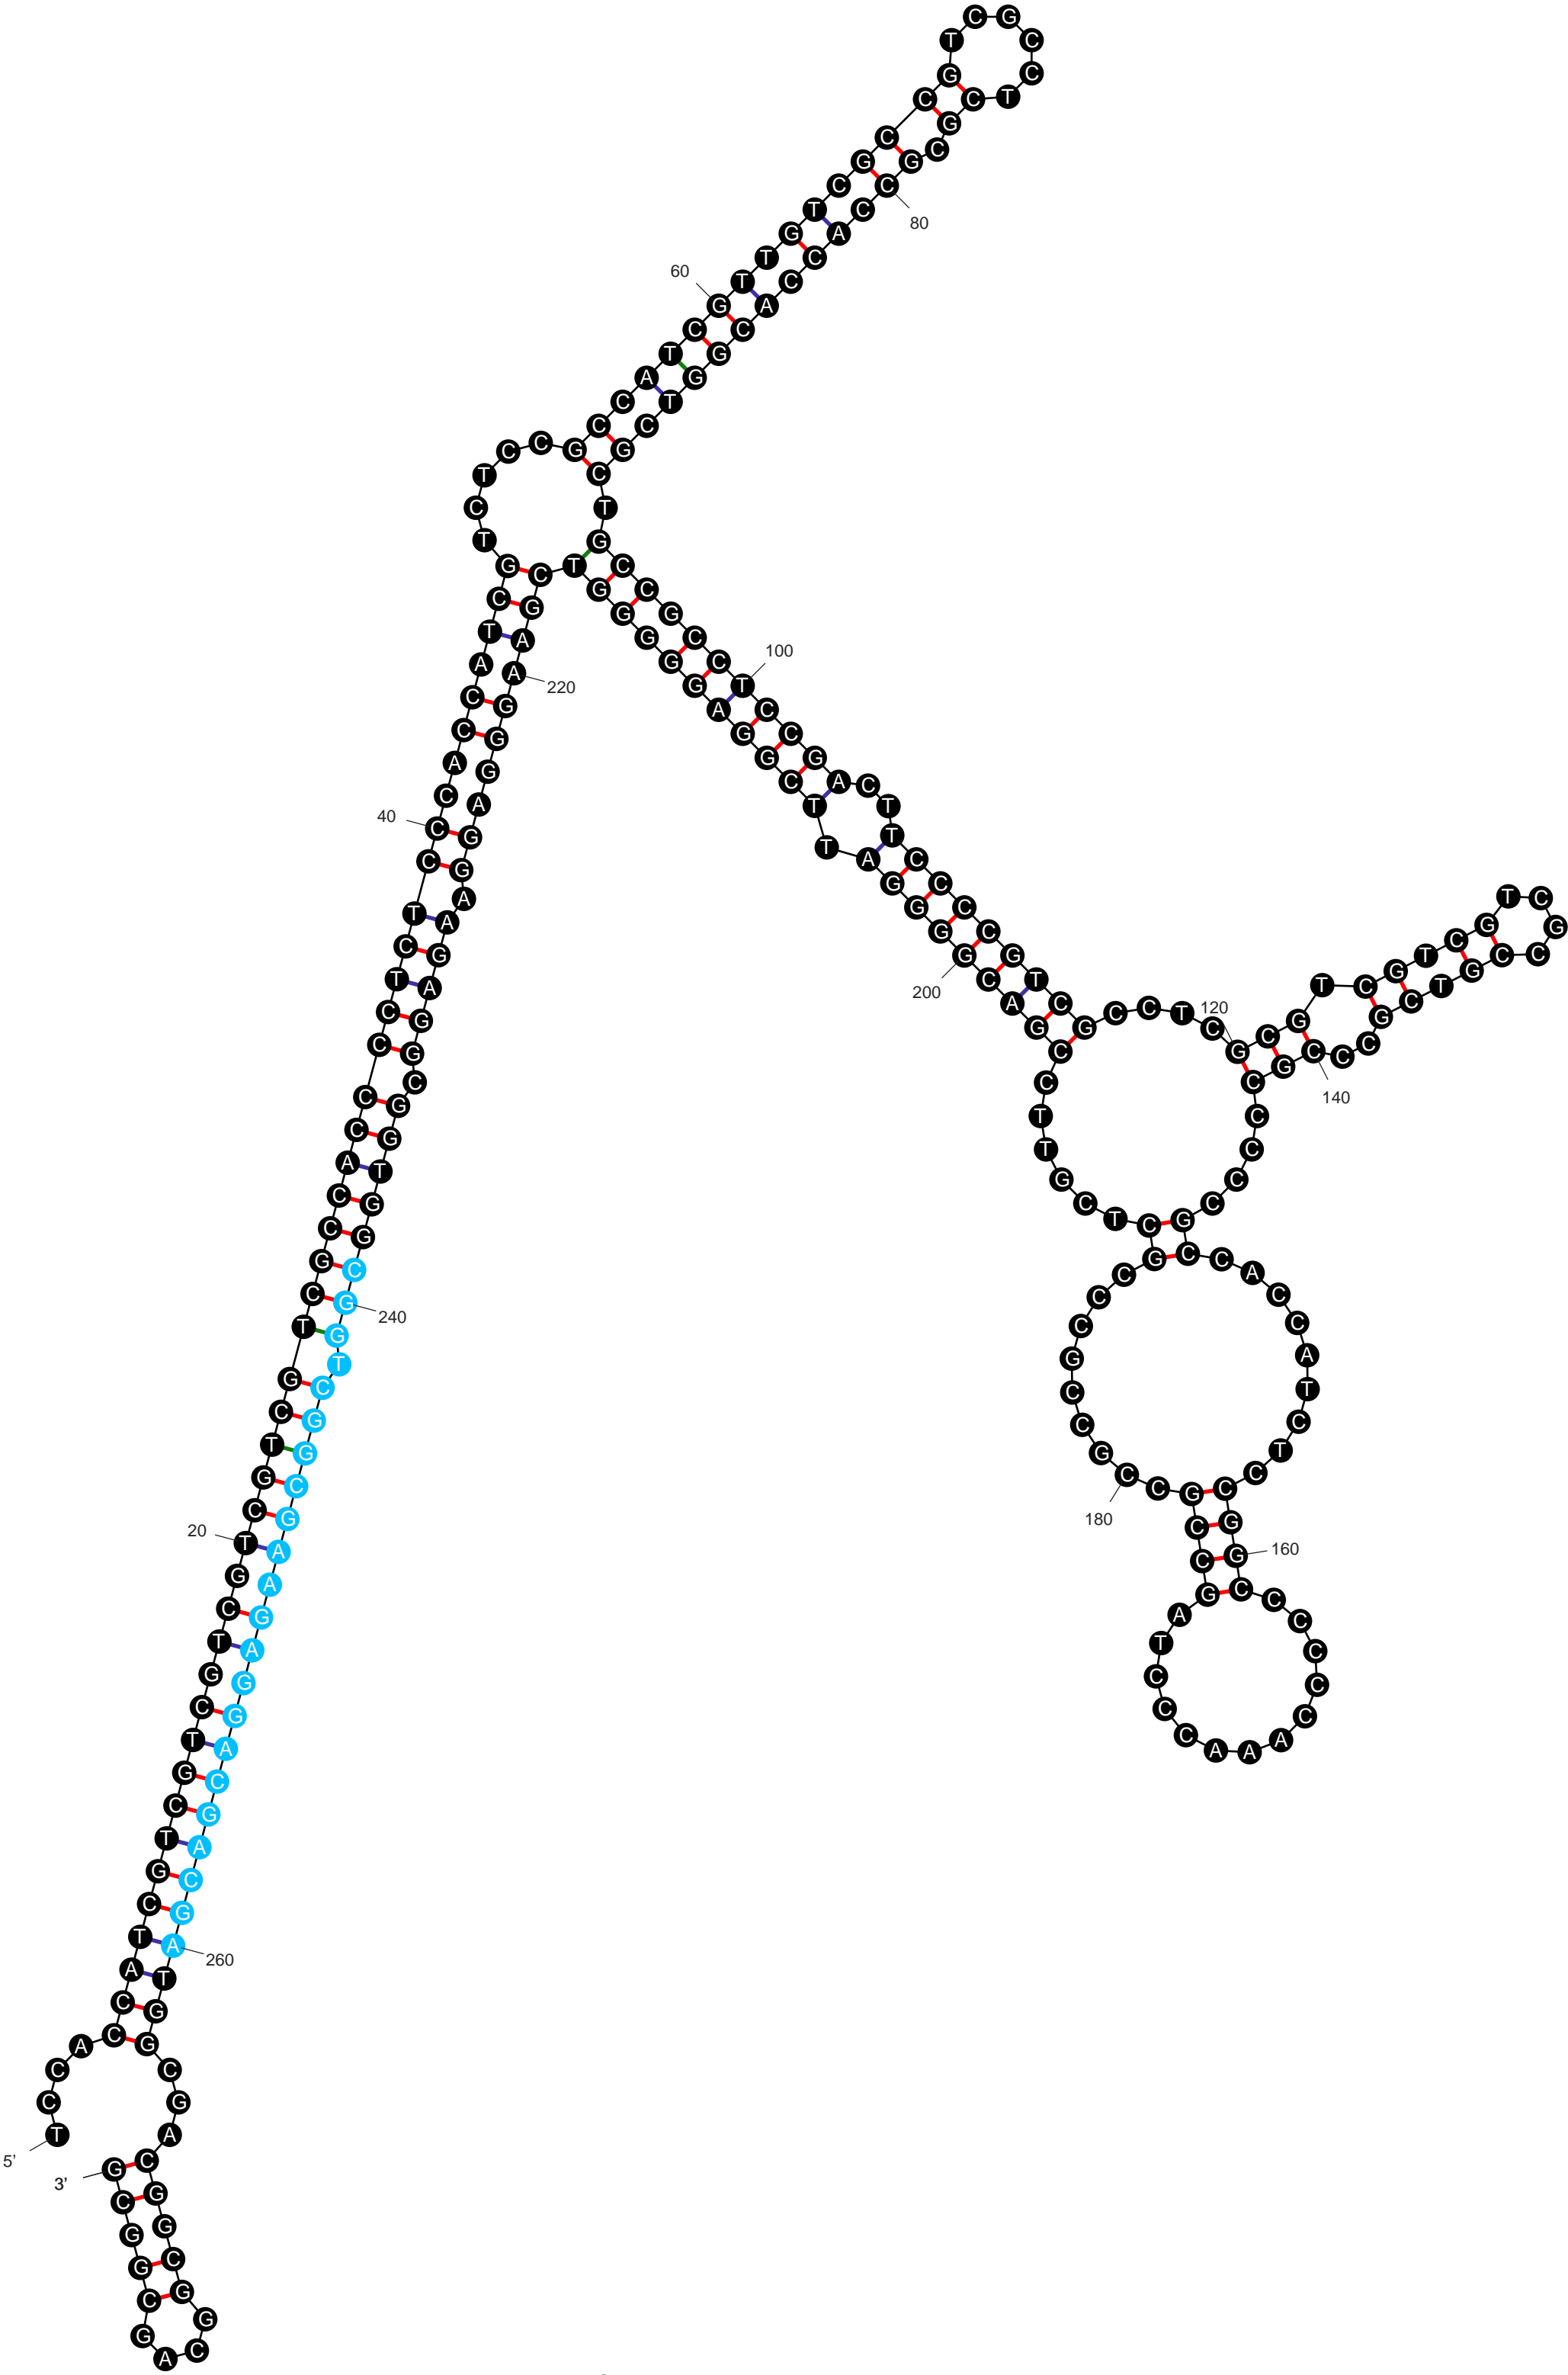

$dG = -133.70$  osa-cand001

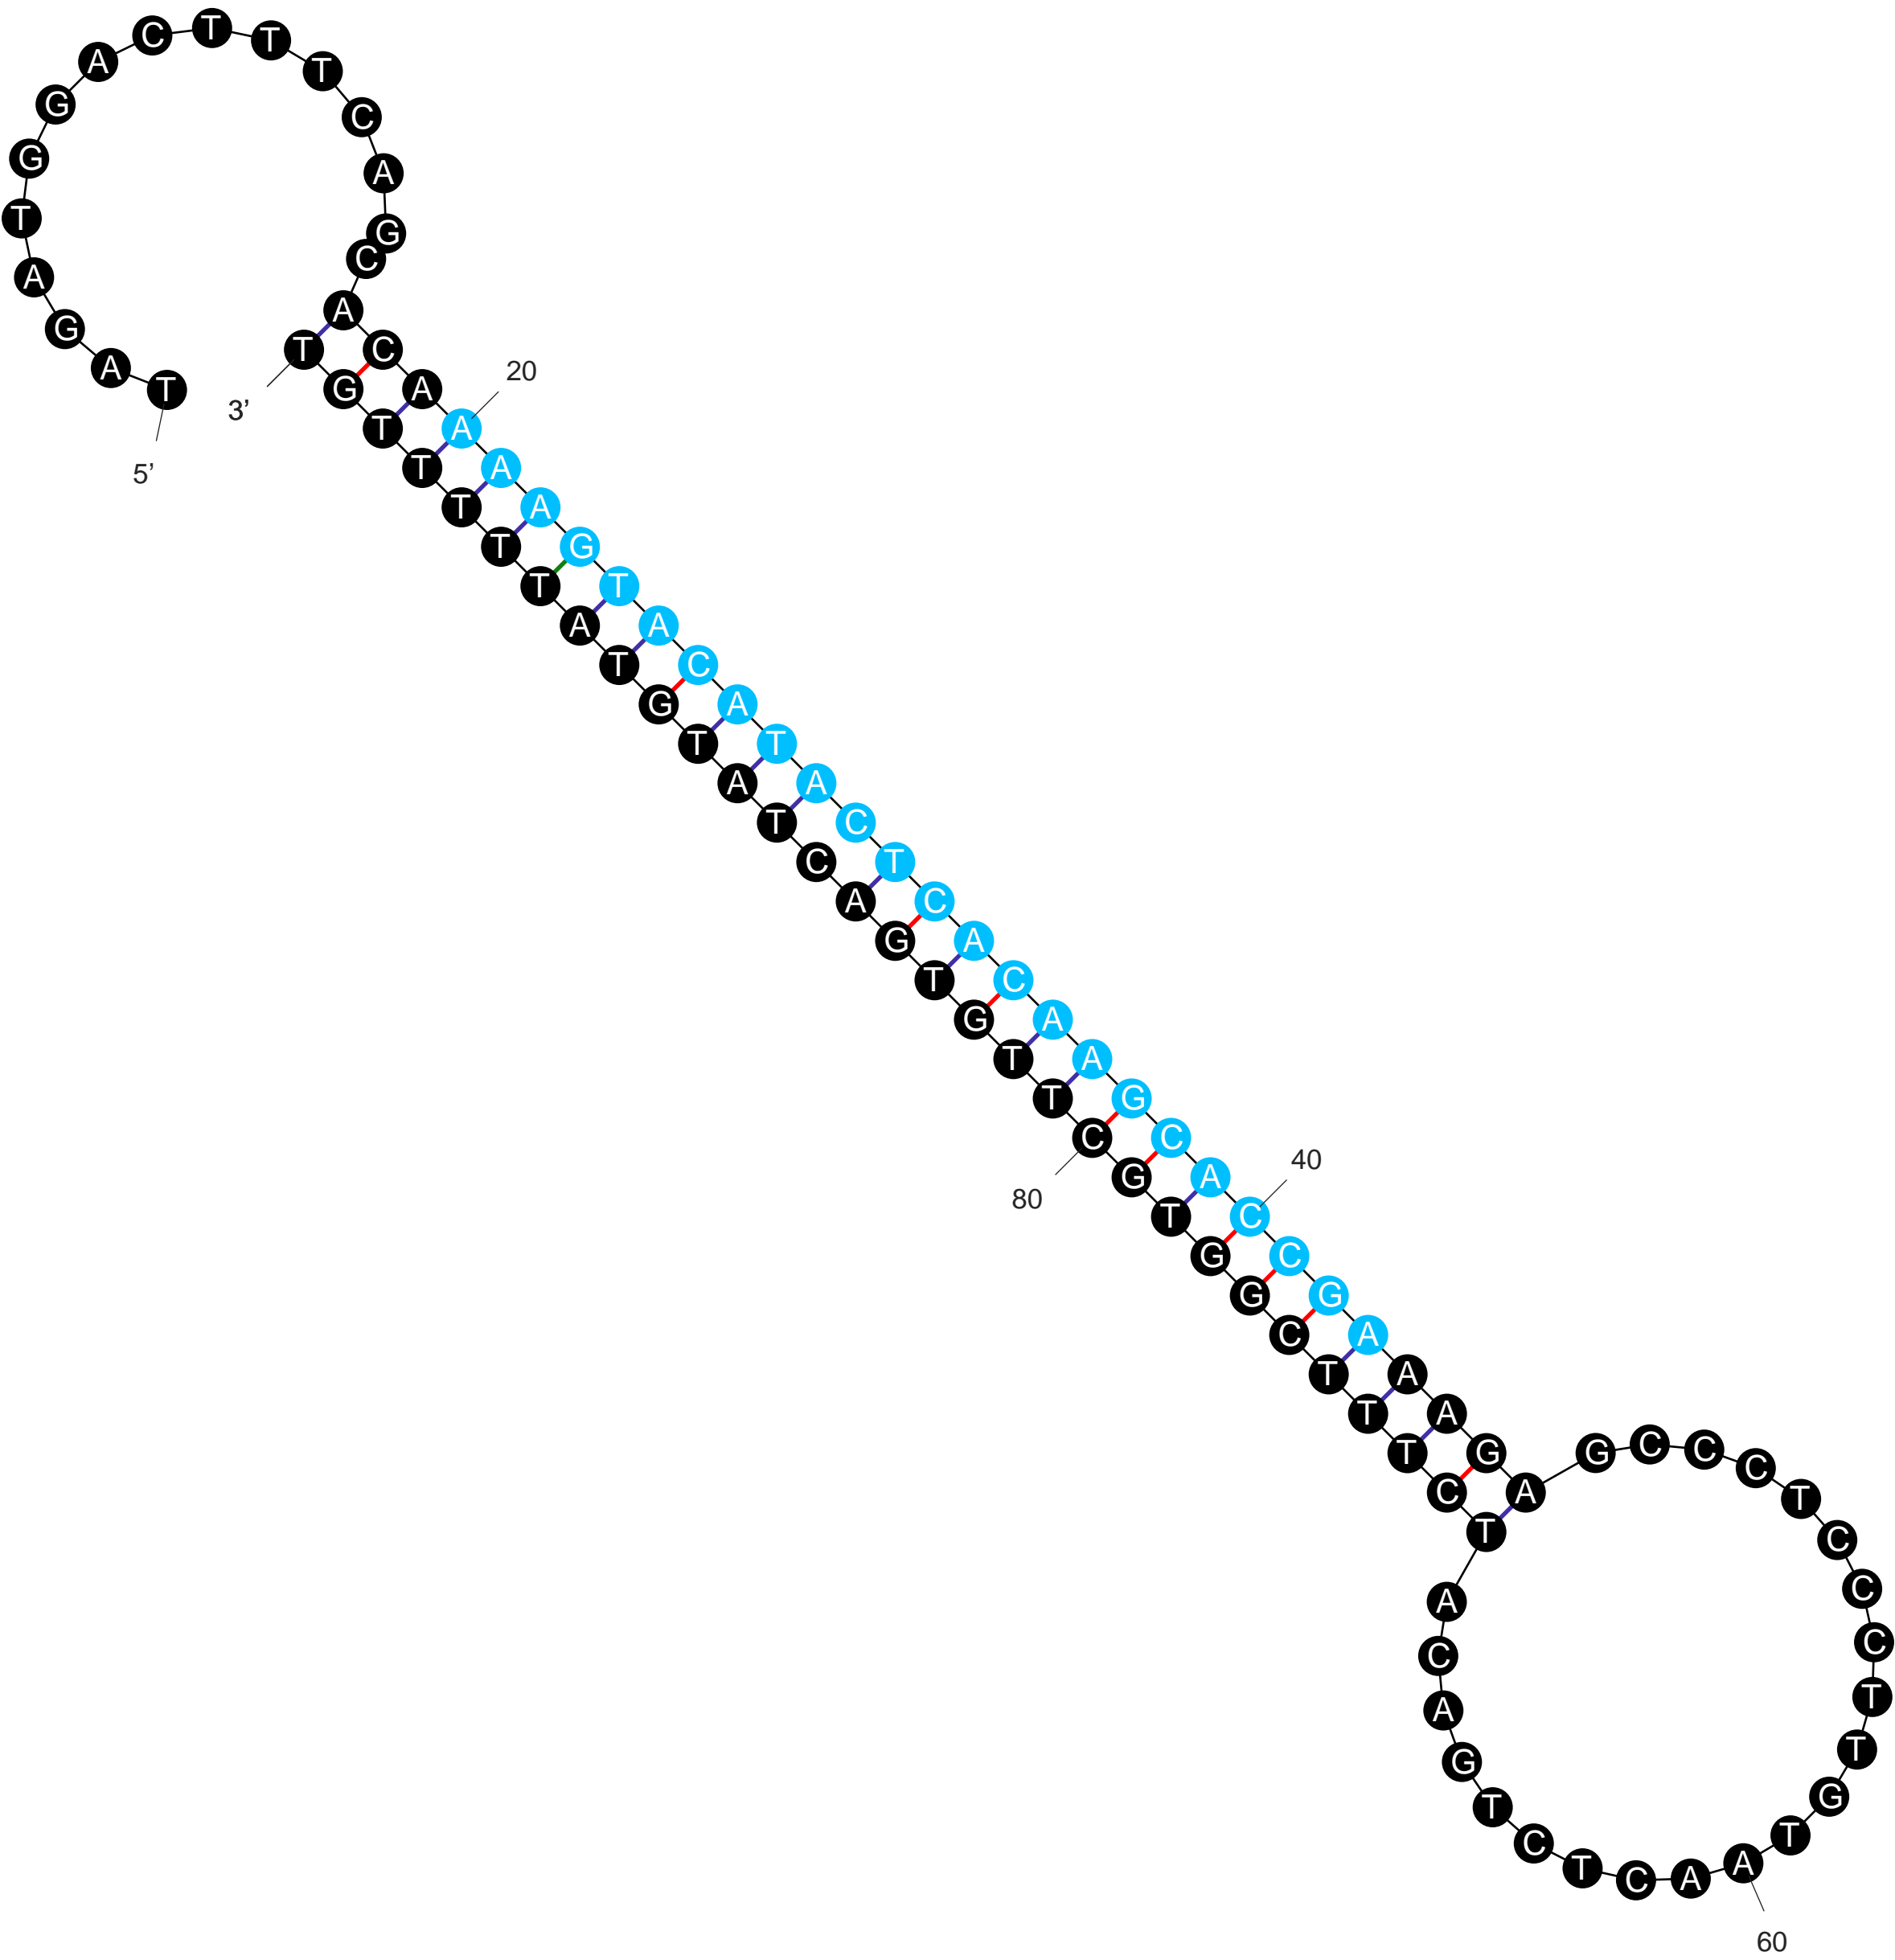

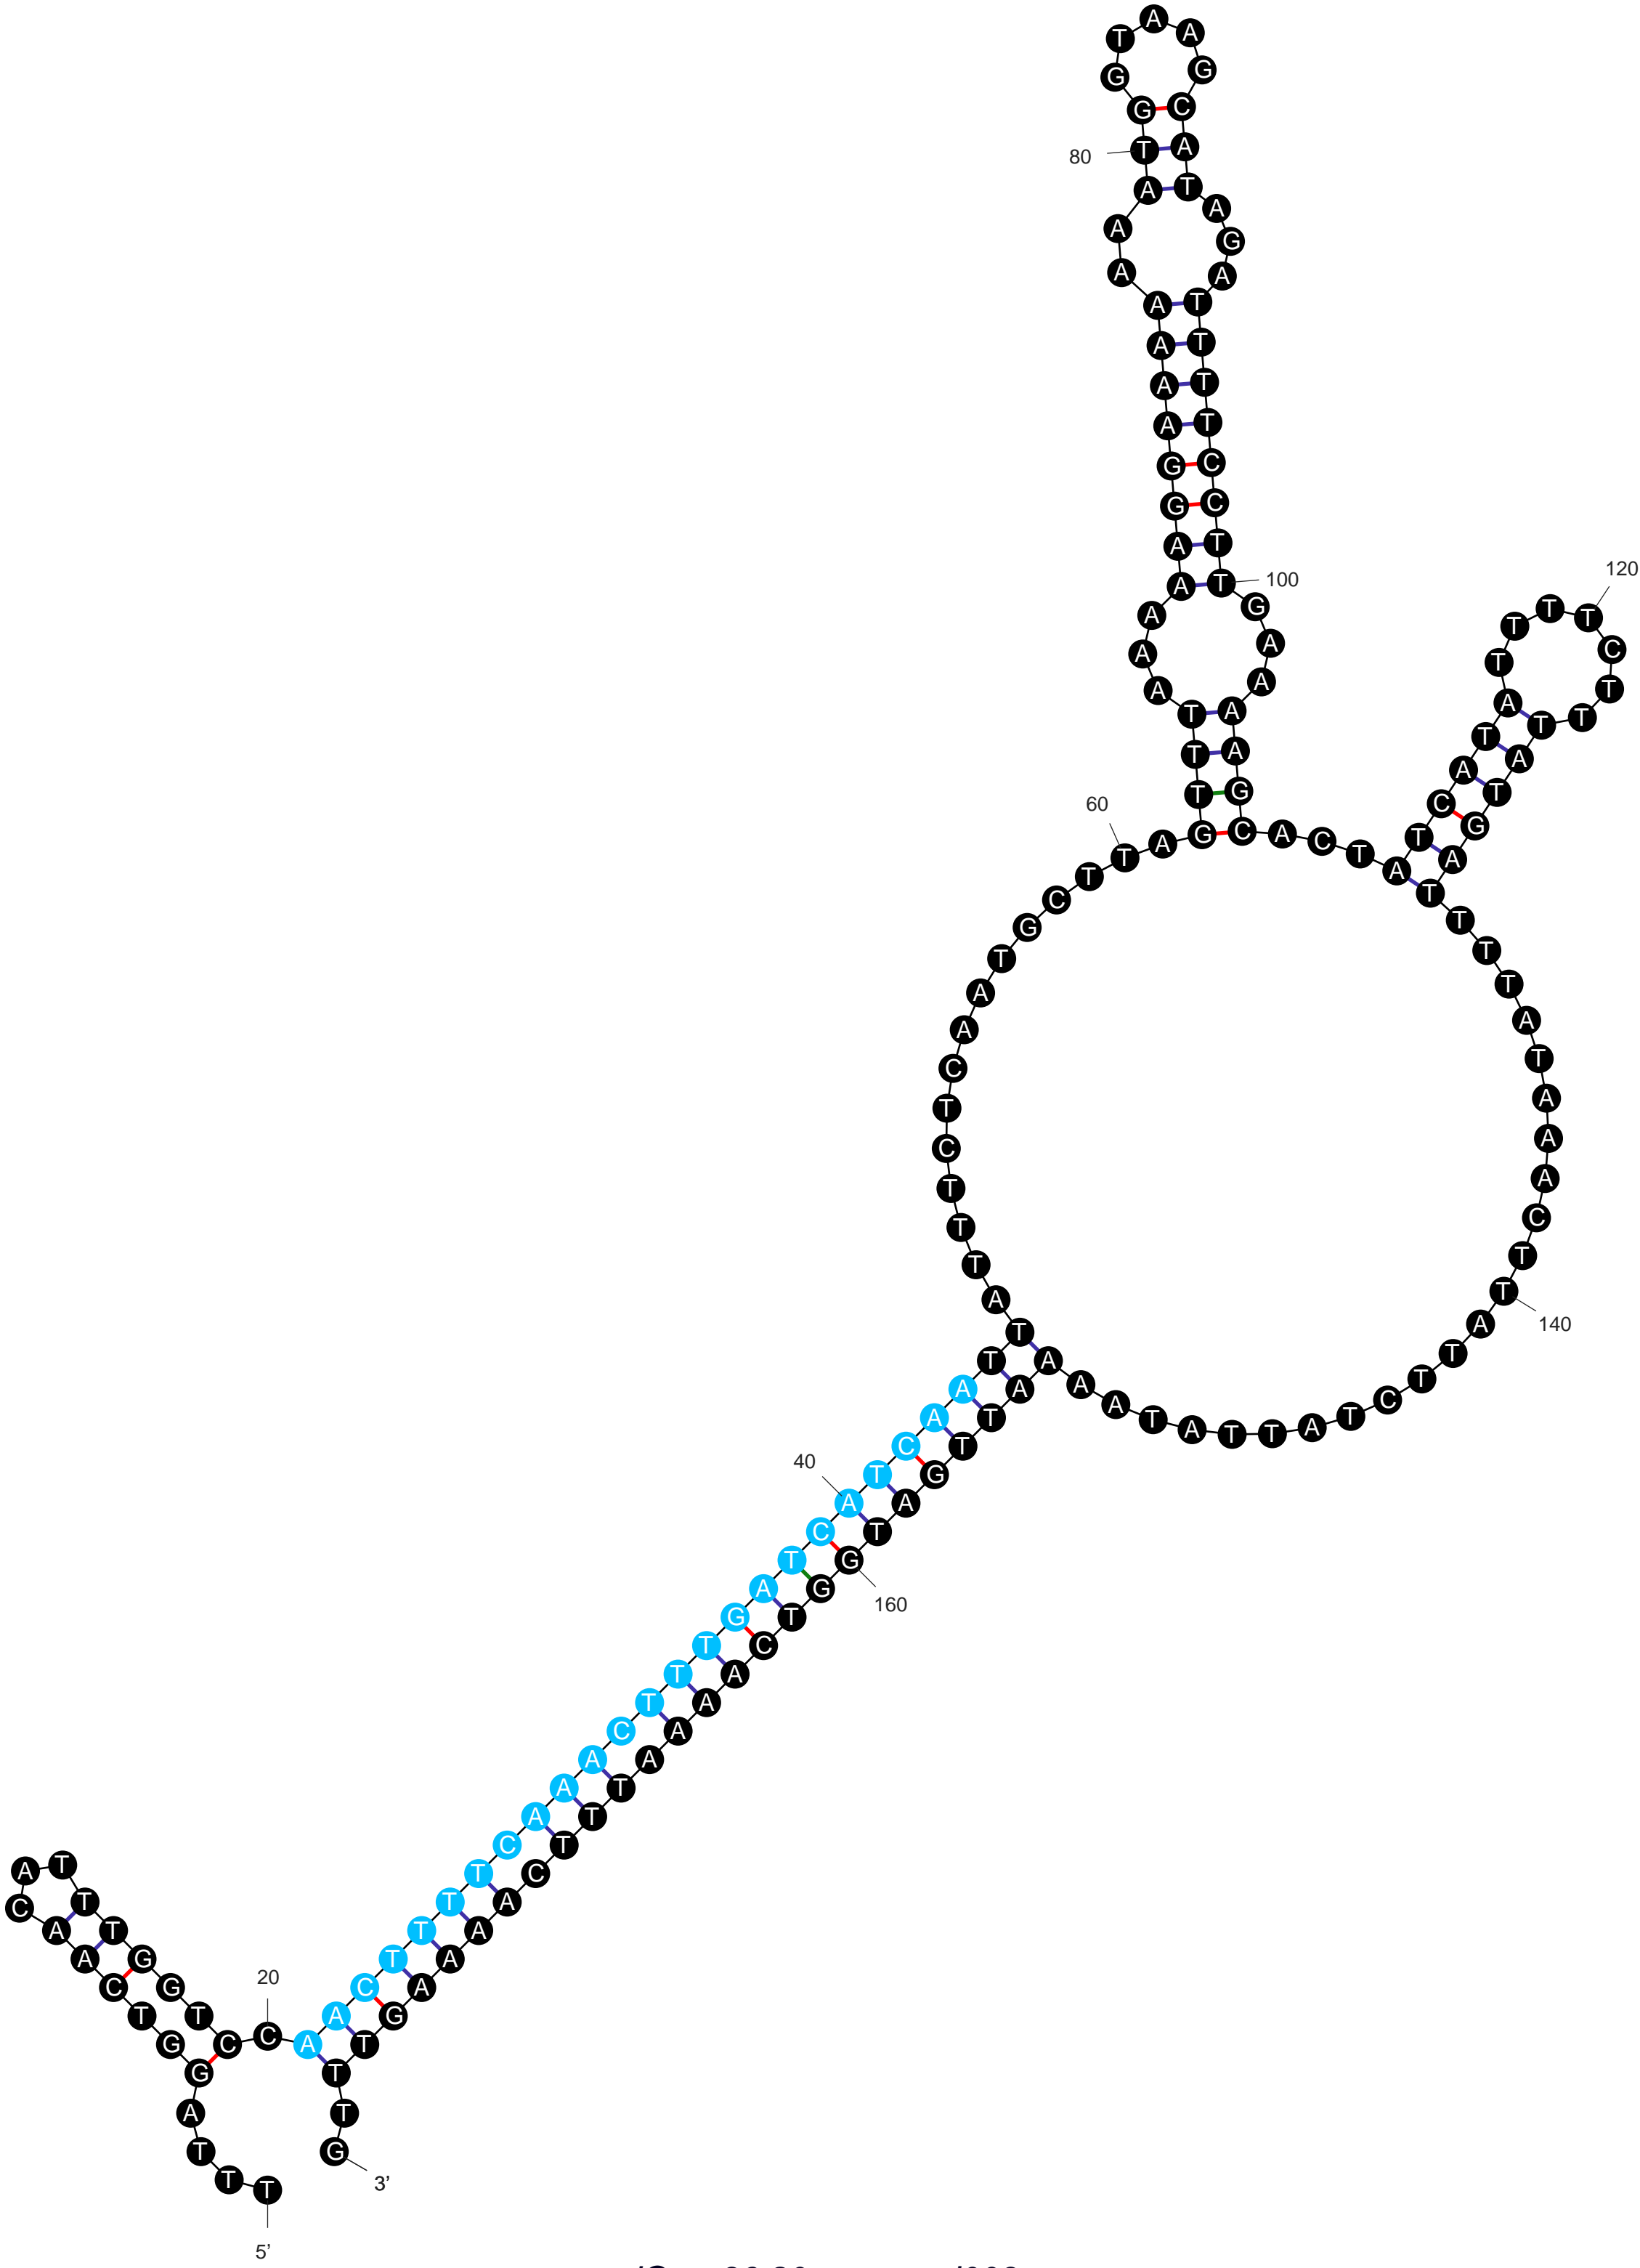

$dG = -36.80$  osa-cand003

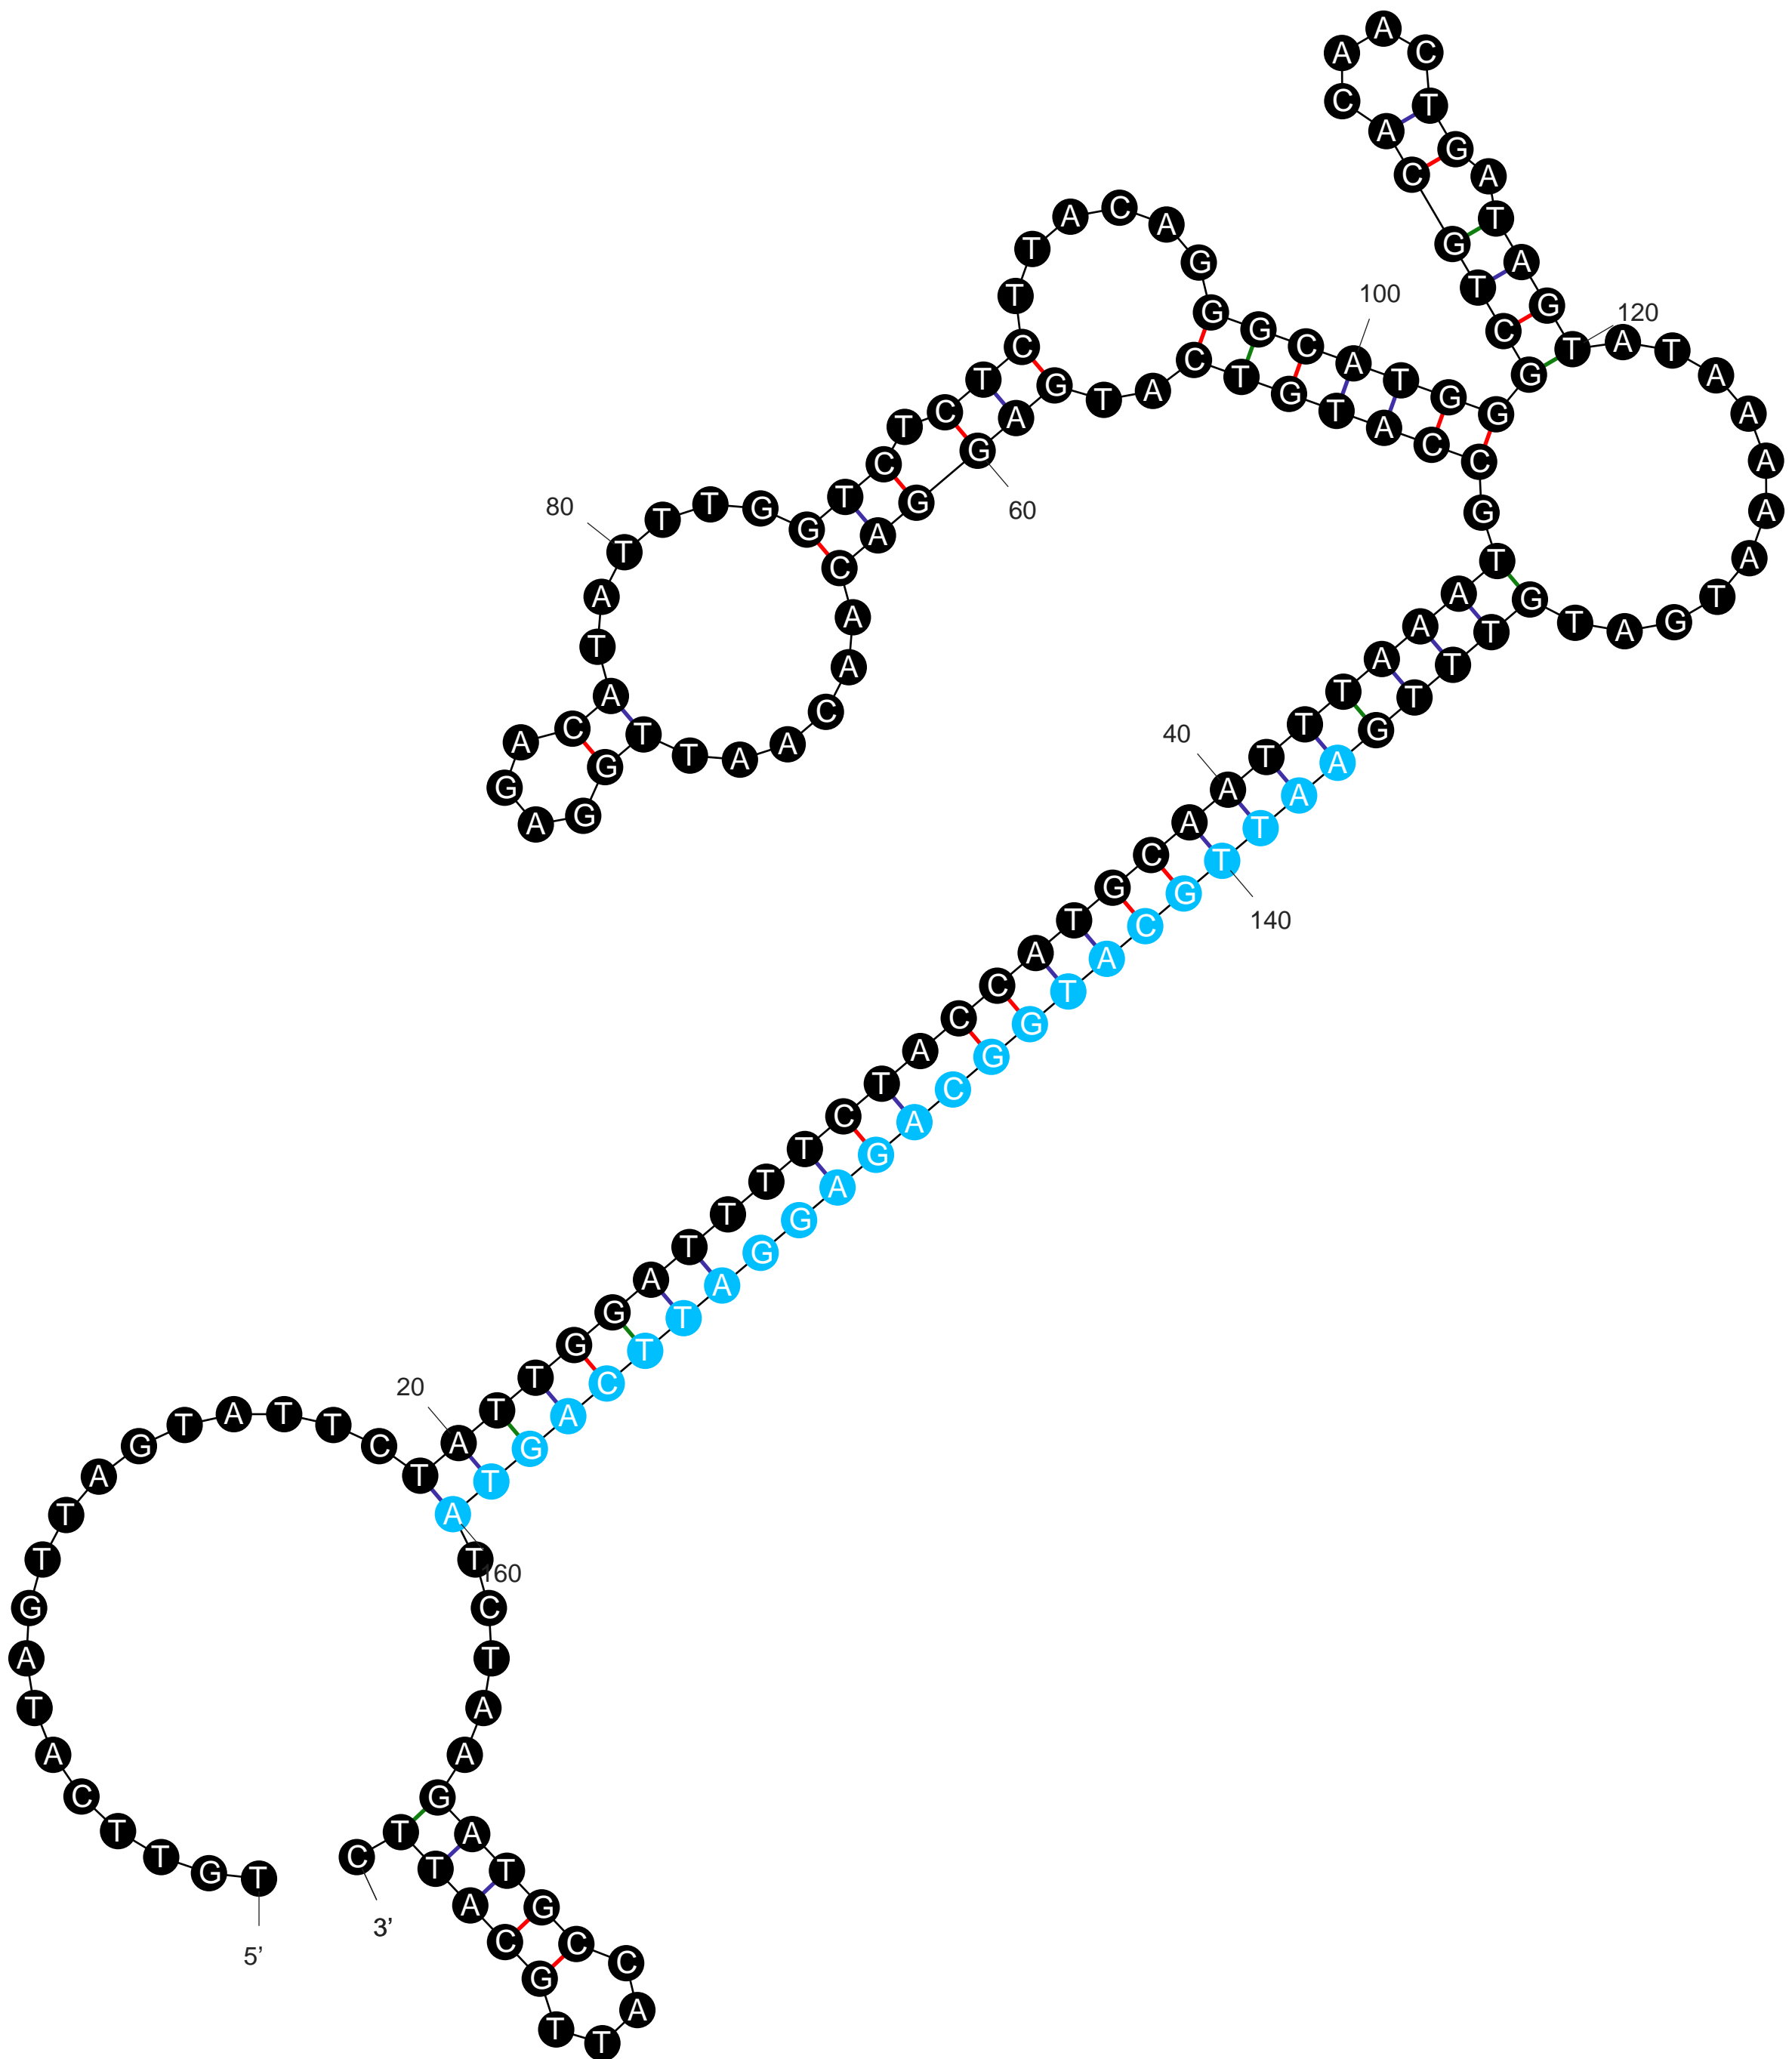

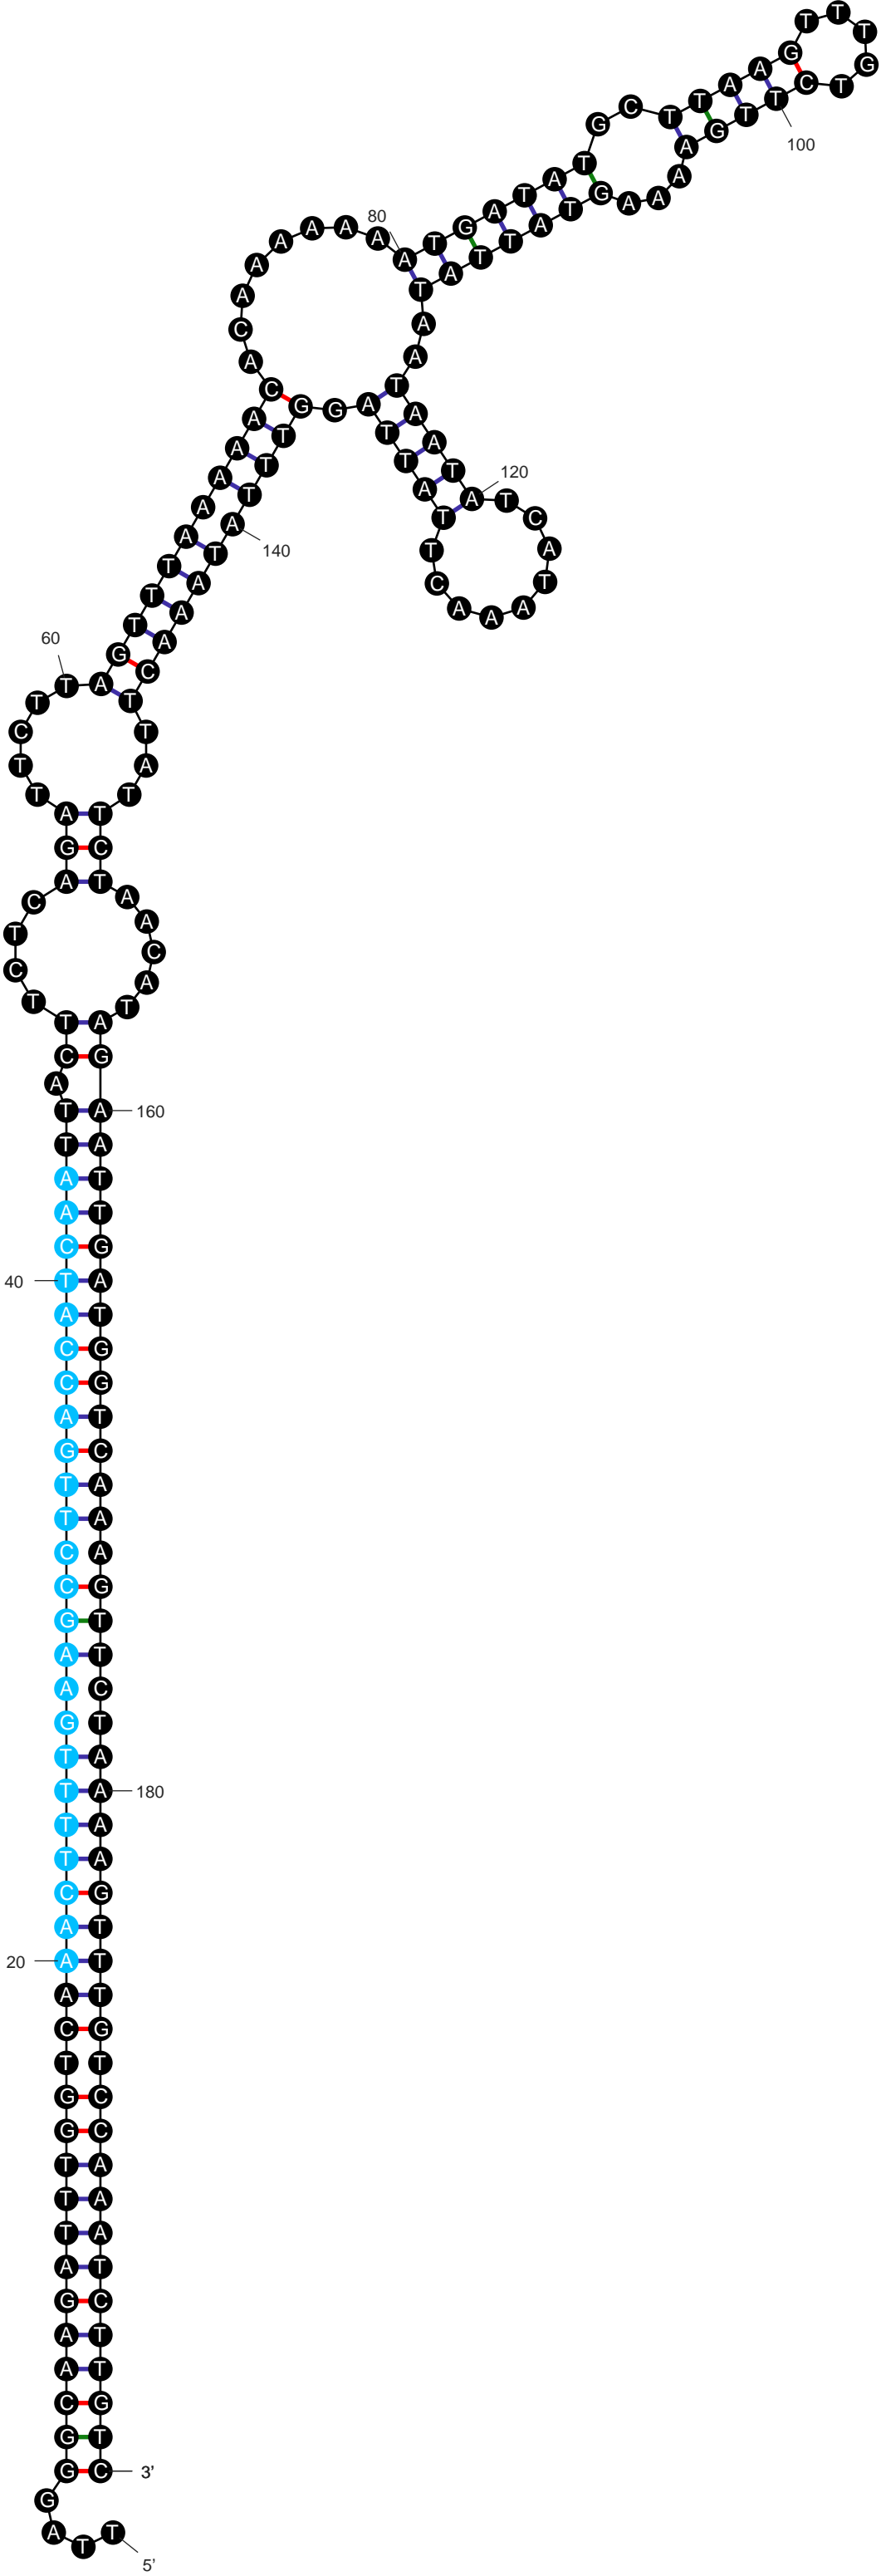

dG = -65.10 osa-cand005a

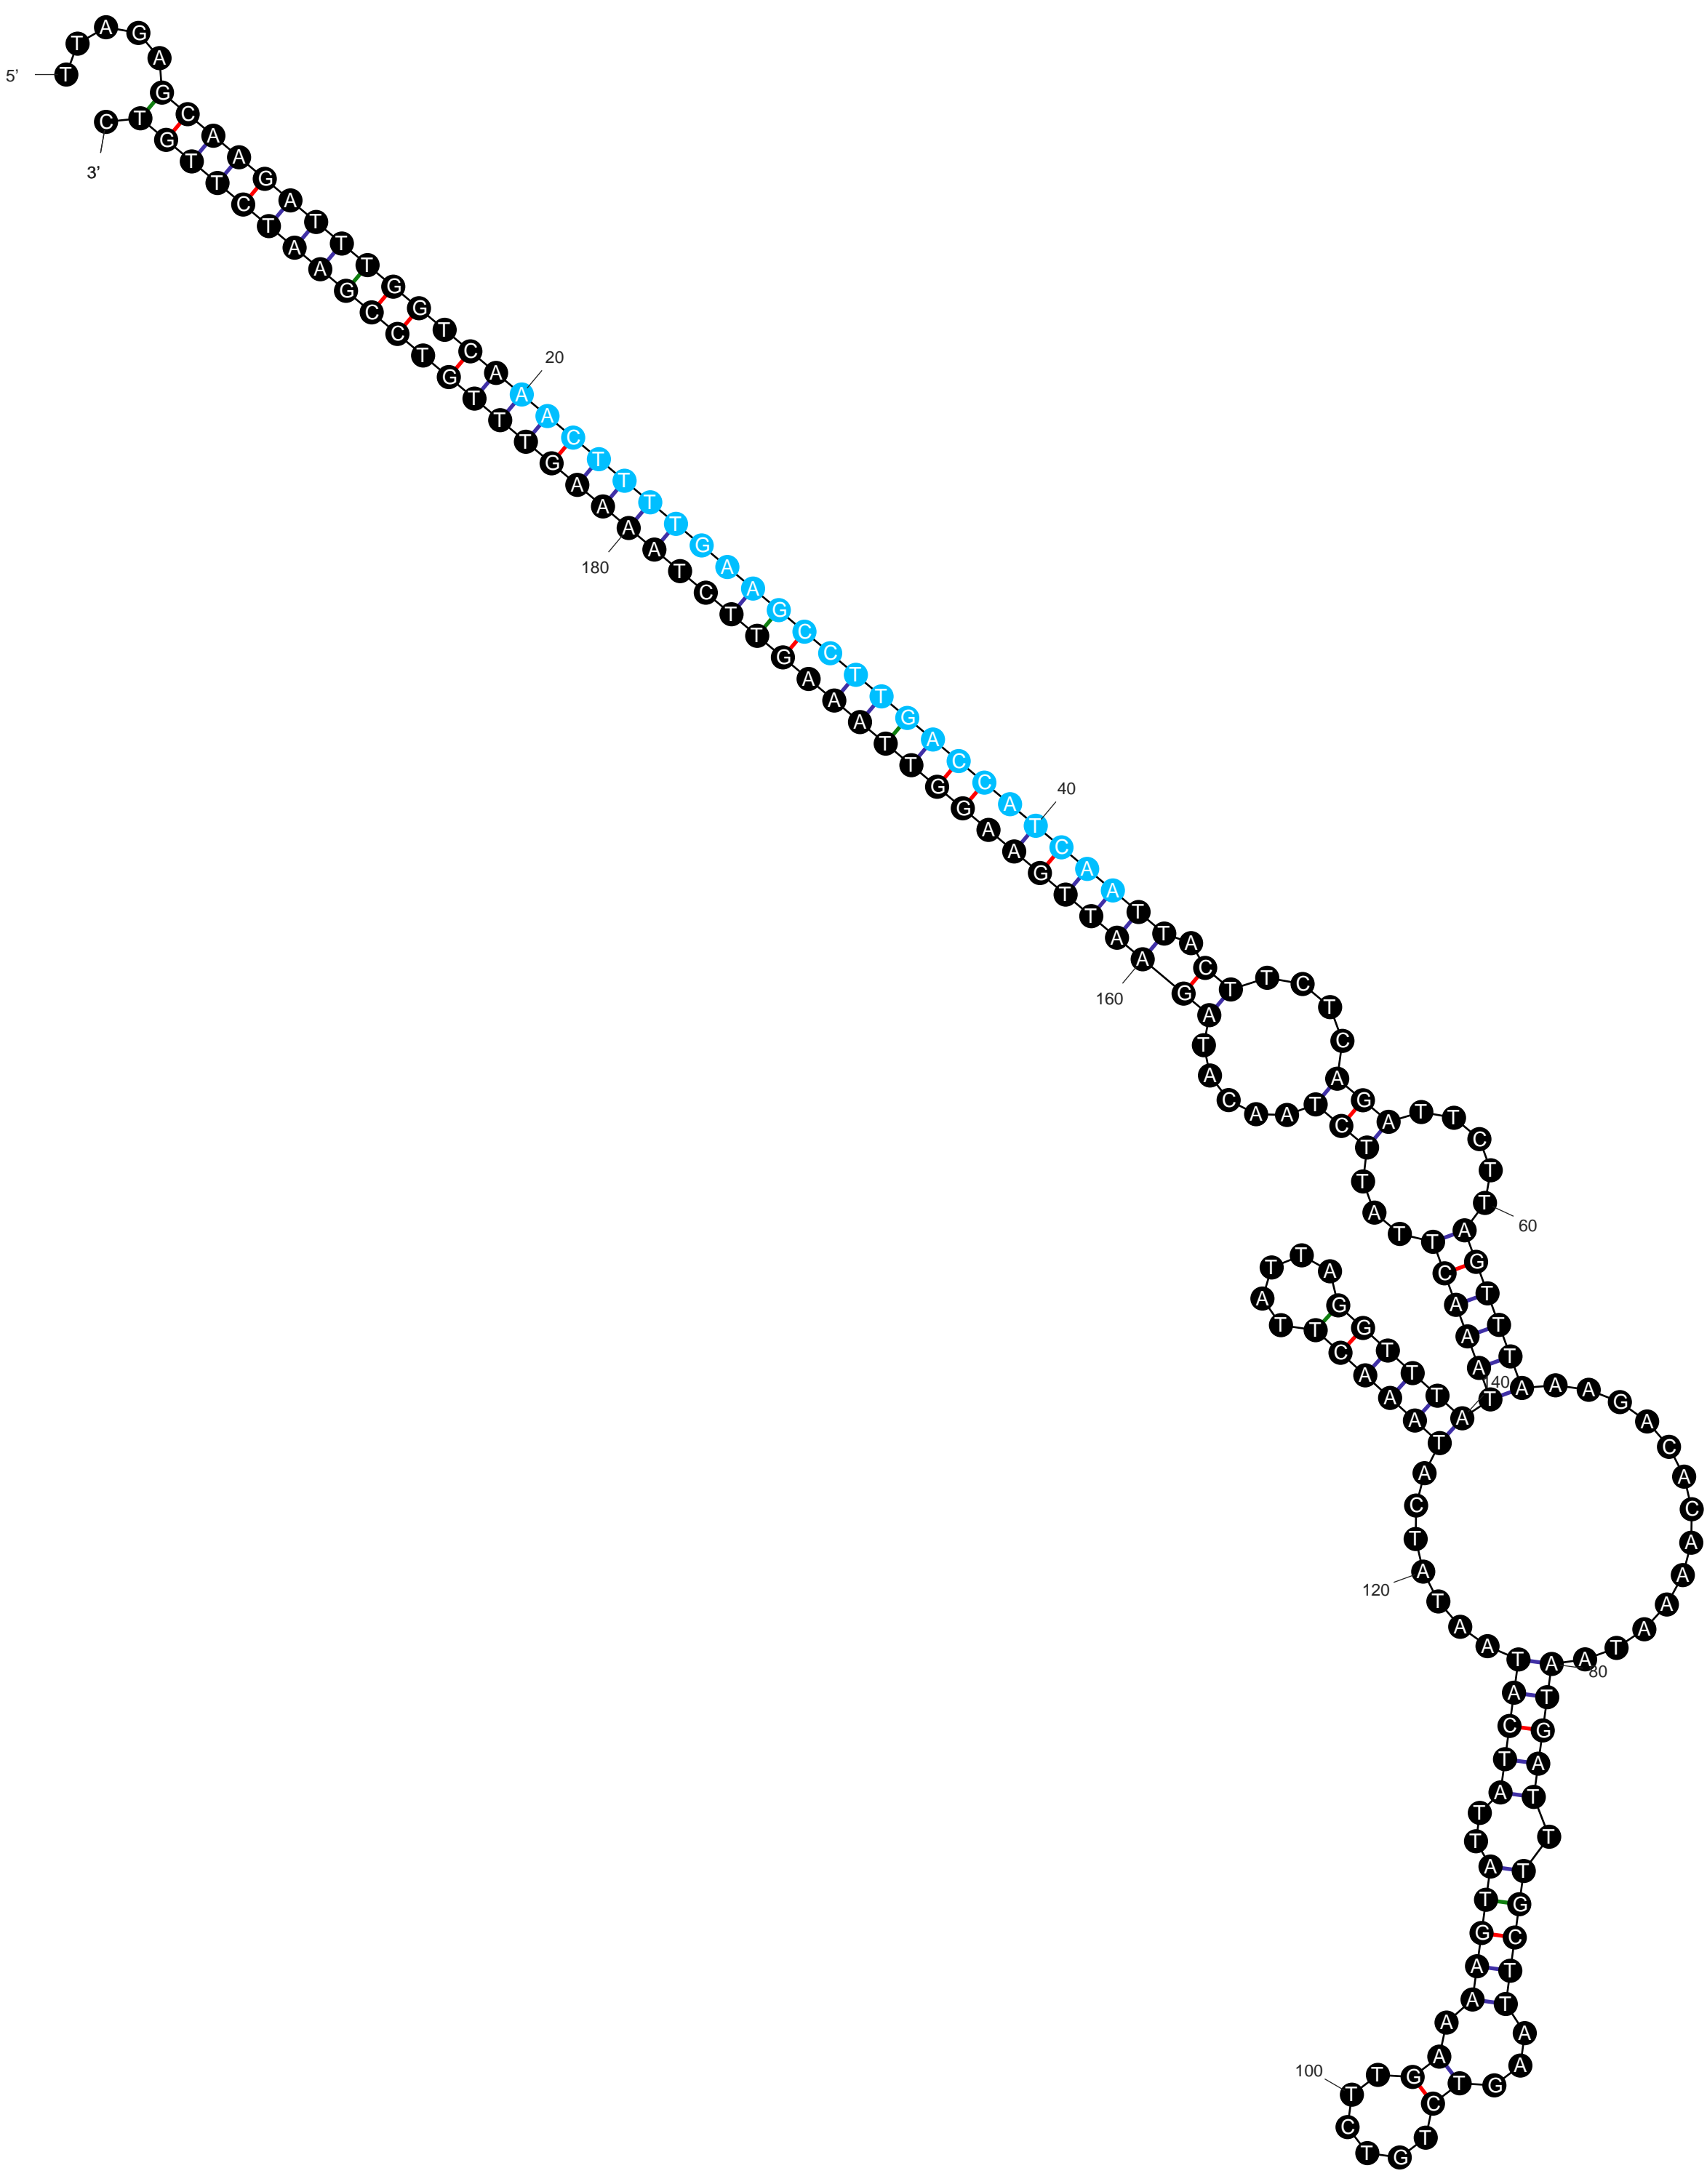

$dG = -55.50$  *osa-cand005b*

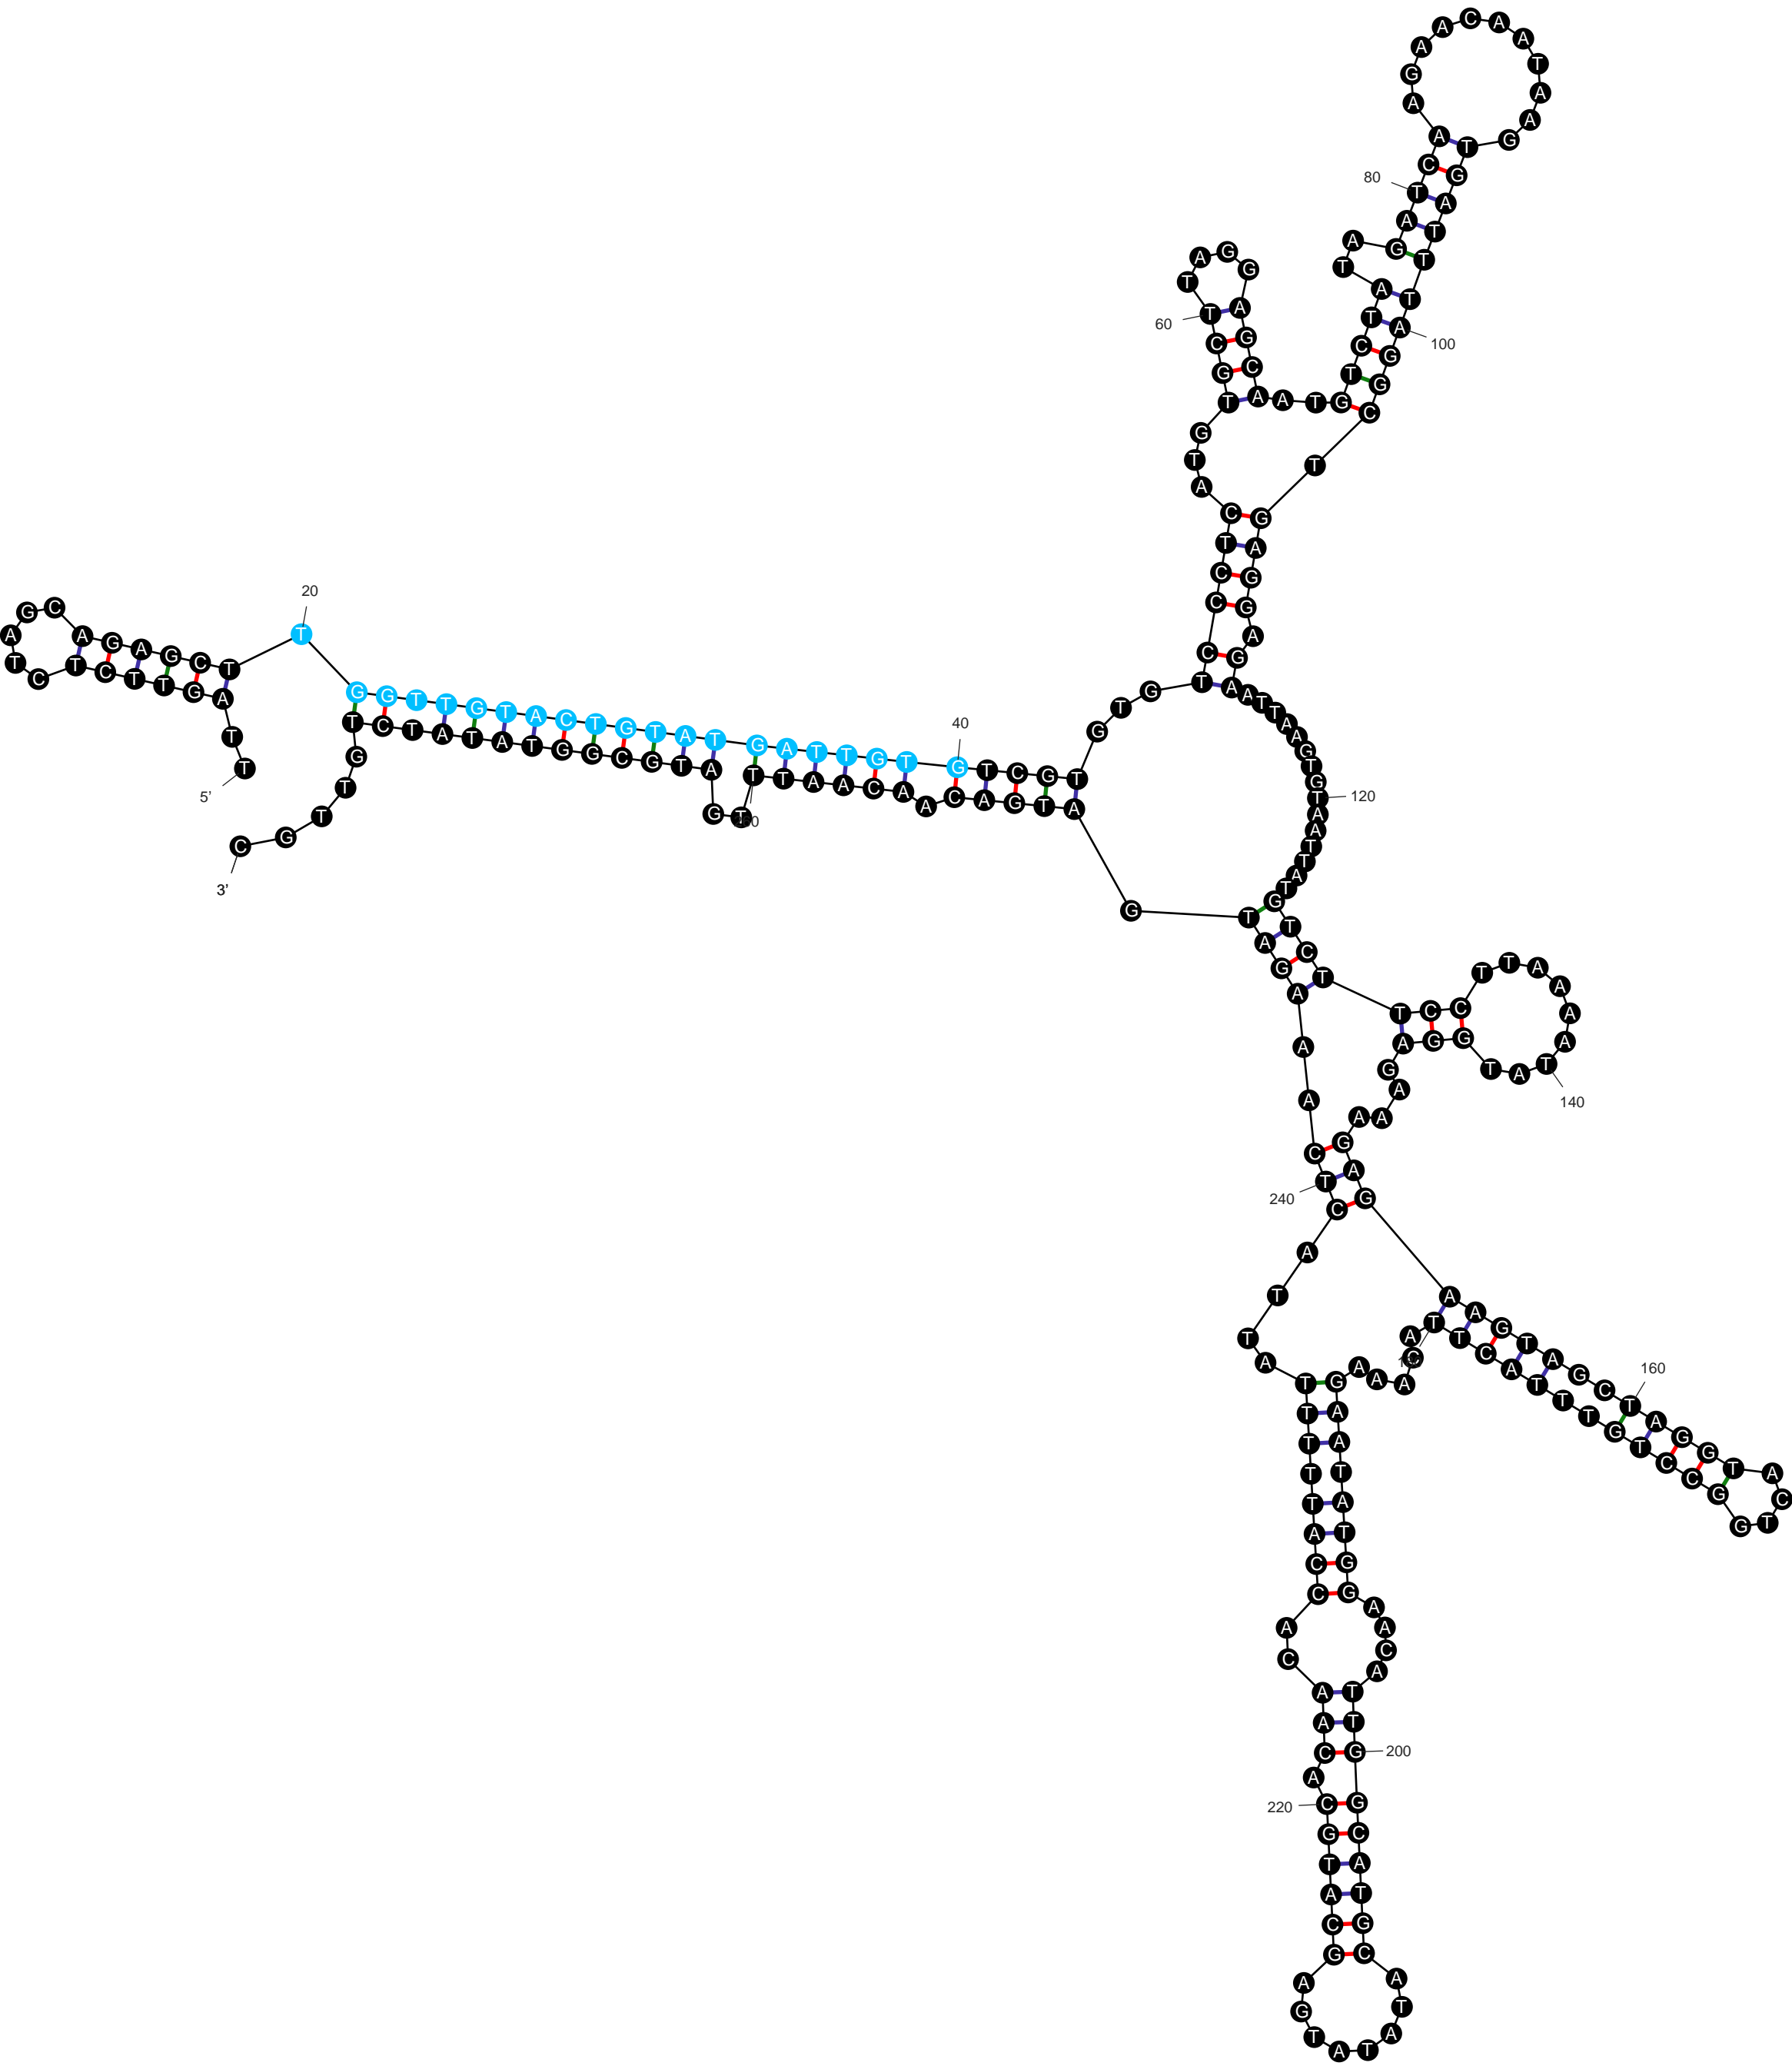

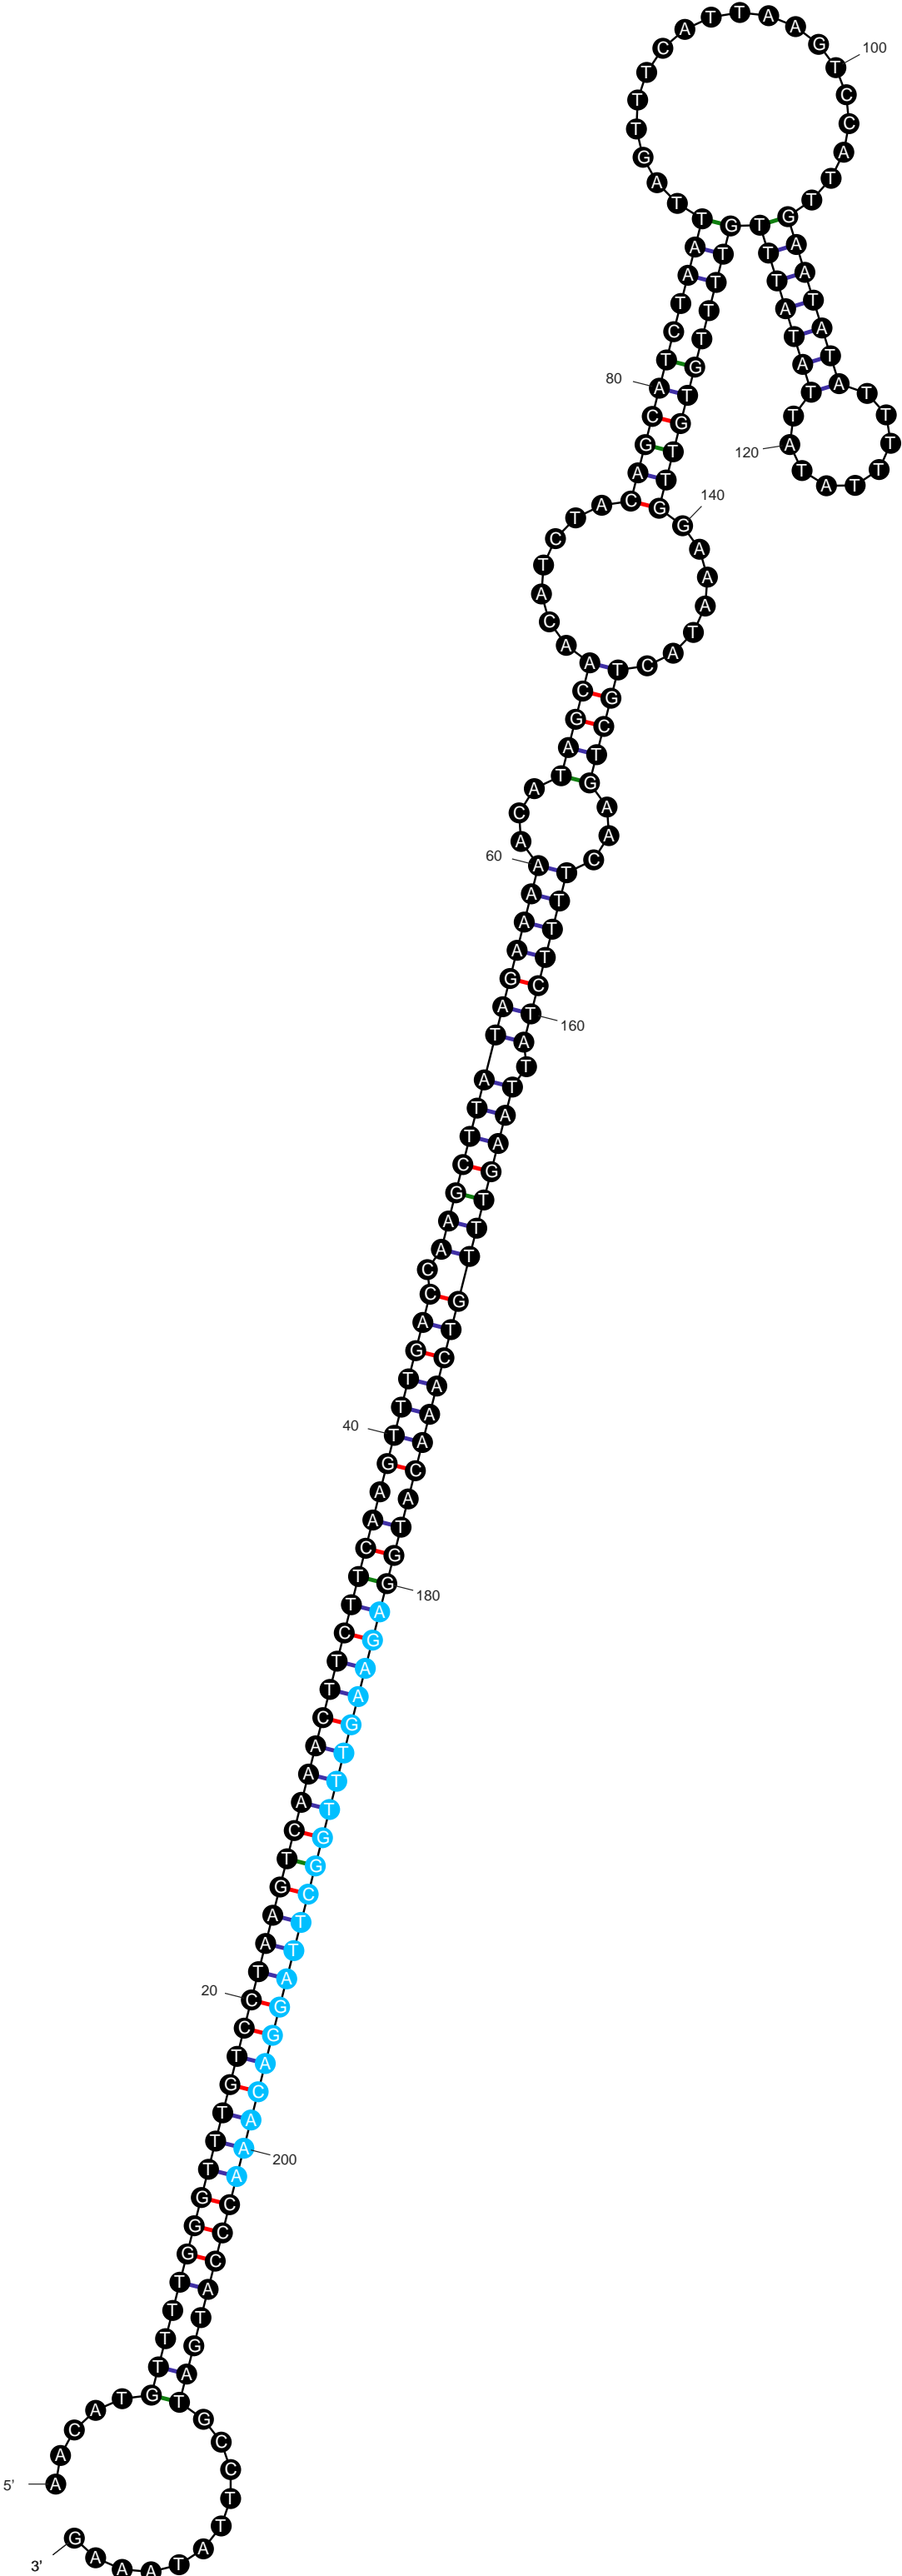

$dG = -81.80$  osa-cand008

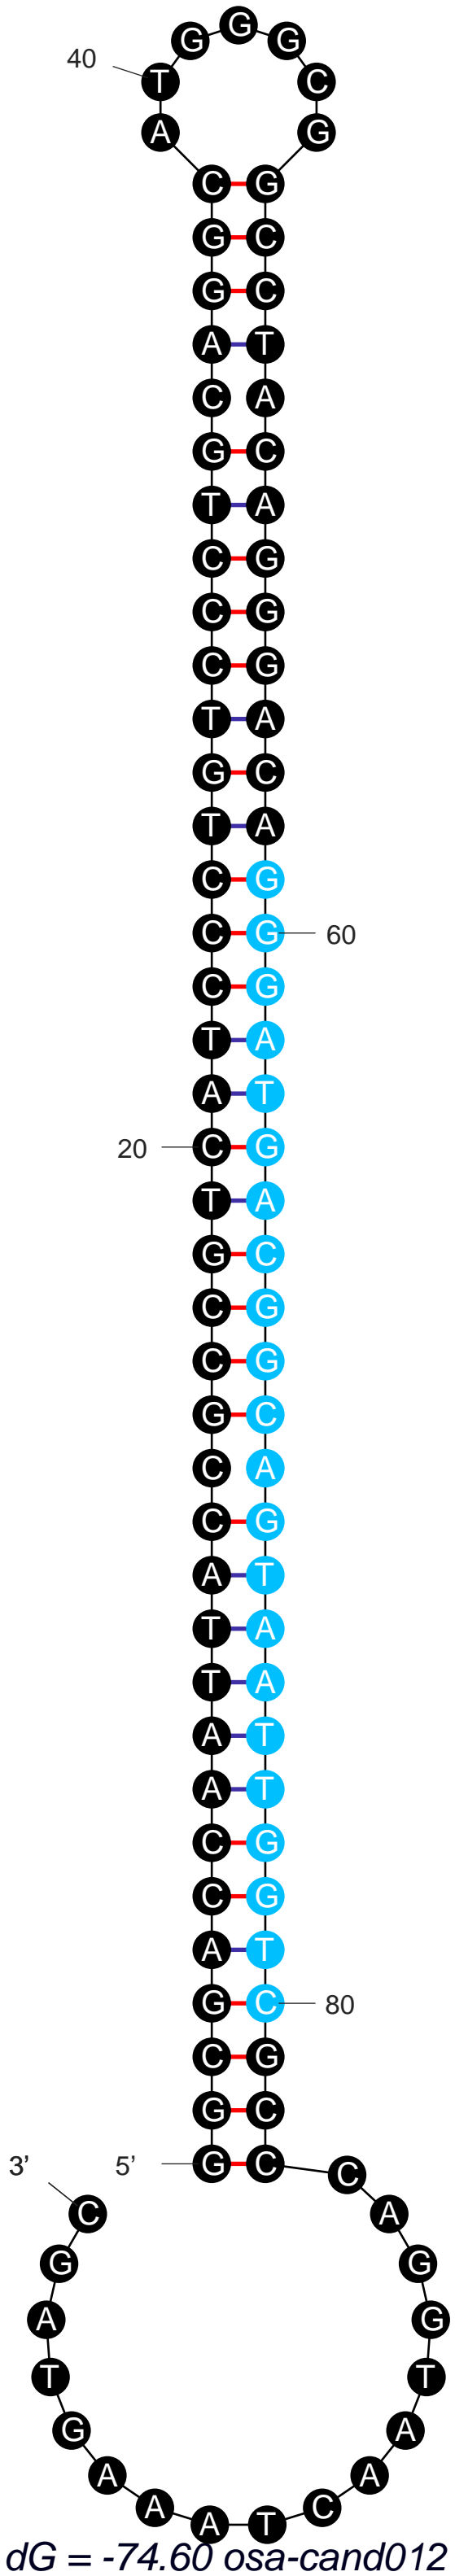

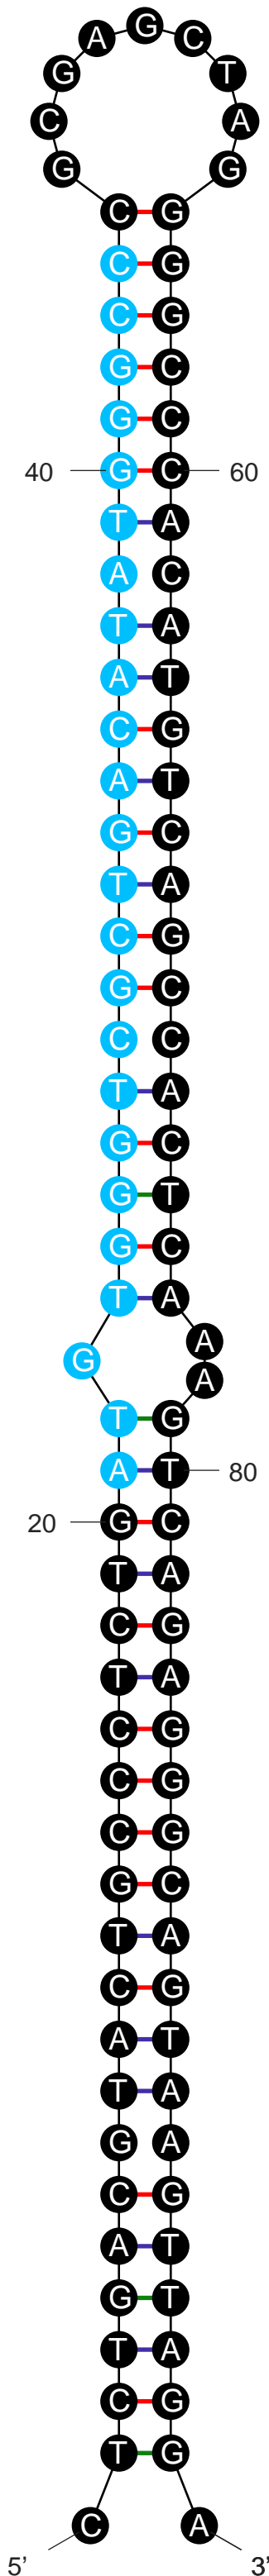

$dG = -68.90$  osa-cand013

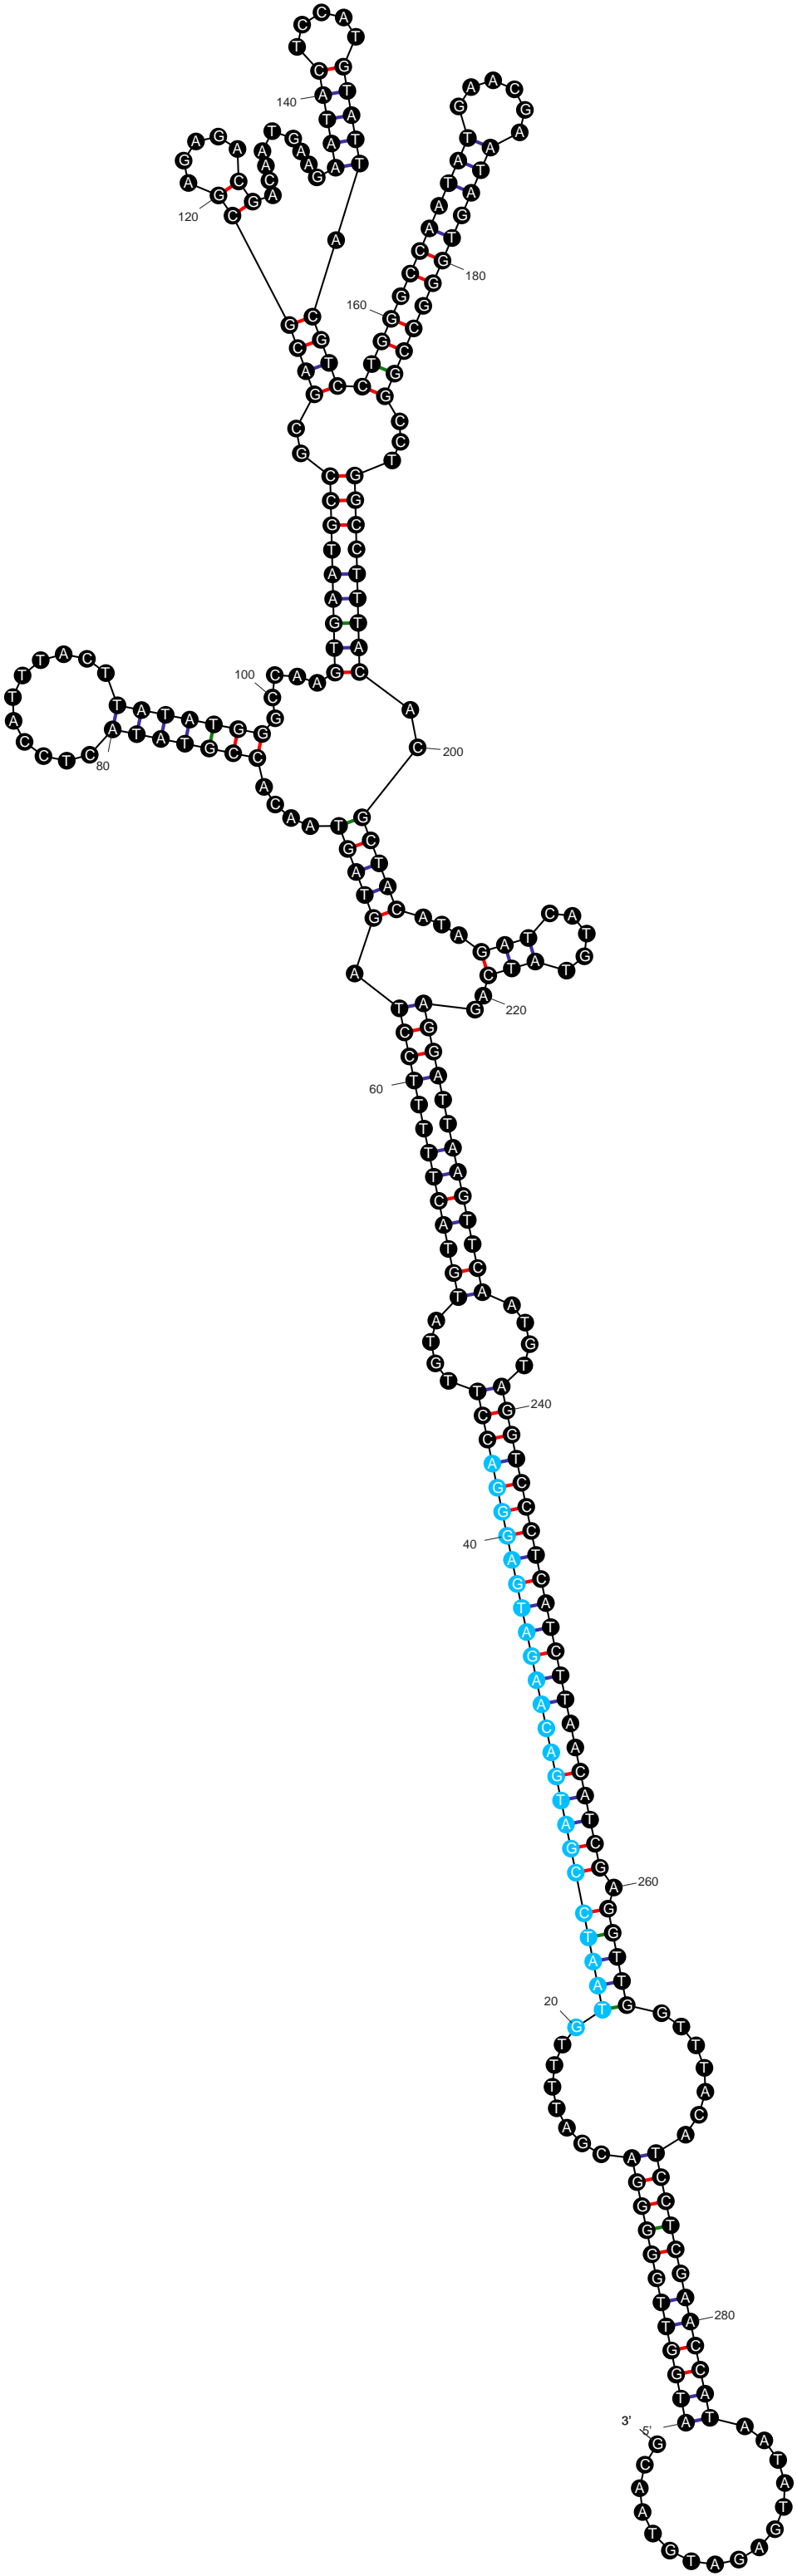

$dG = -96.80$  osa-cand014

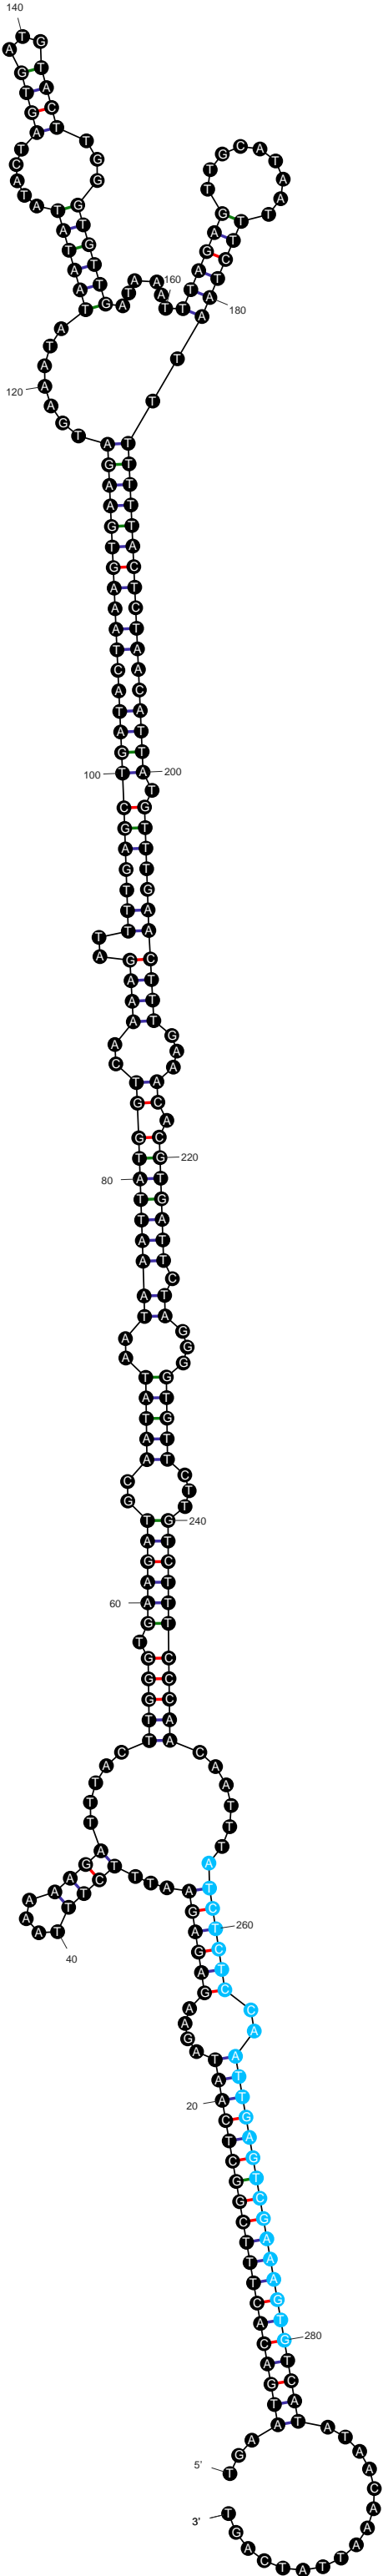

dG = -73.20 osa-cand015a

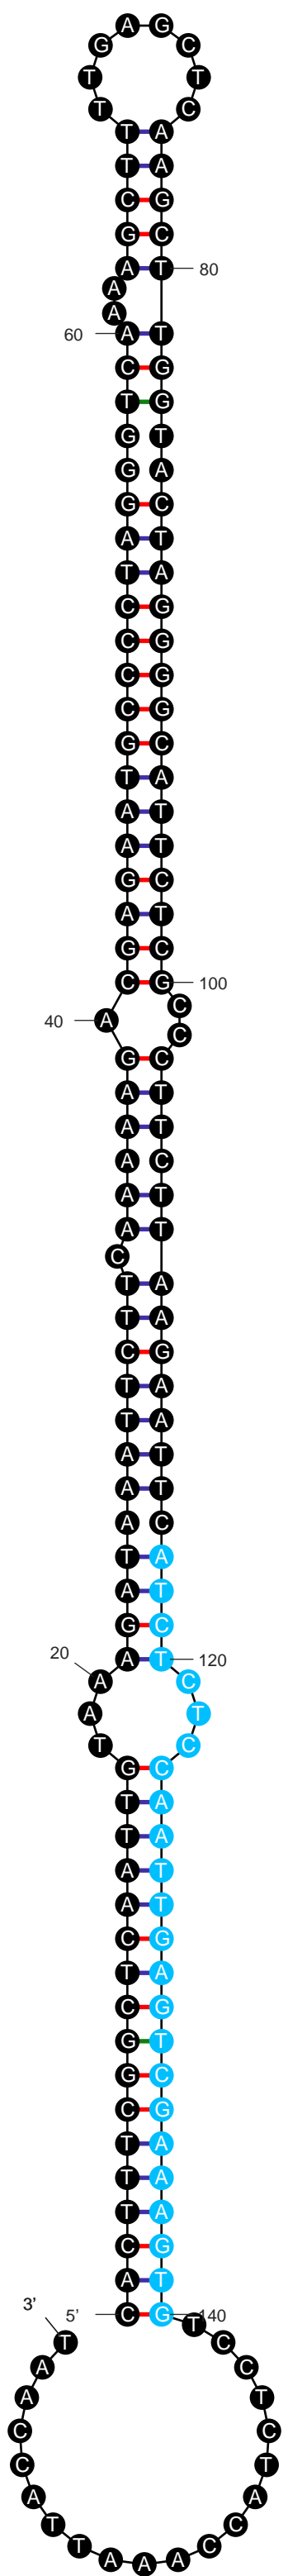

dG = -72.20 osa-cand015b

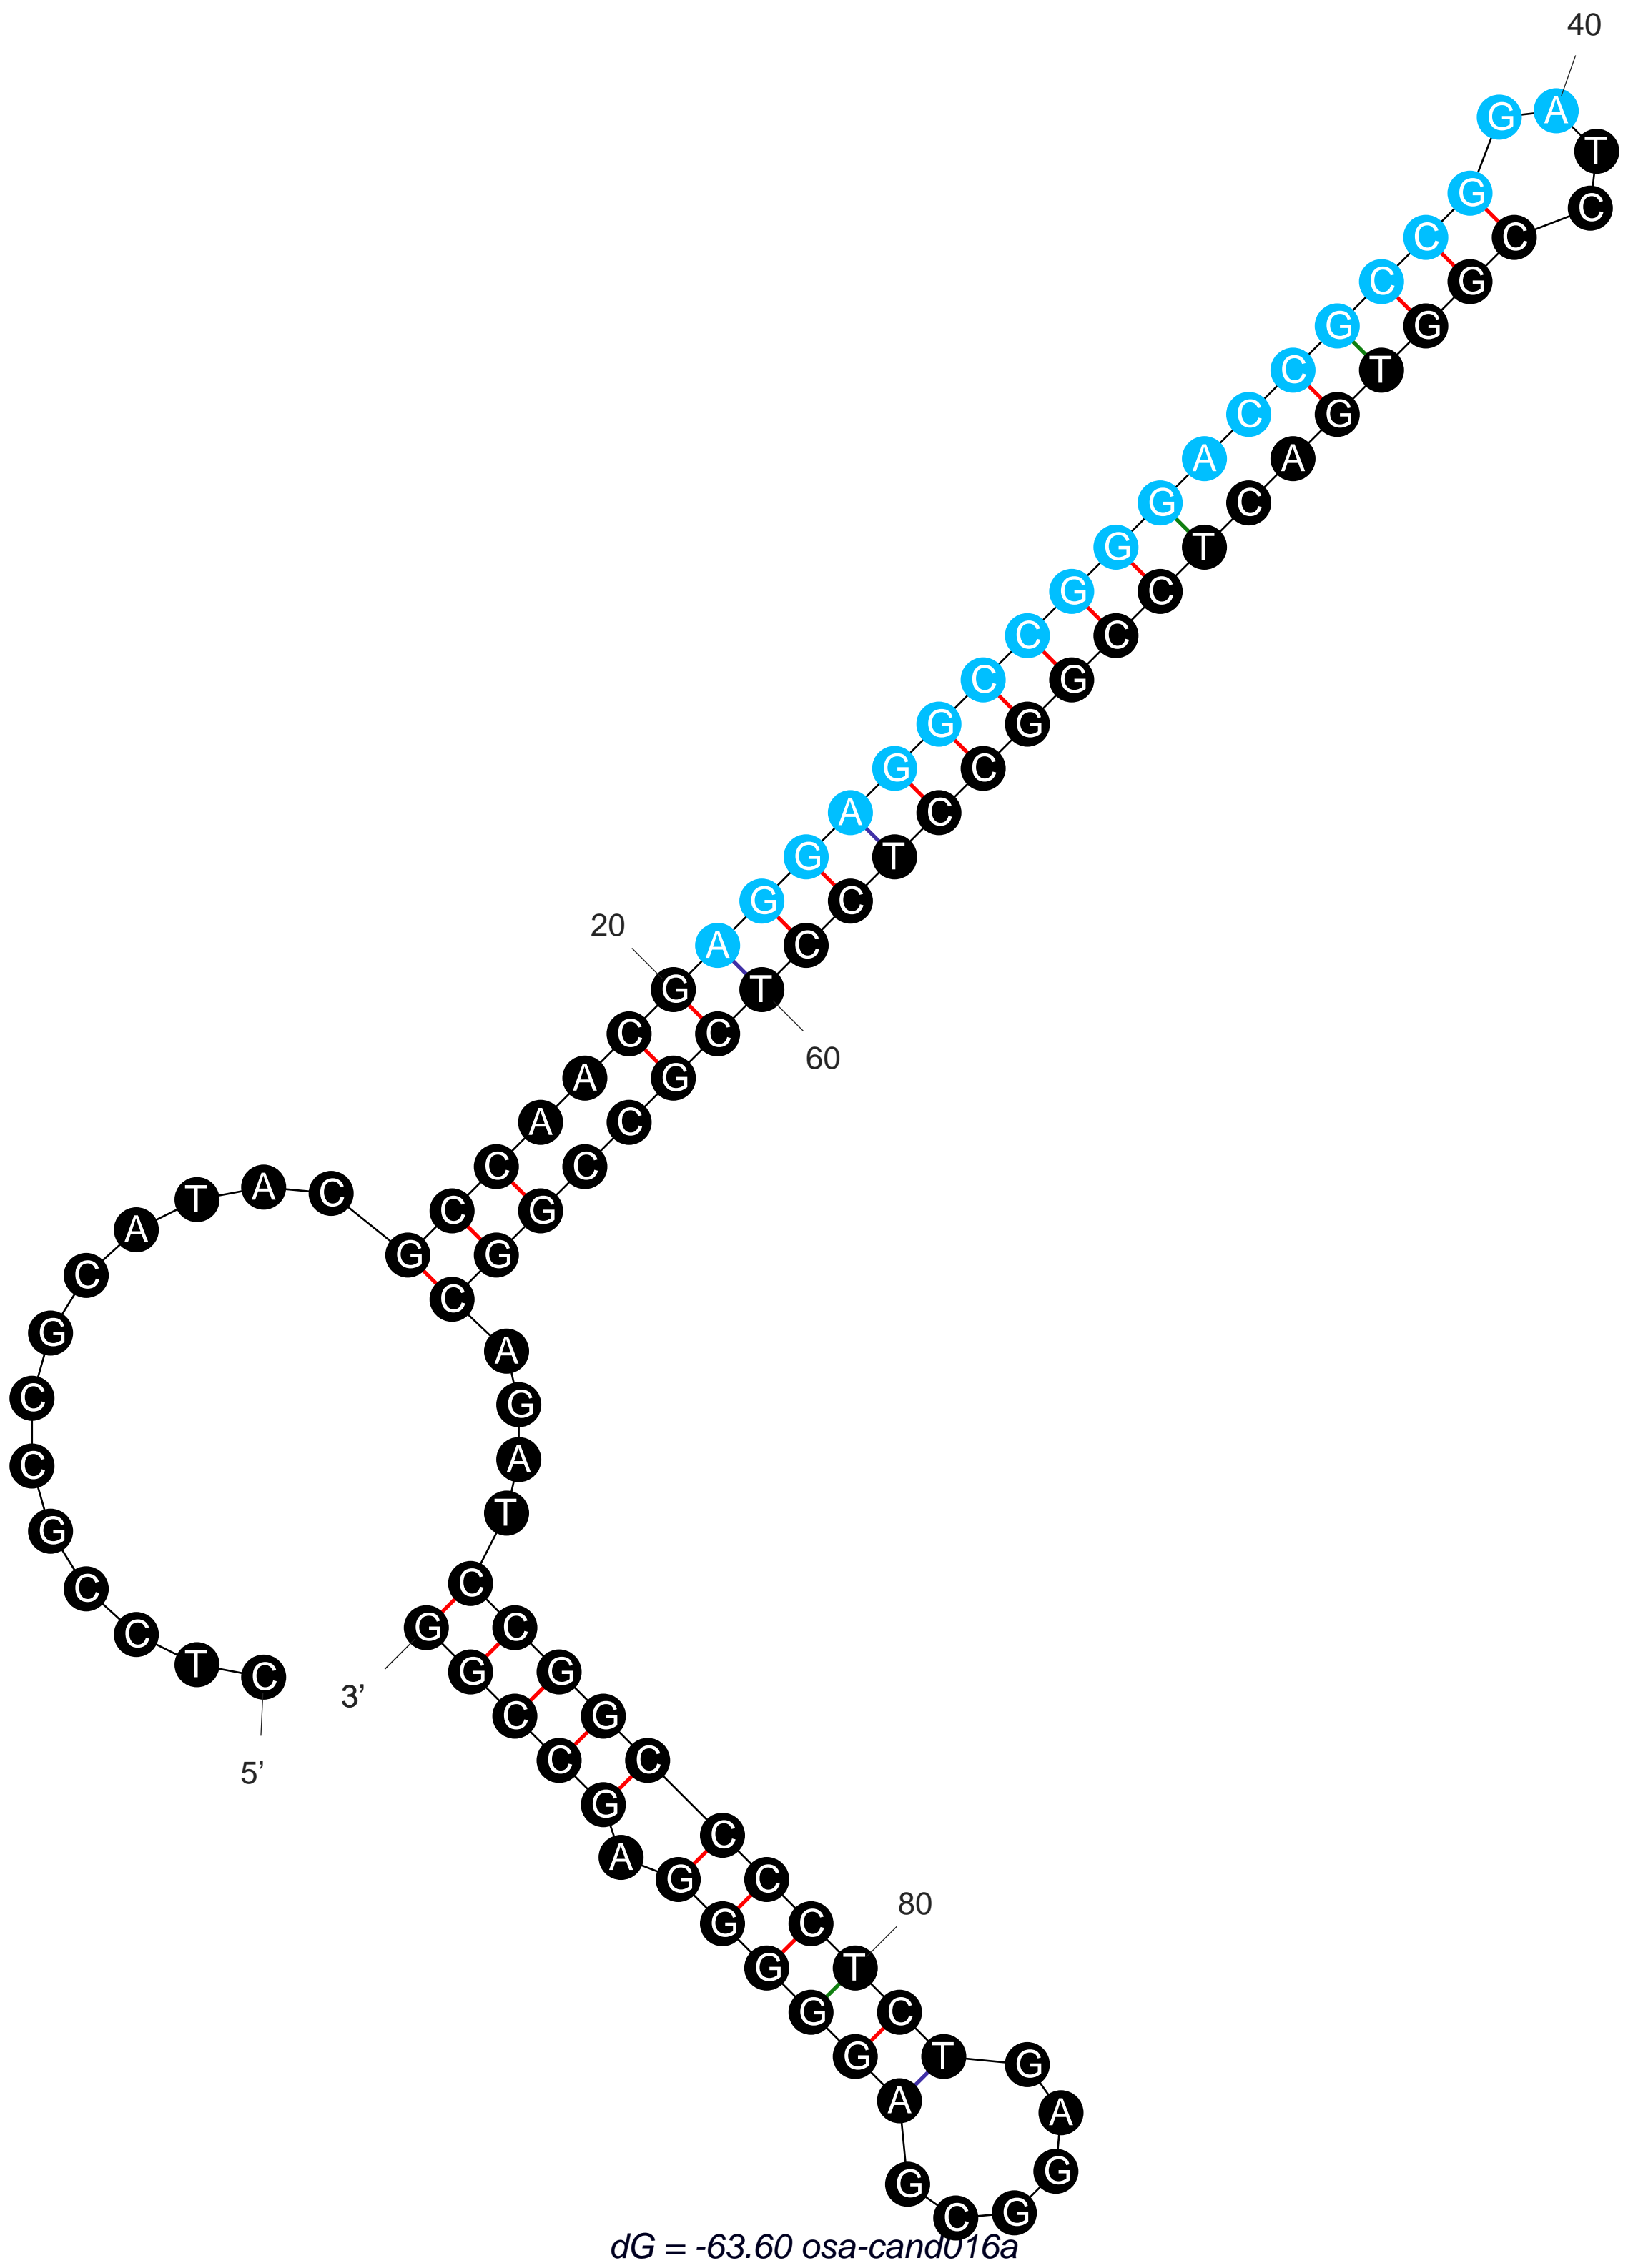

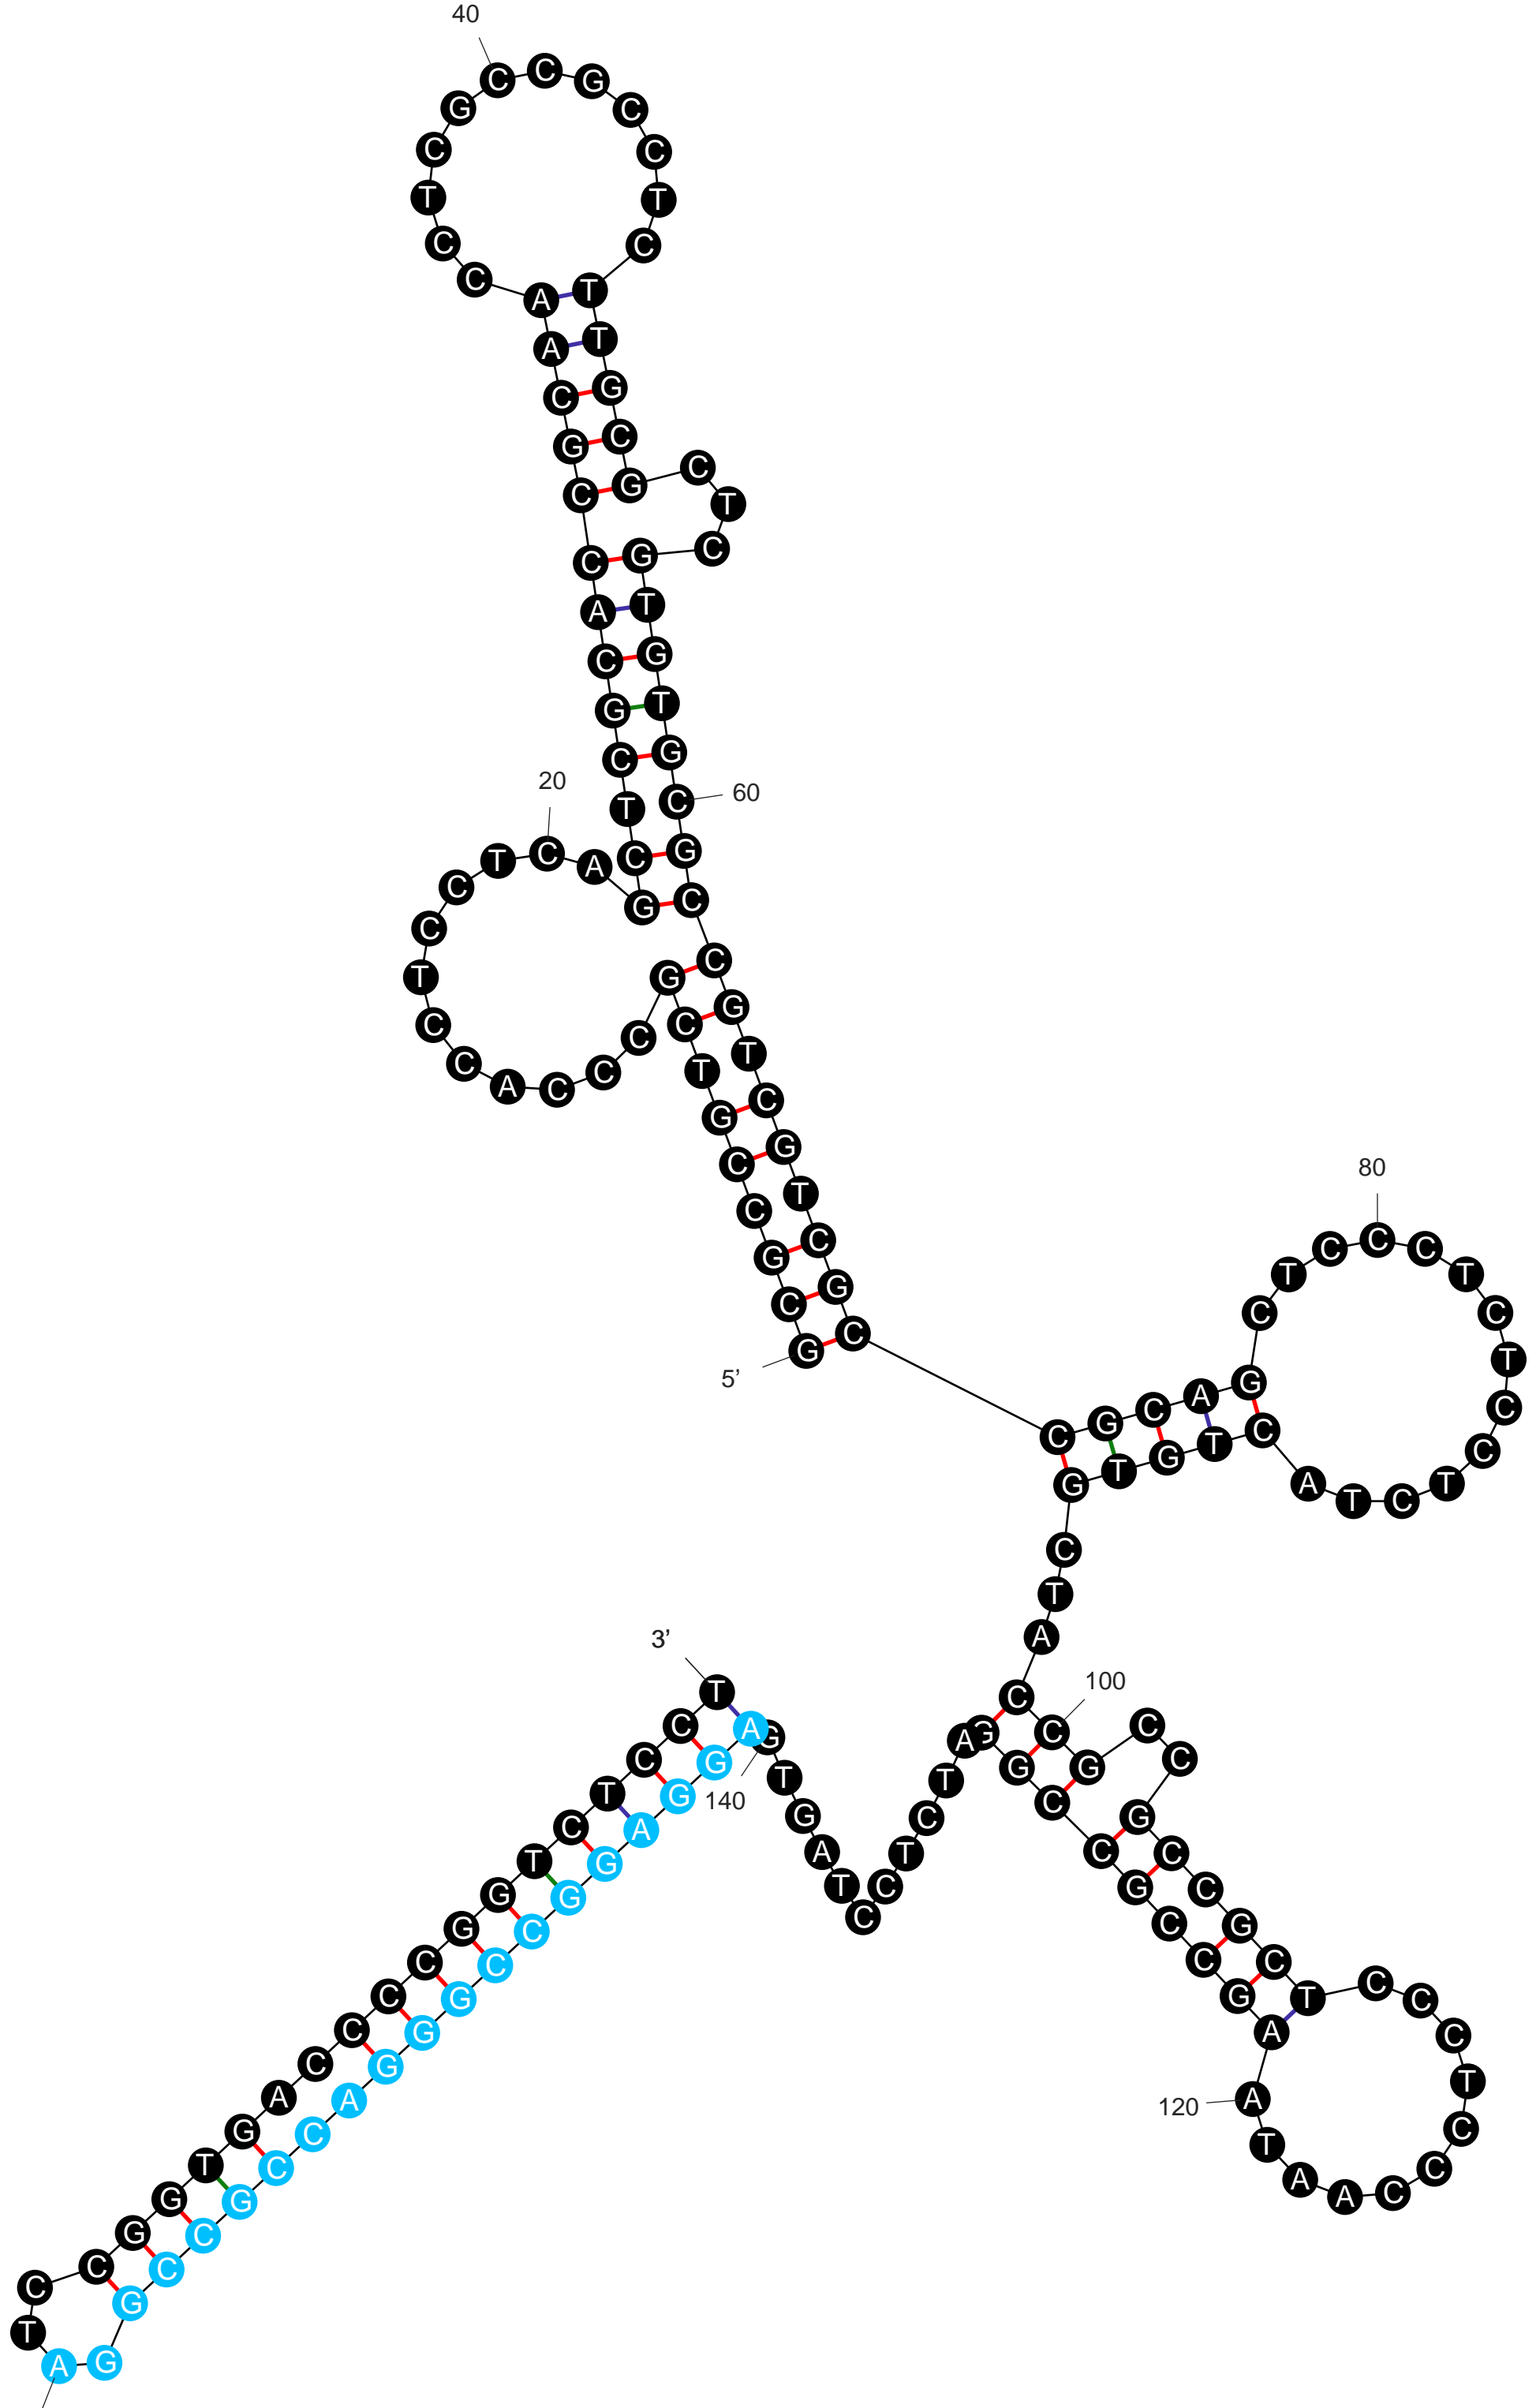

$dG = -57.40$  *osa-cand016c*

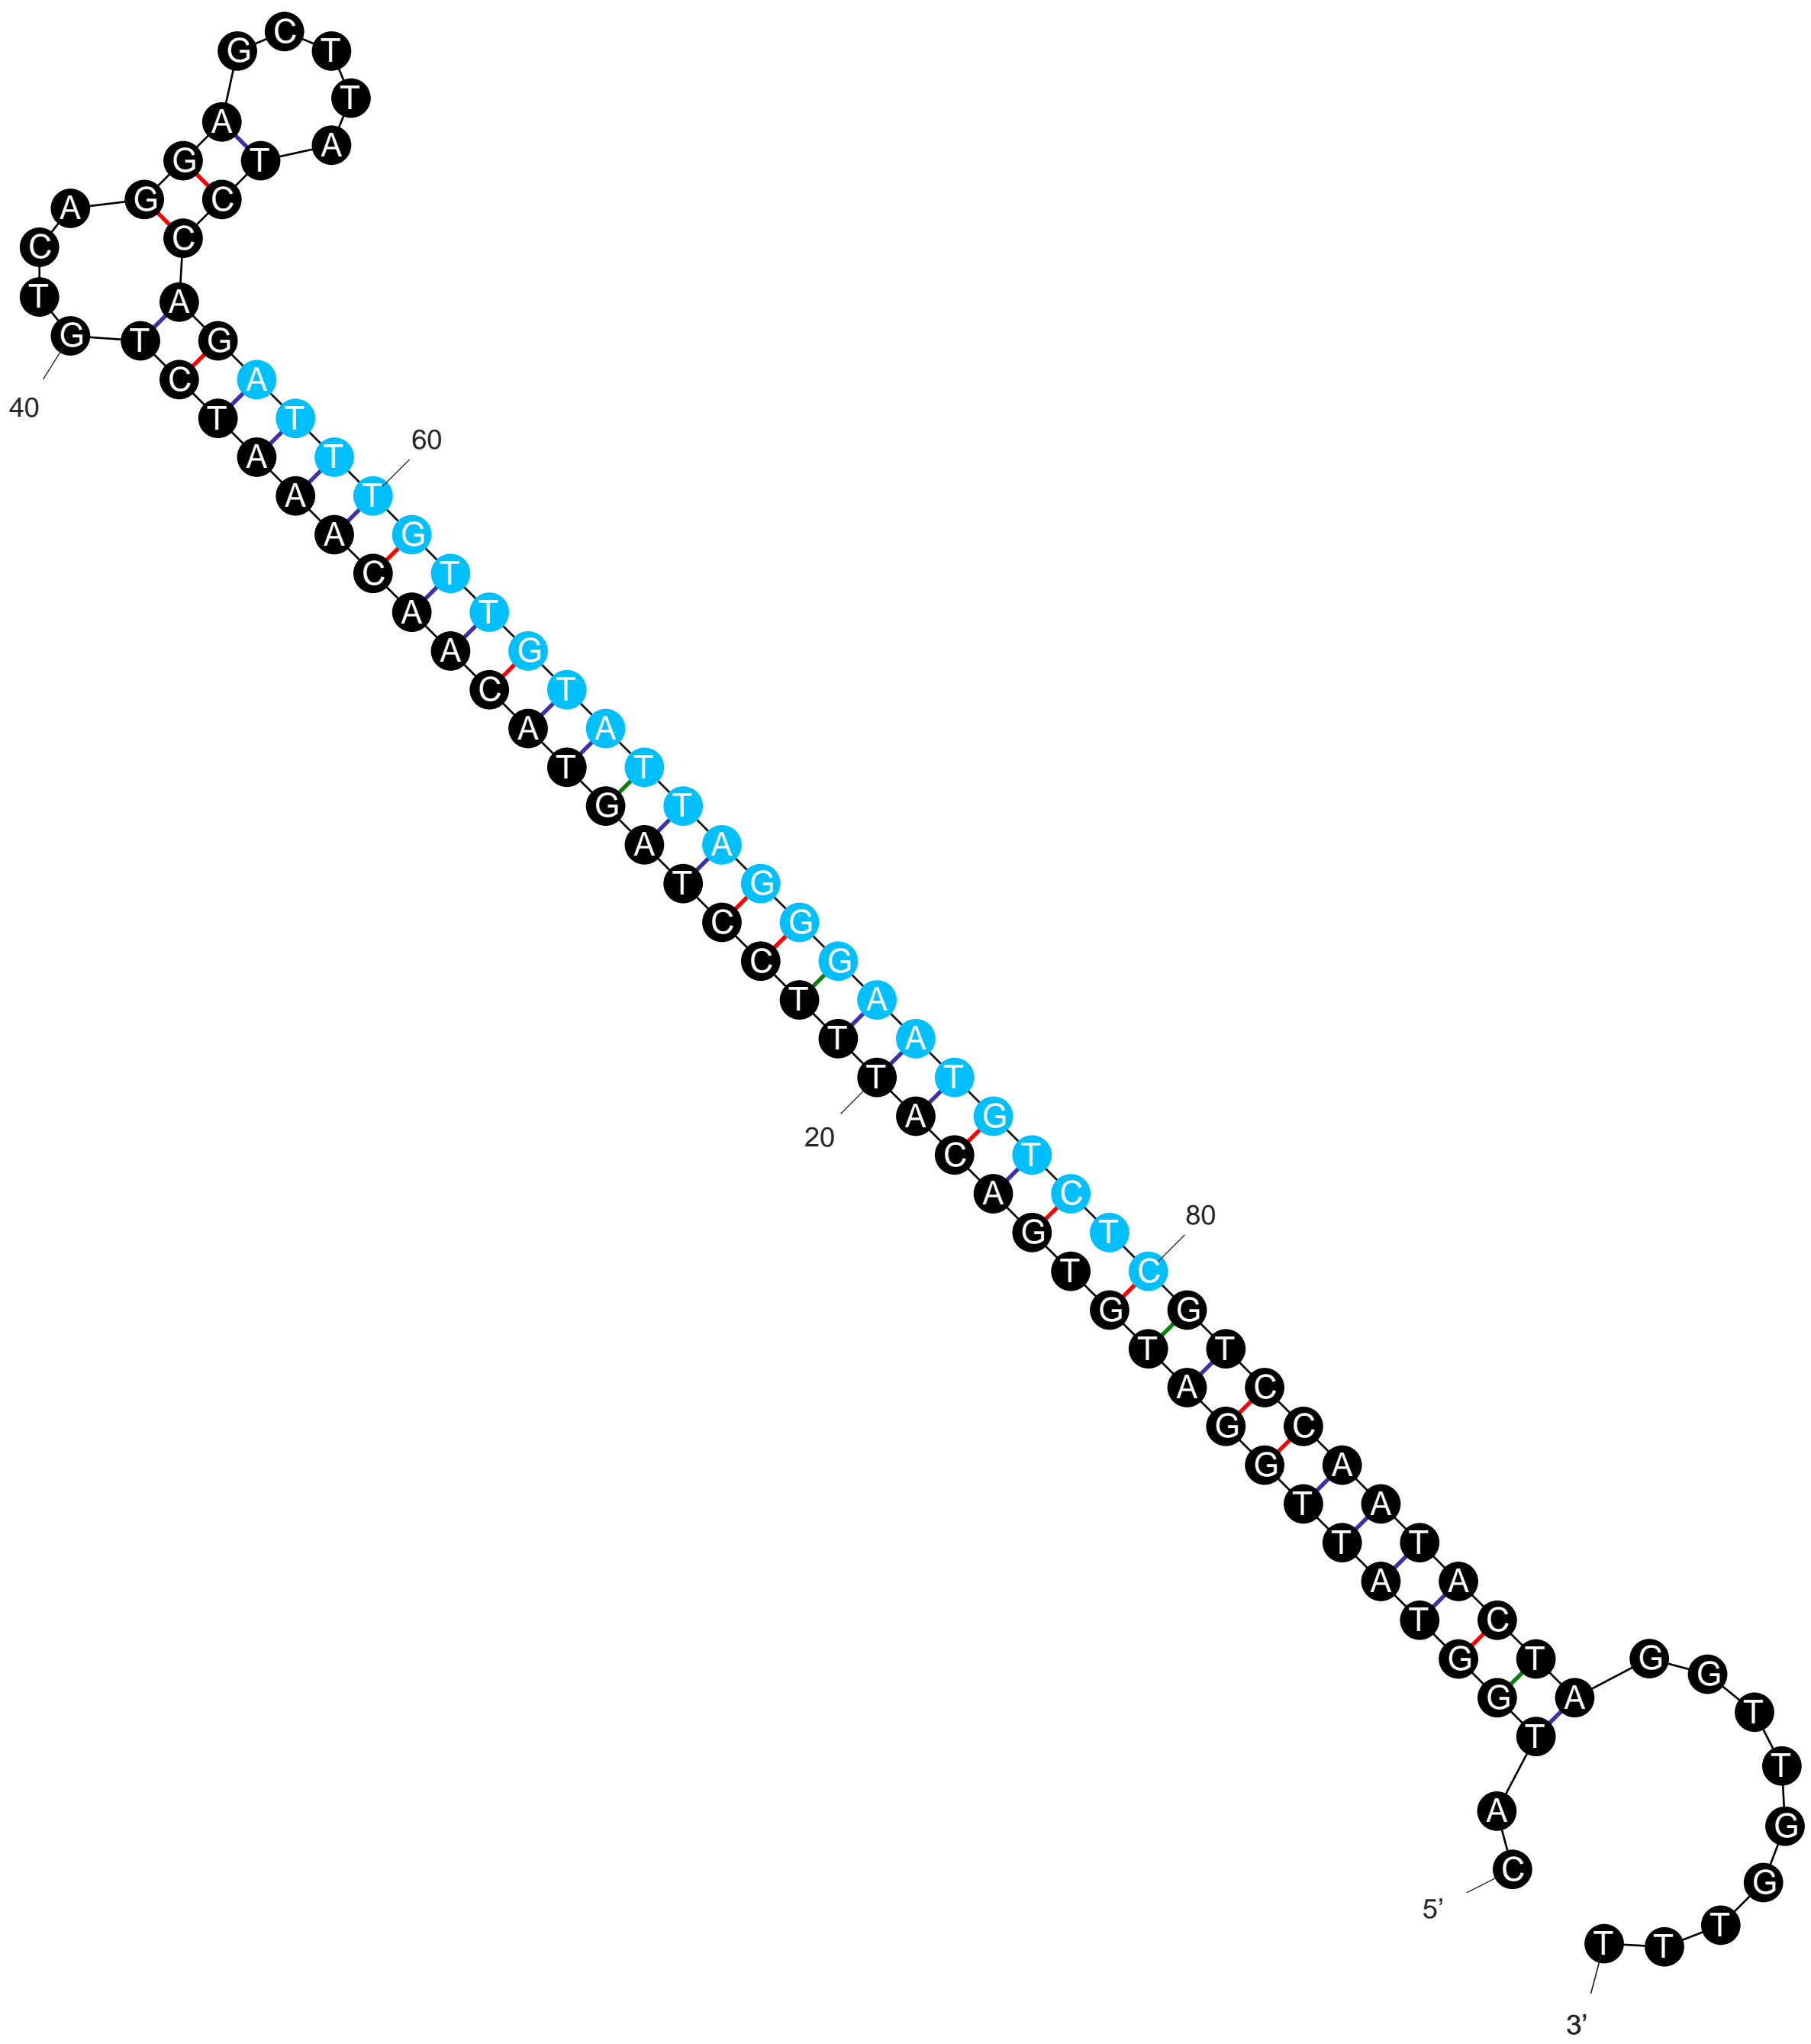

$dG = -55.30$  osa-cand017

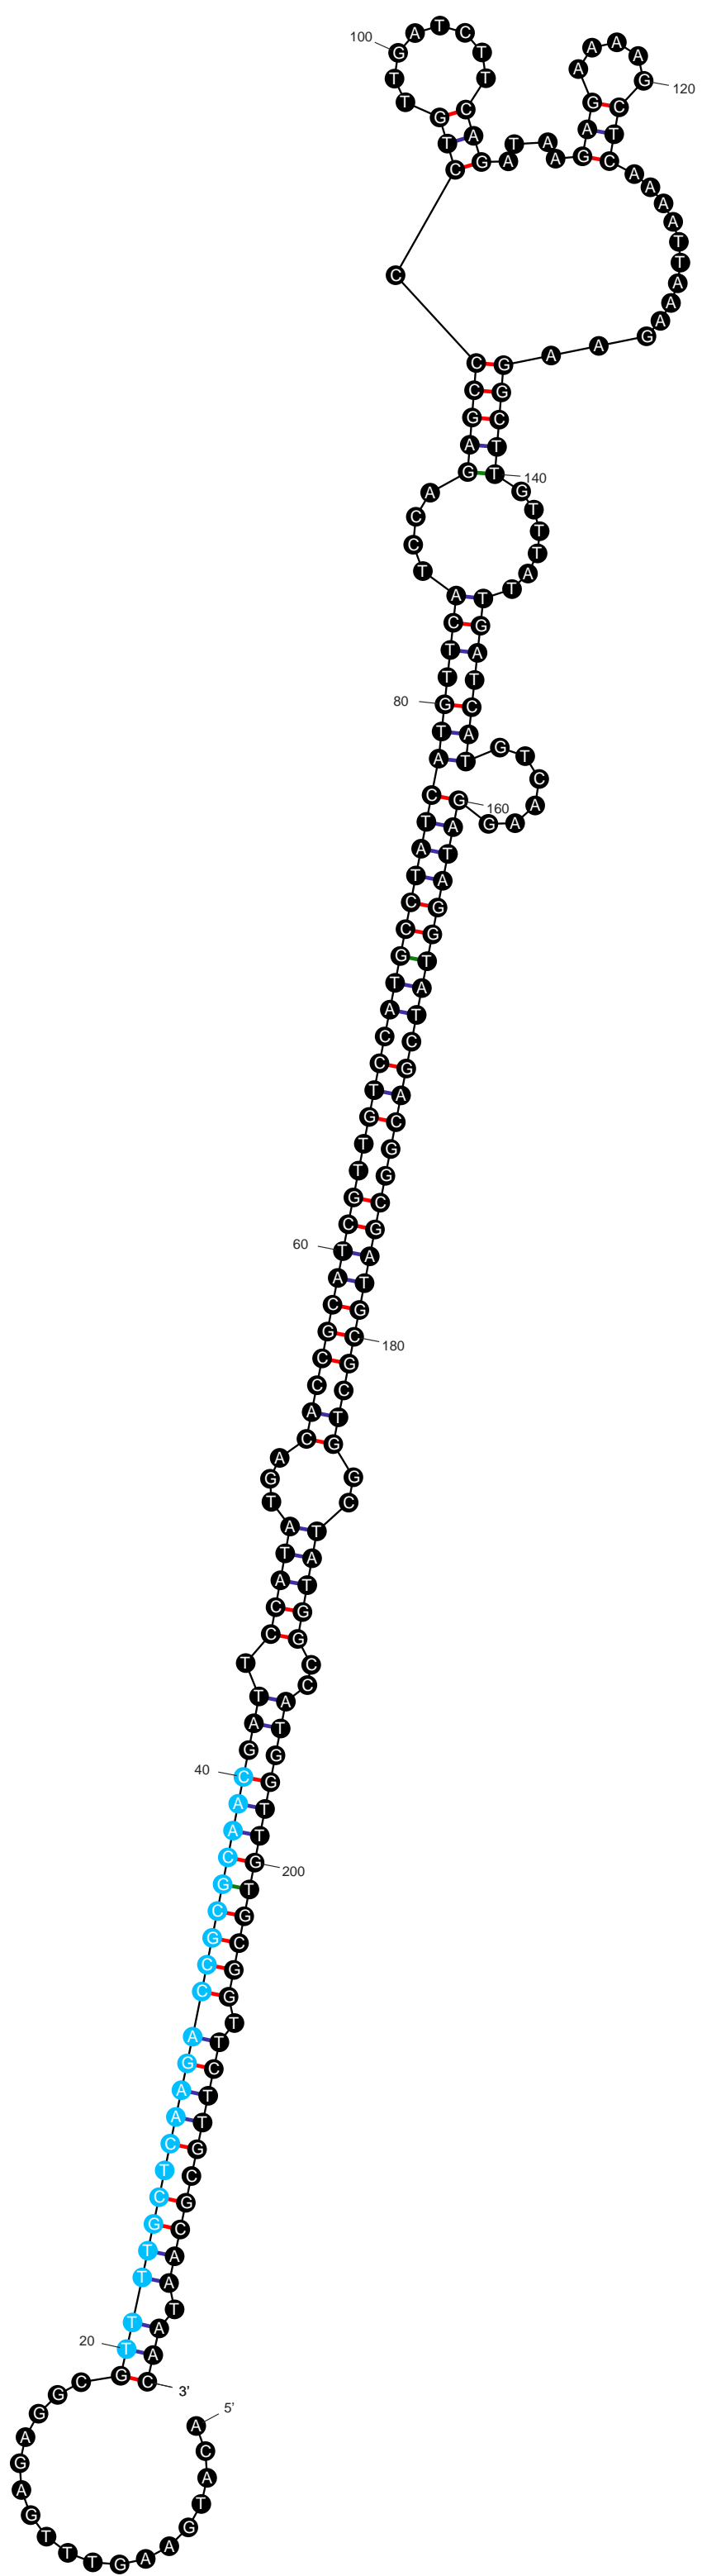

$dG = -80.40$  osa-cand019

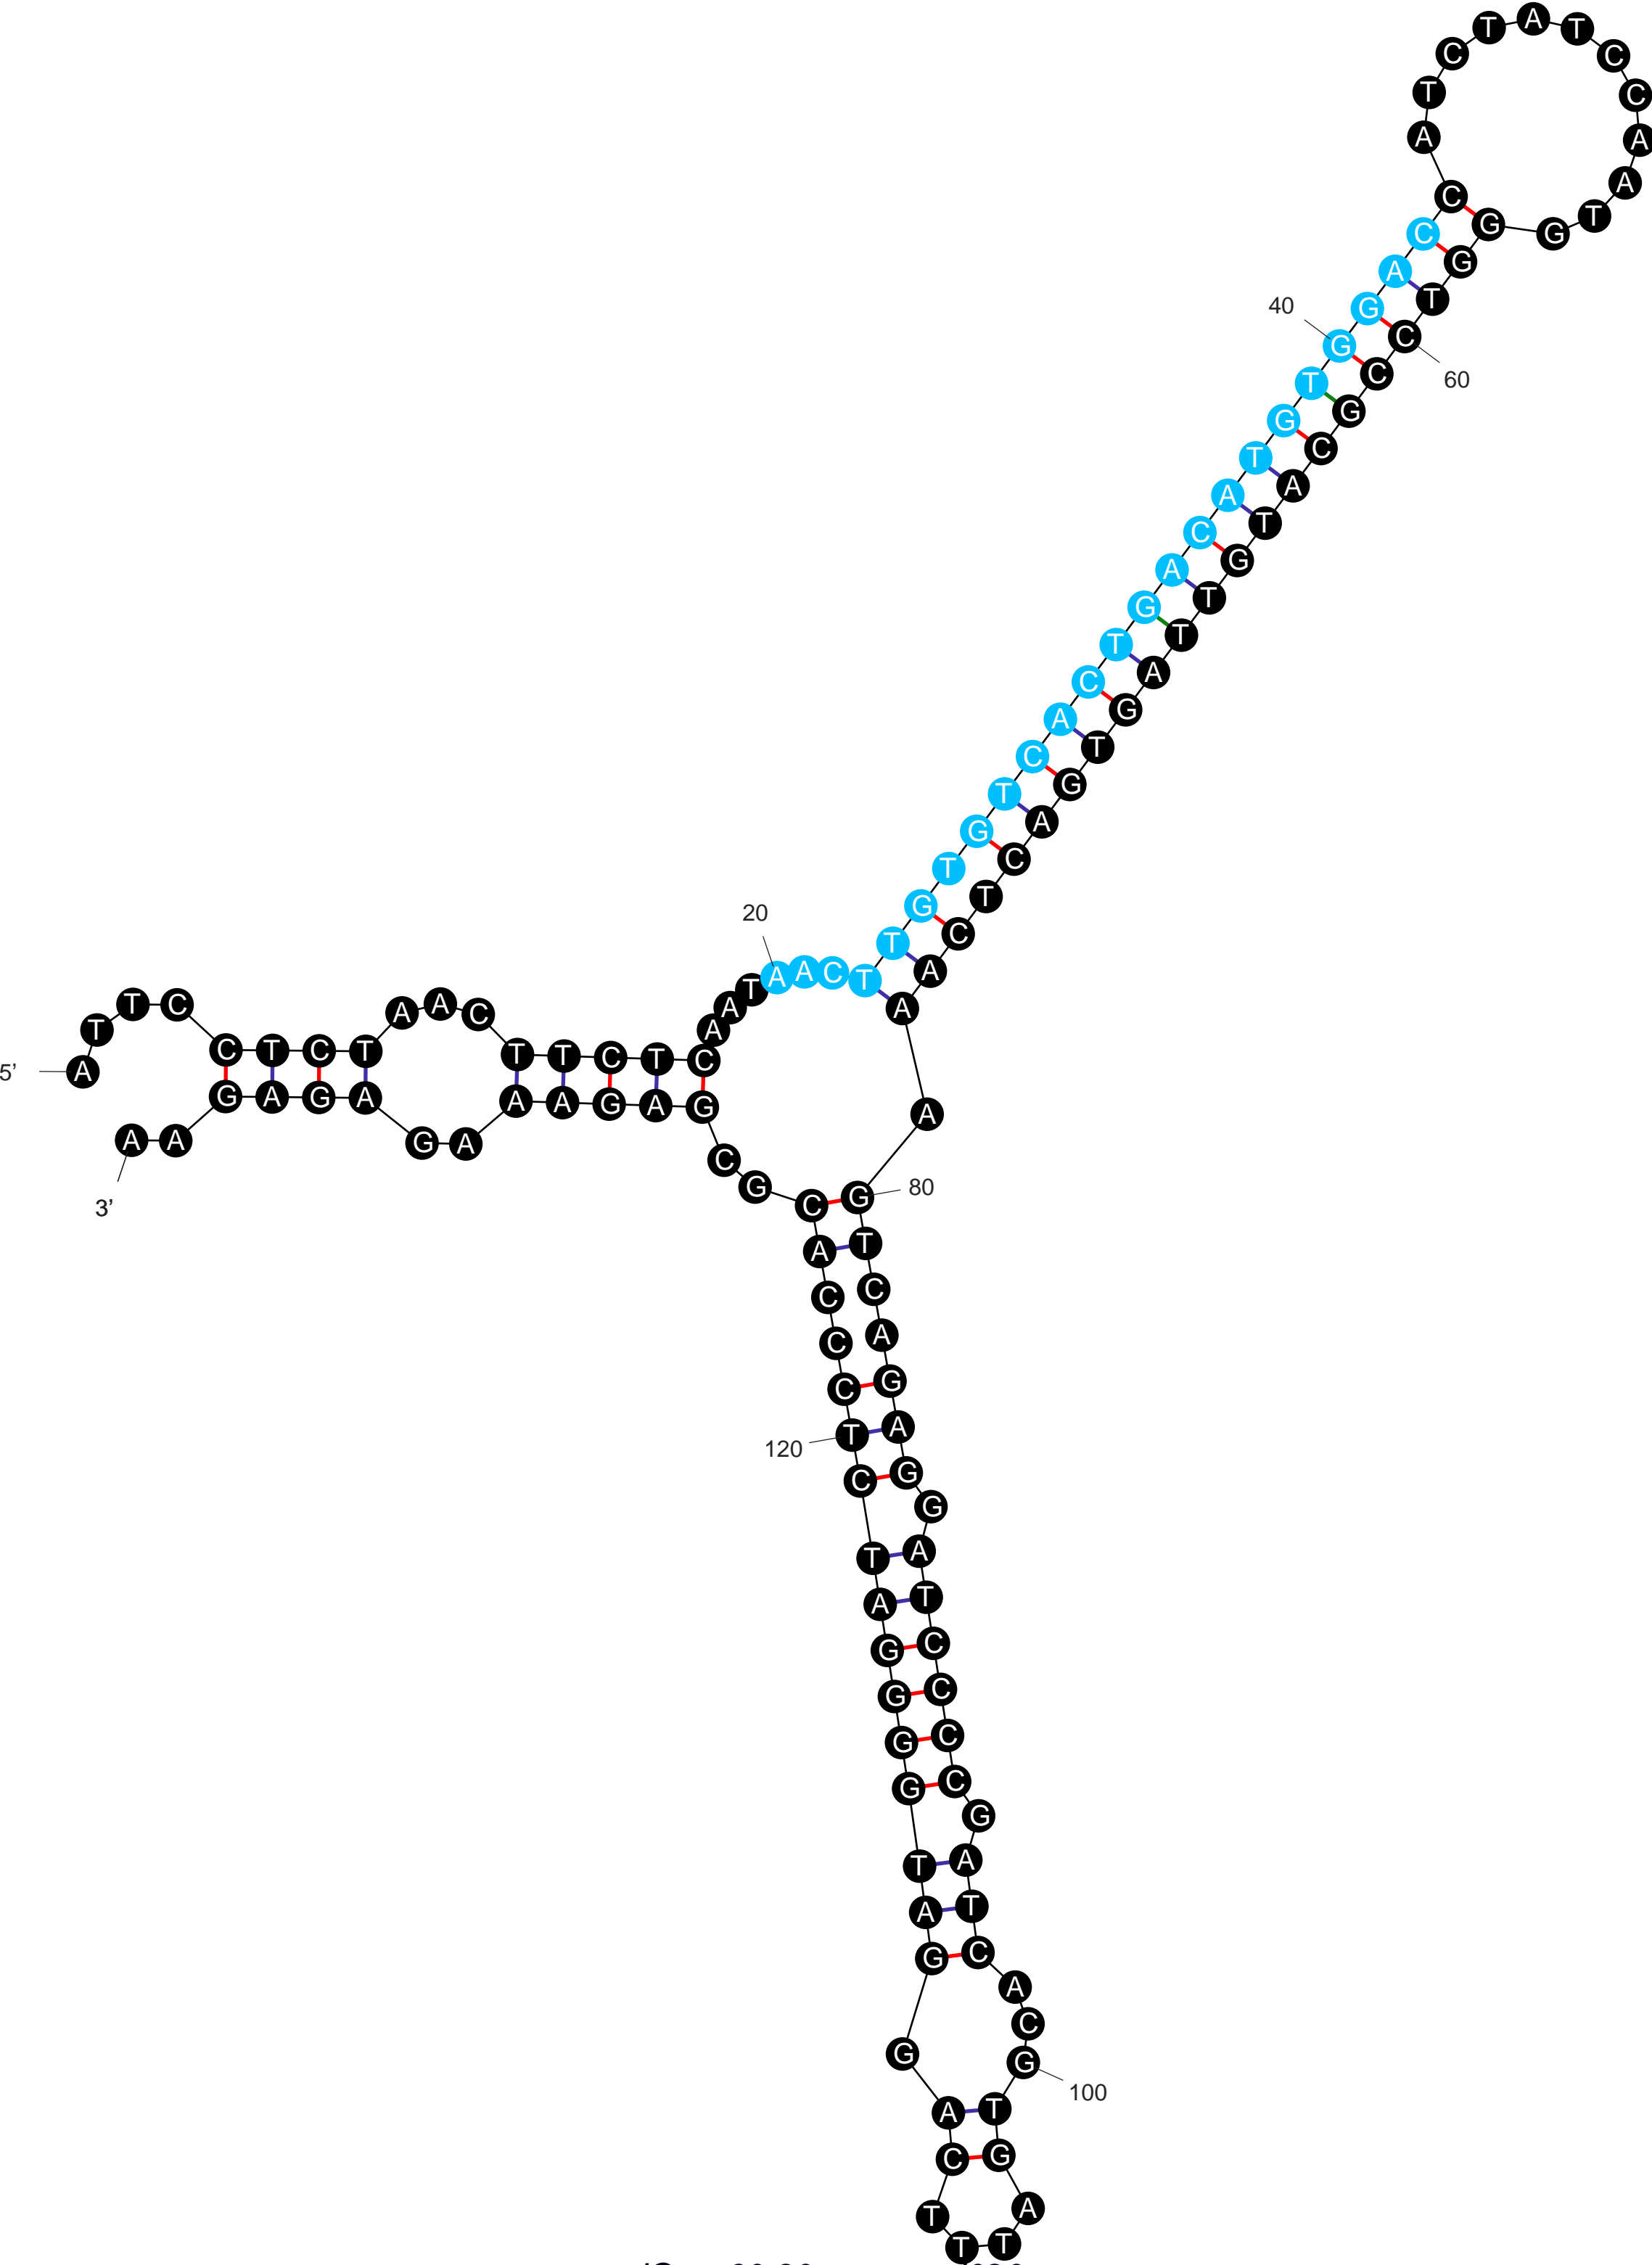

*dG = -60.30 osa-cand020*

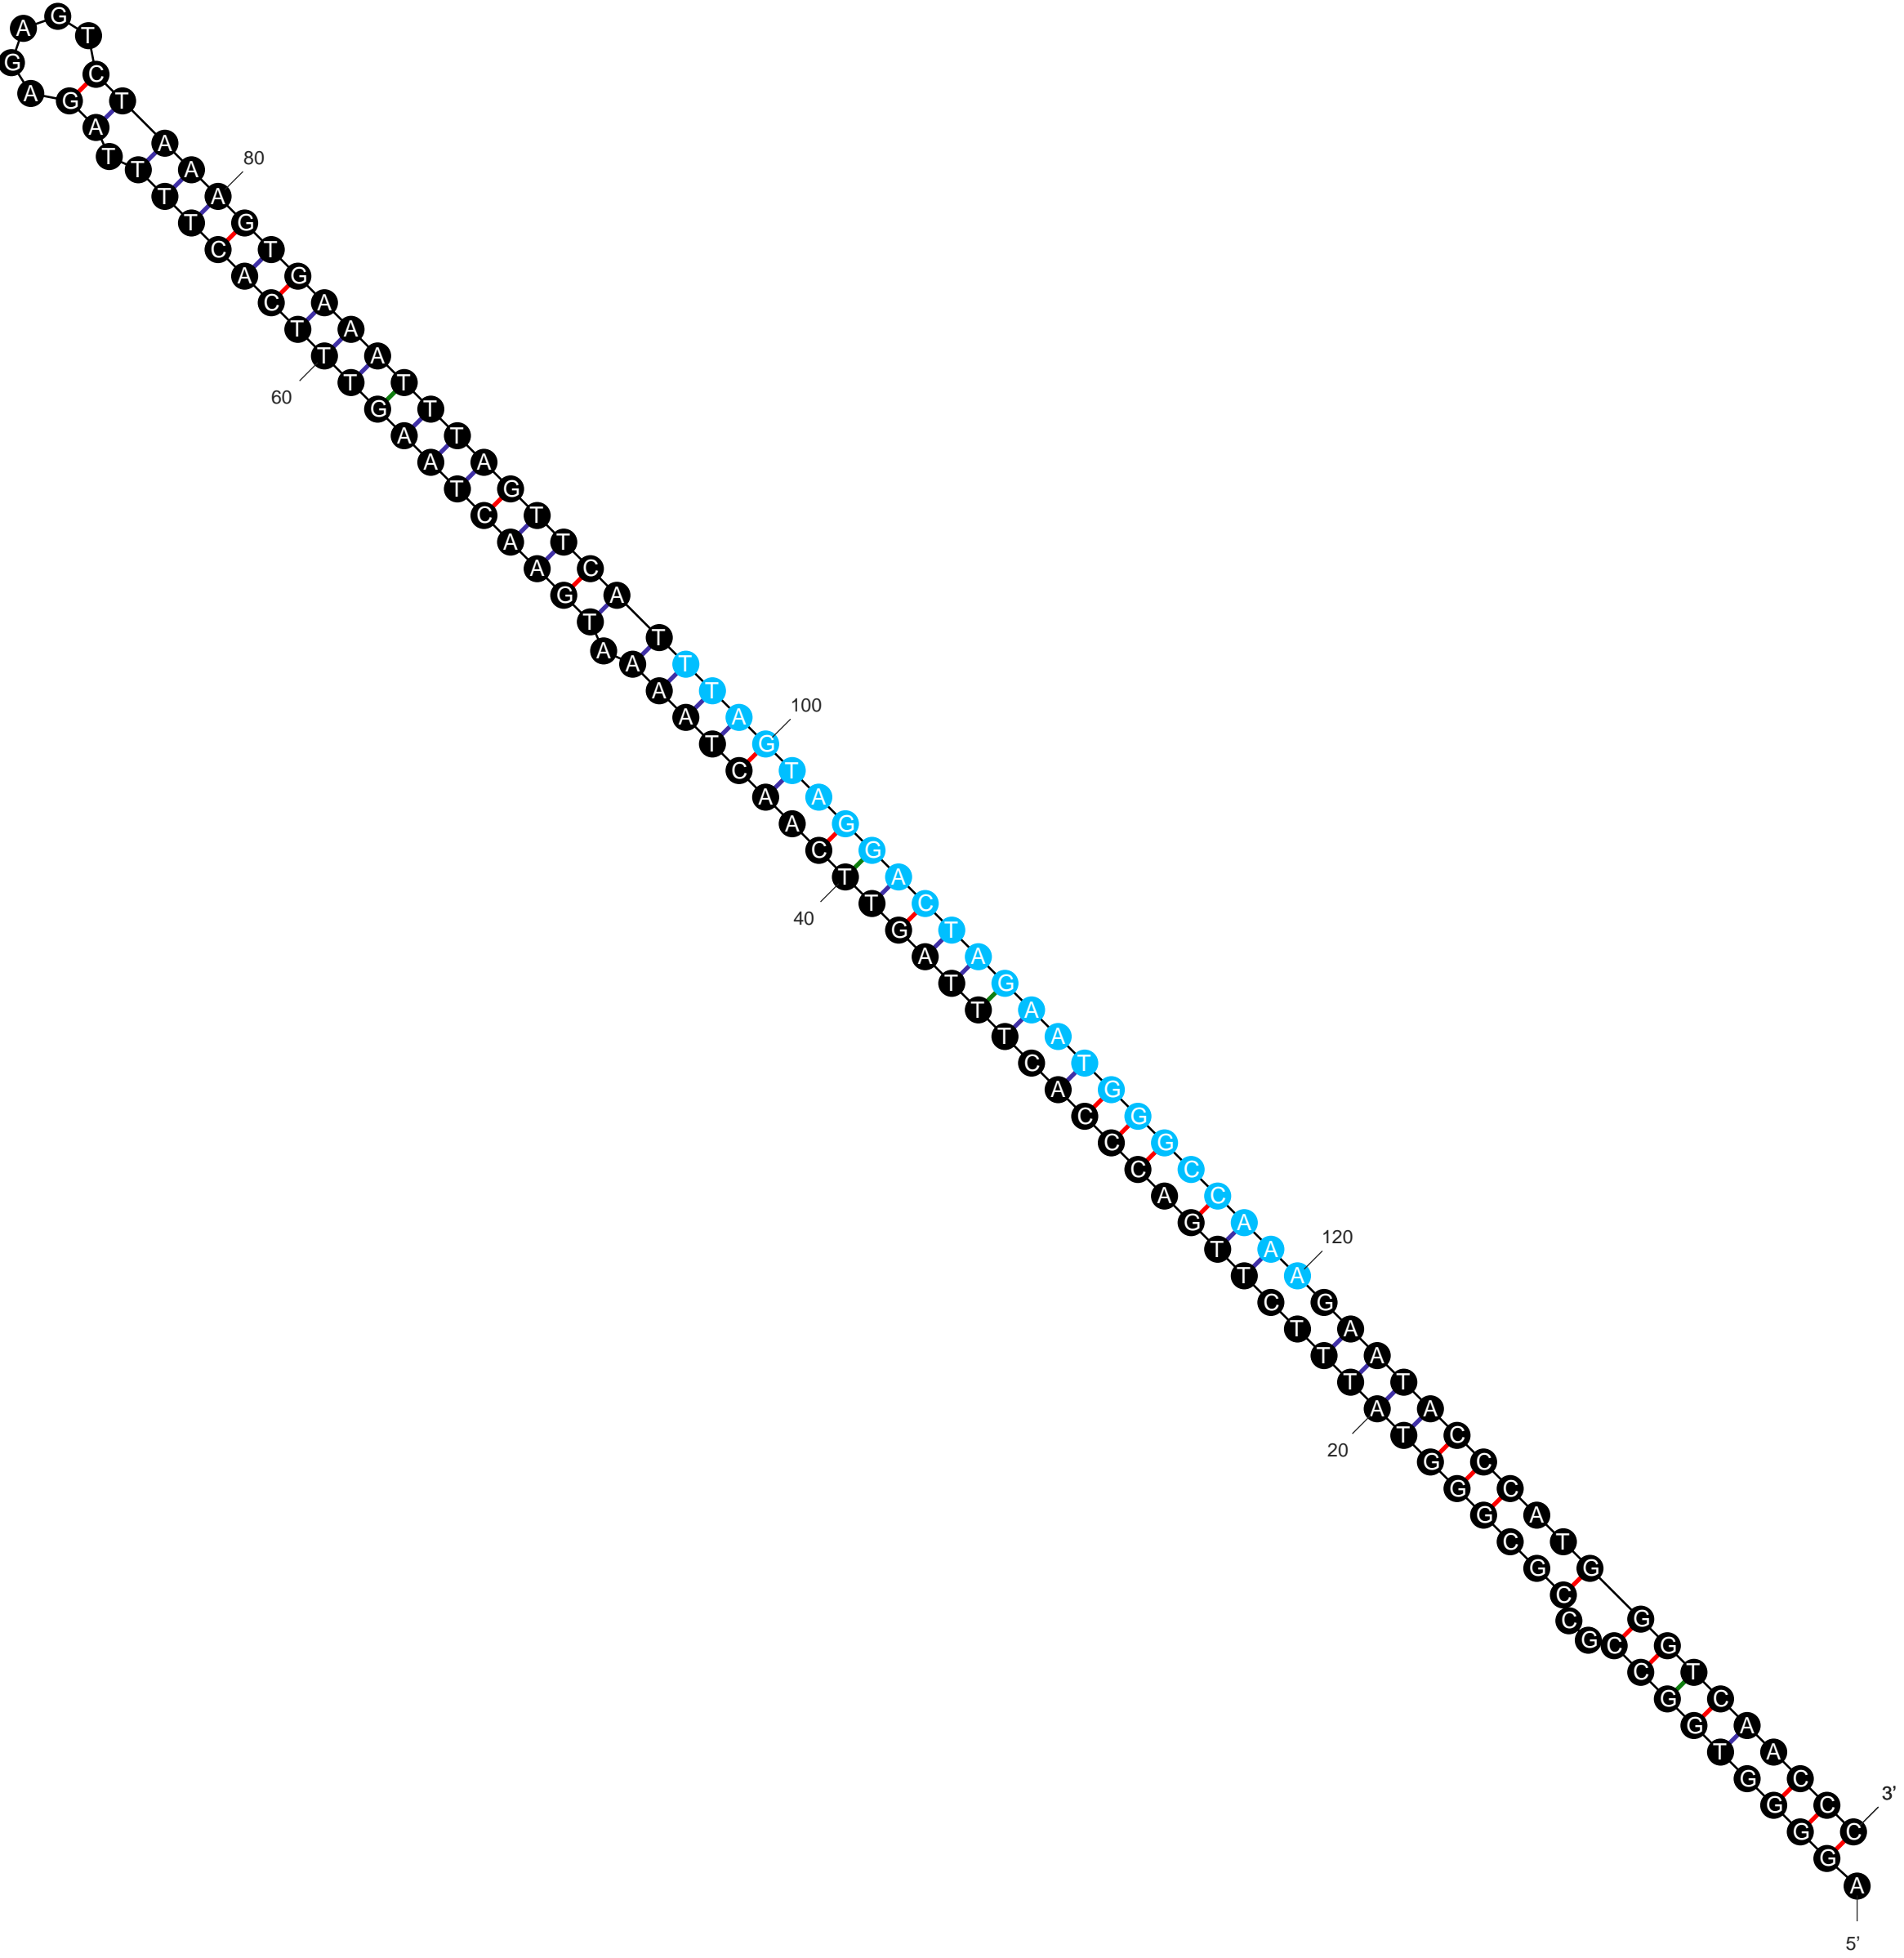

$dG = -70.10$  osa-cand021

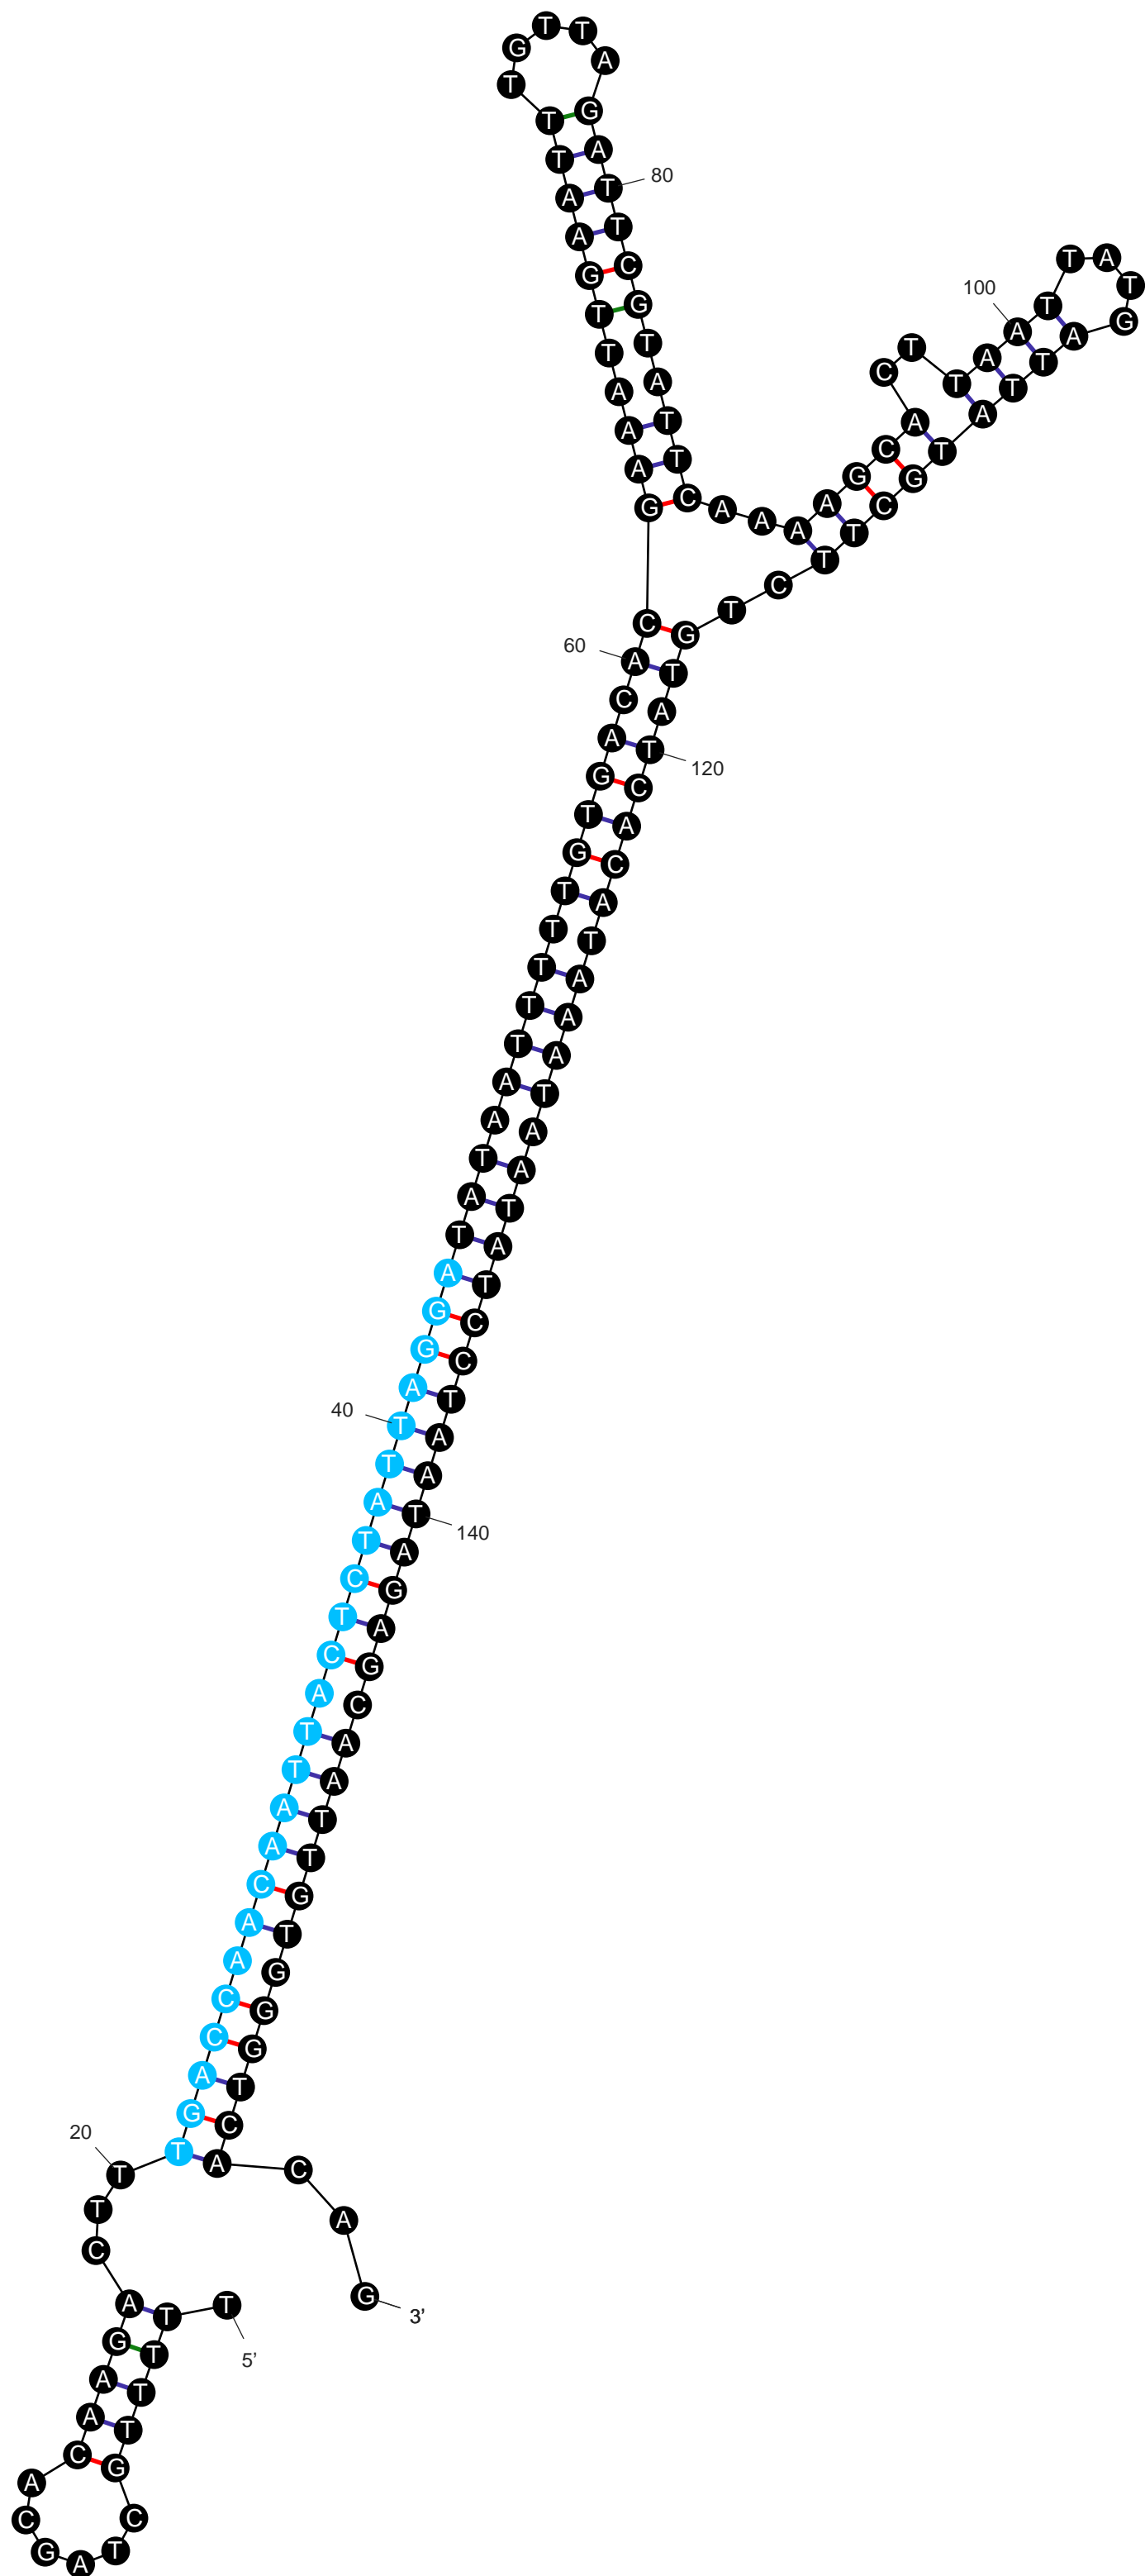

$dG = -50.40$  osa-cand023

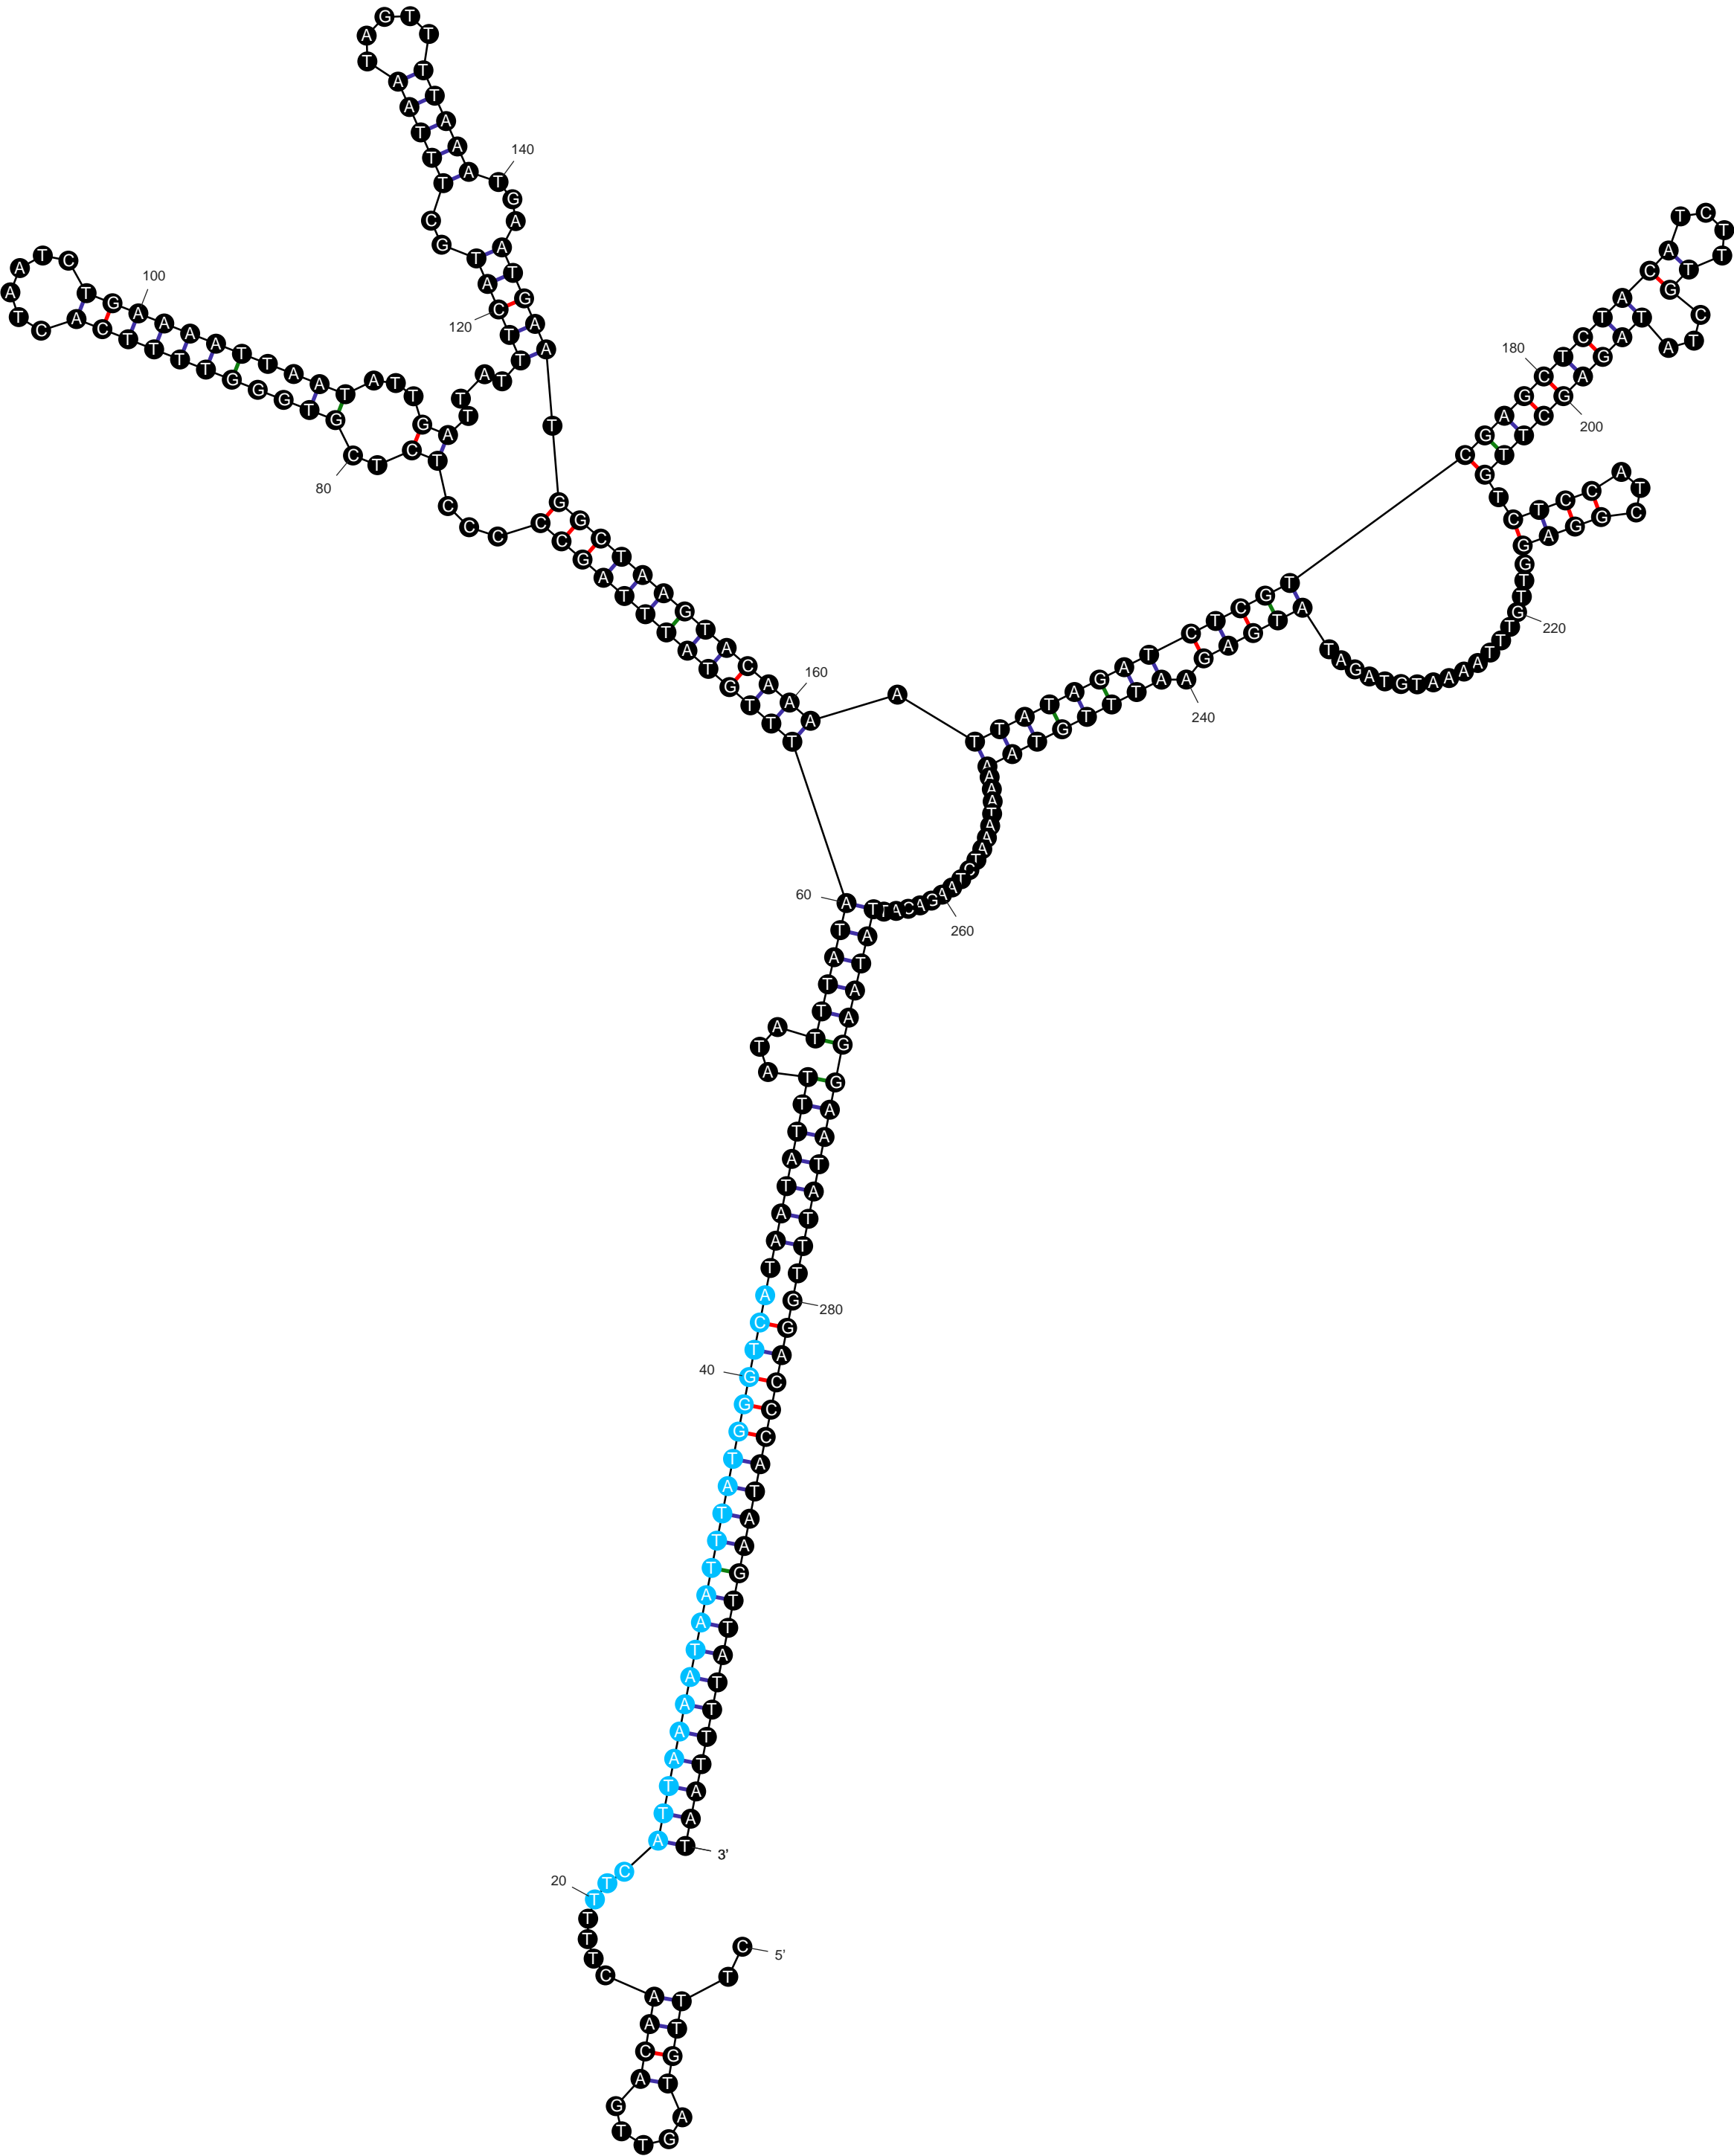

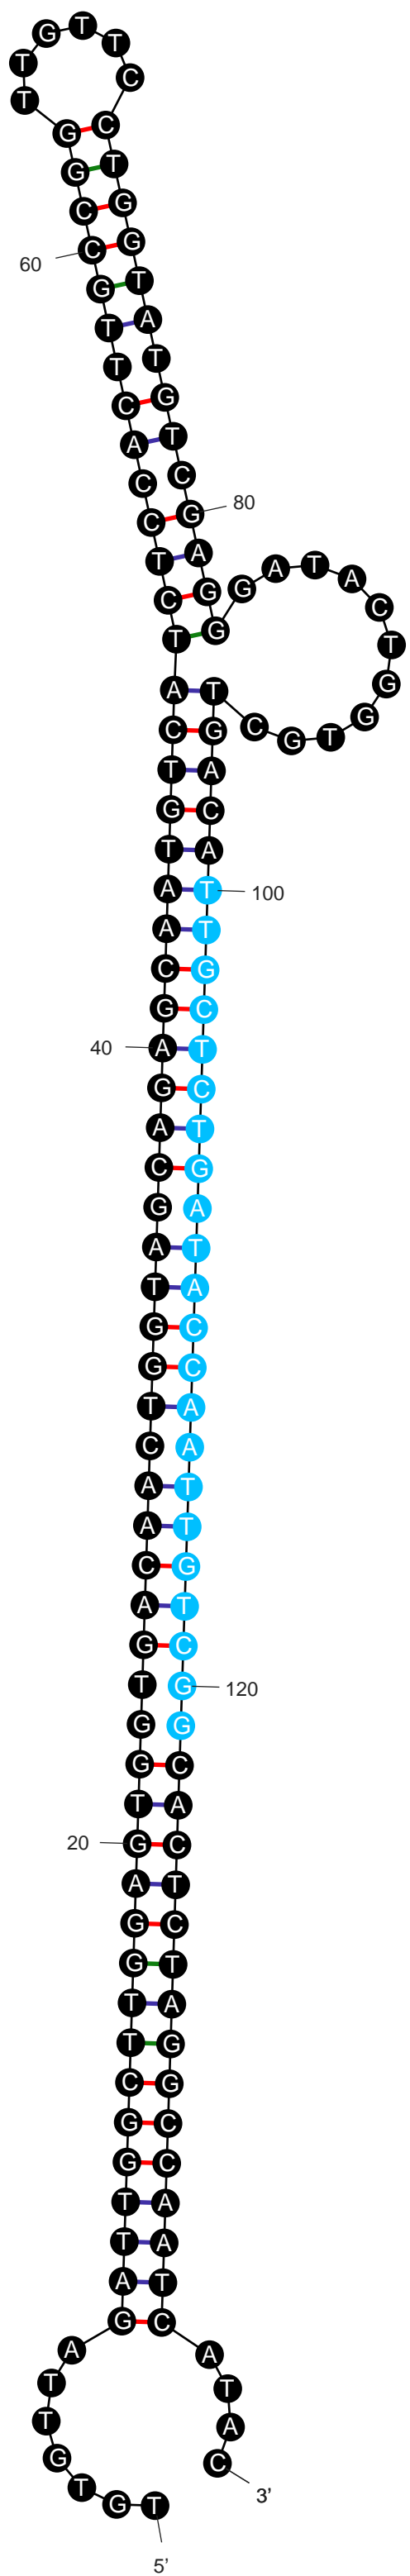

$dG = -73.20$  osa-cand027

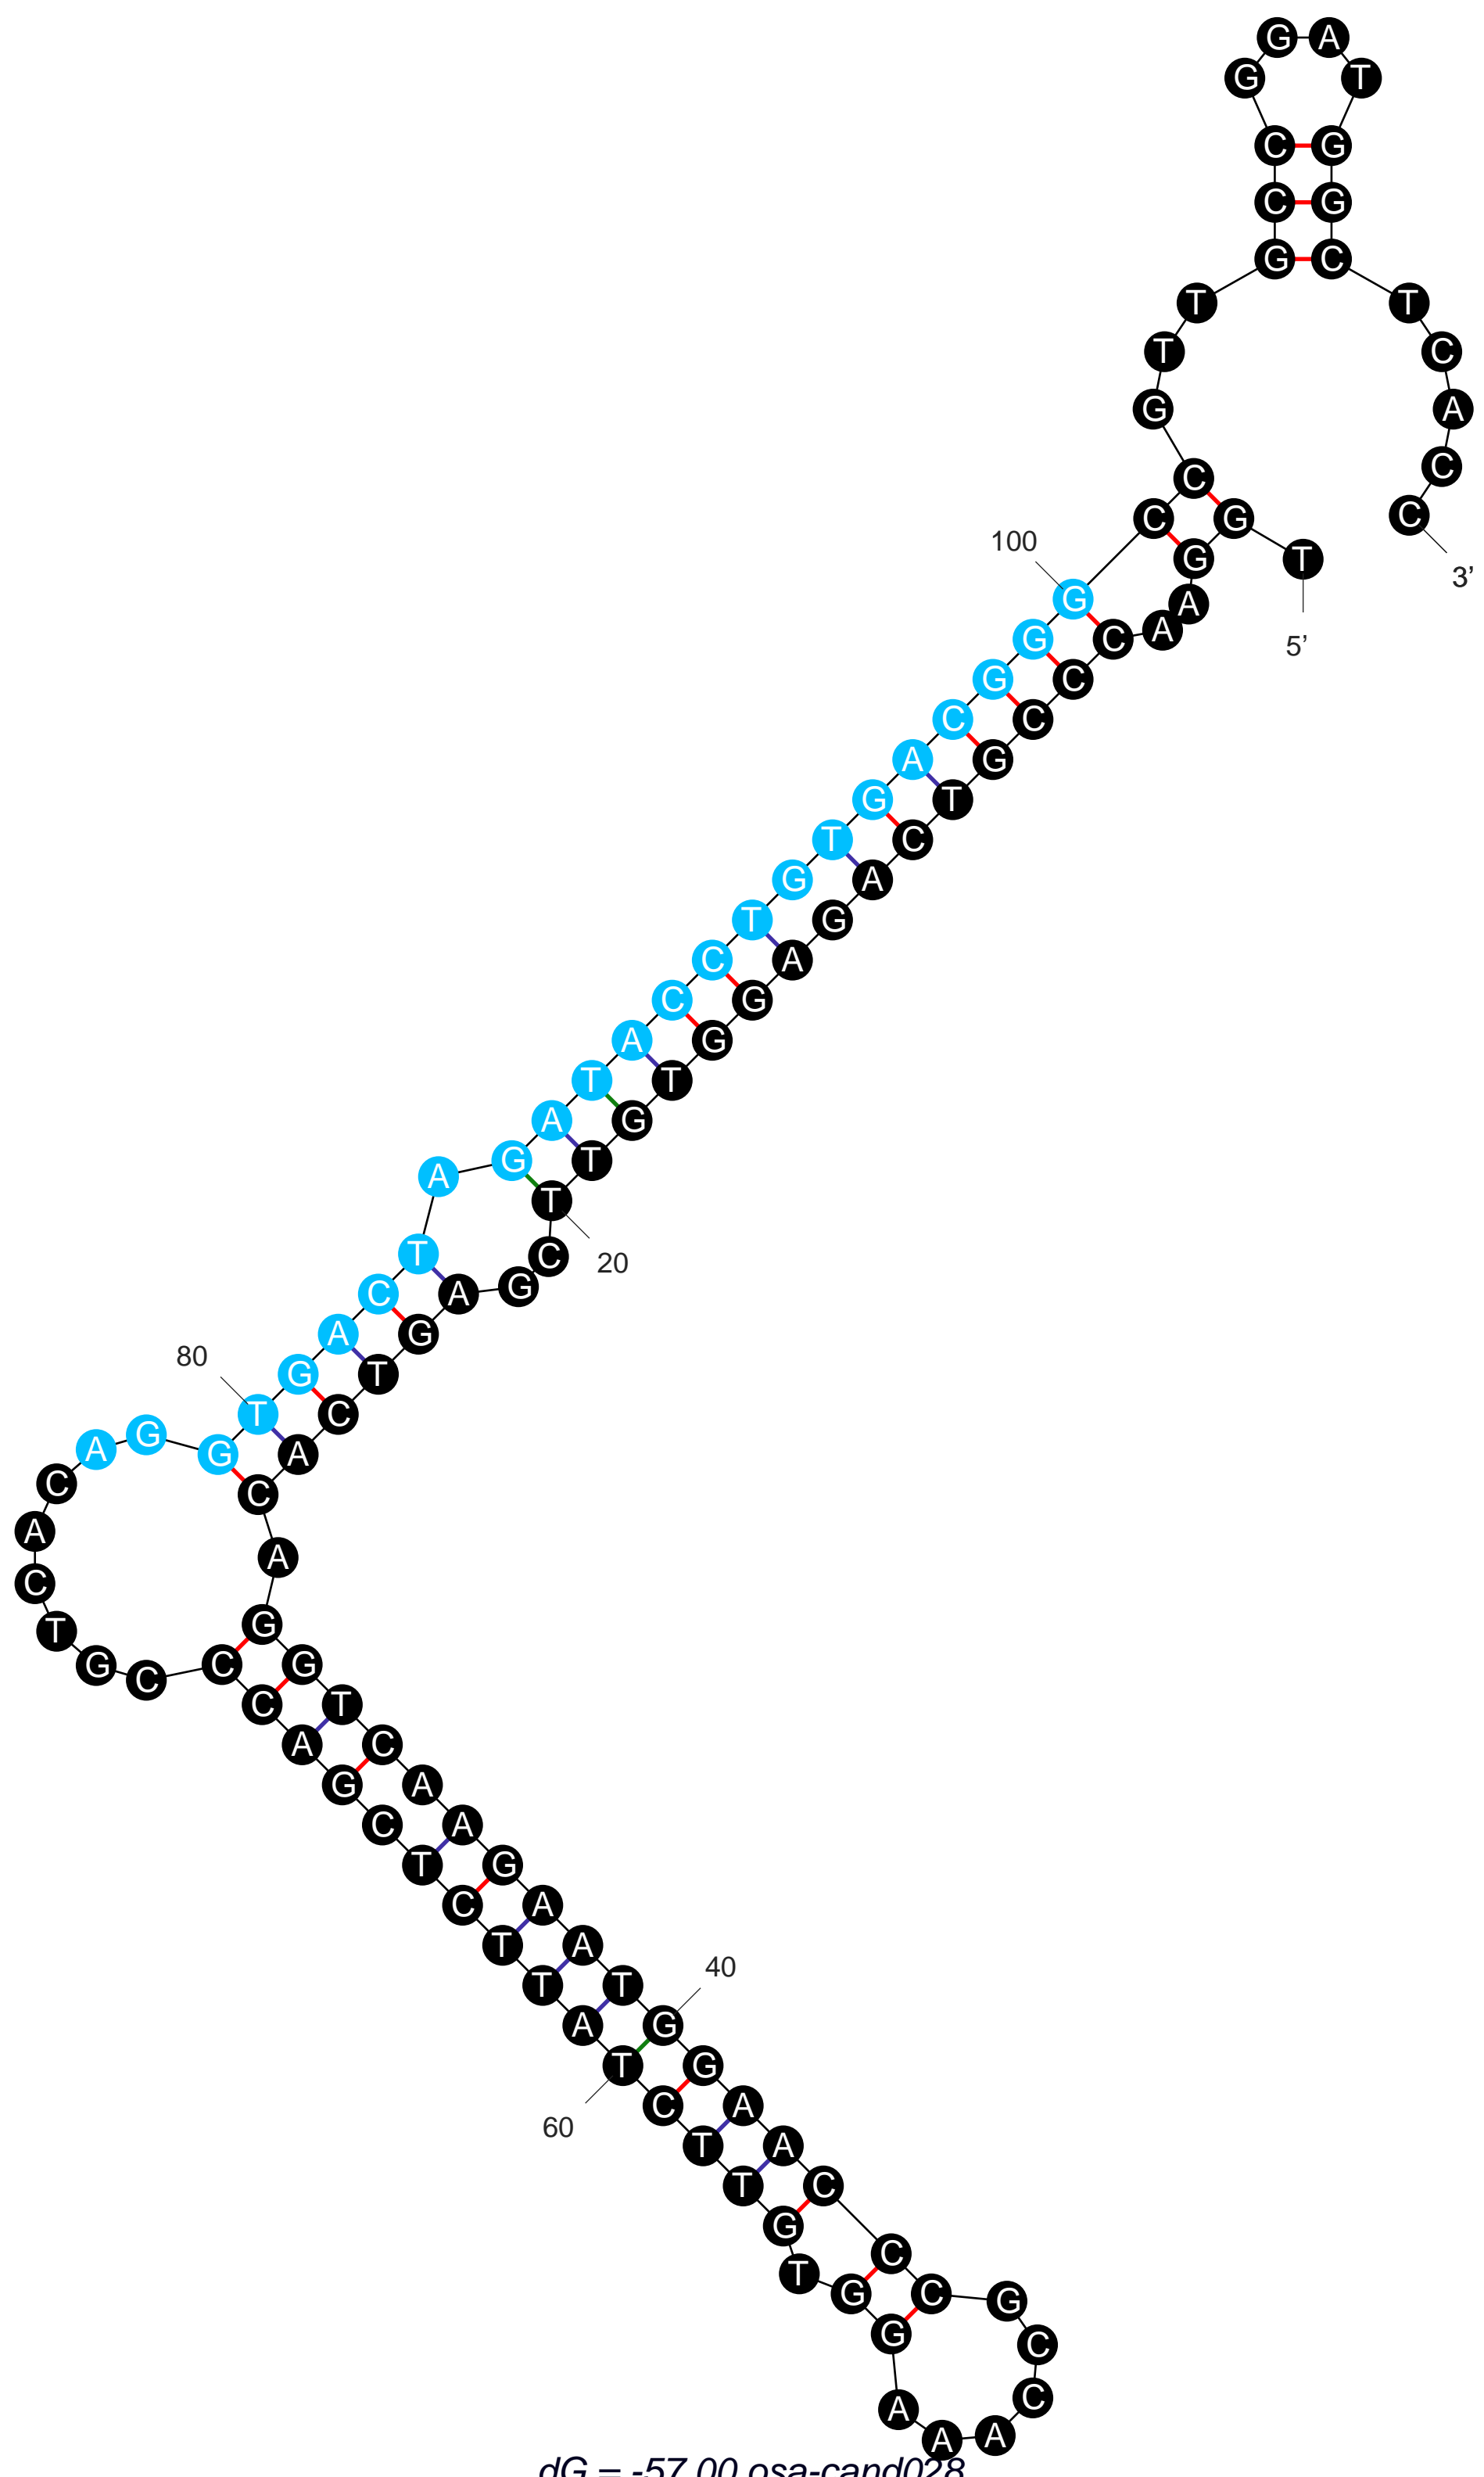

$dG = -57.00$  osa-cand028

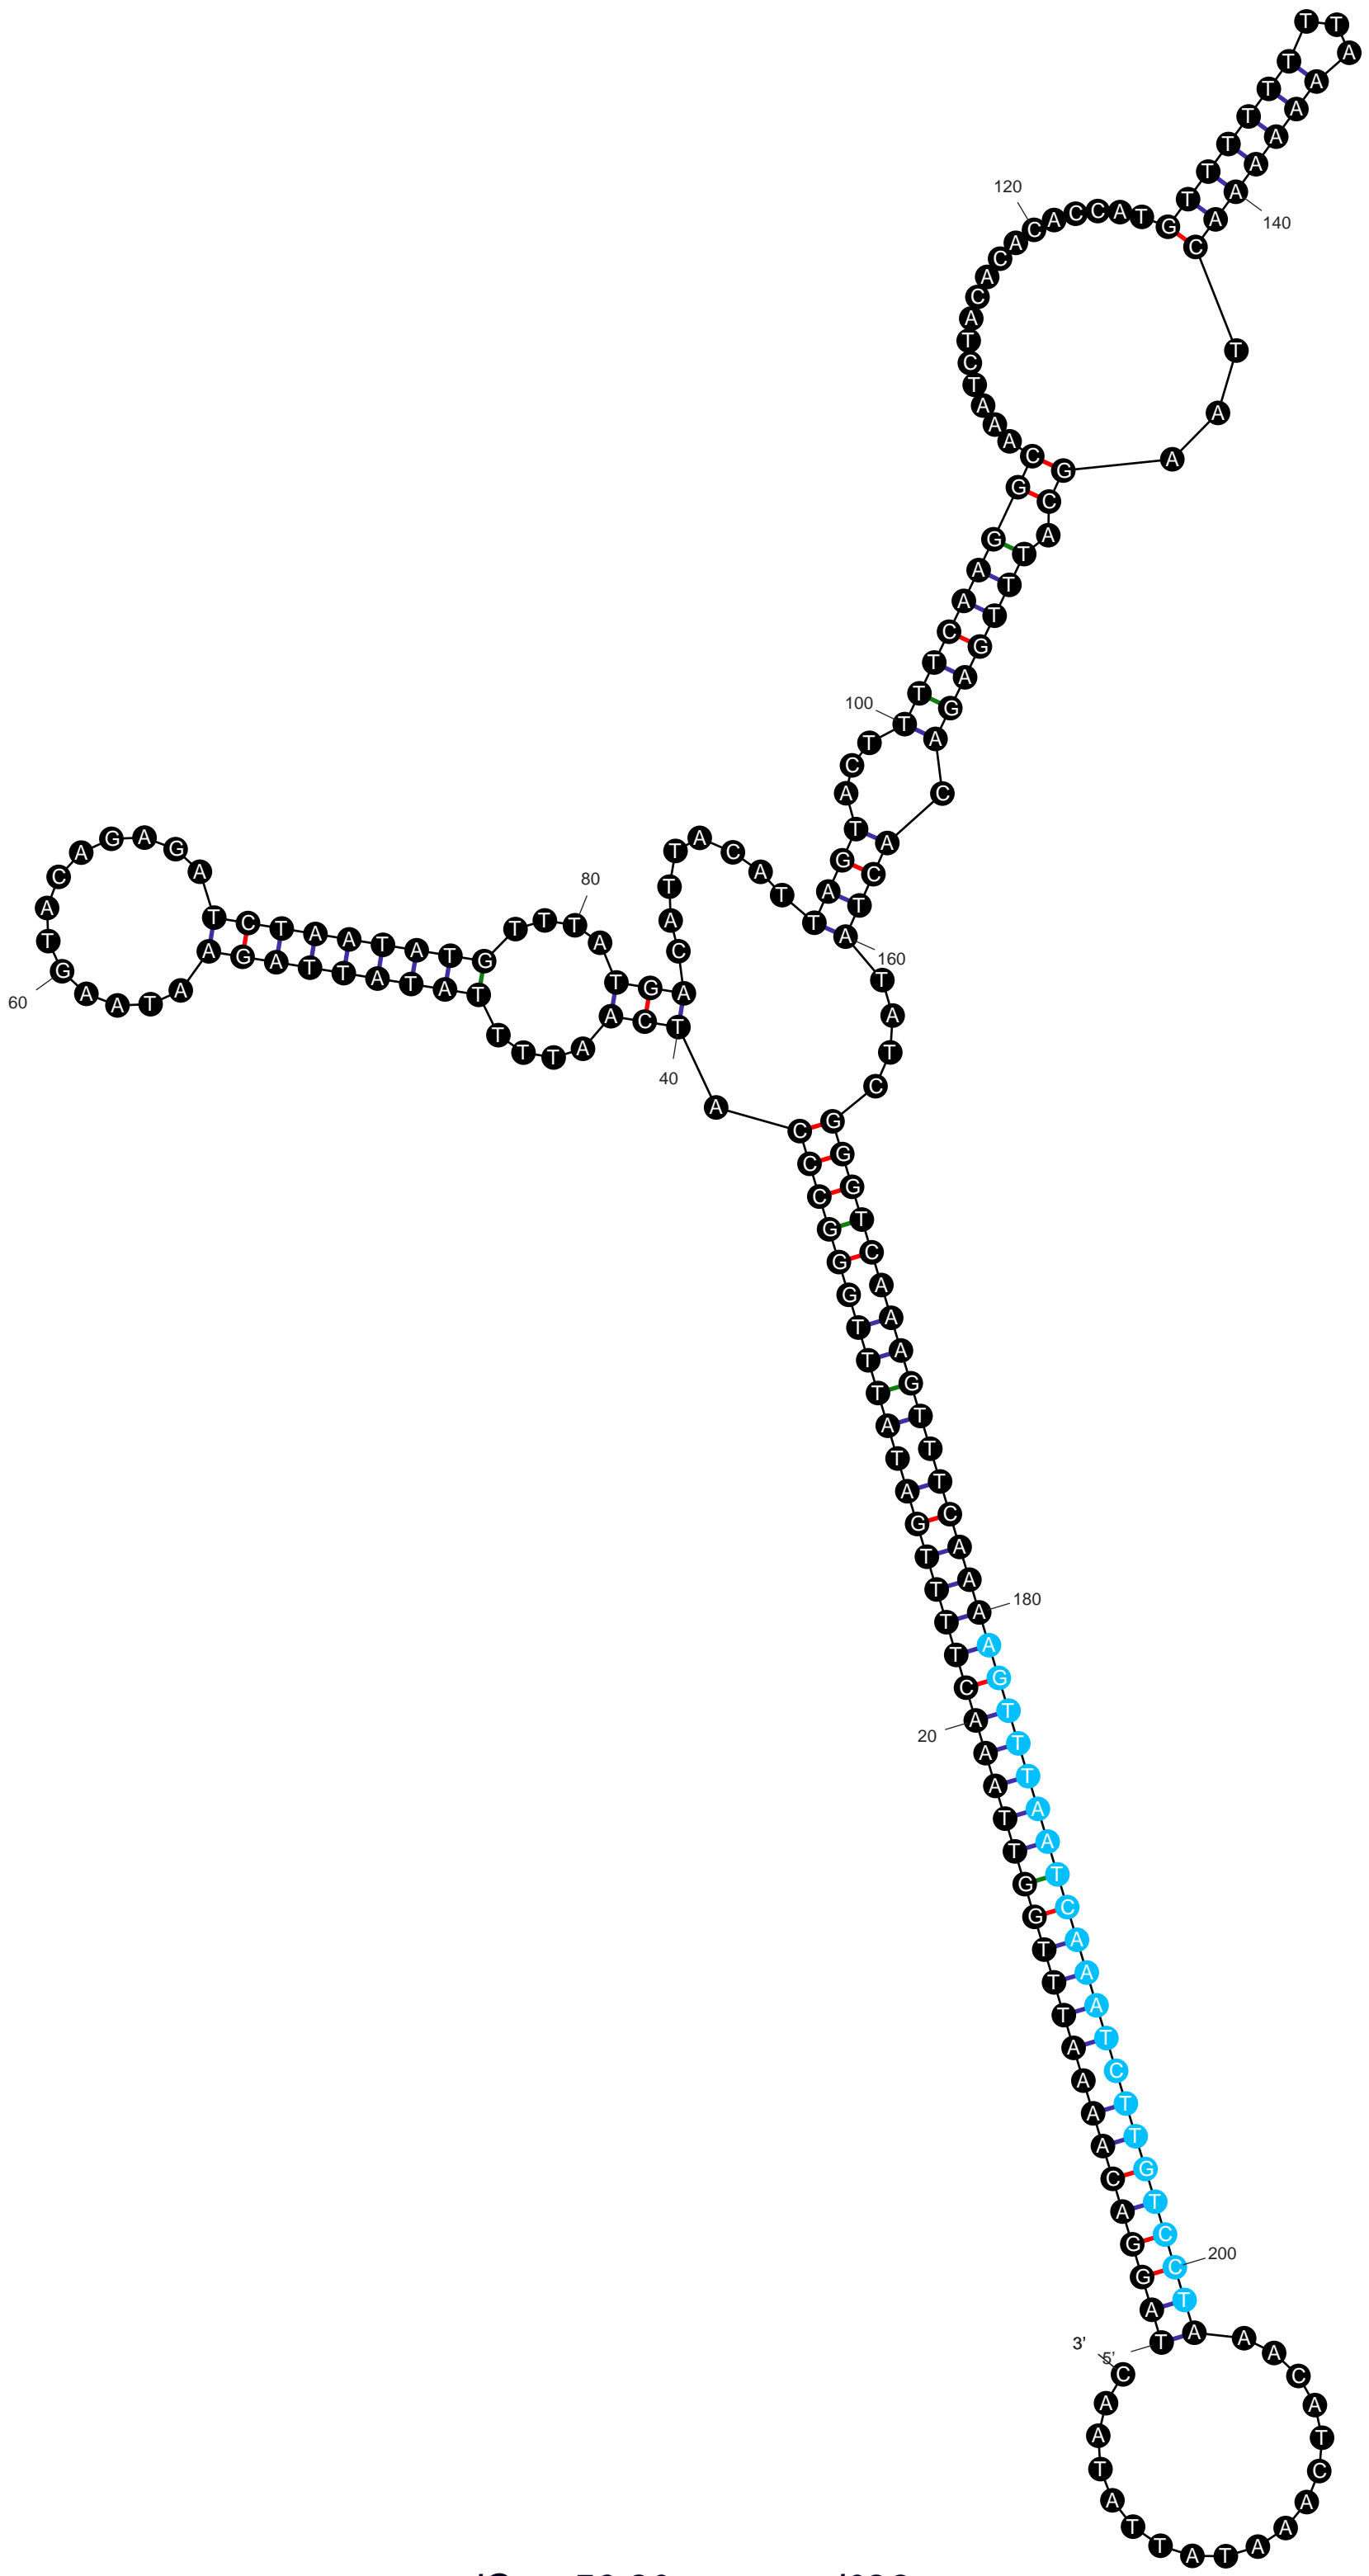

$dG = -56.80$  osa-cand029

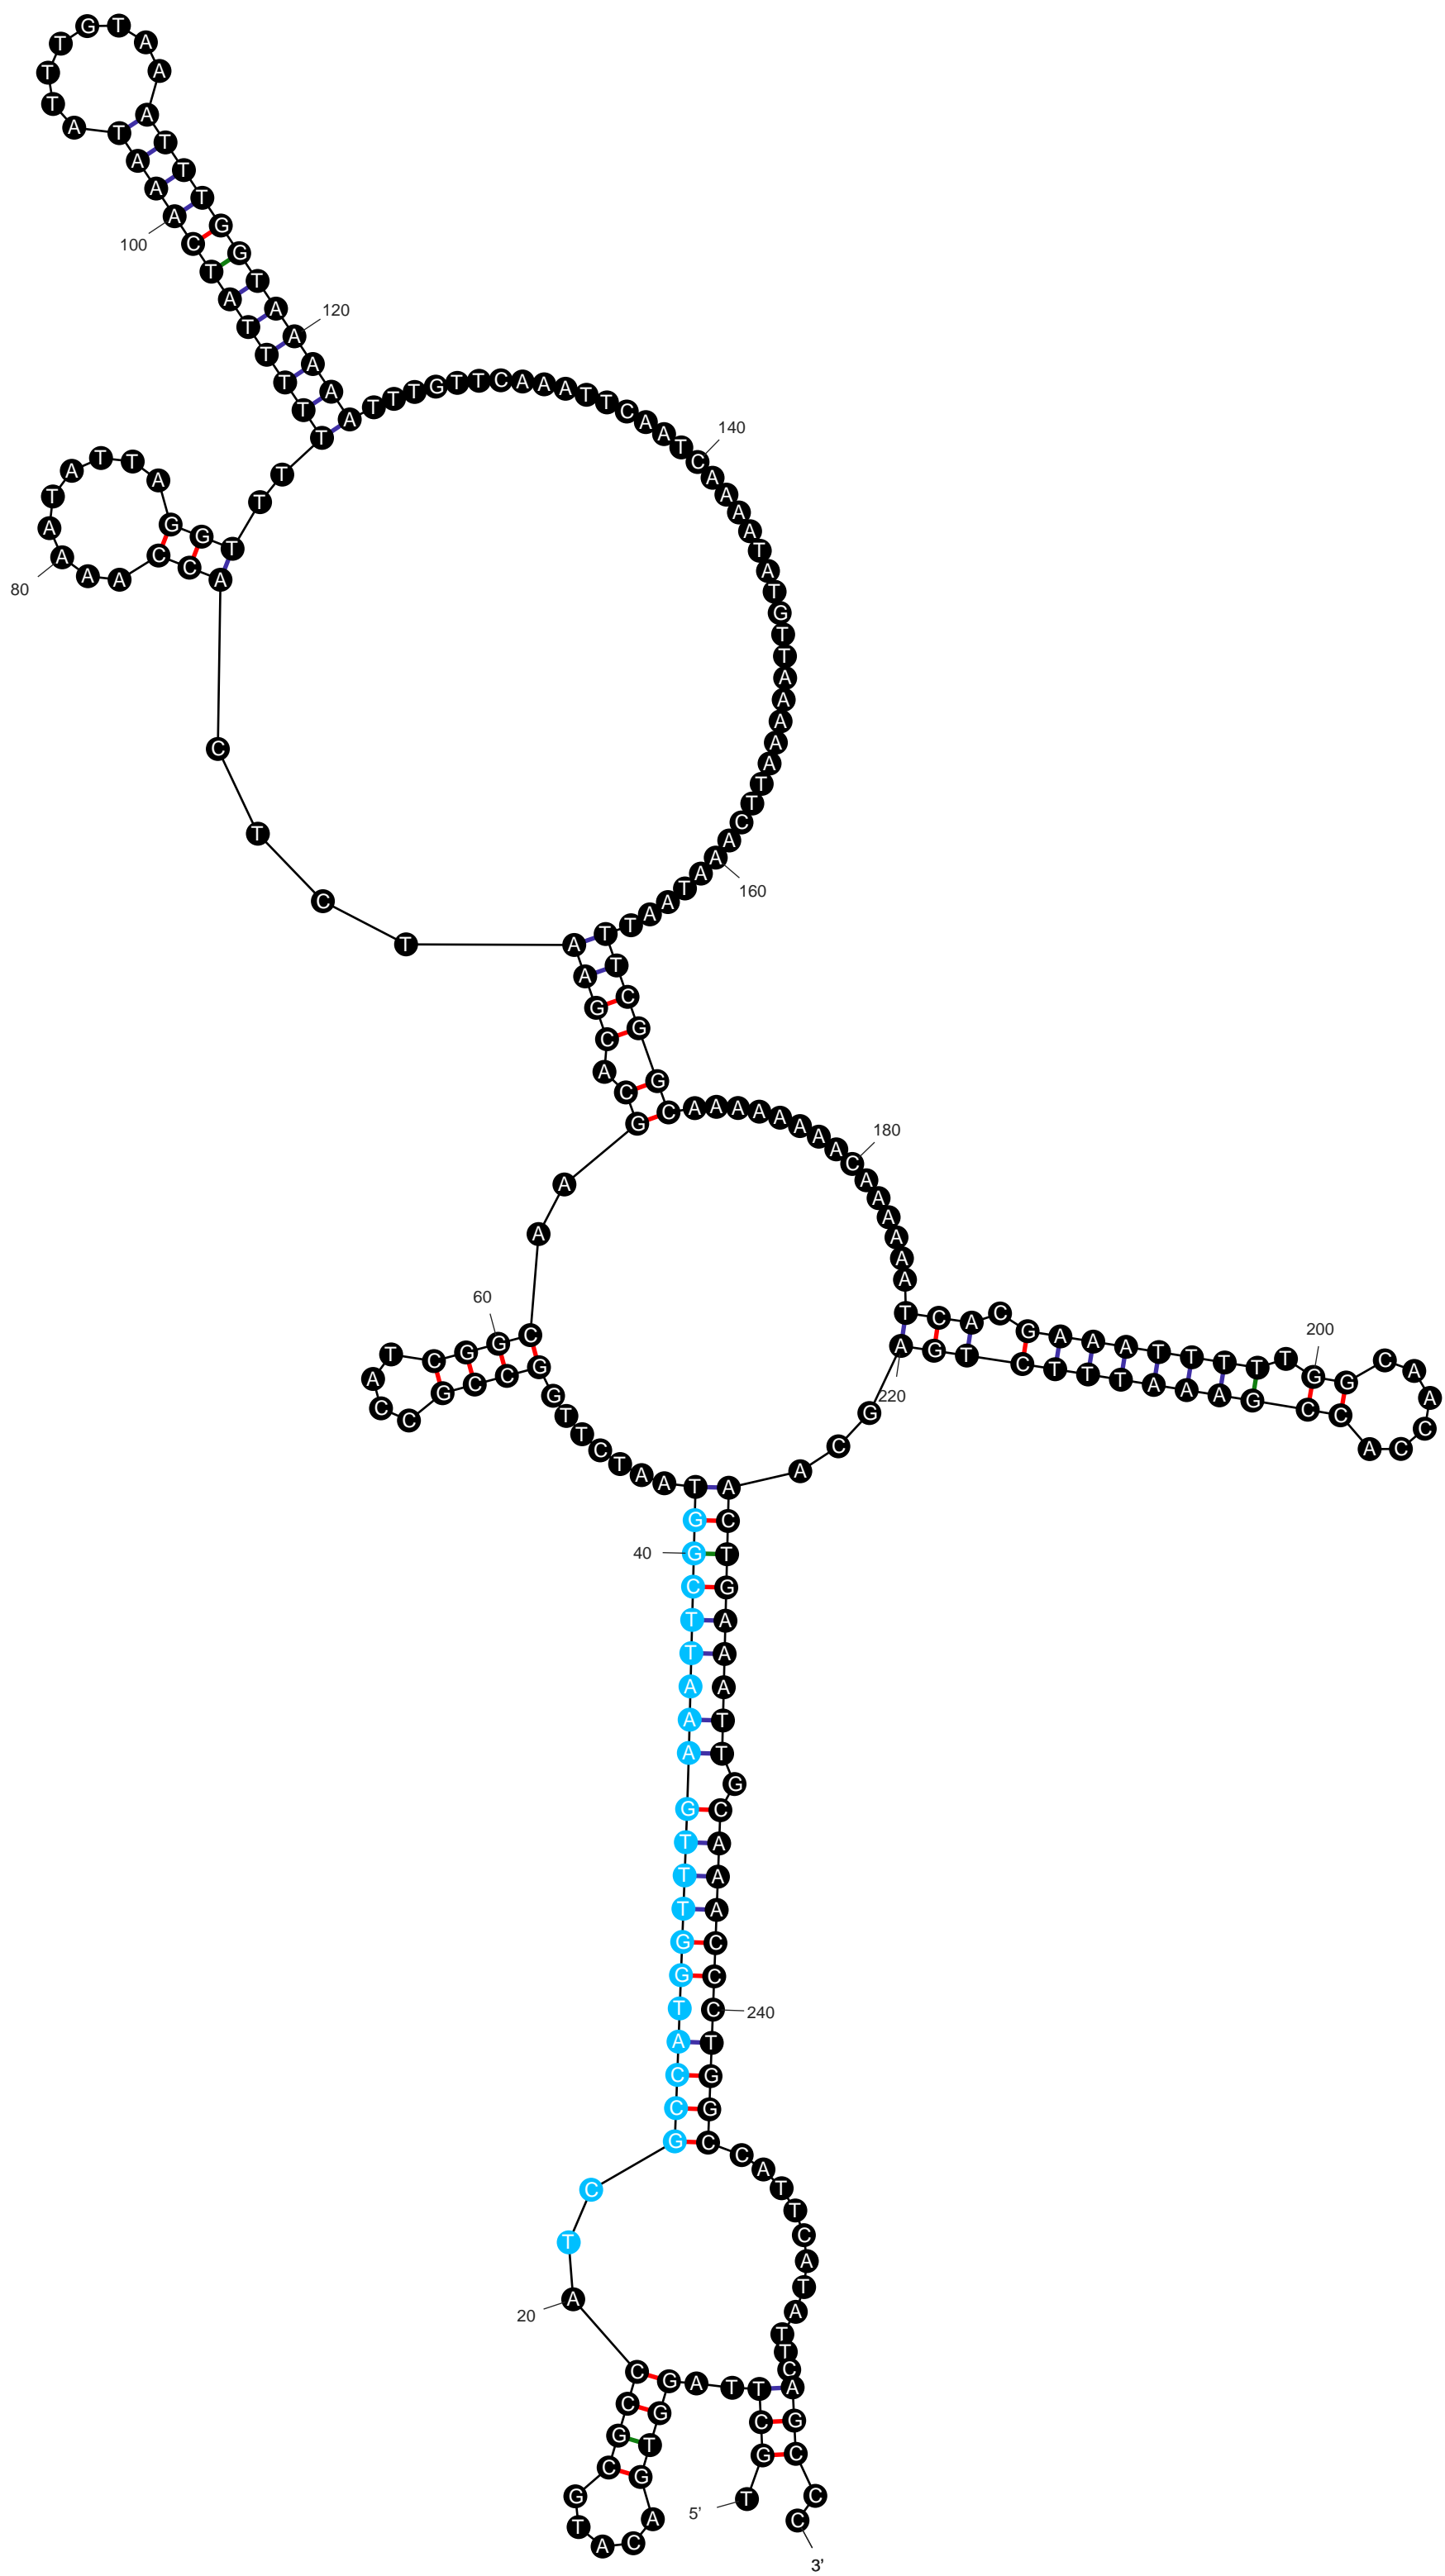

$dG = -55.40$  osa-cand030

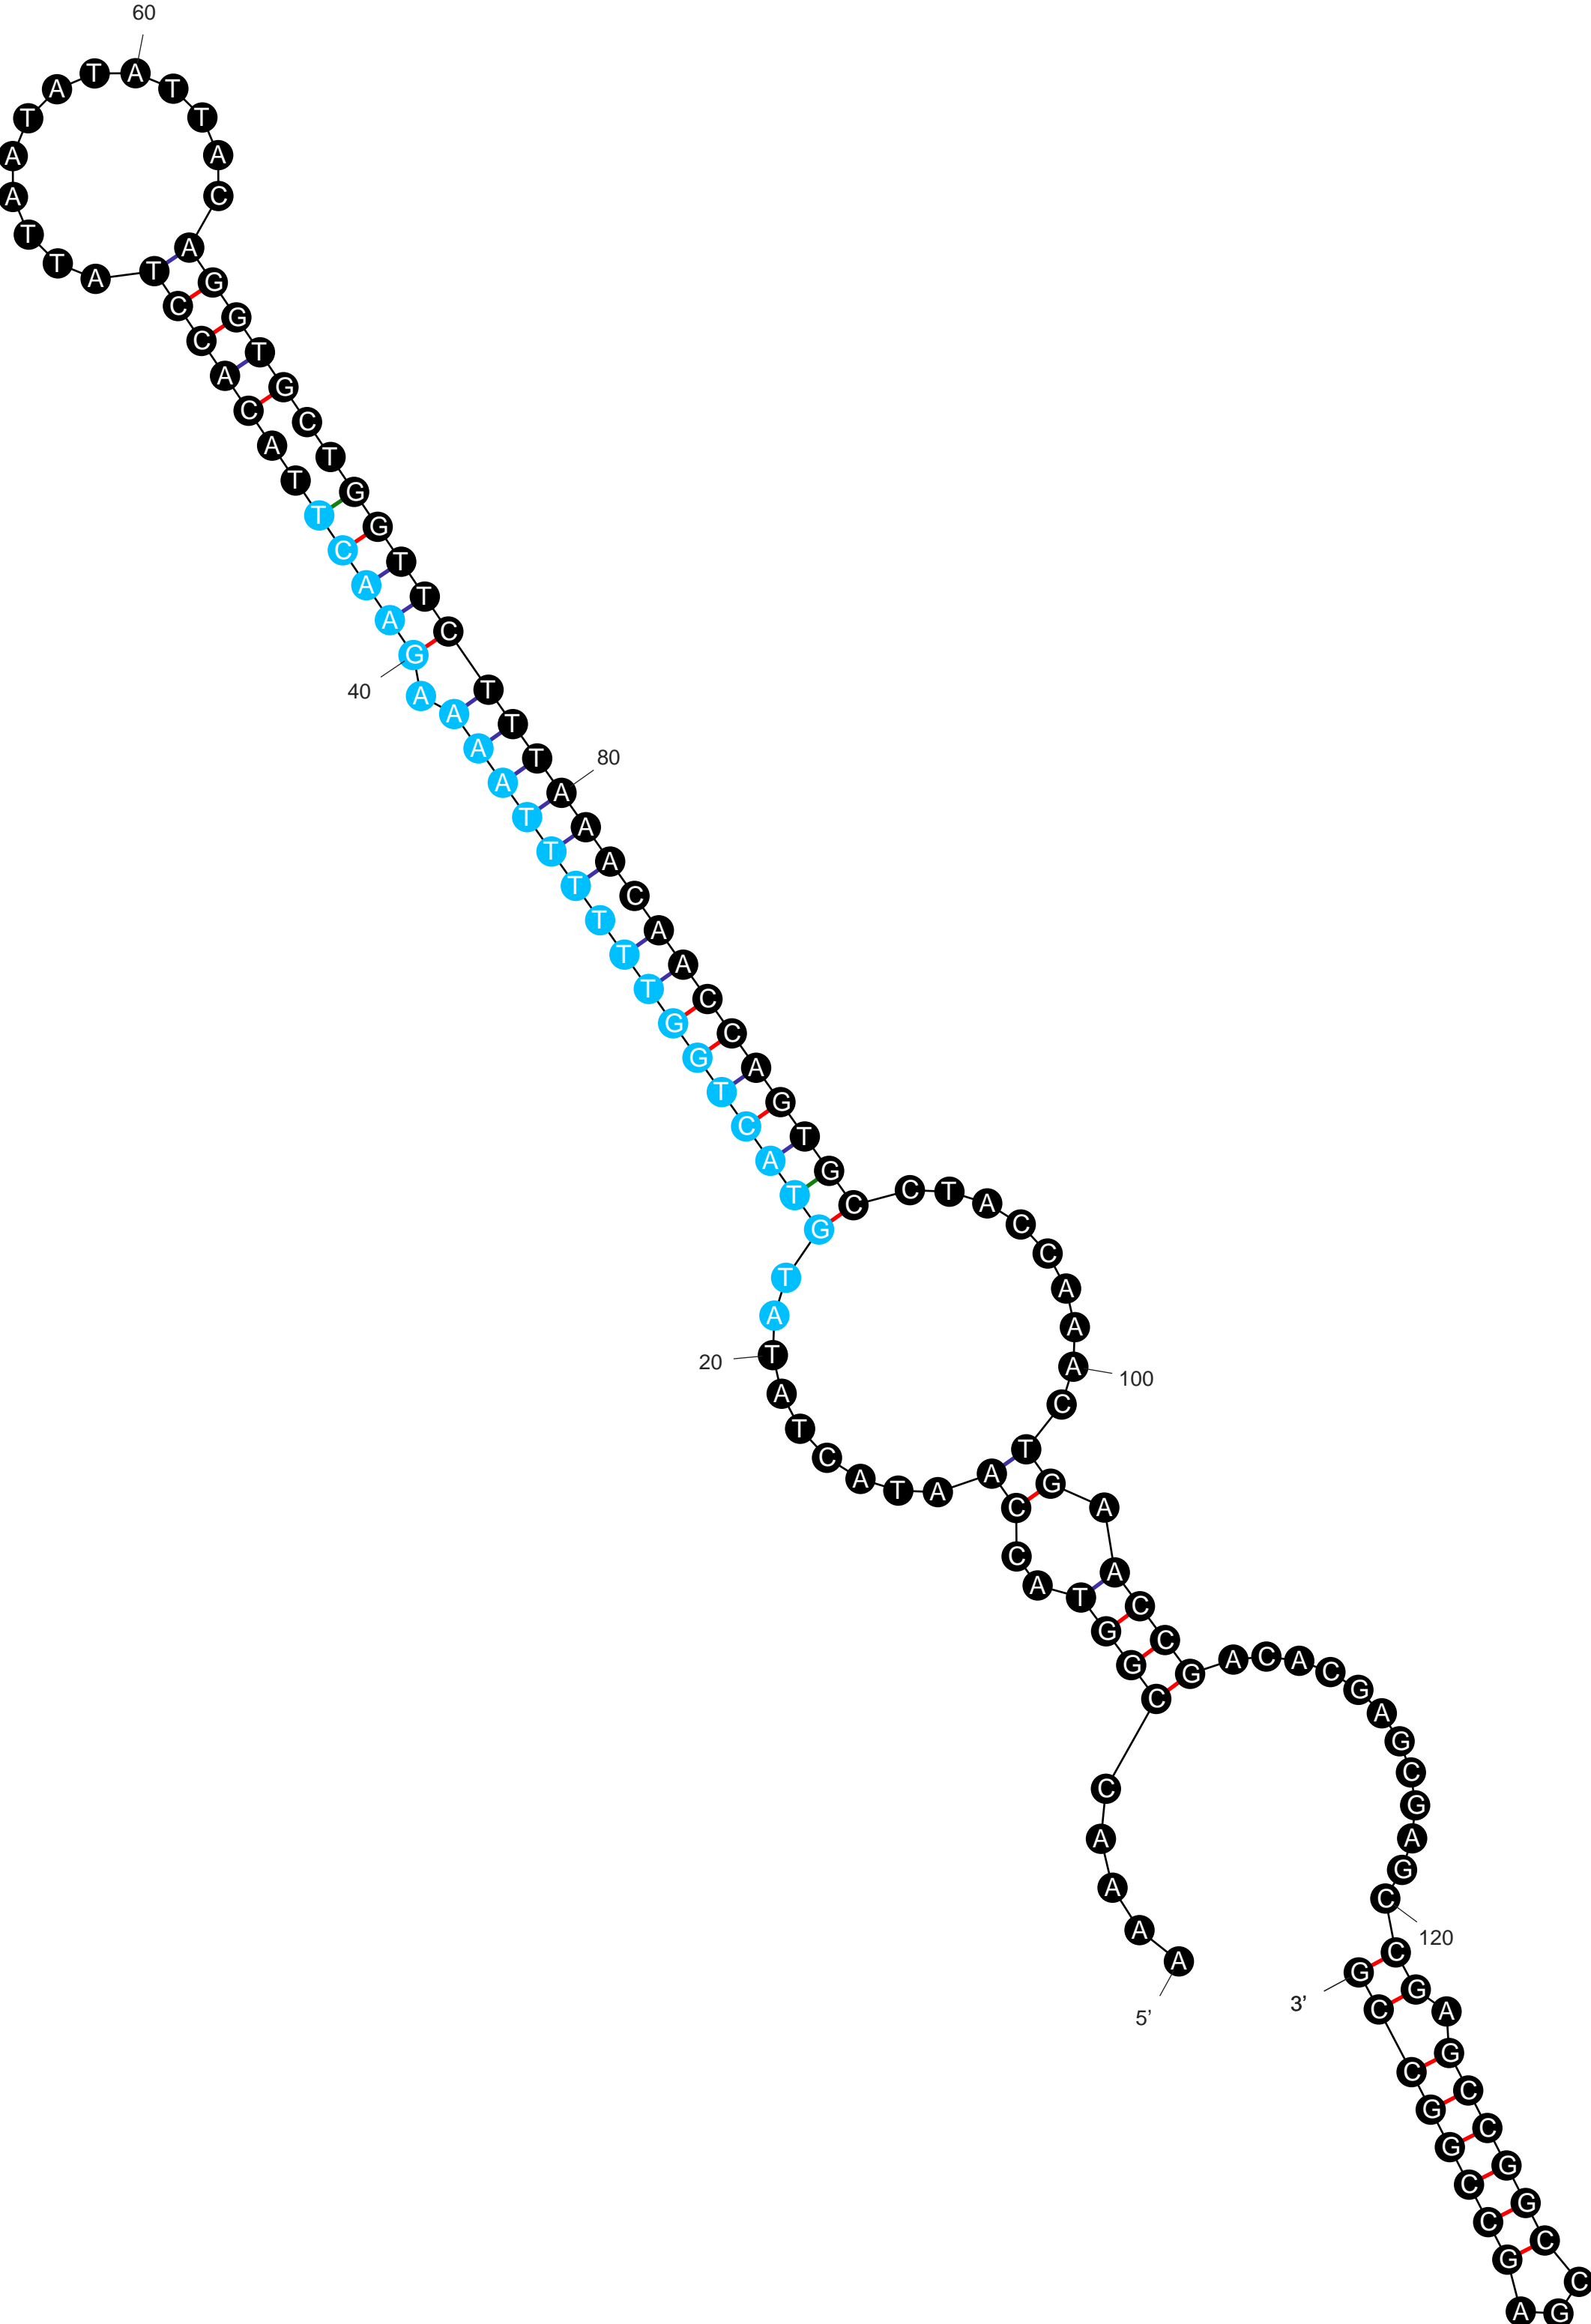

dG = -44.60 osa-cand031

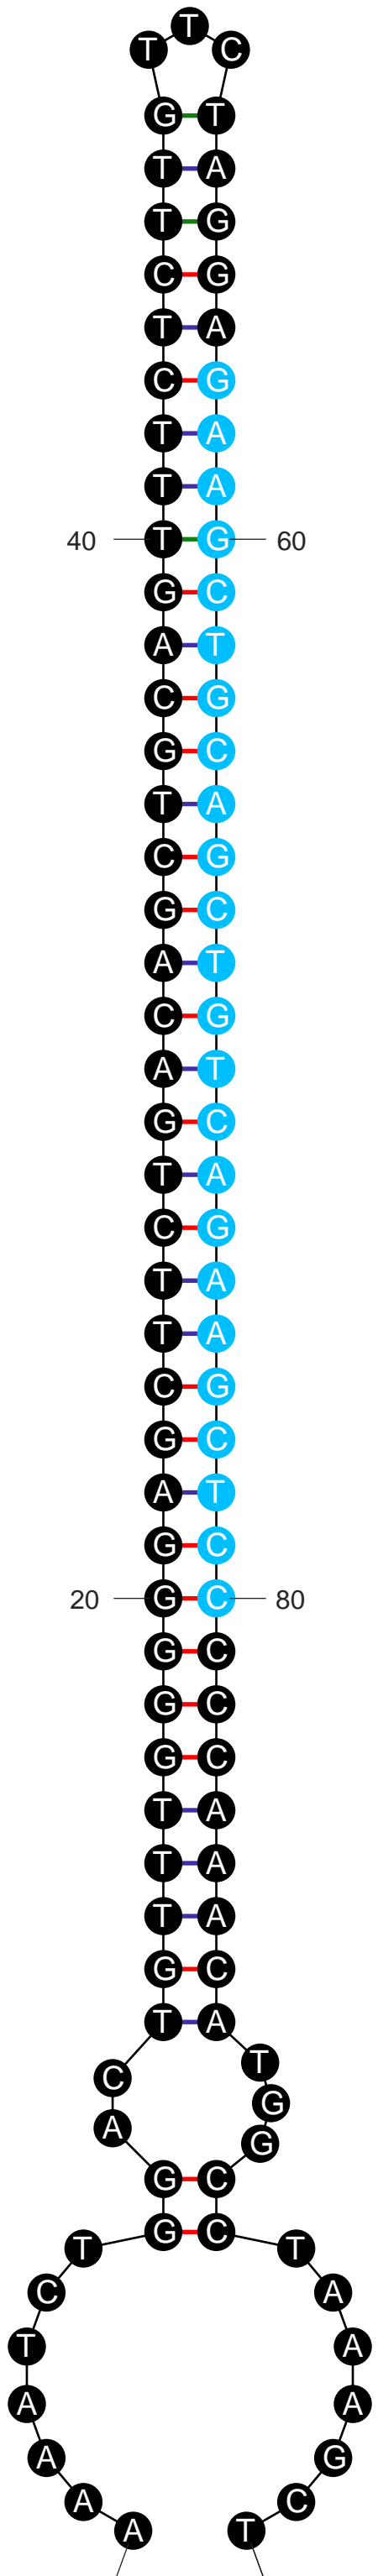

$dG = -73.90$  osa-cand032

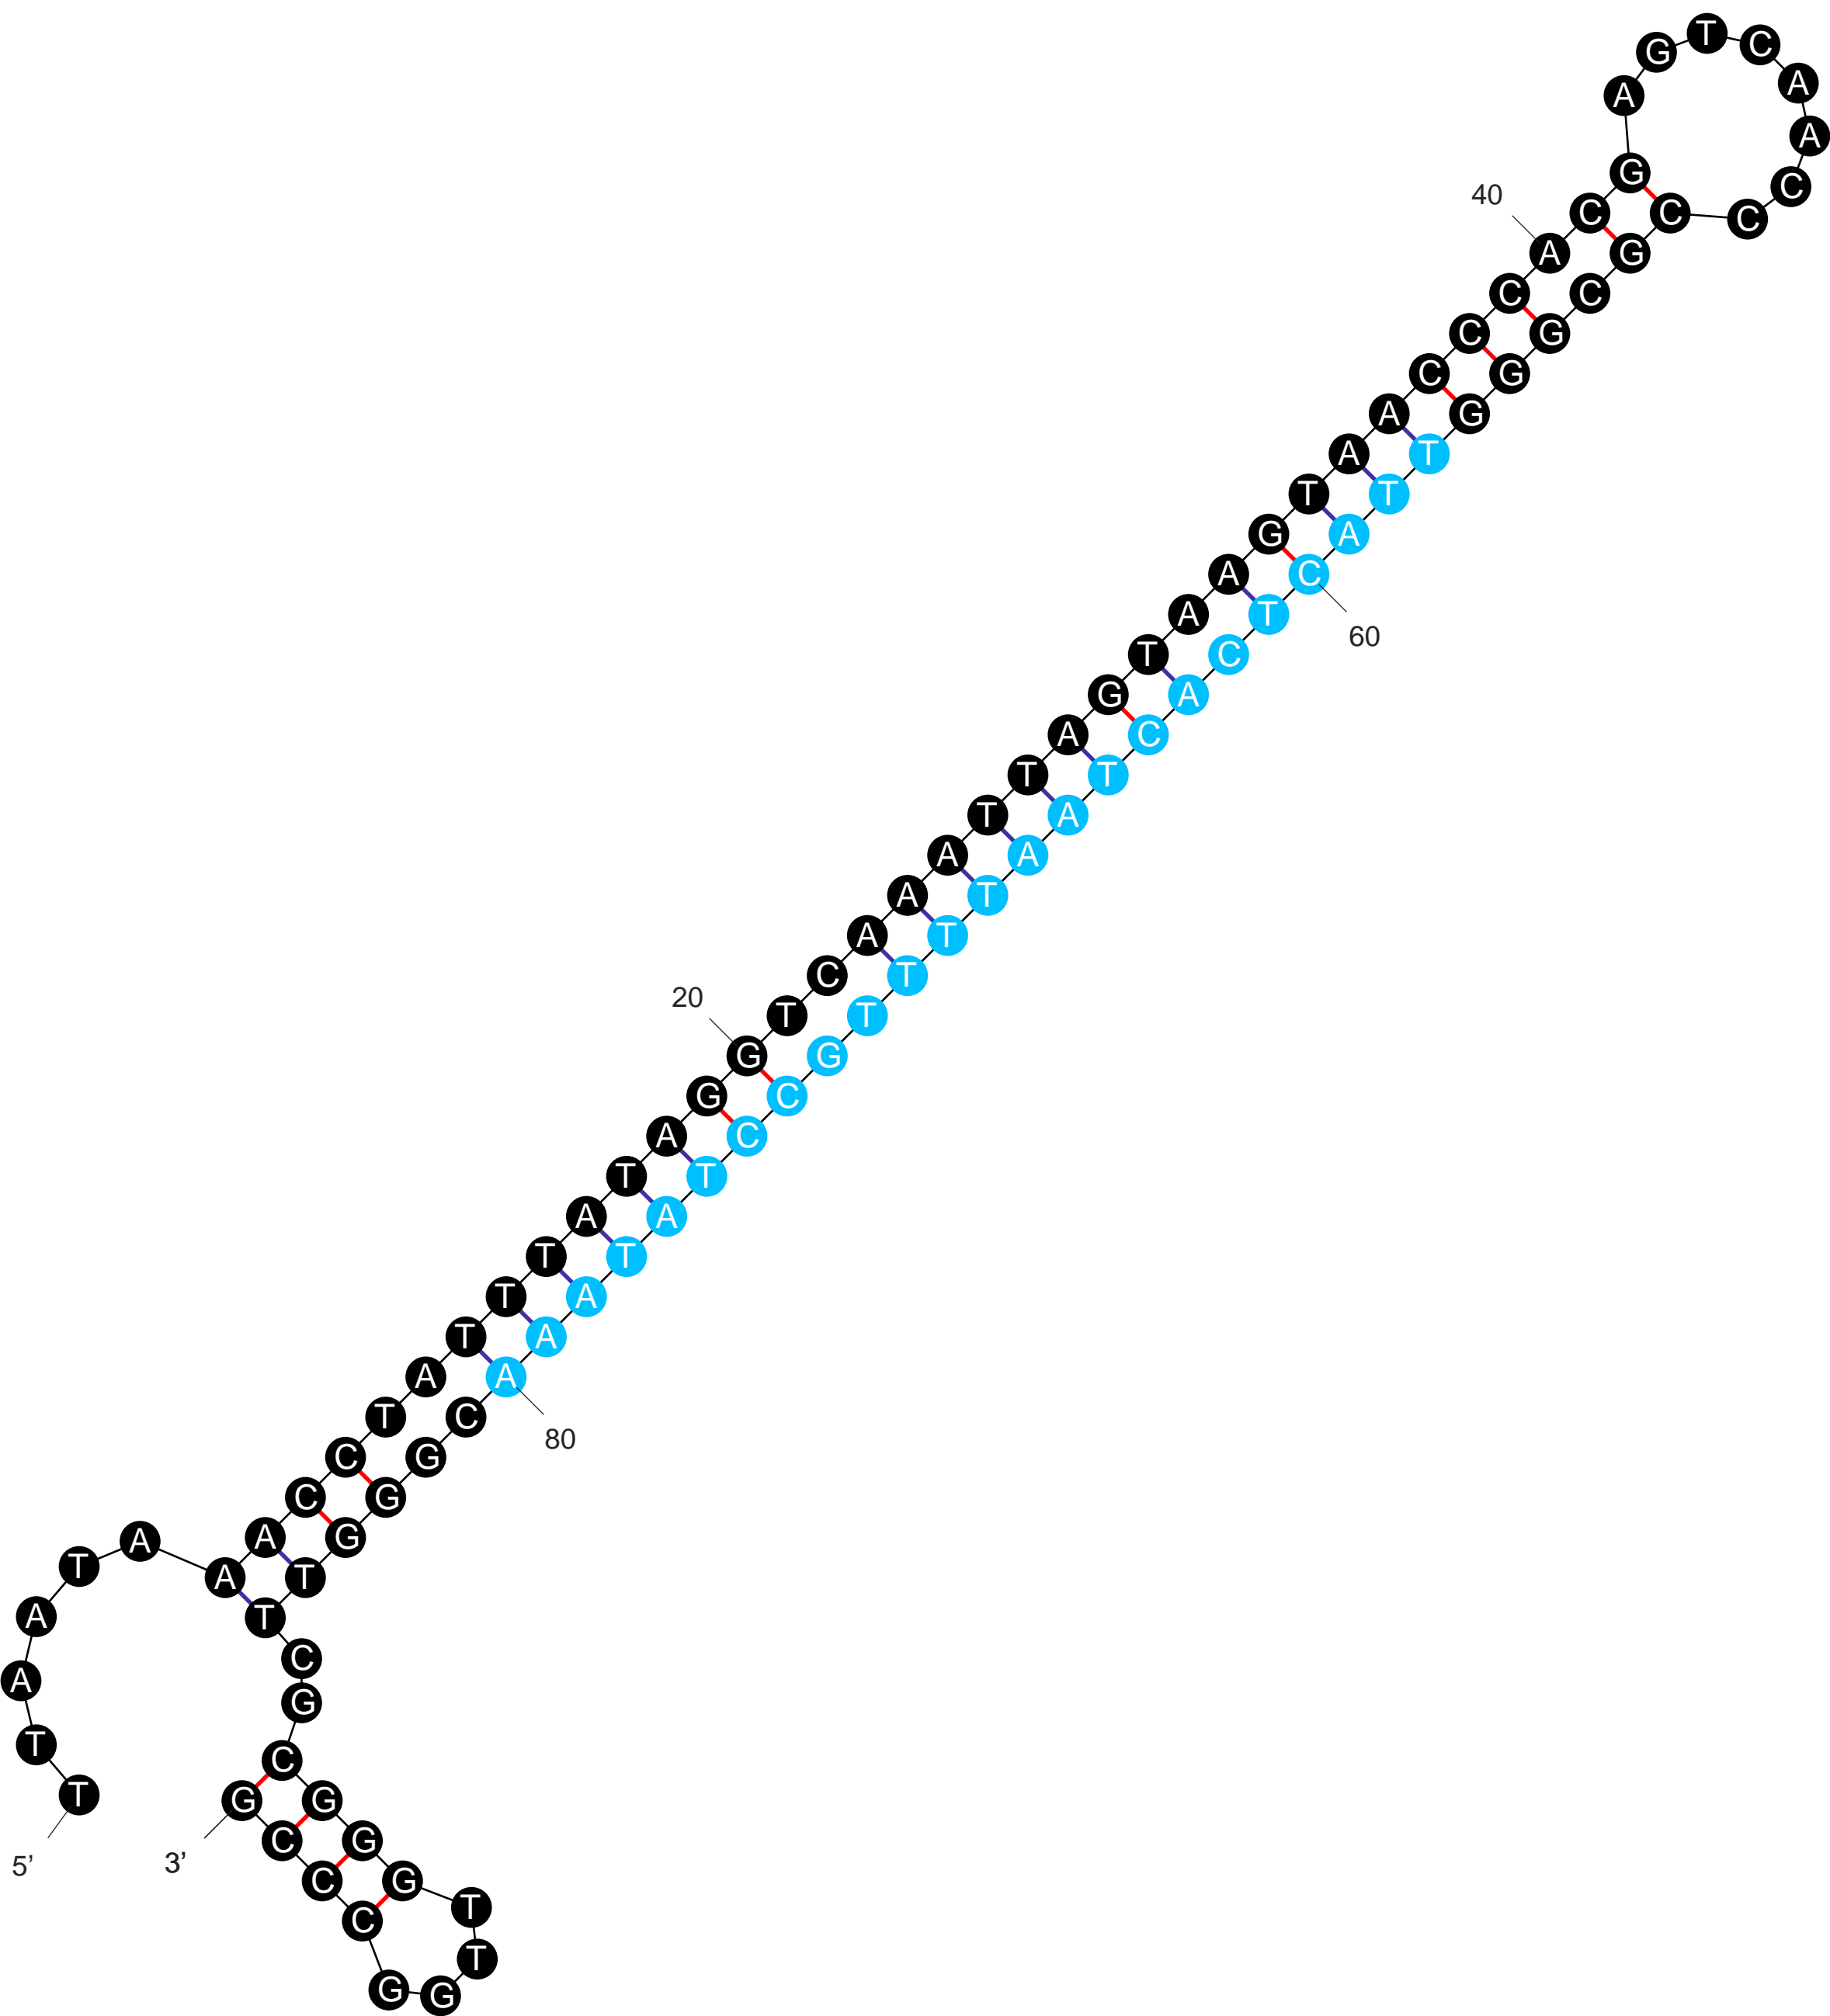

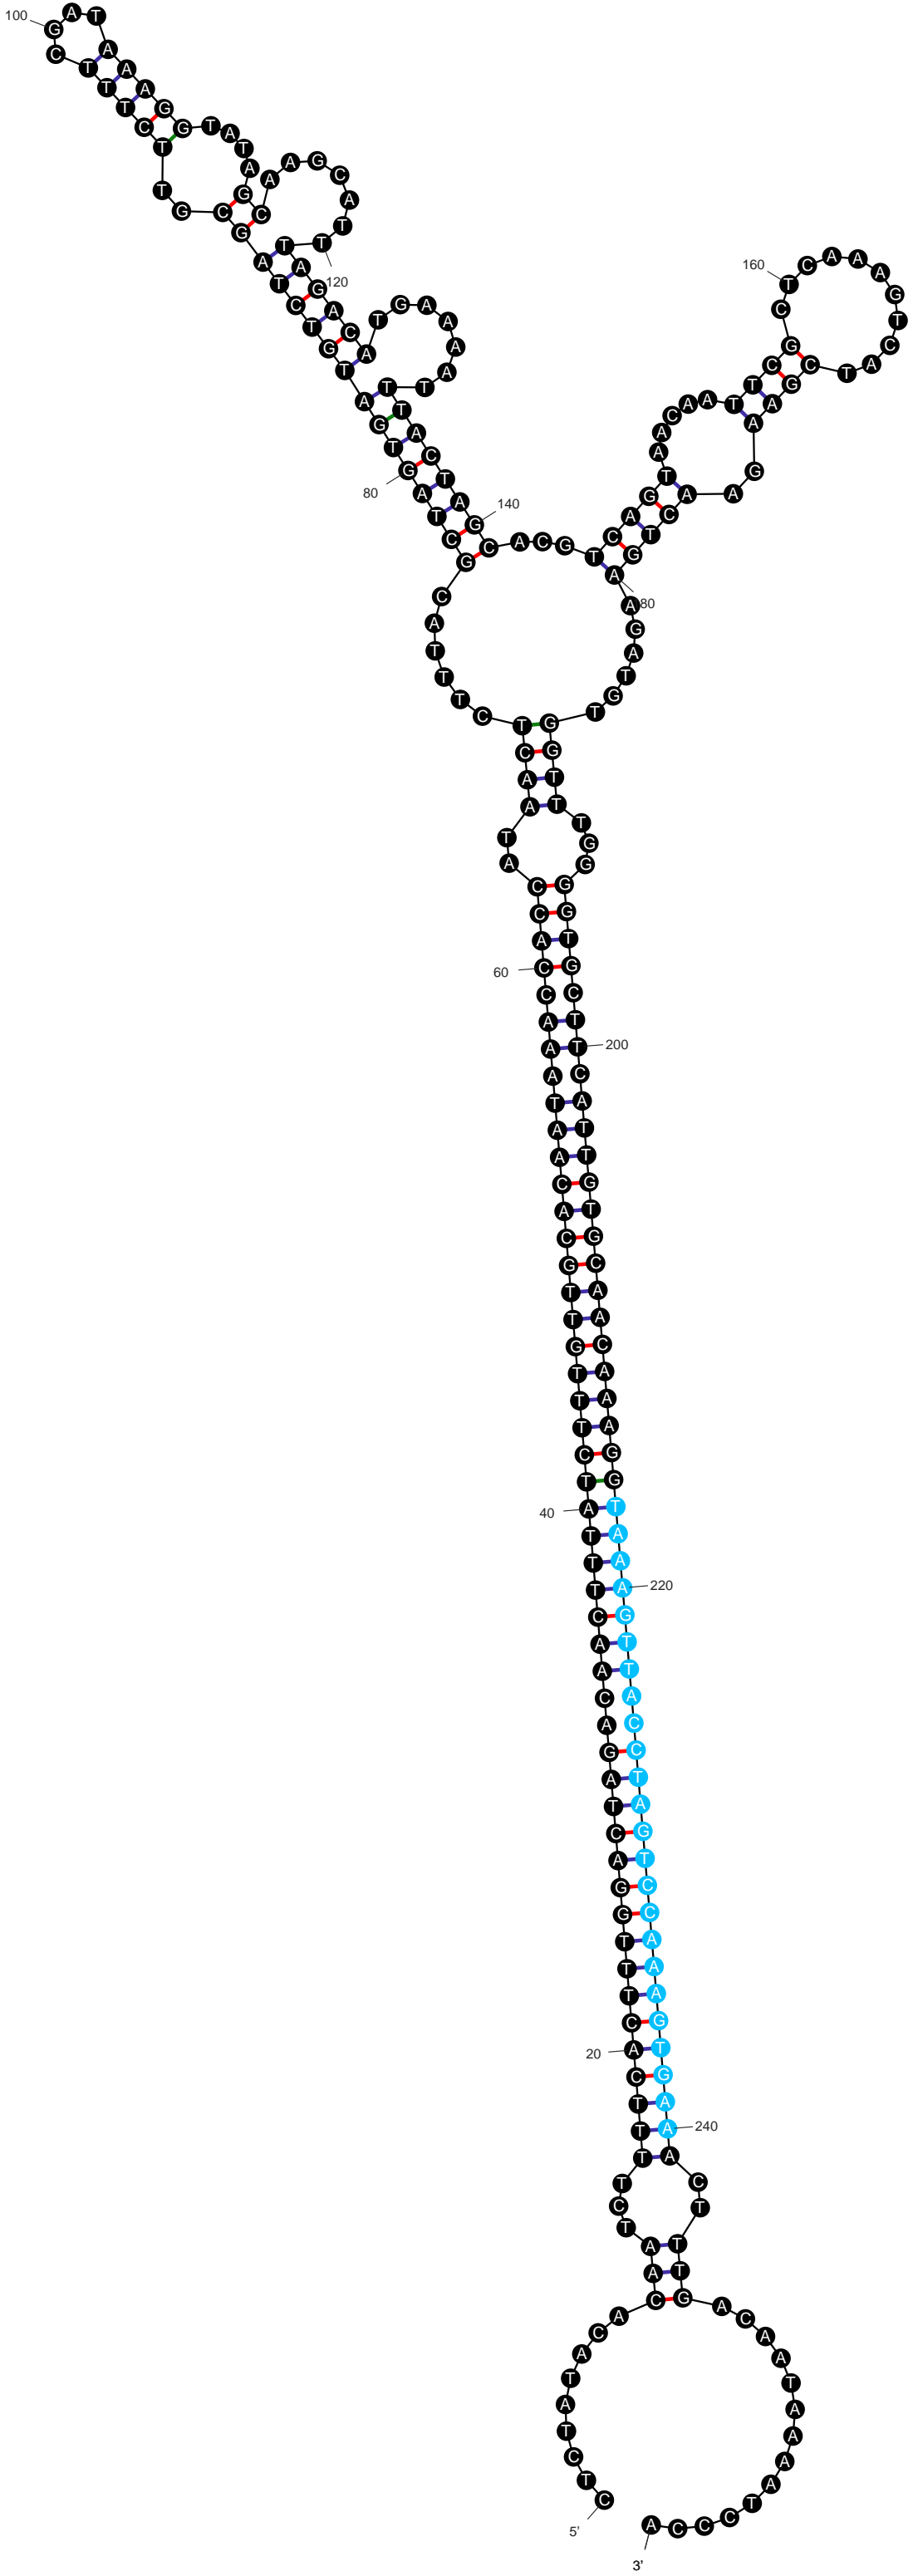

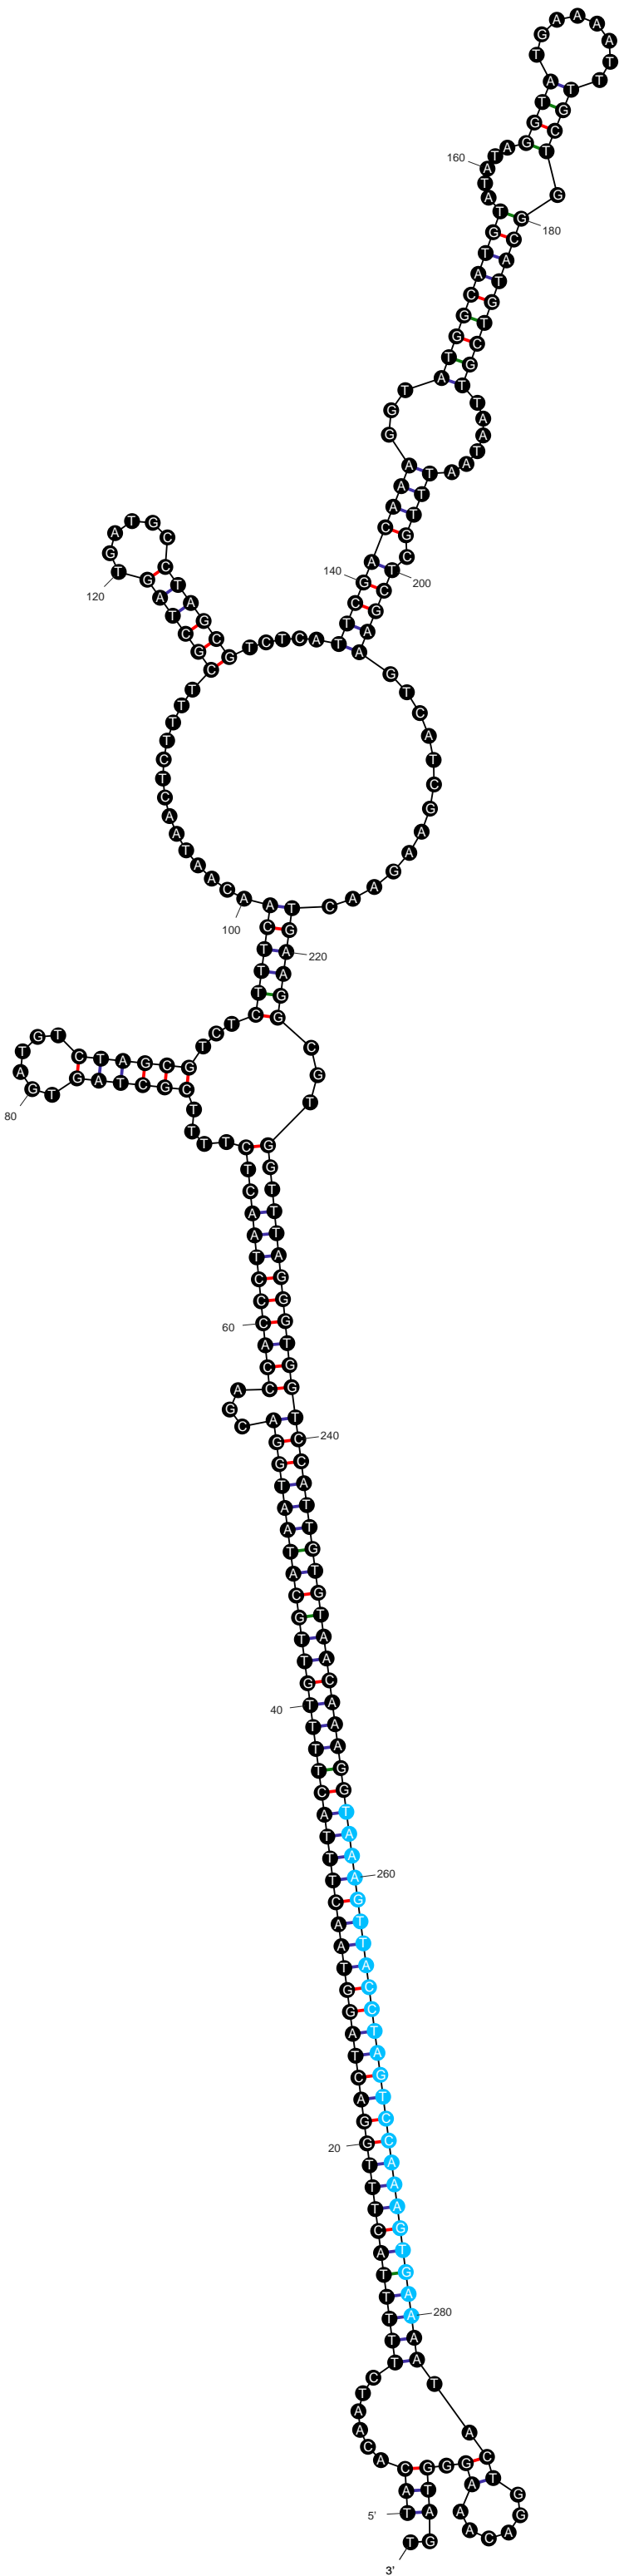

$dG = -121.30$  osa-cand035b

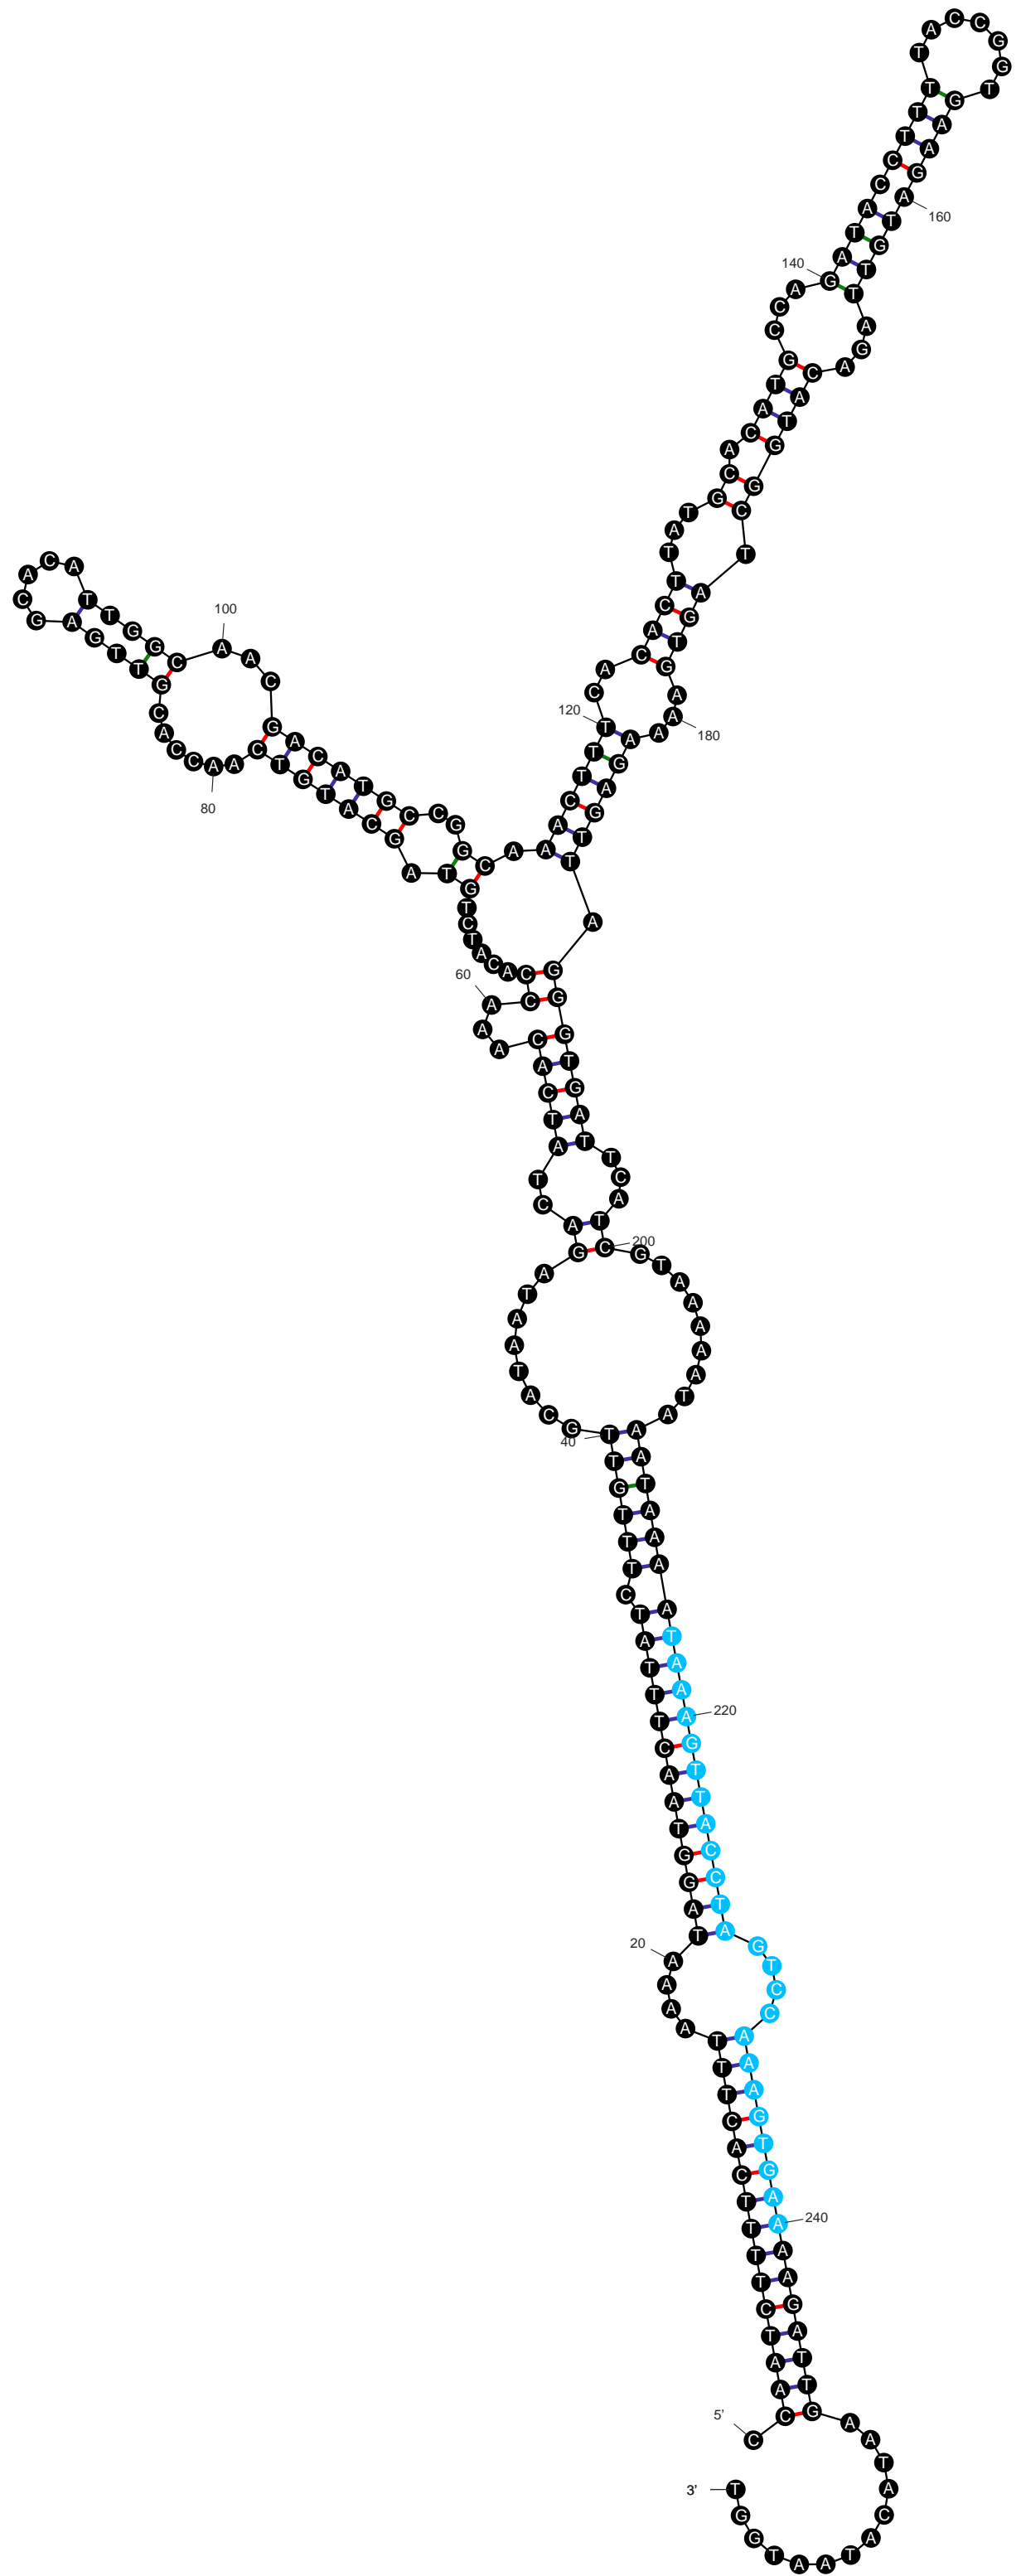

$dG = -71.60$  osa-cand035c

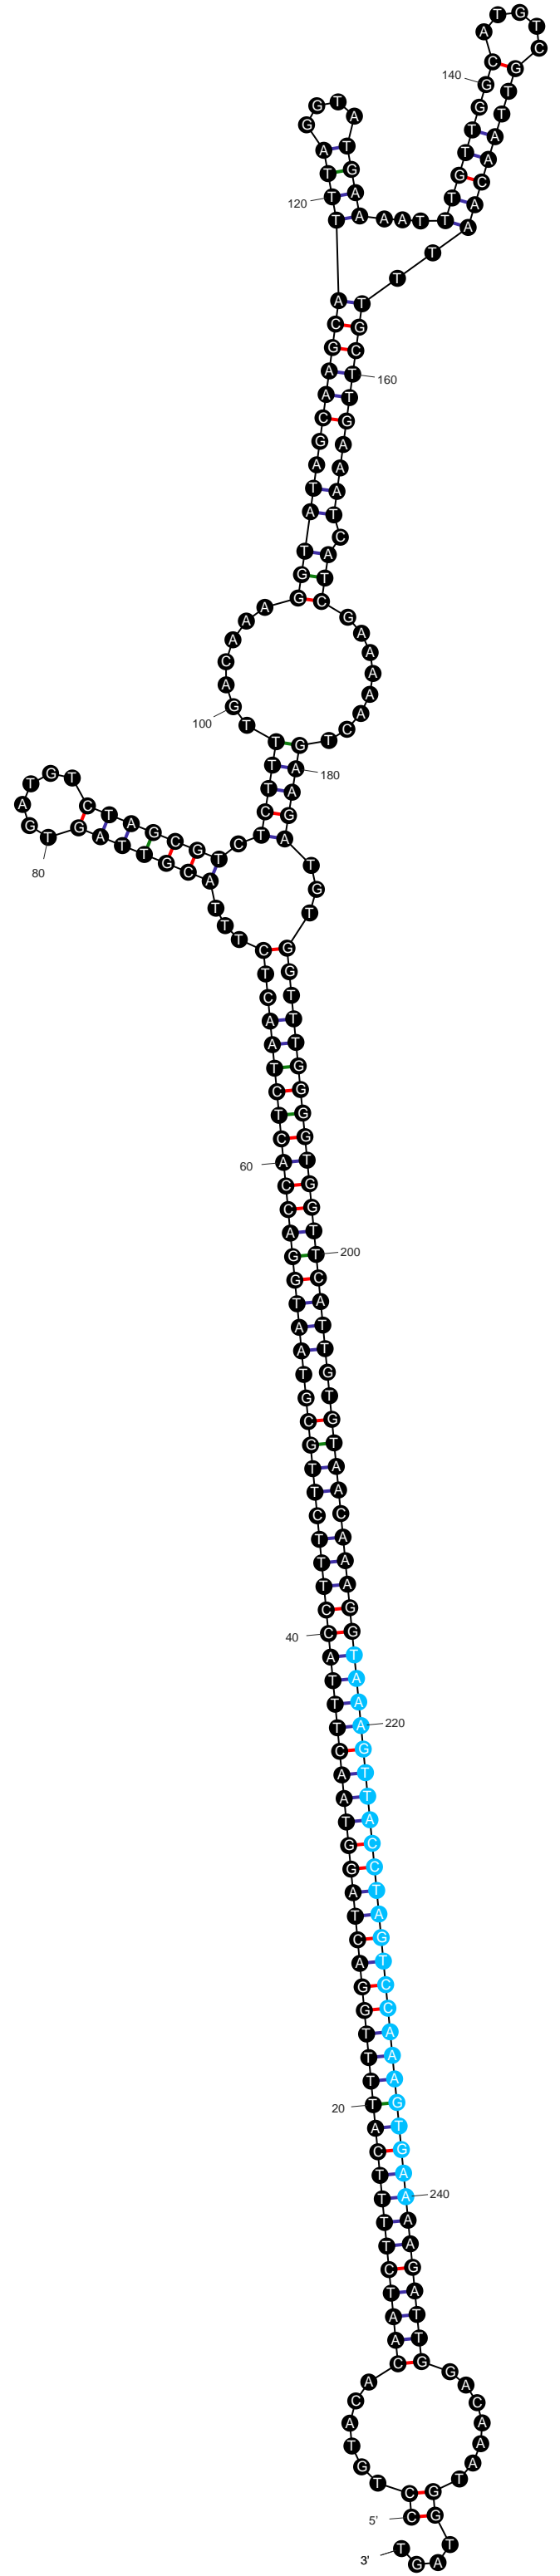

$dG = -108.20$  osa-cand035d

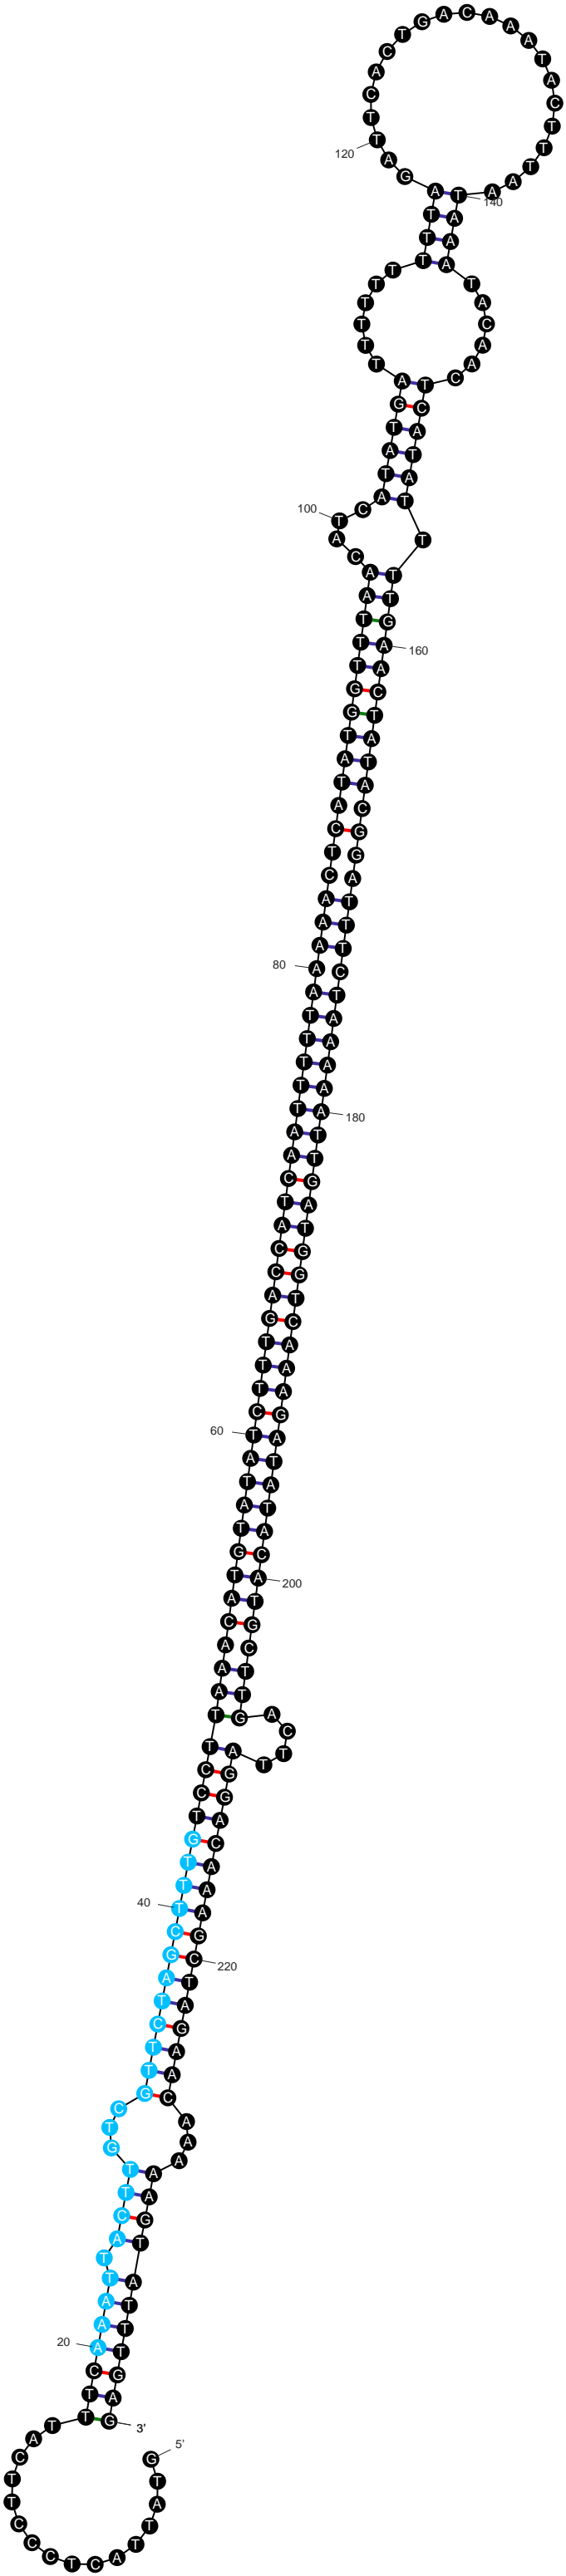

$dG = -87.10$  osa-cand036

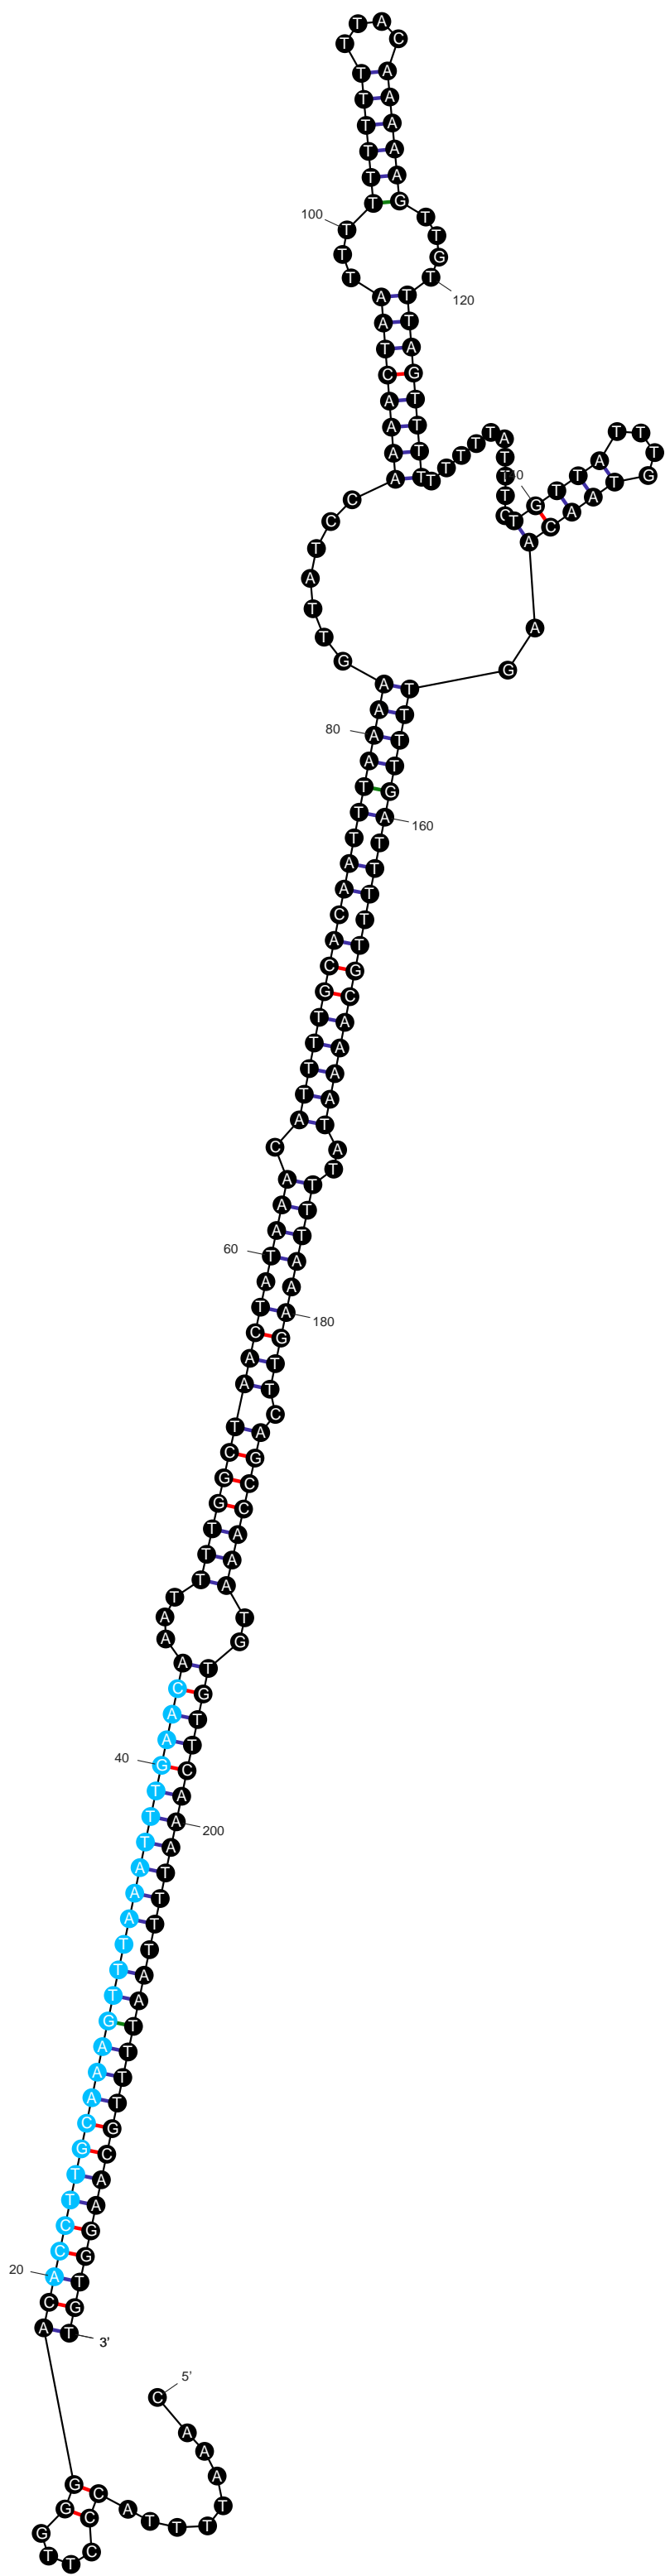

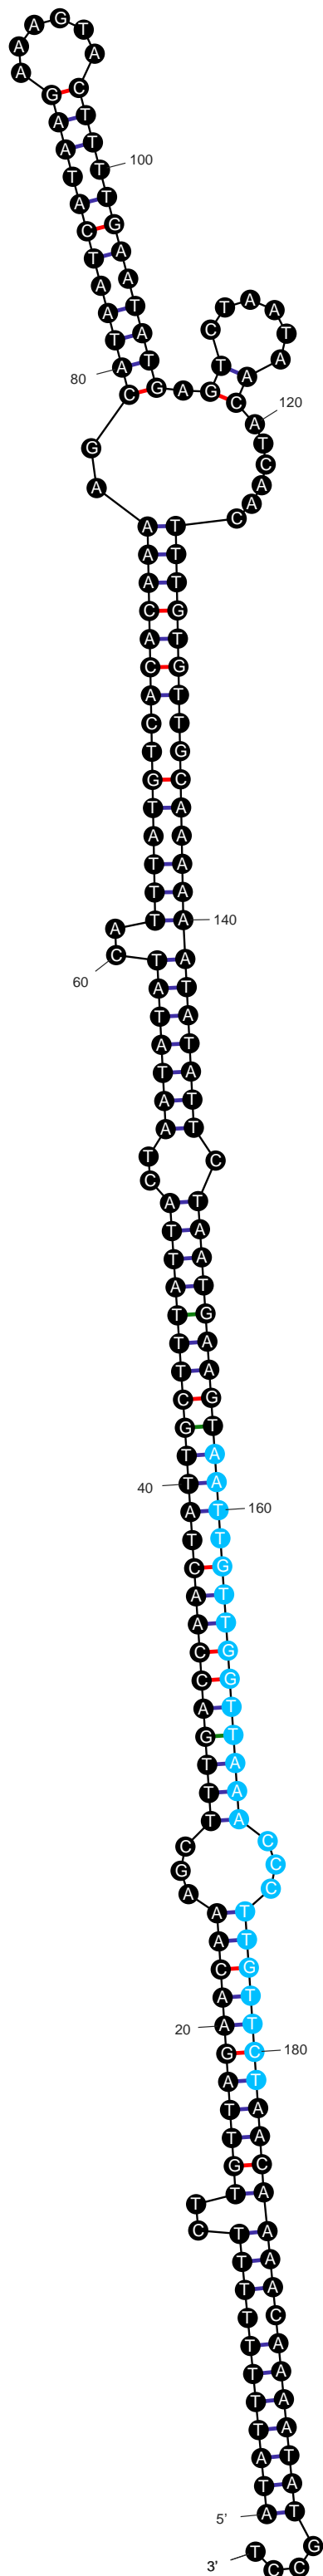

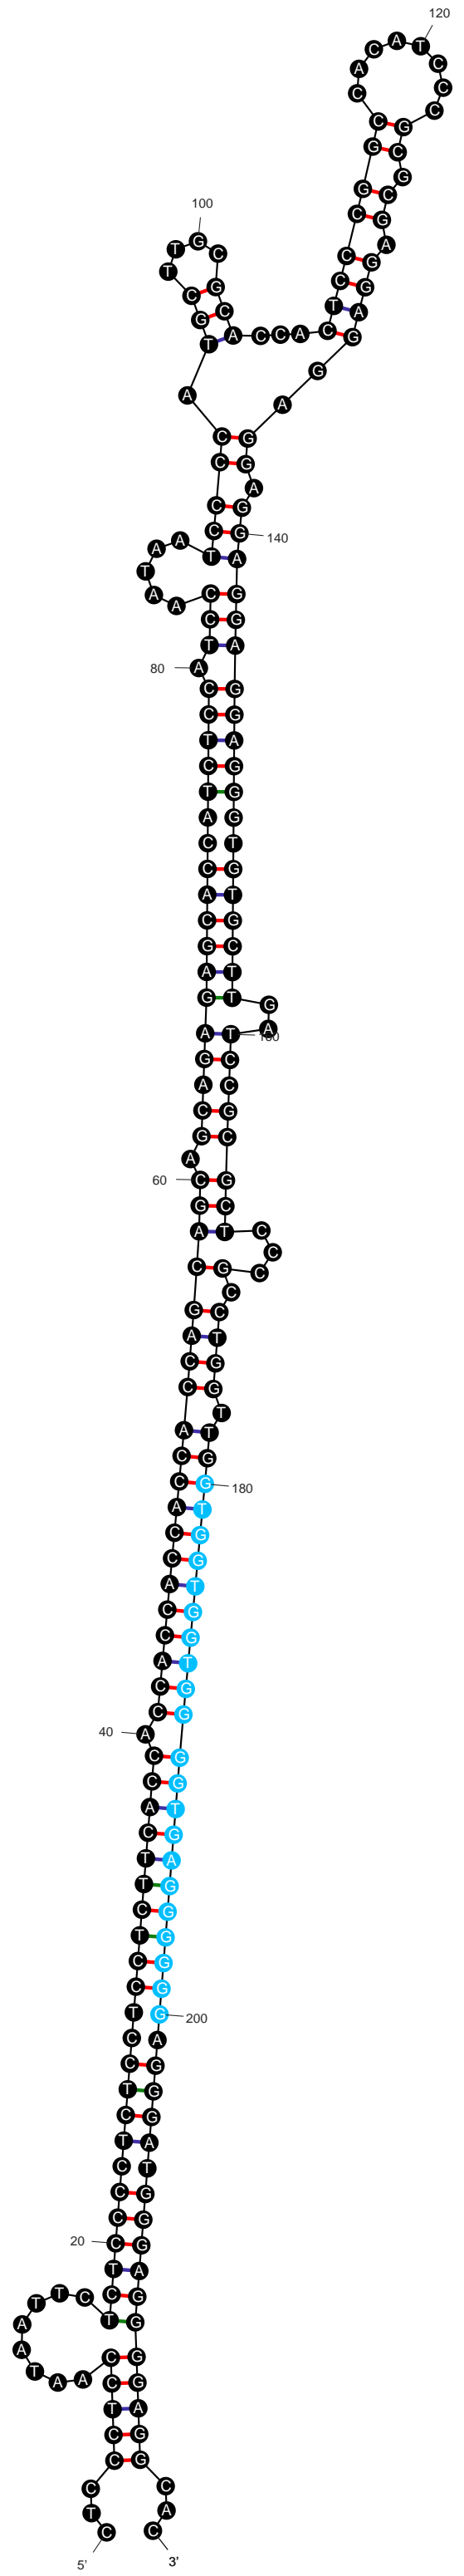

dG = -114.90 osa-cand039

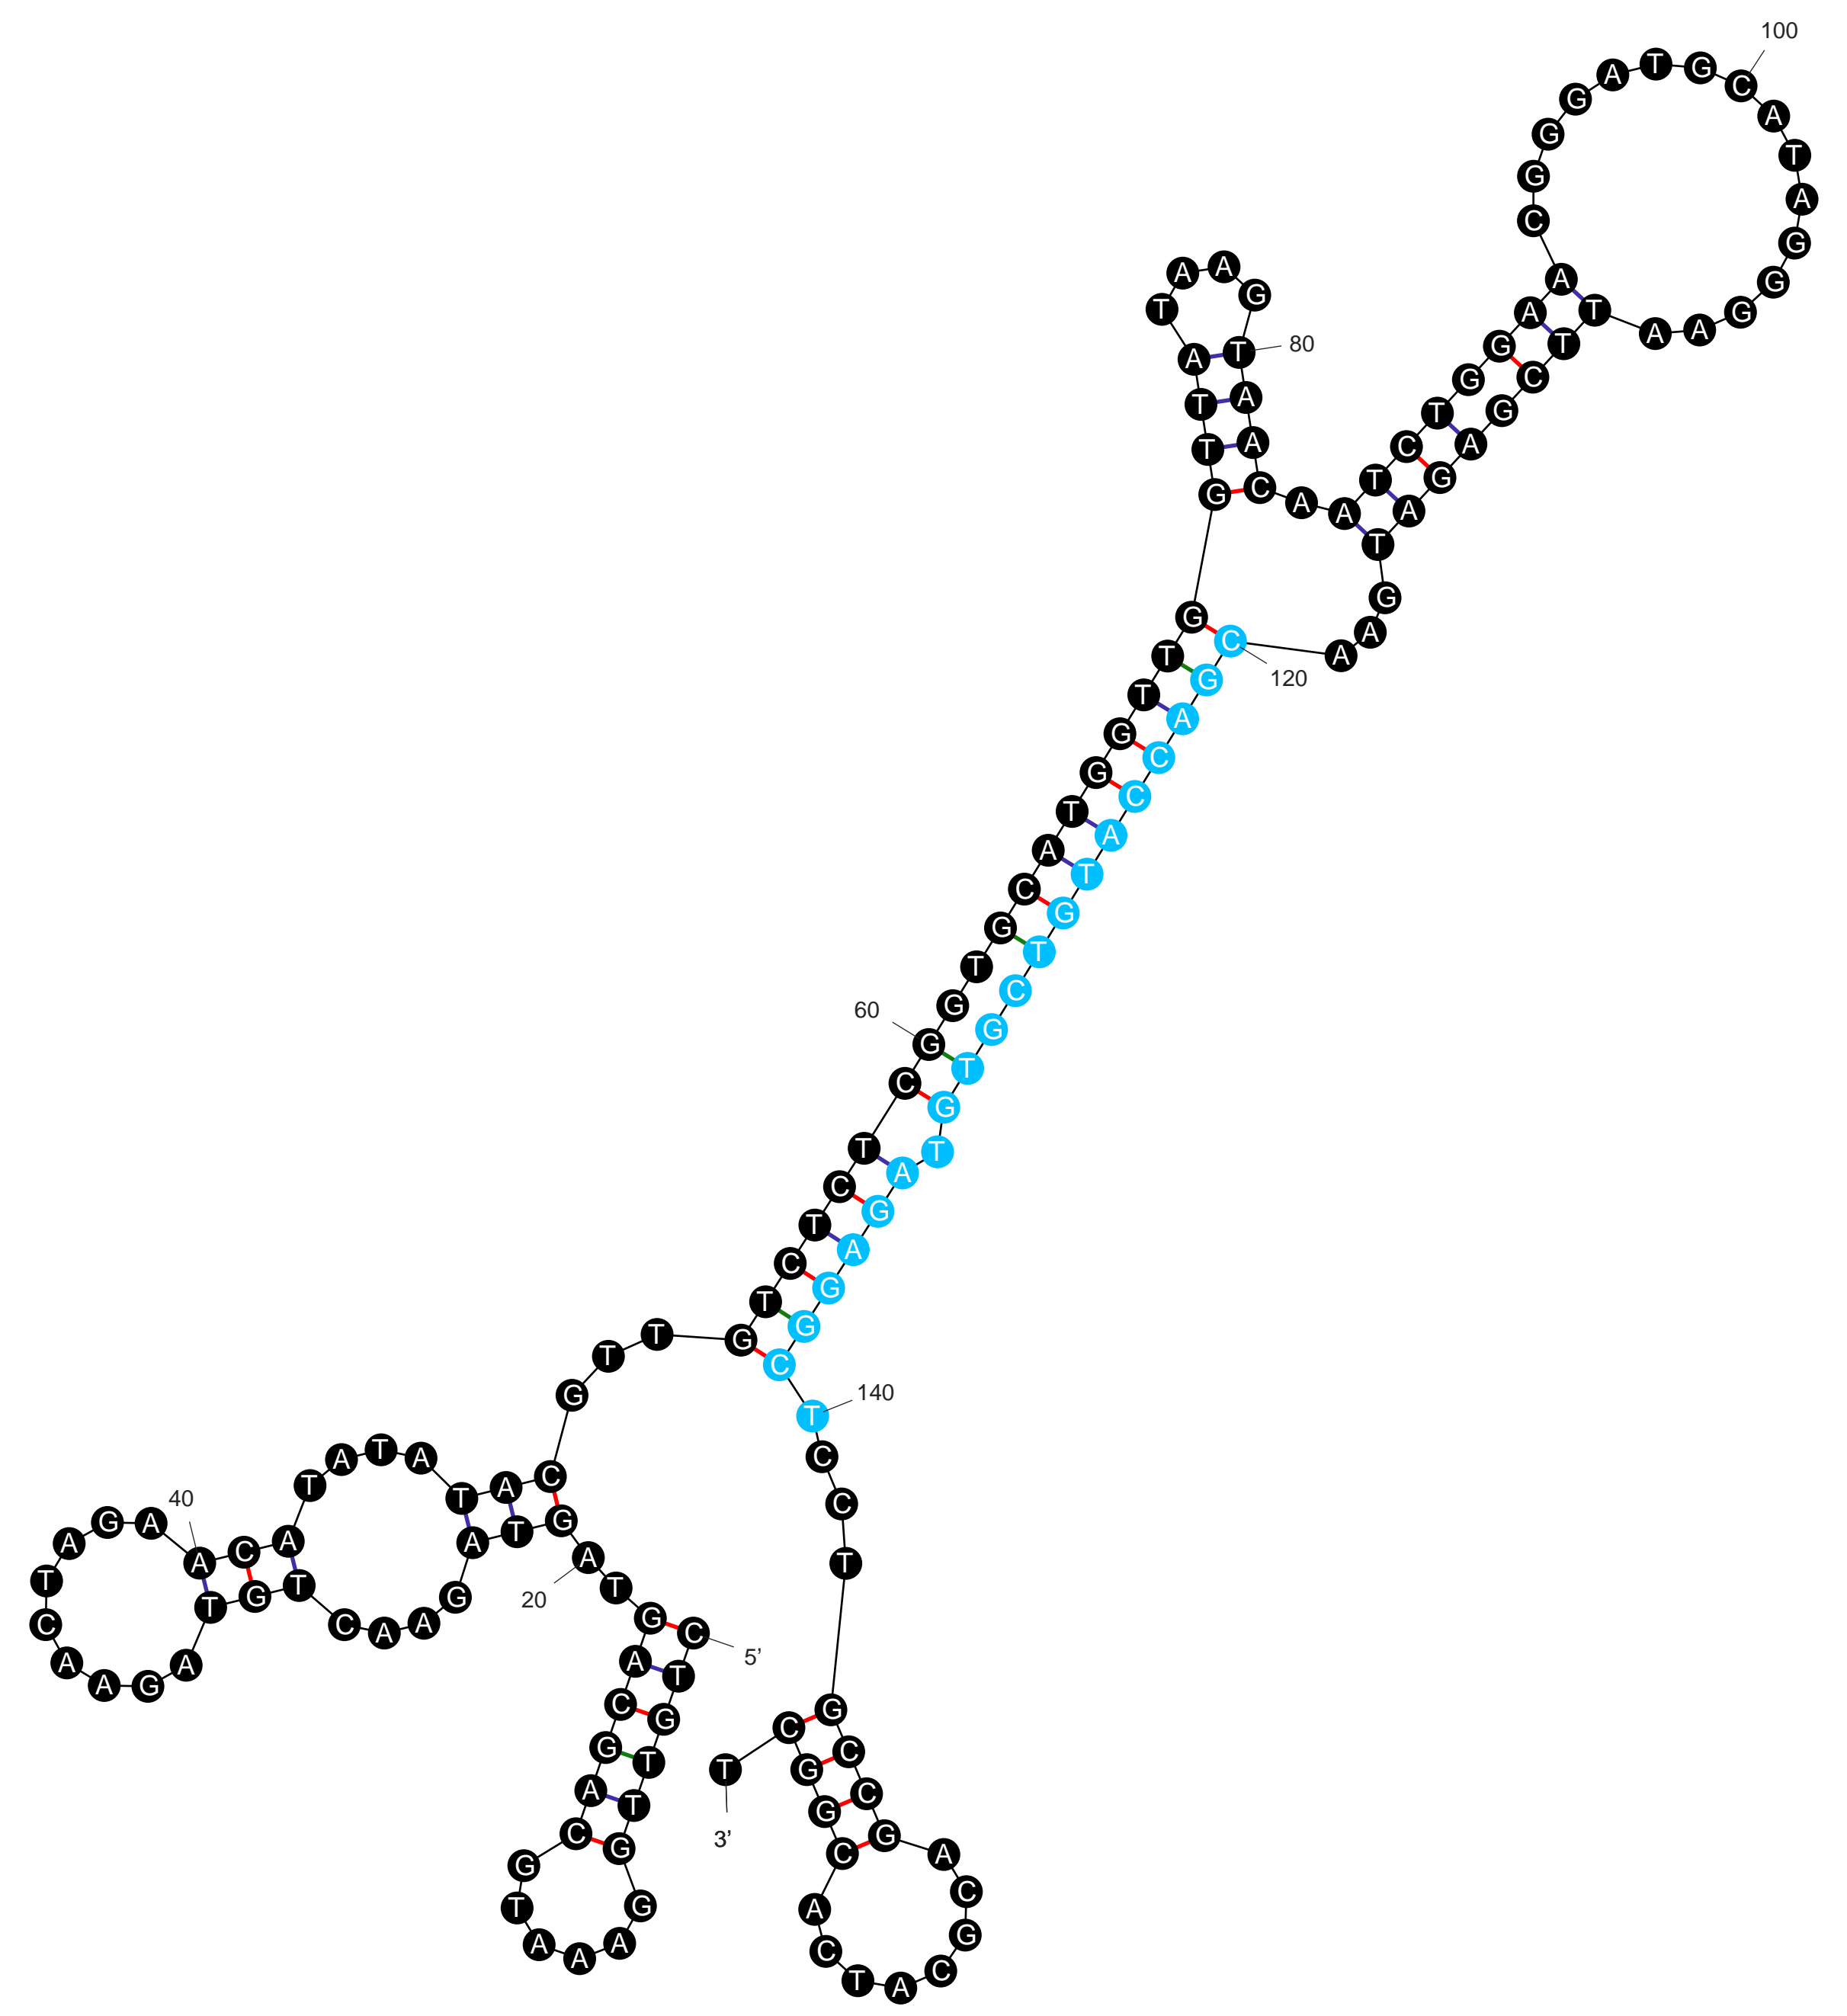

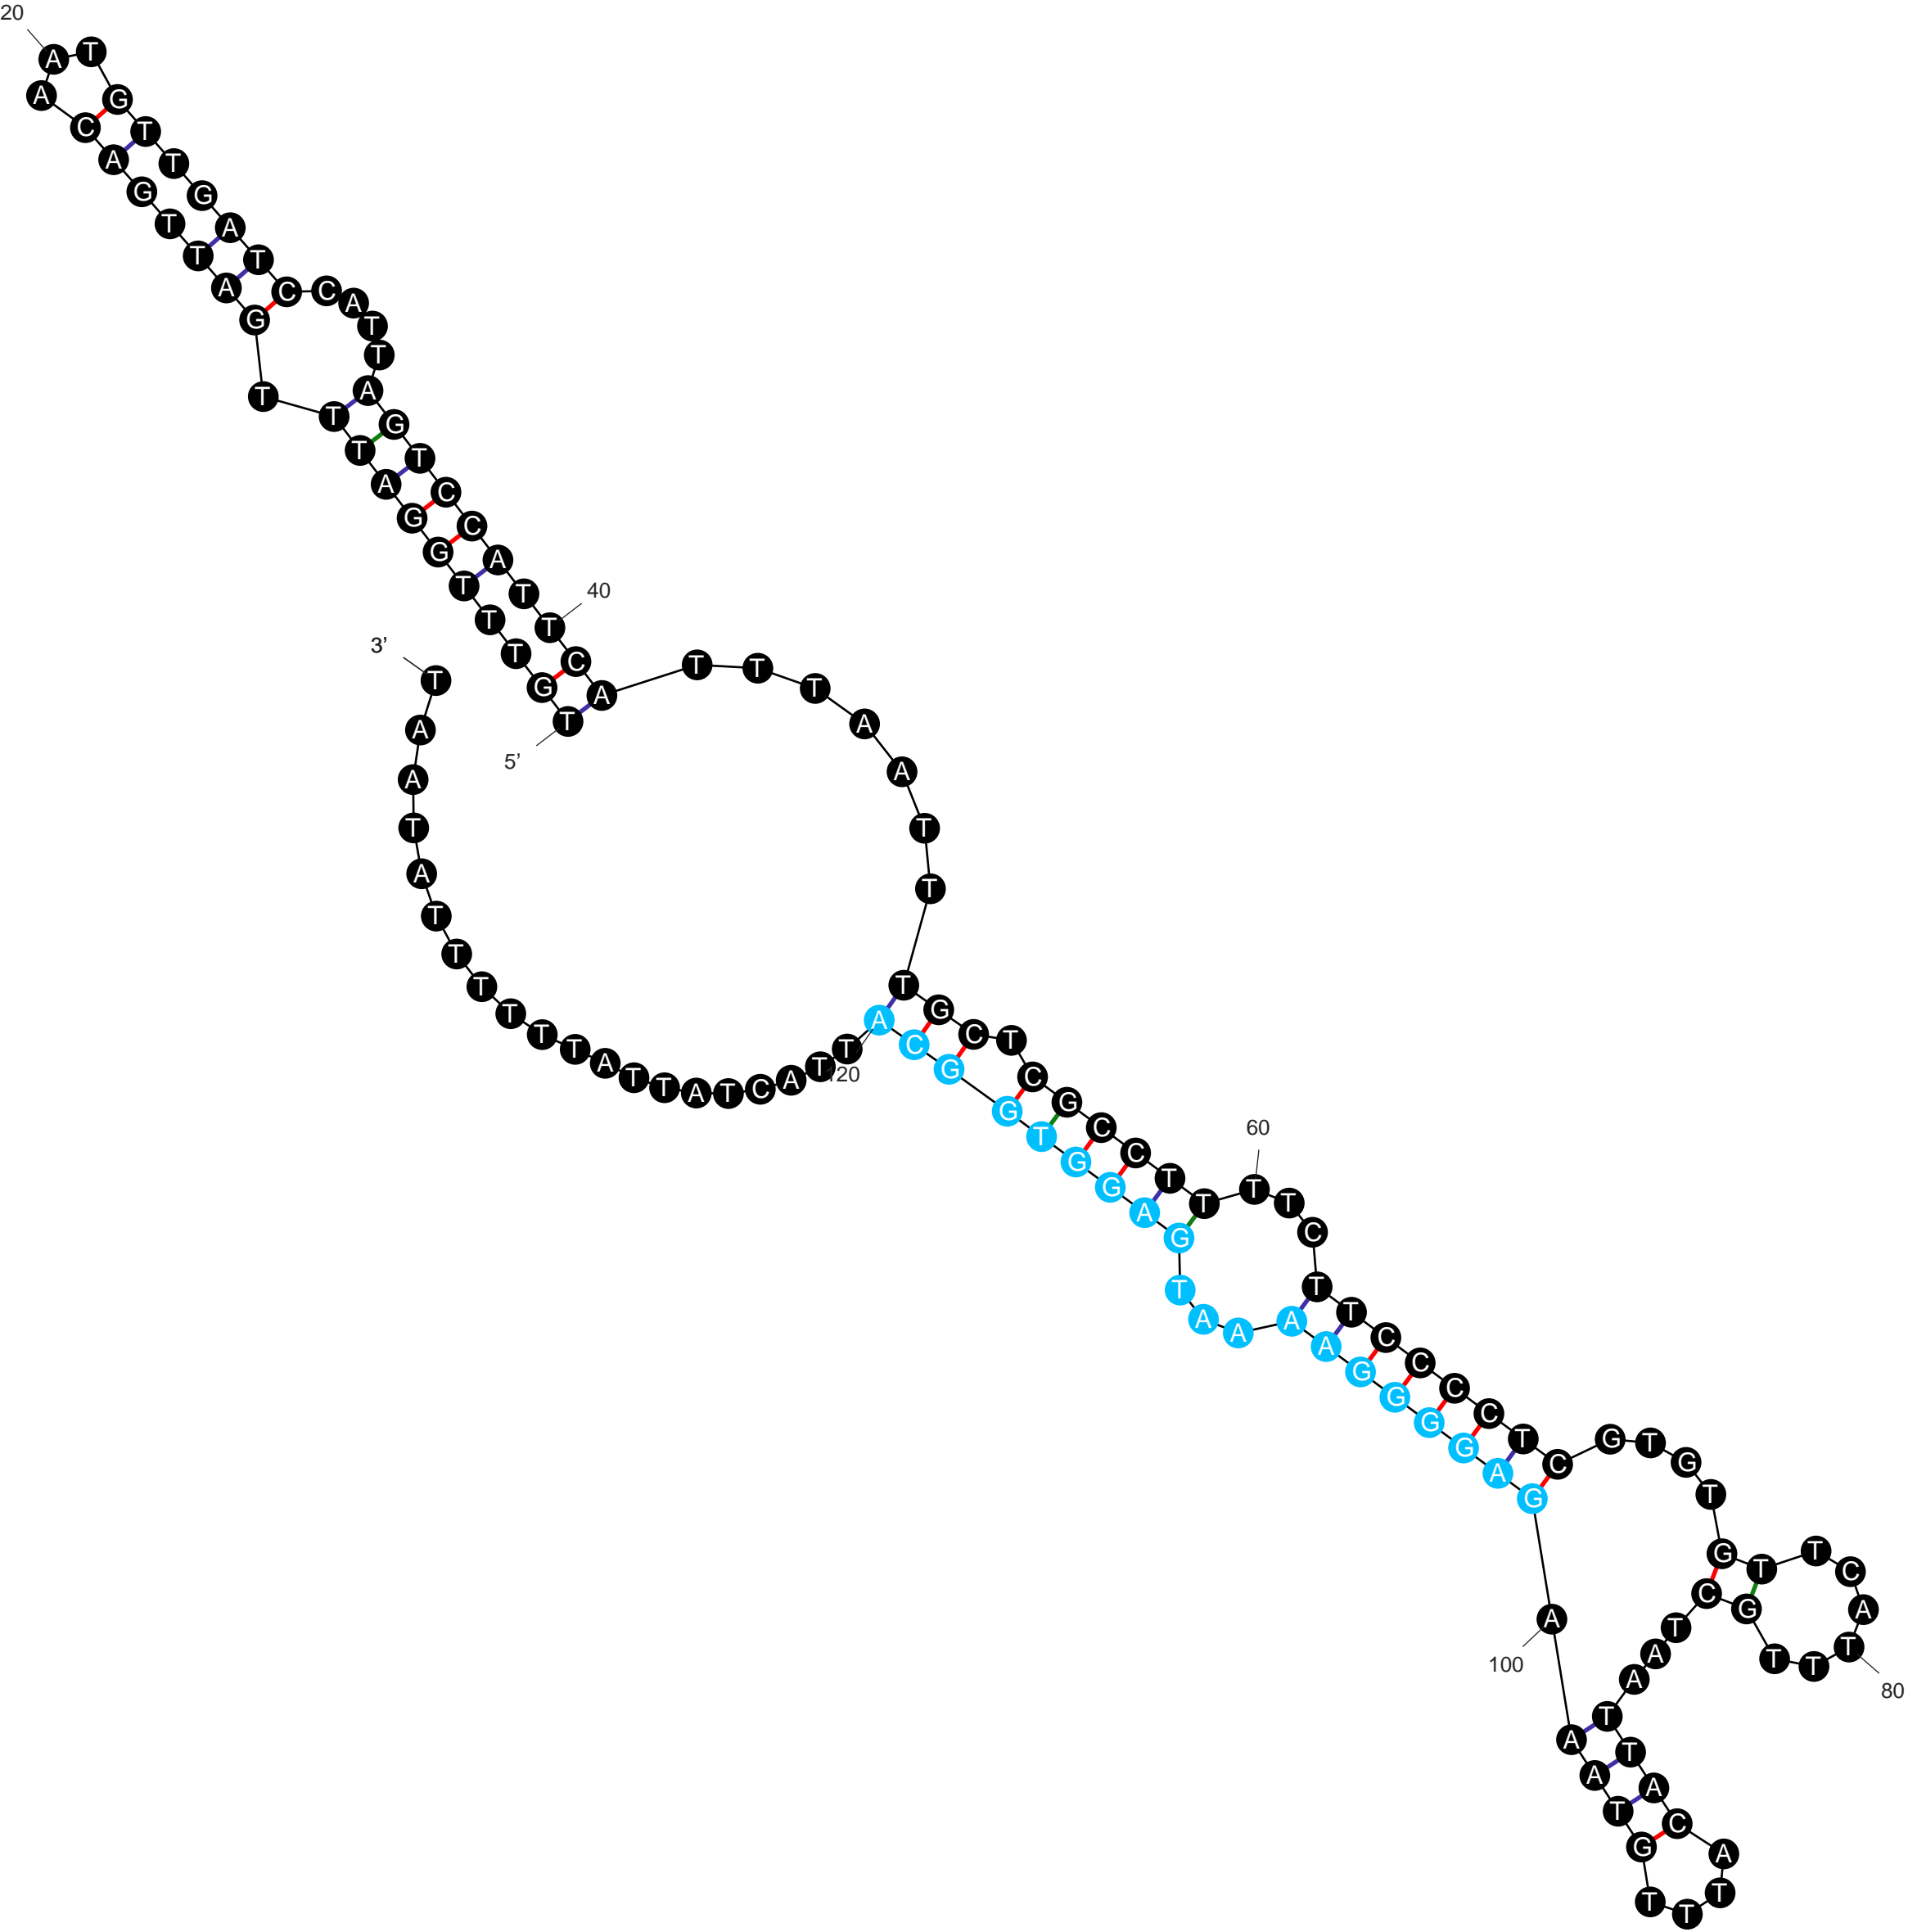

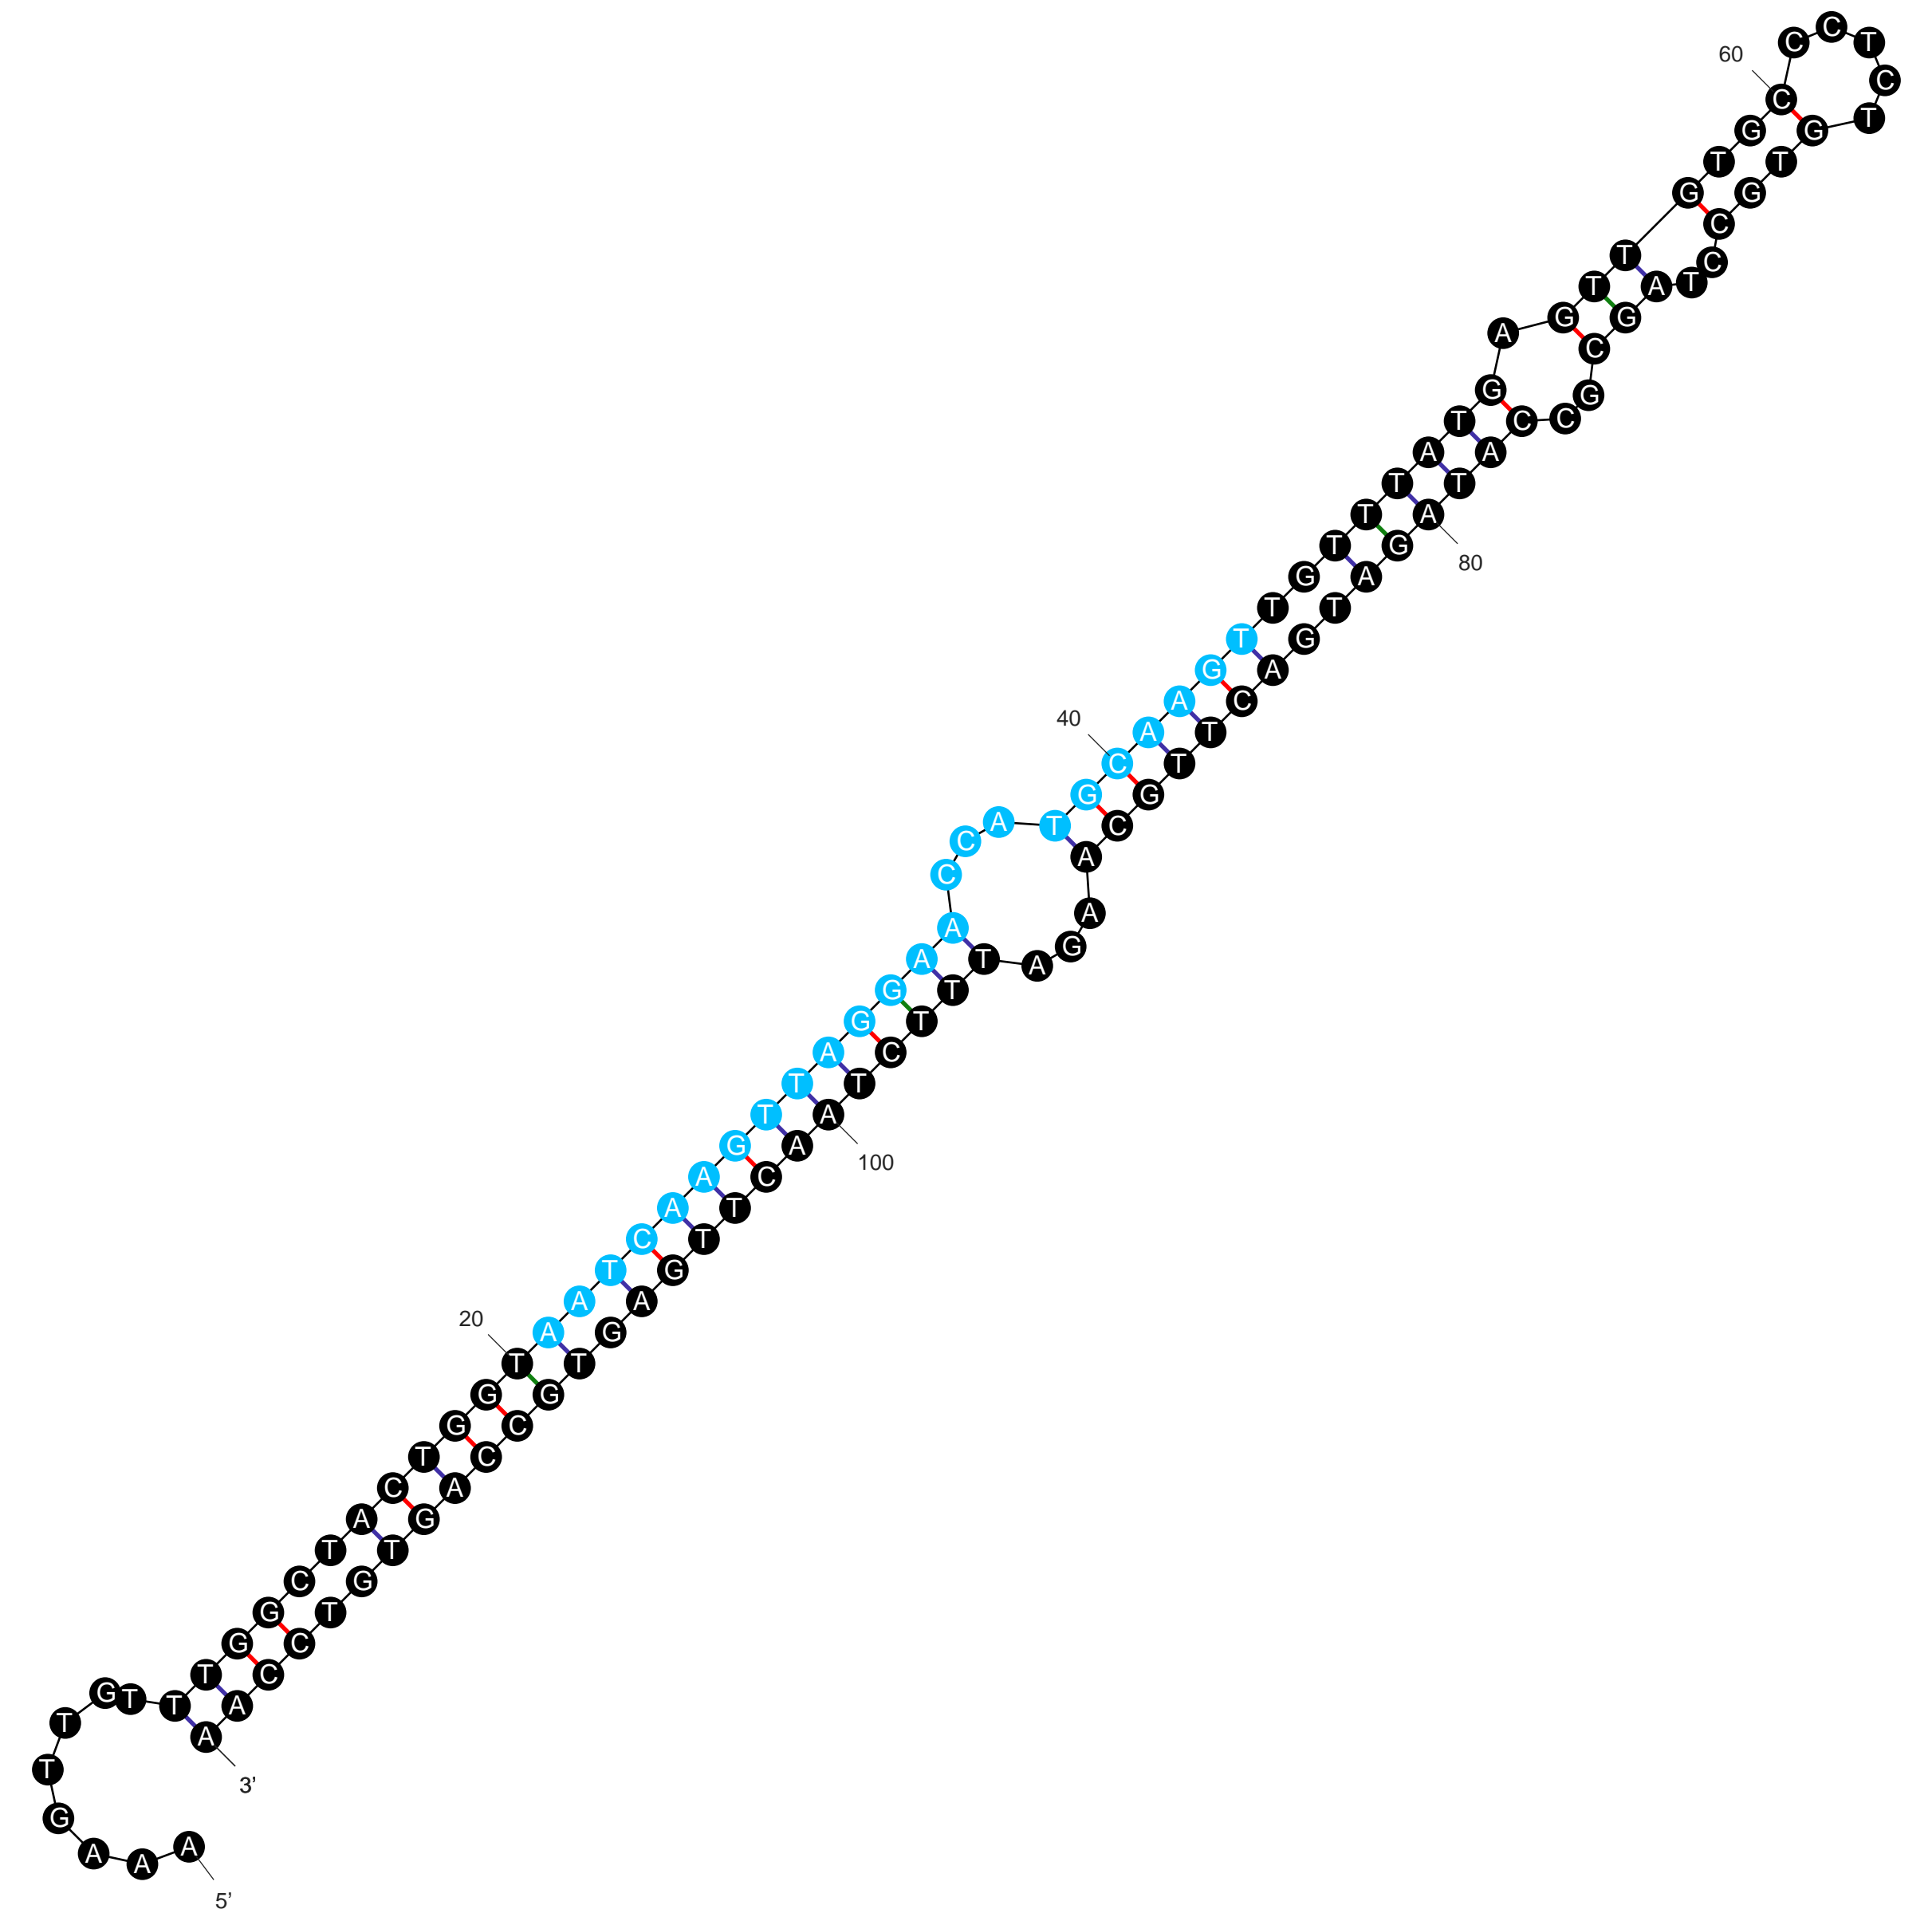

$dG = -51.40$  osa-cand043

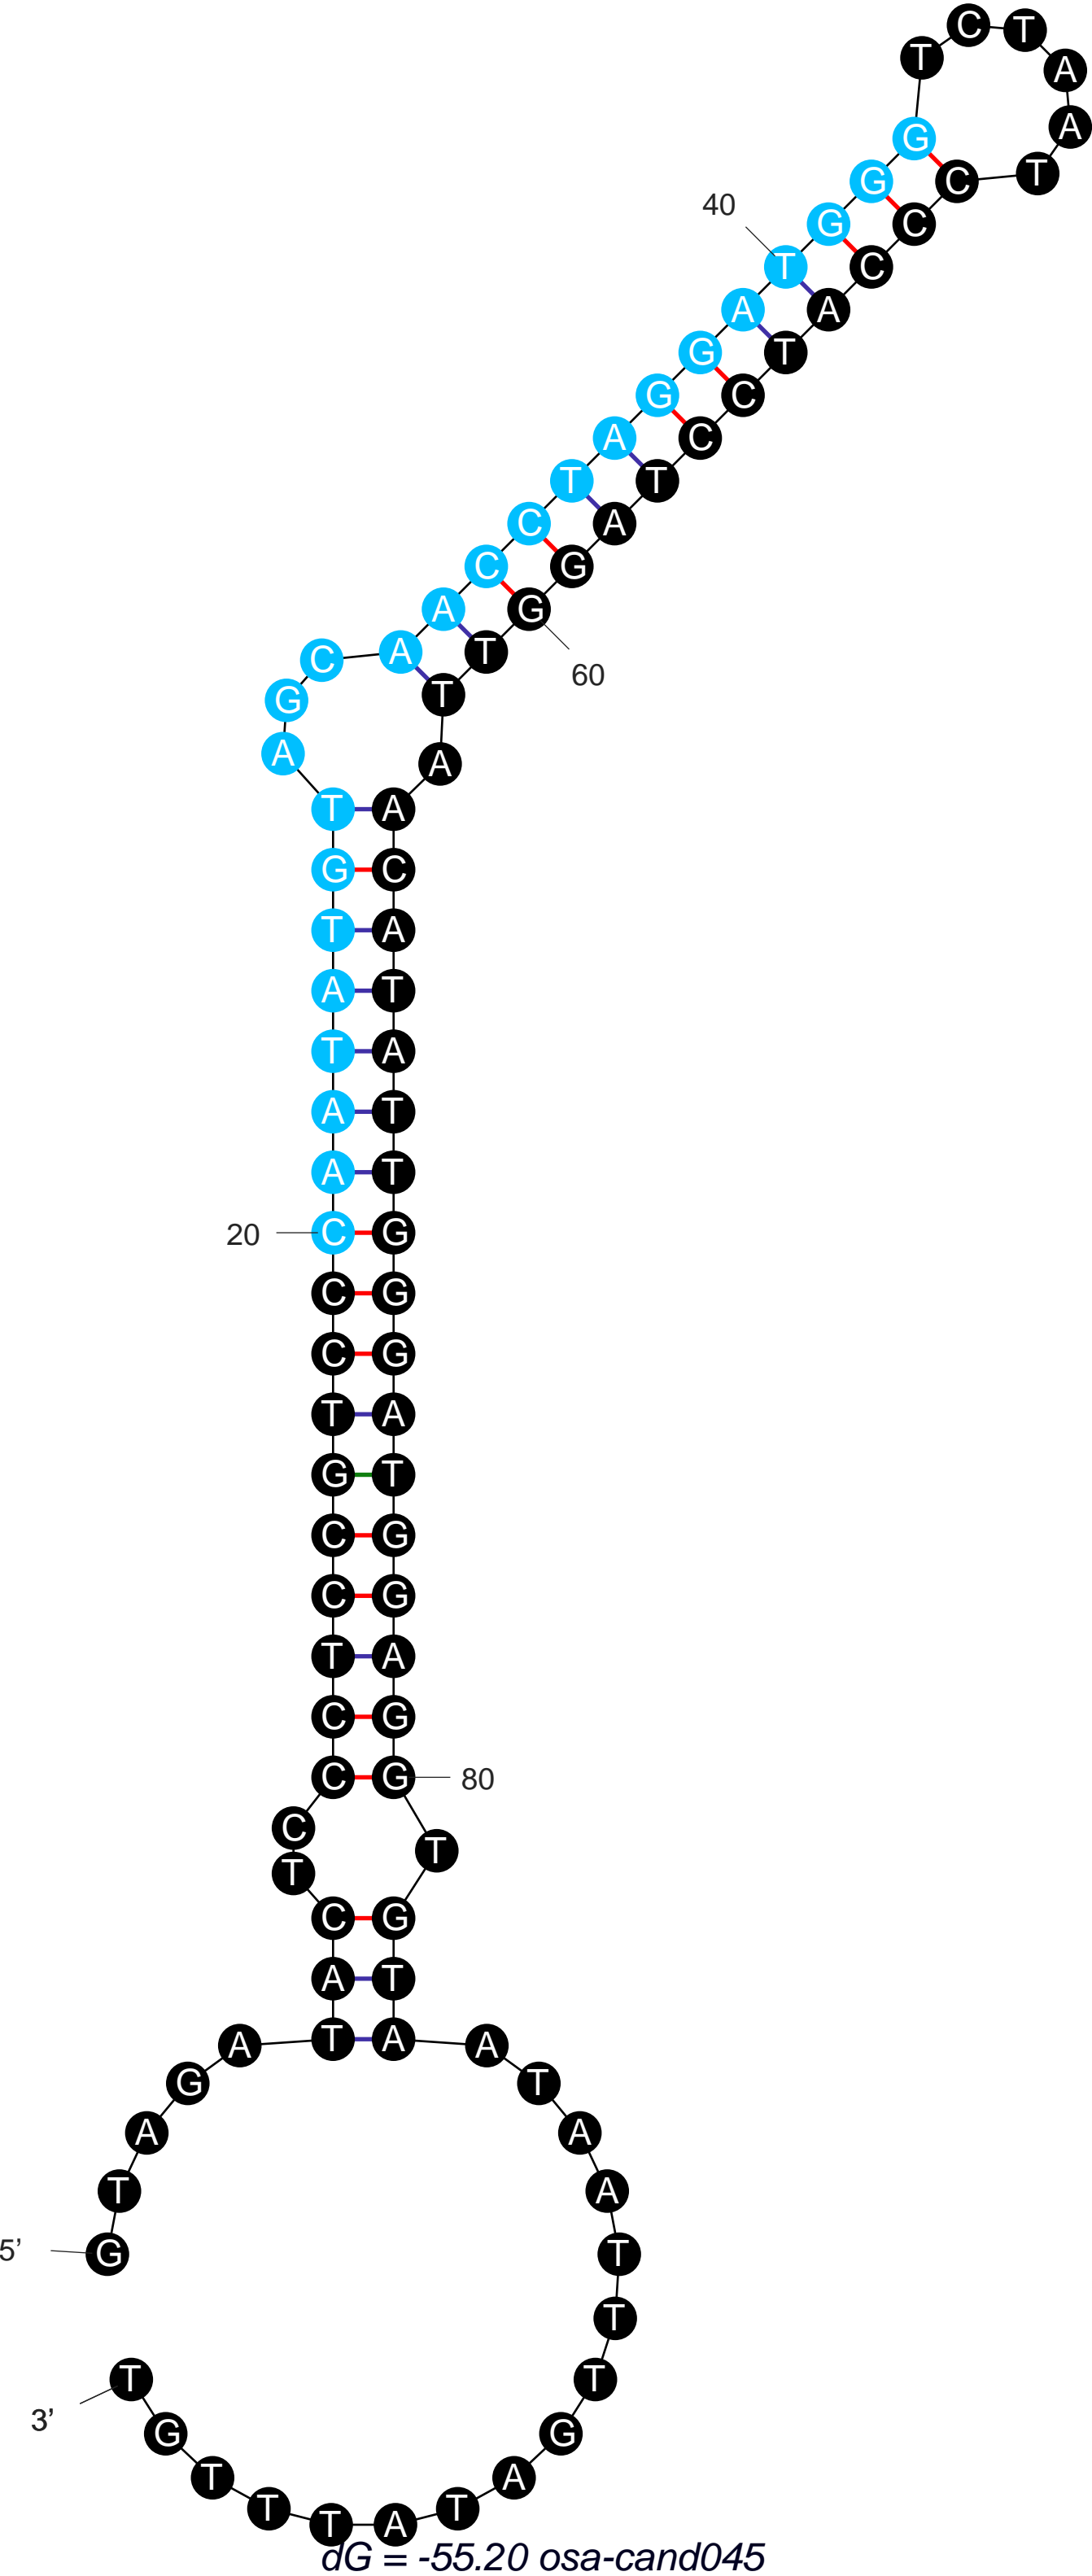

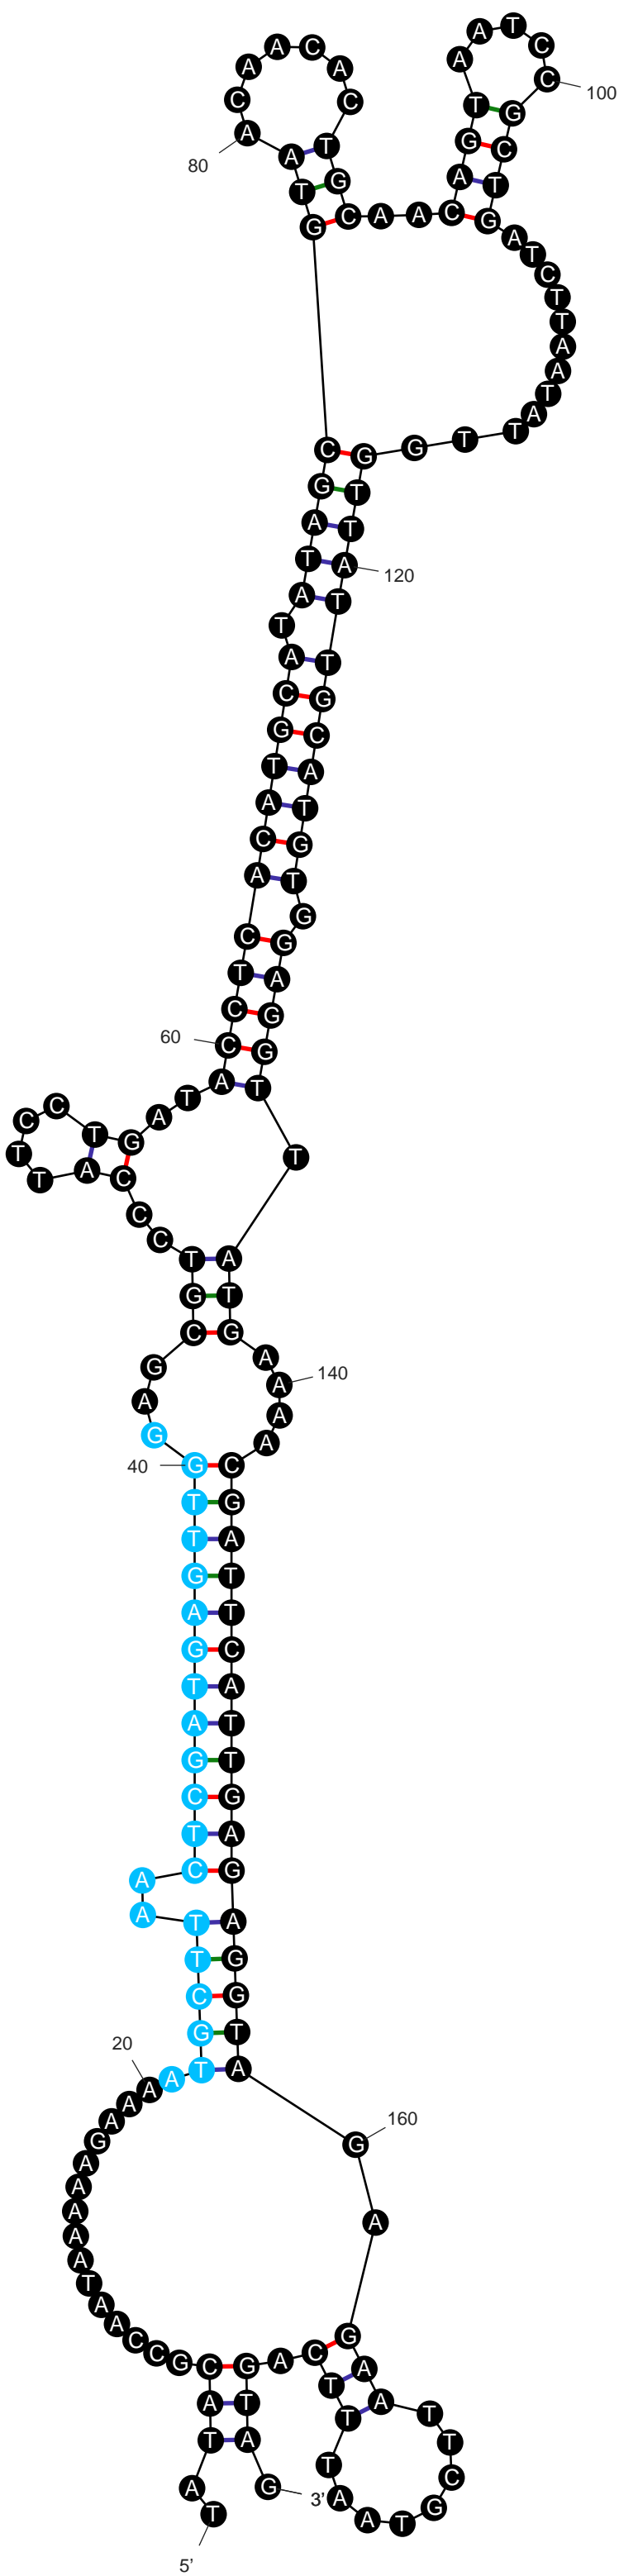

$dG = -39.40$  osa-cand046

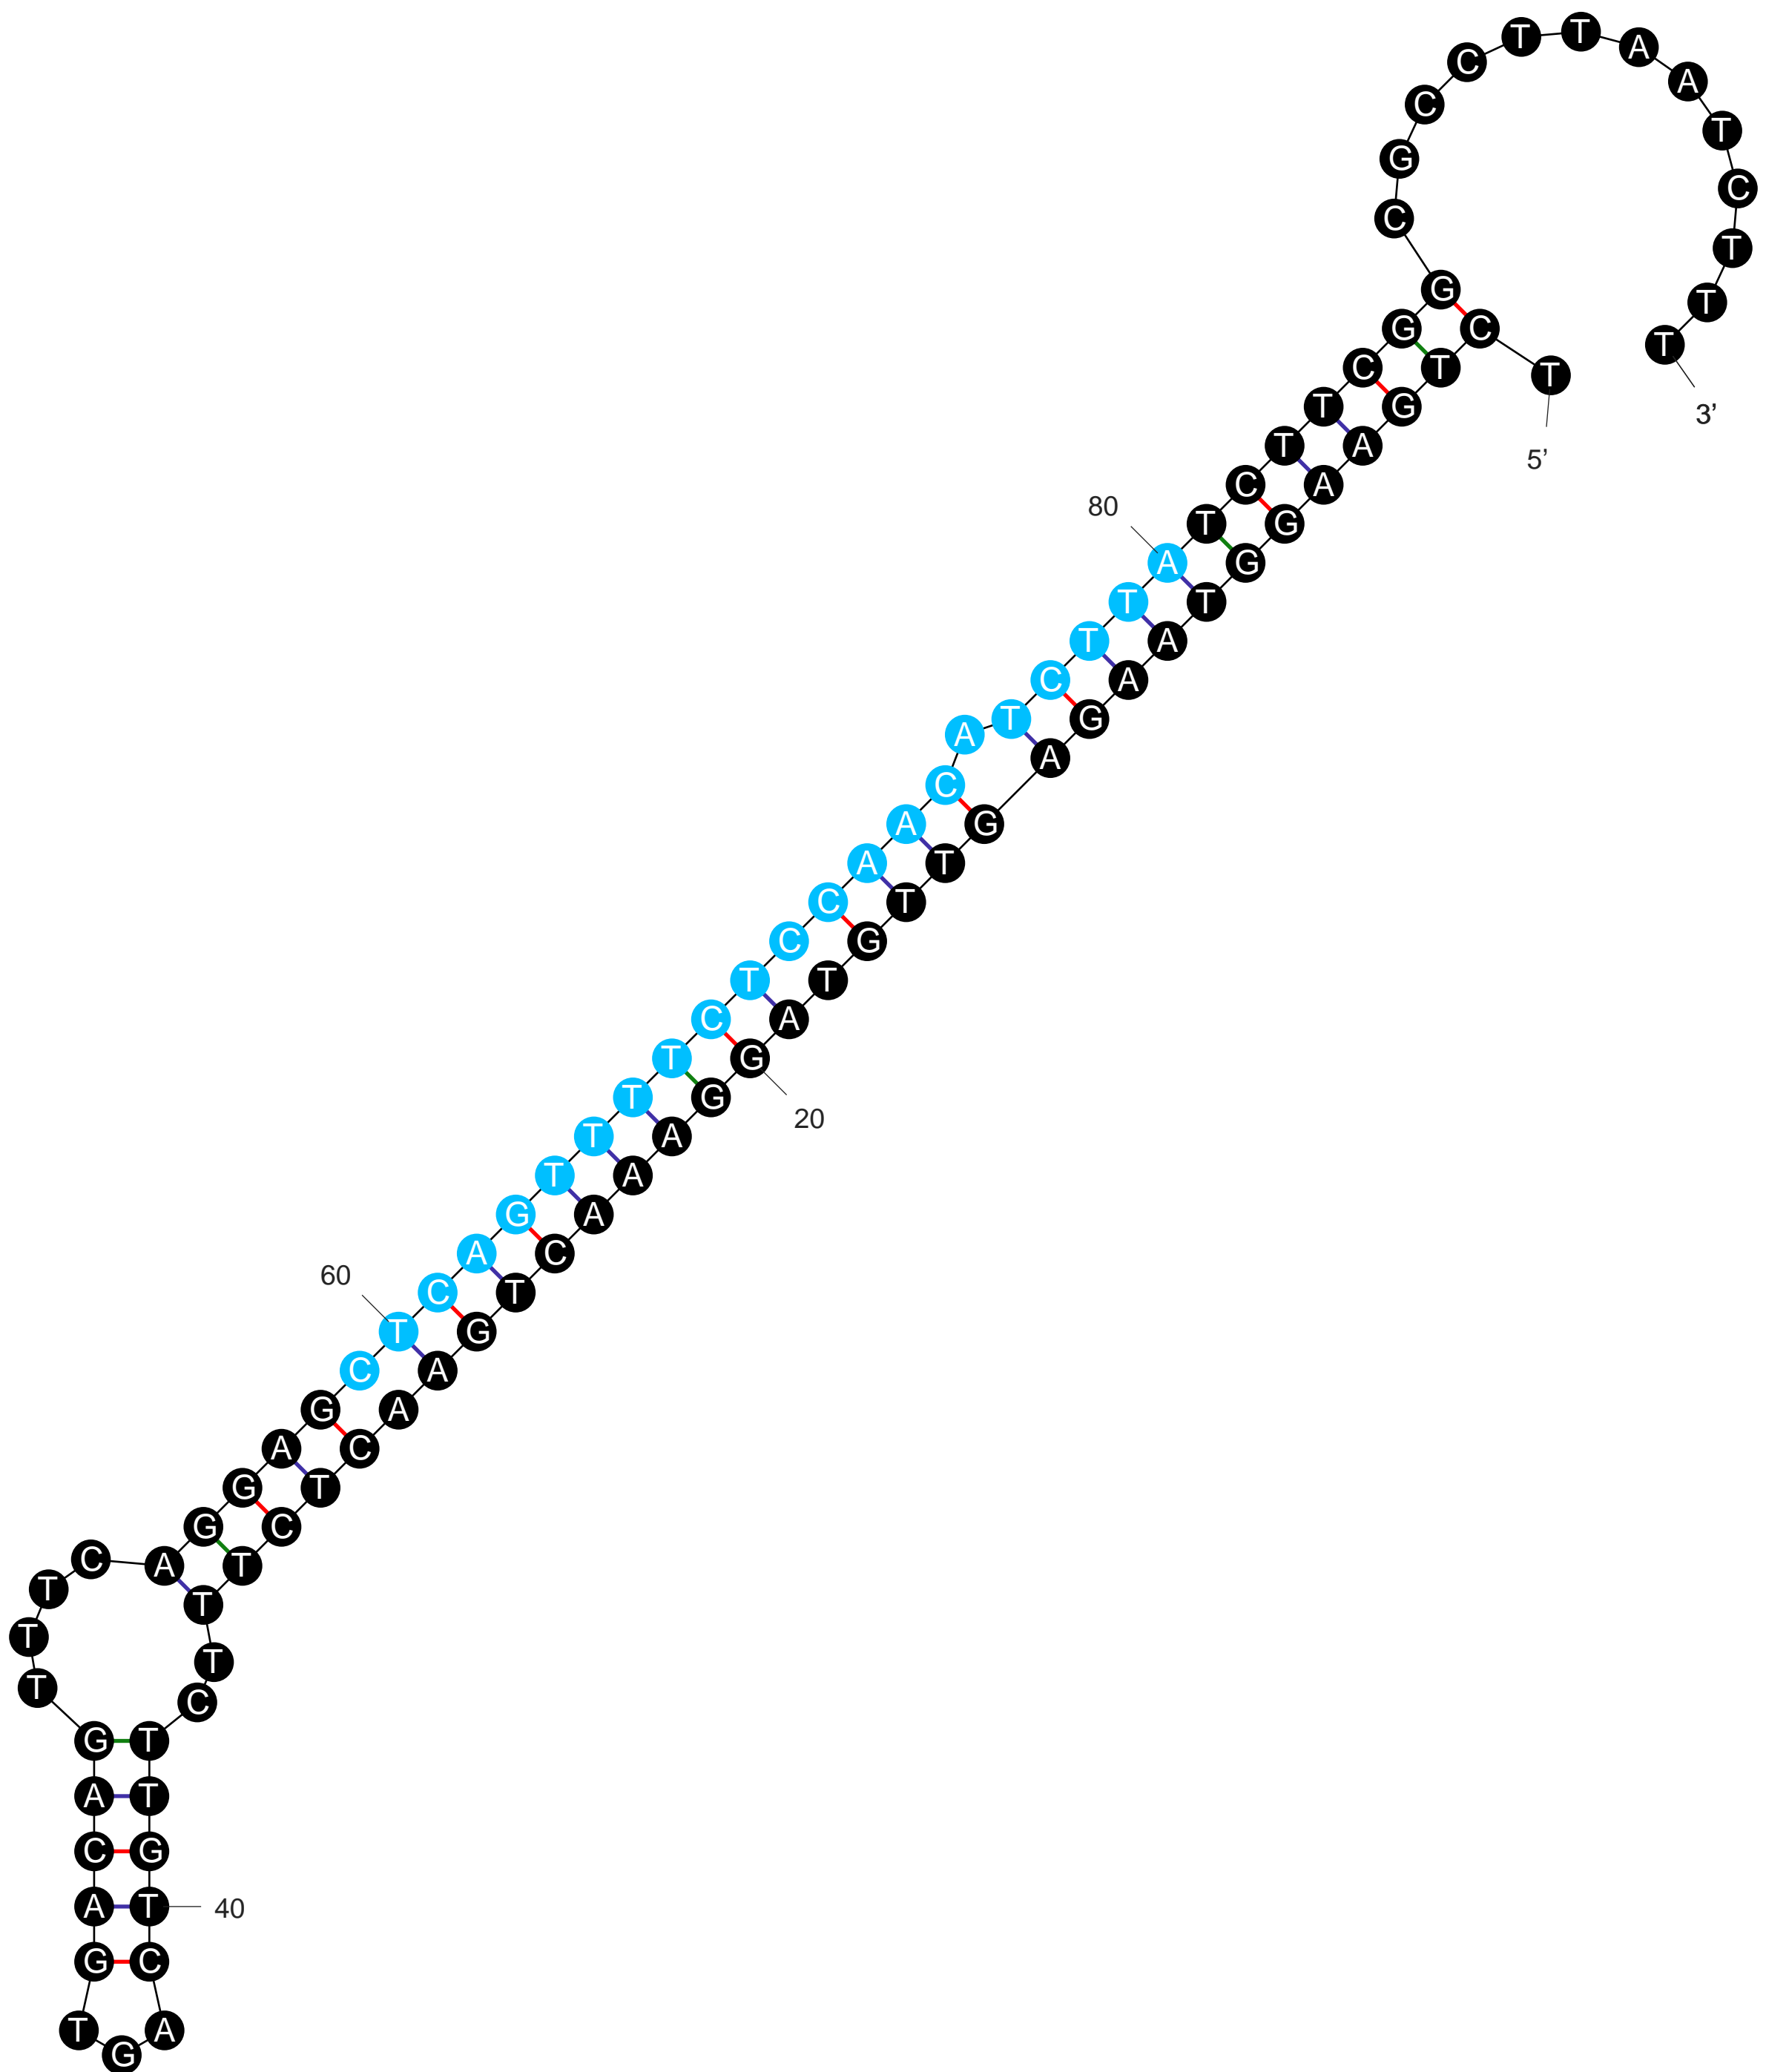

$dG = -40.20$  osa-cand048

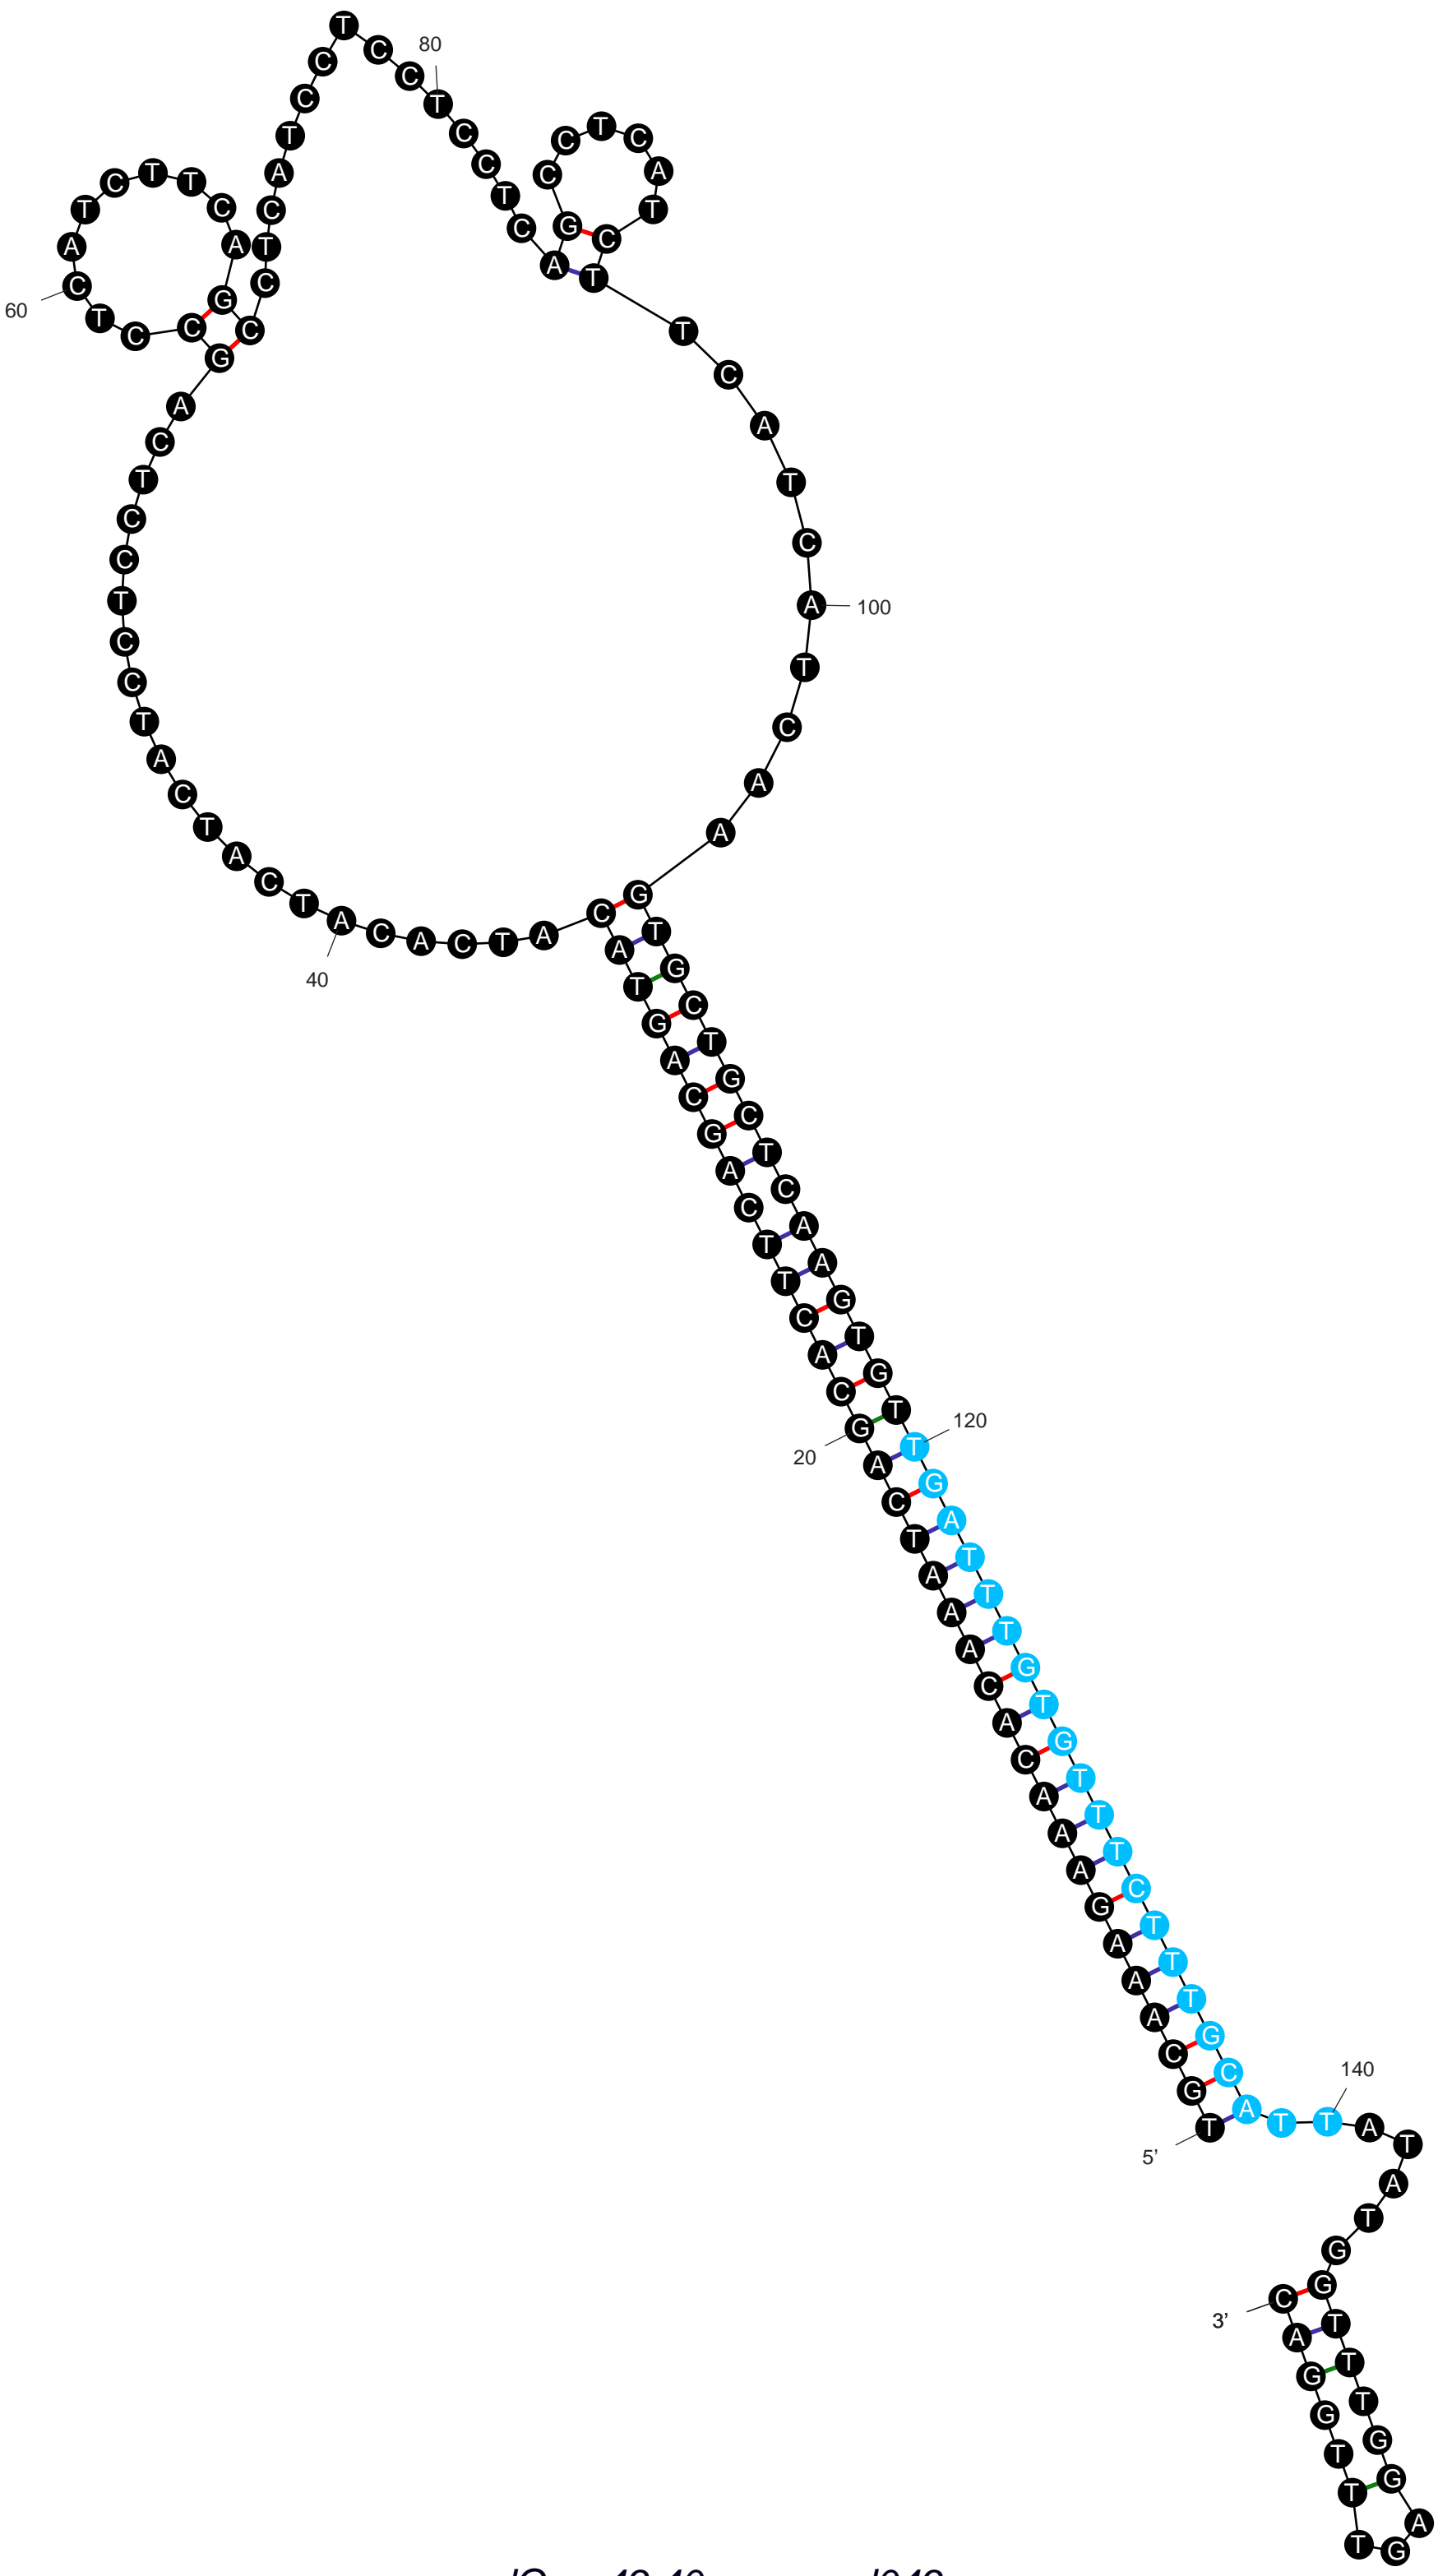

$dG = -49.40$  osa-cand049

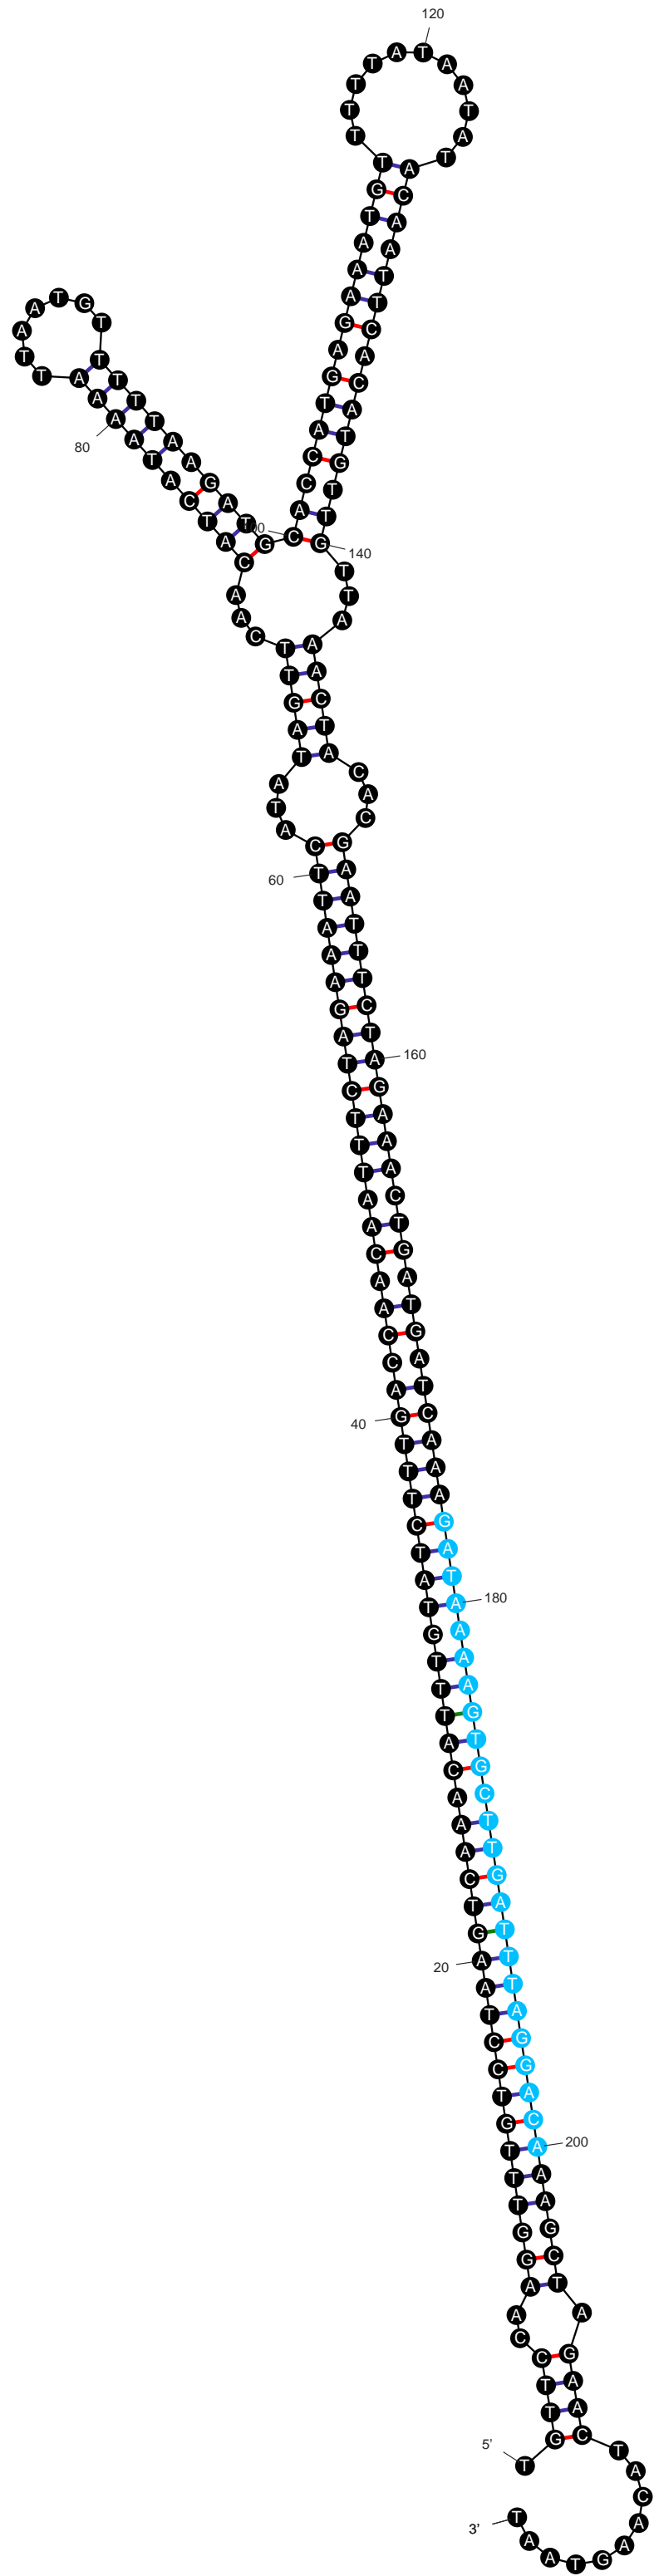

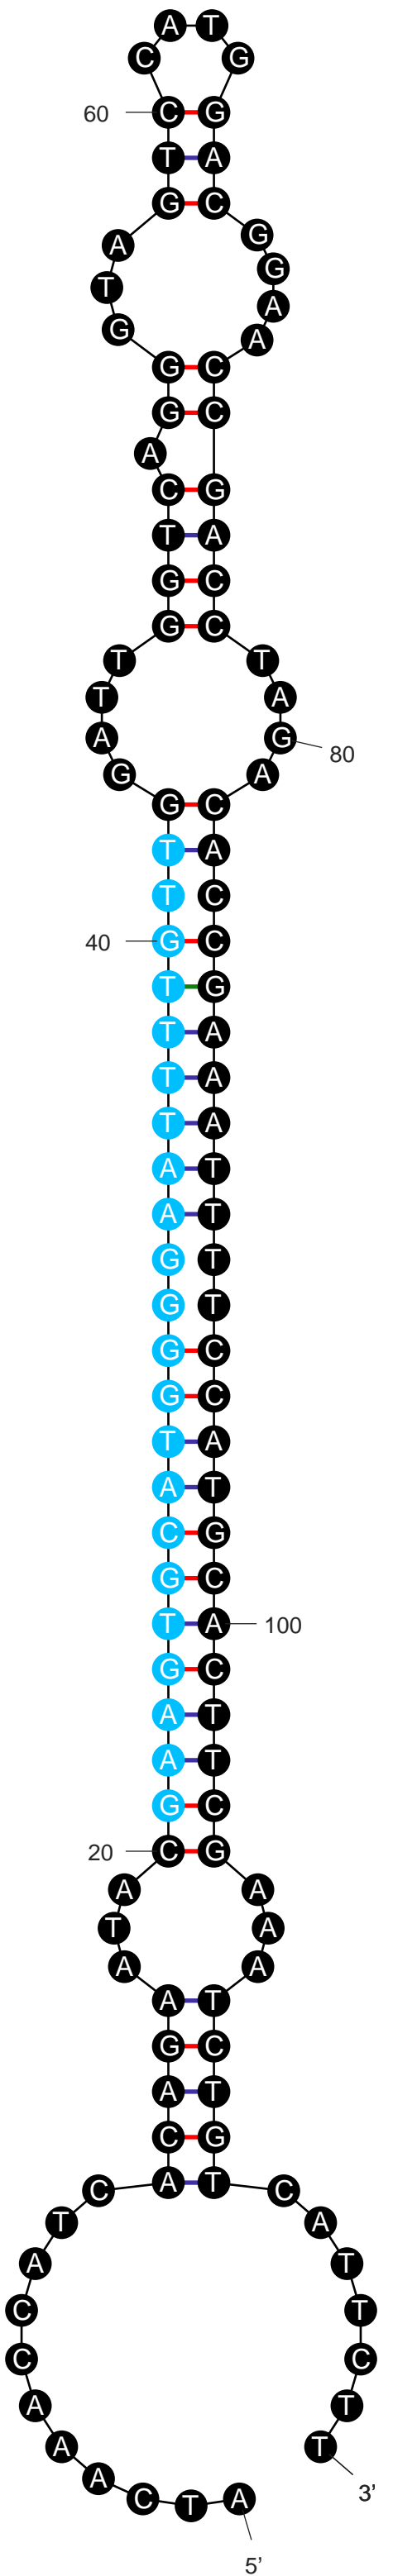

$dG = -52.00$  osa-cand051

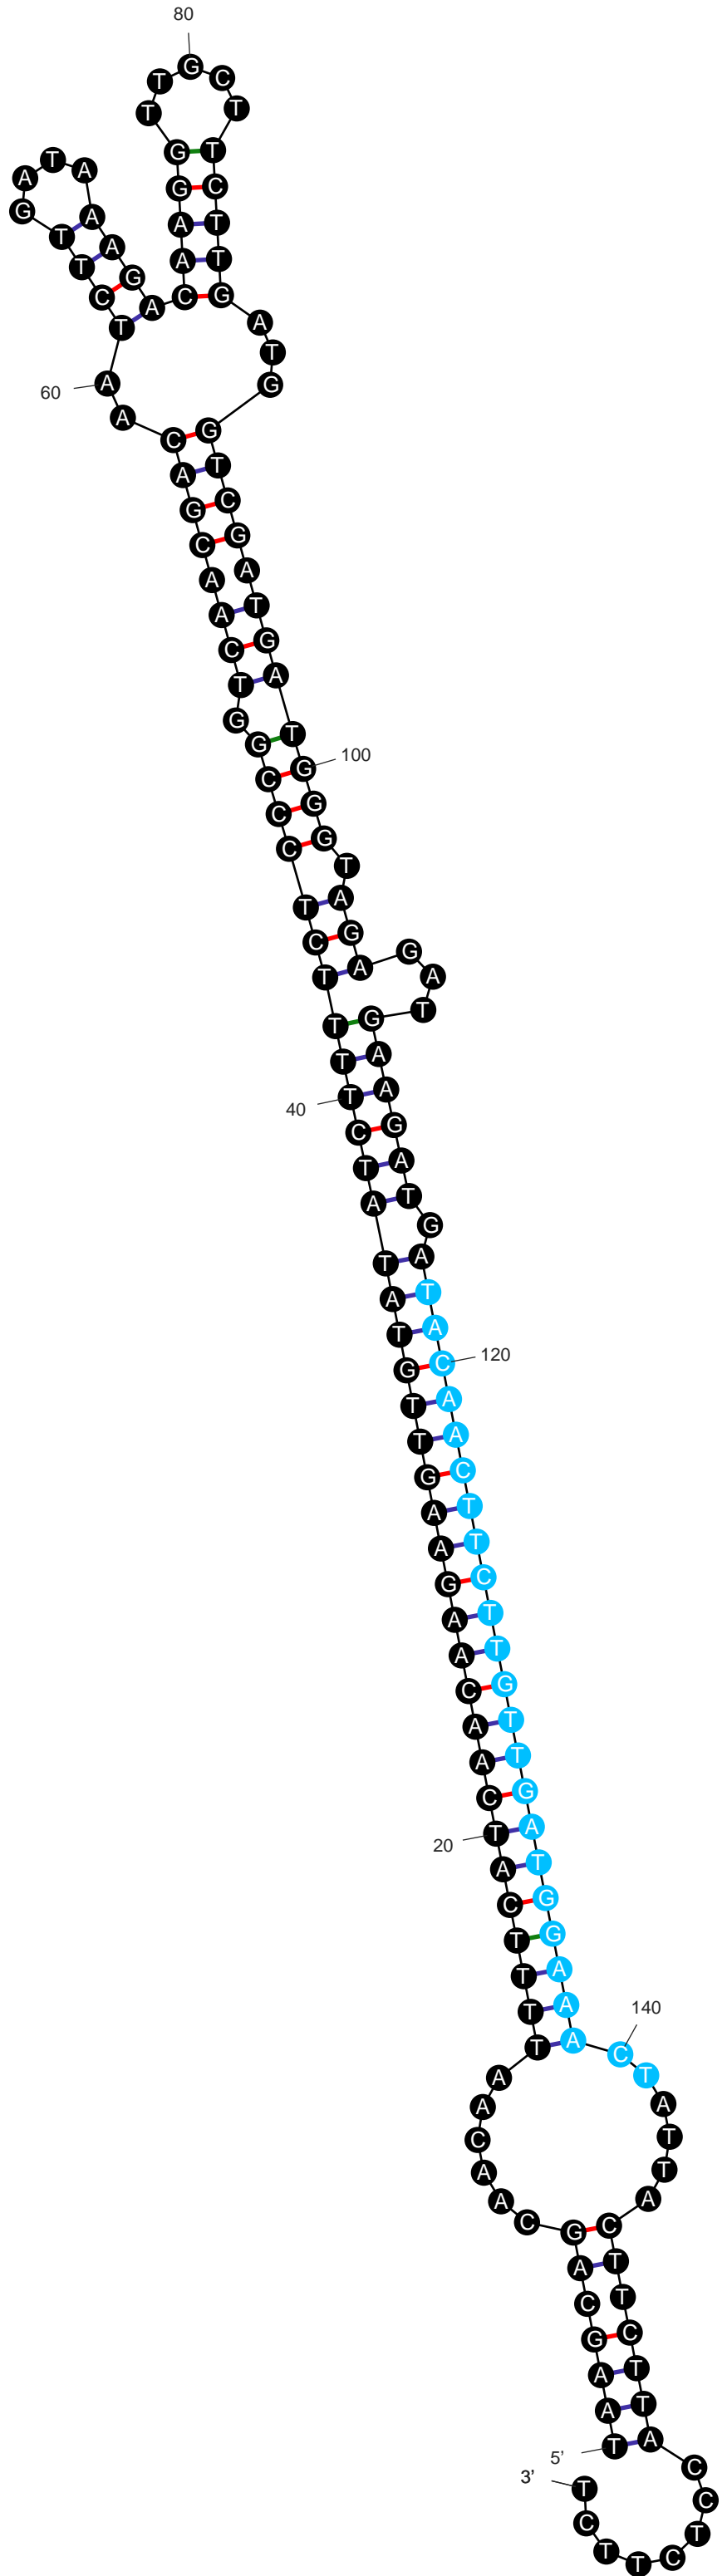

dG = -59.10 osa-cand052a

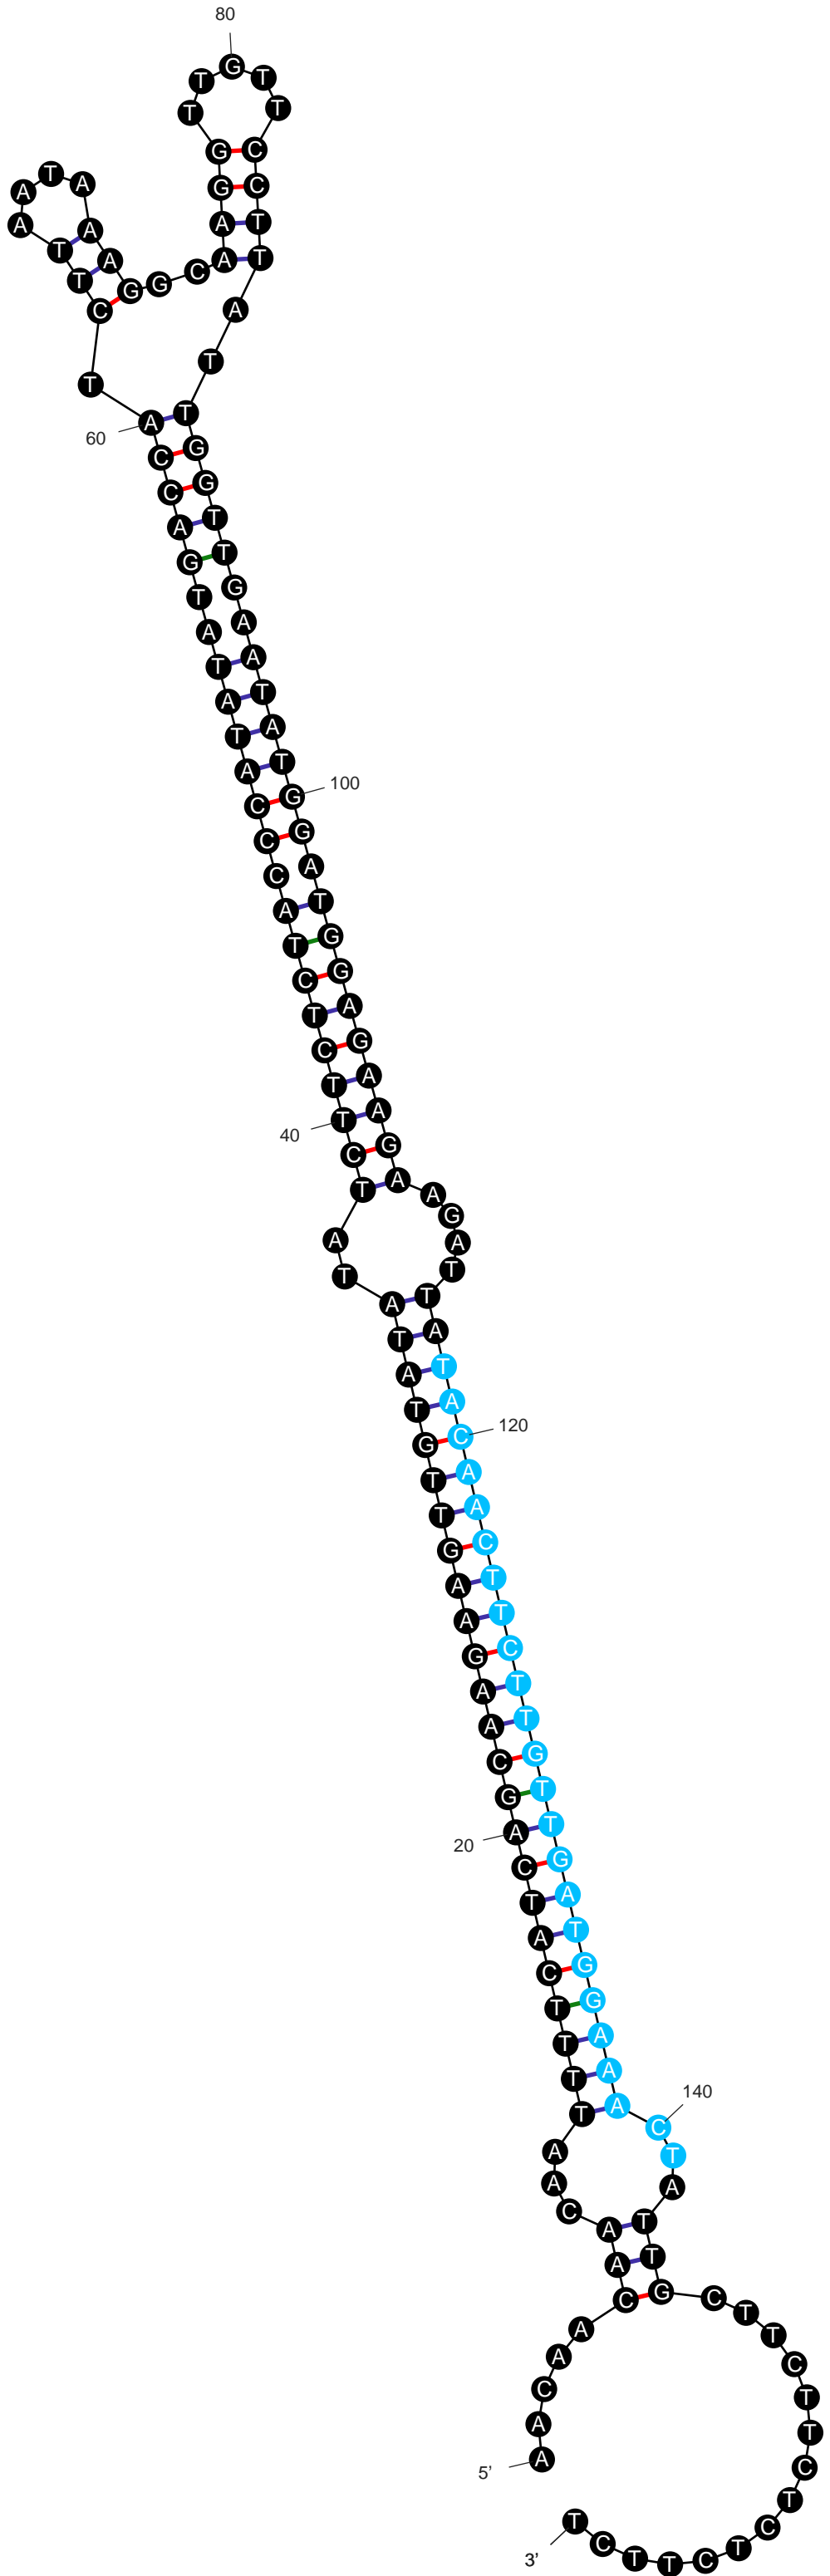

dG = -61.30 osa-cand052b

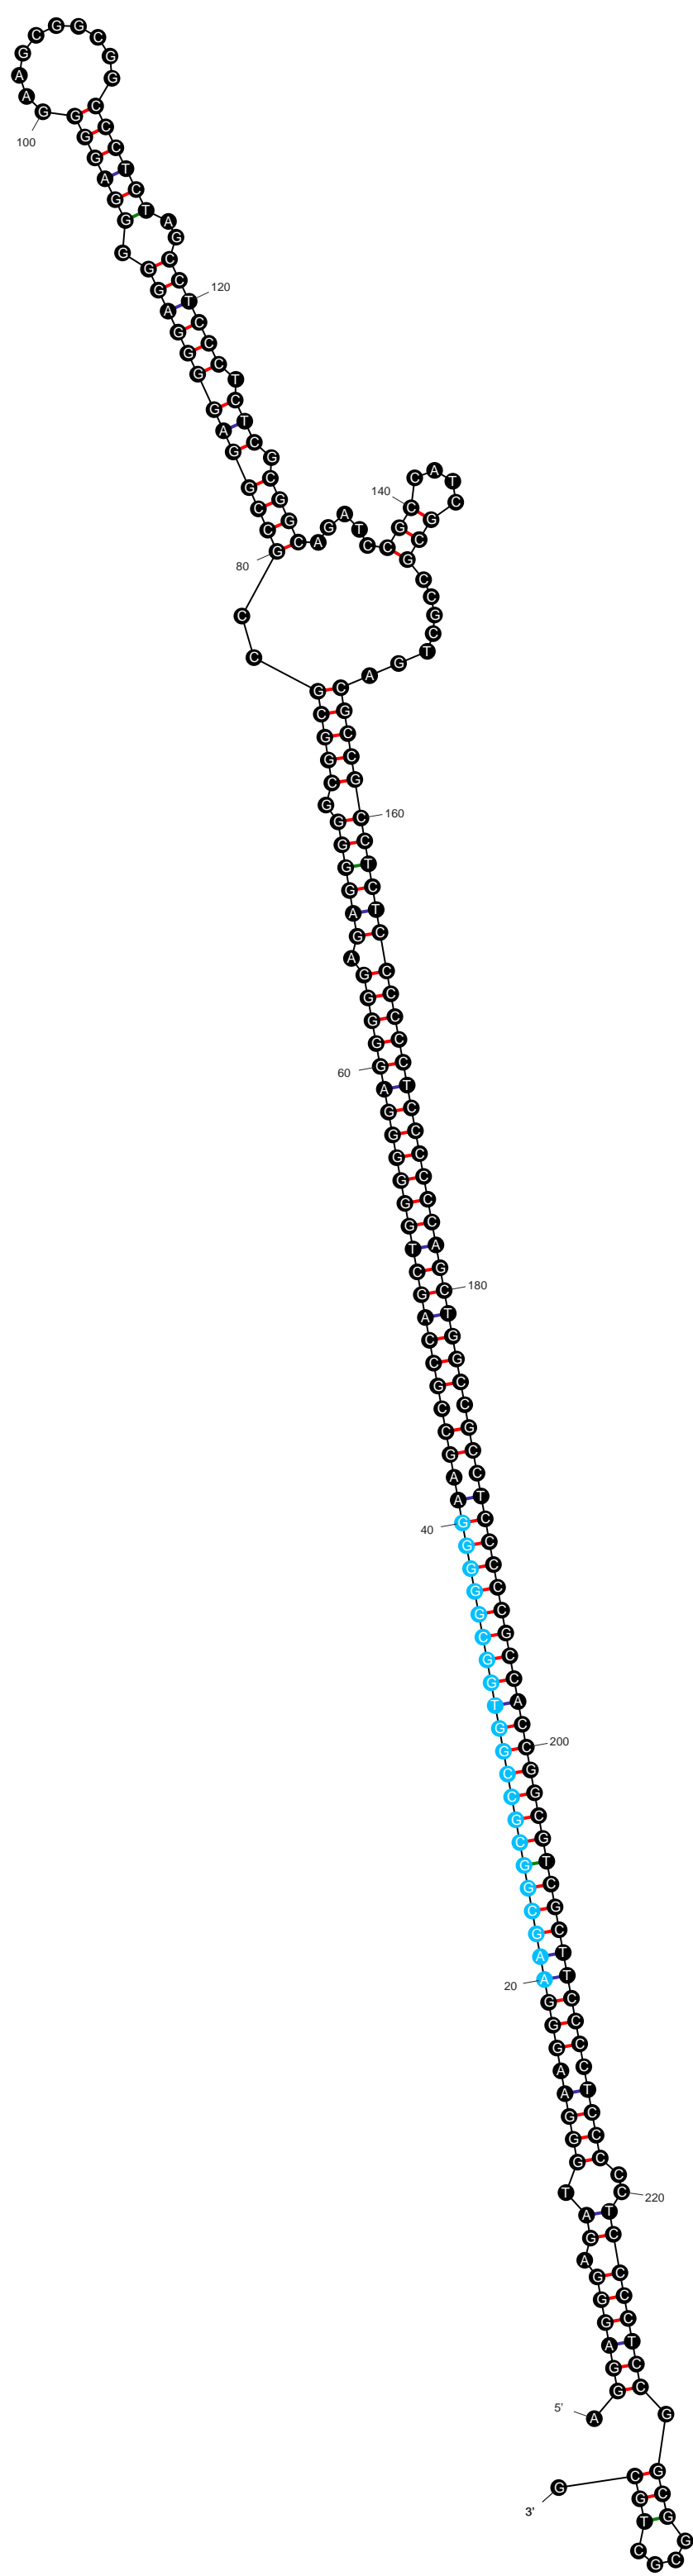

$dG = -66.00$  *osa-cand054*

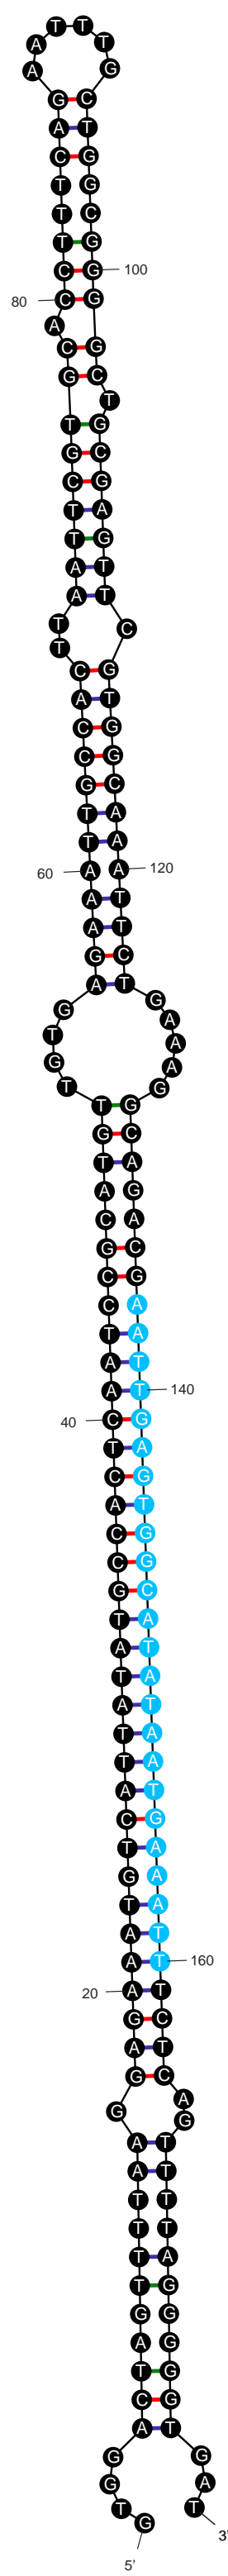

$dG = -75.40$  osa-cand055

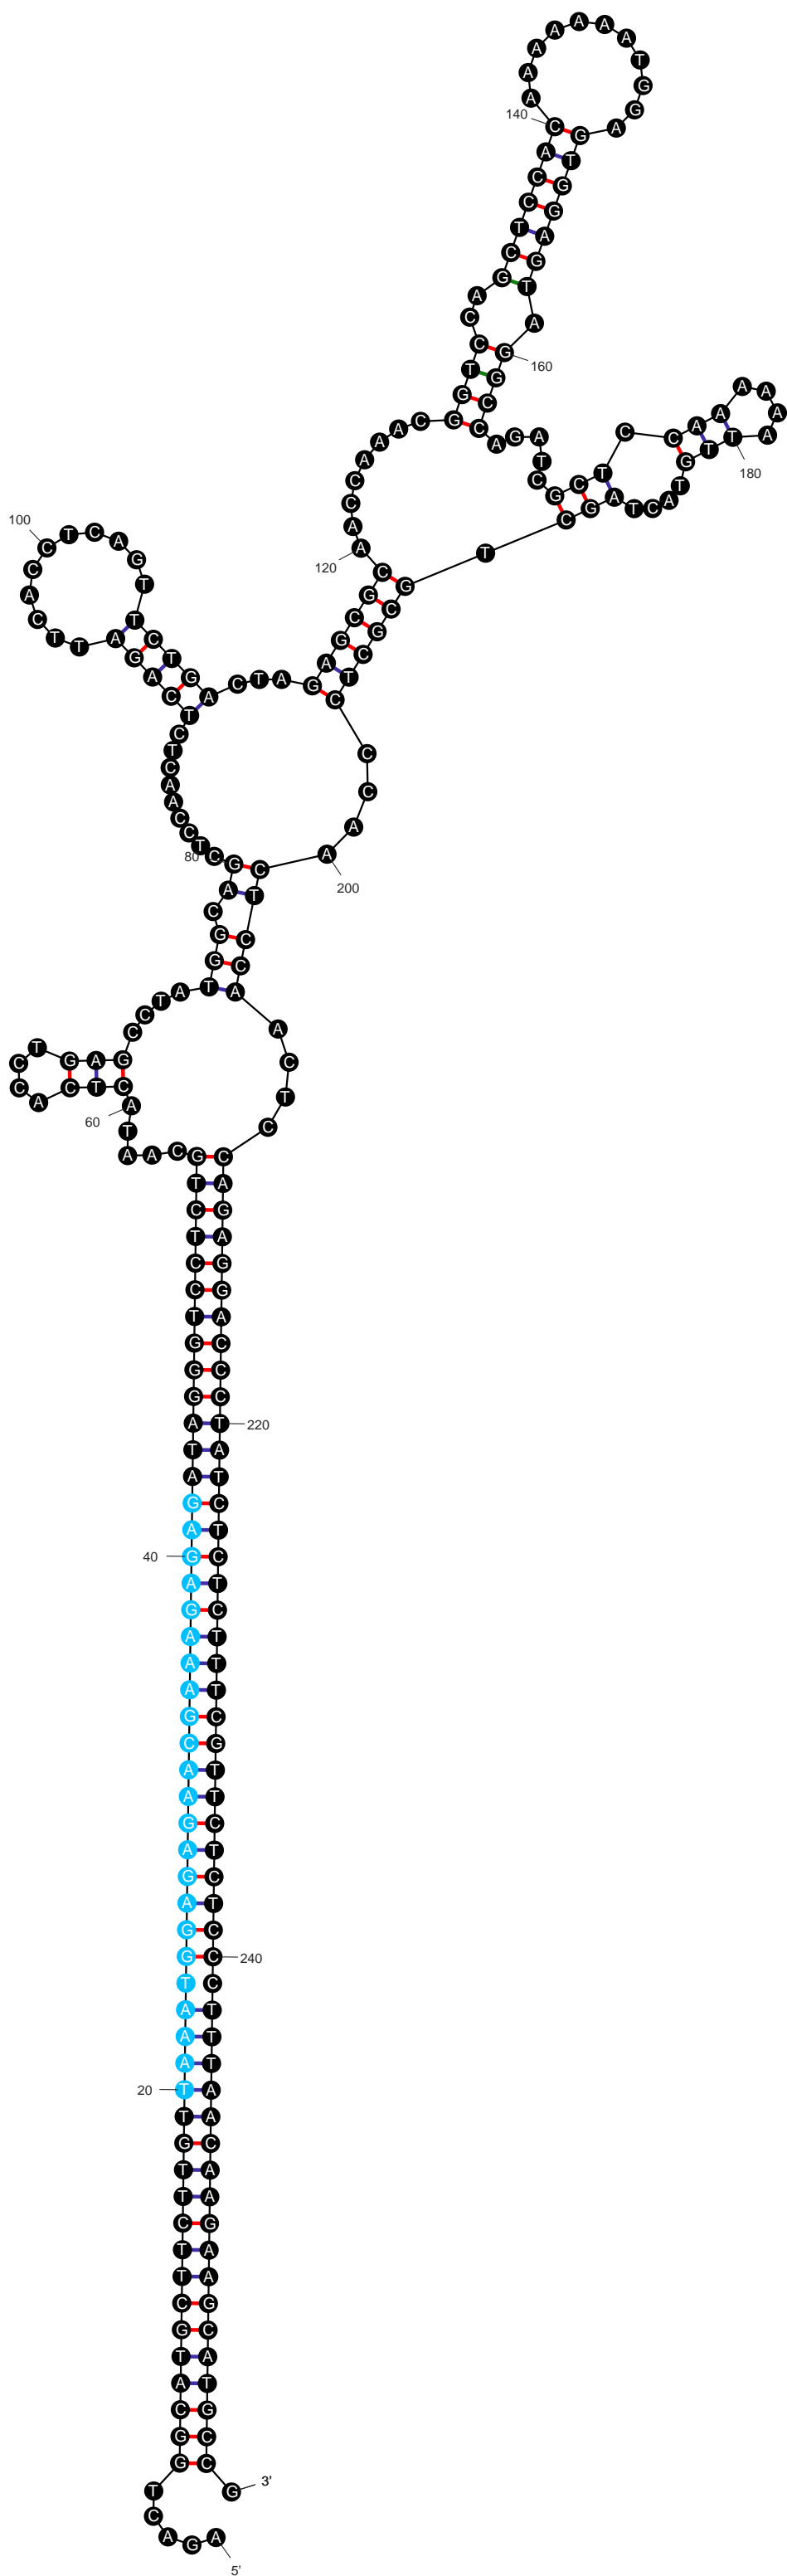

$dG = -130.80$  osa-cand056

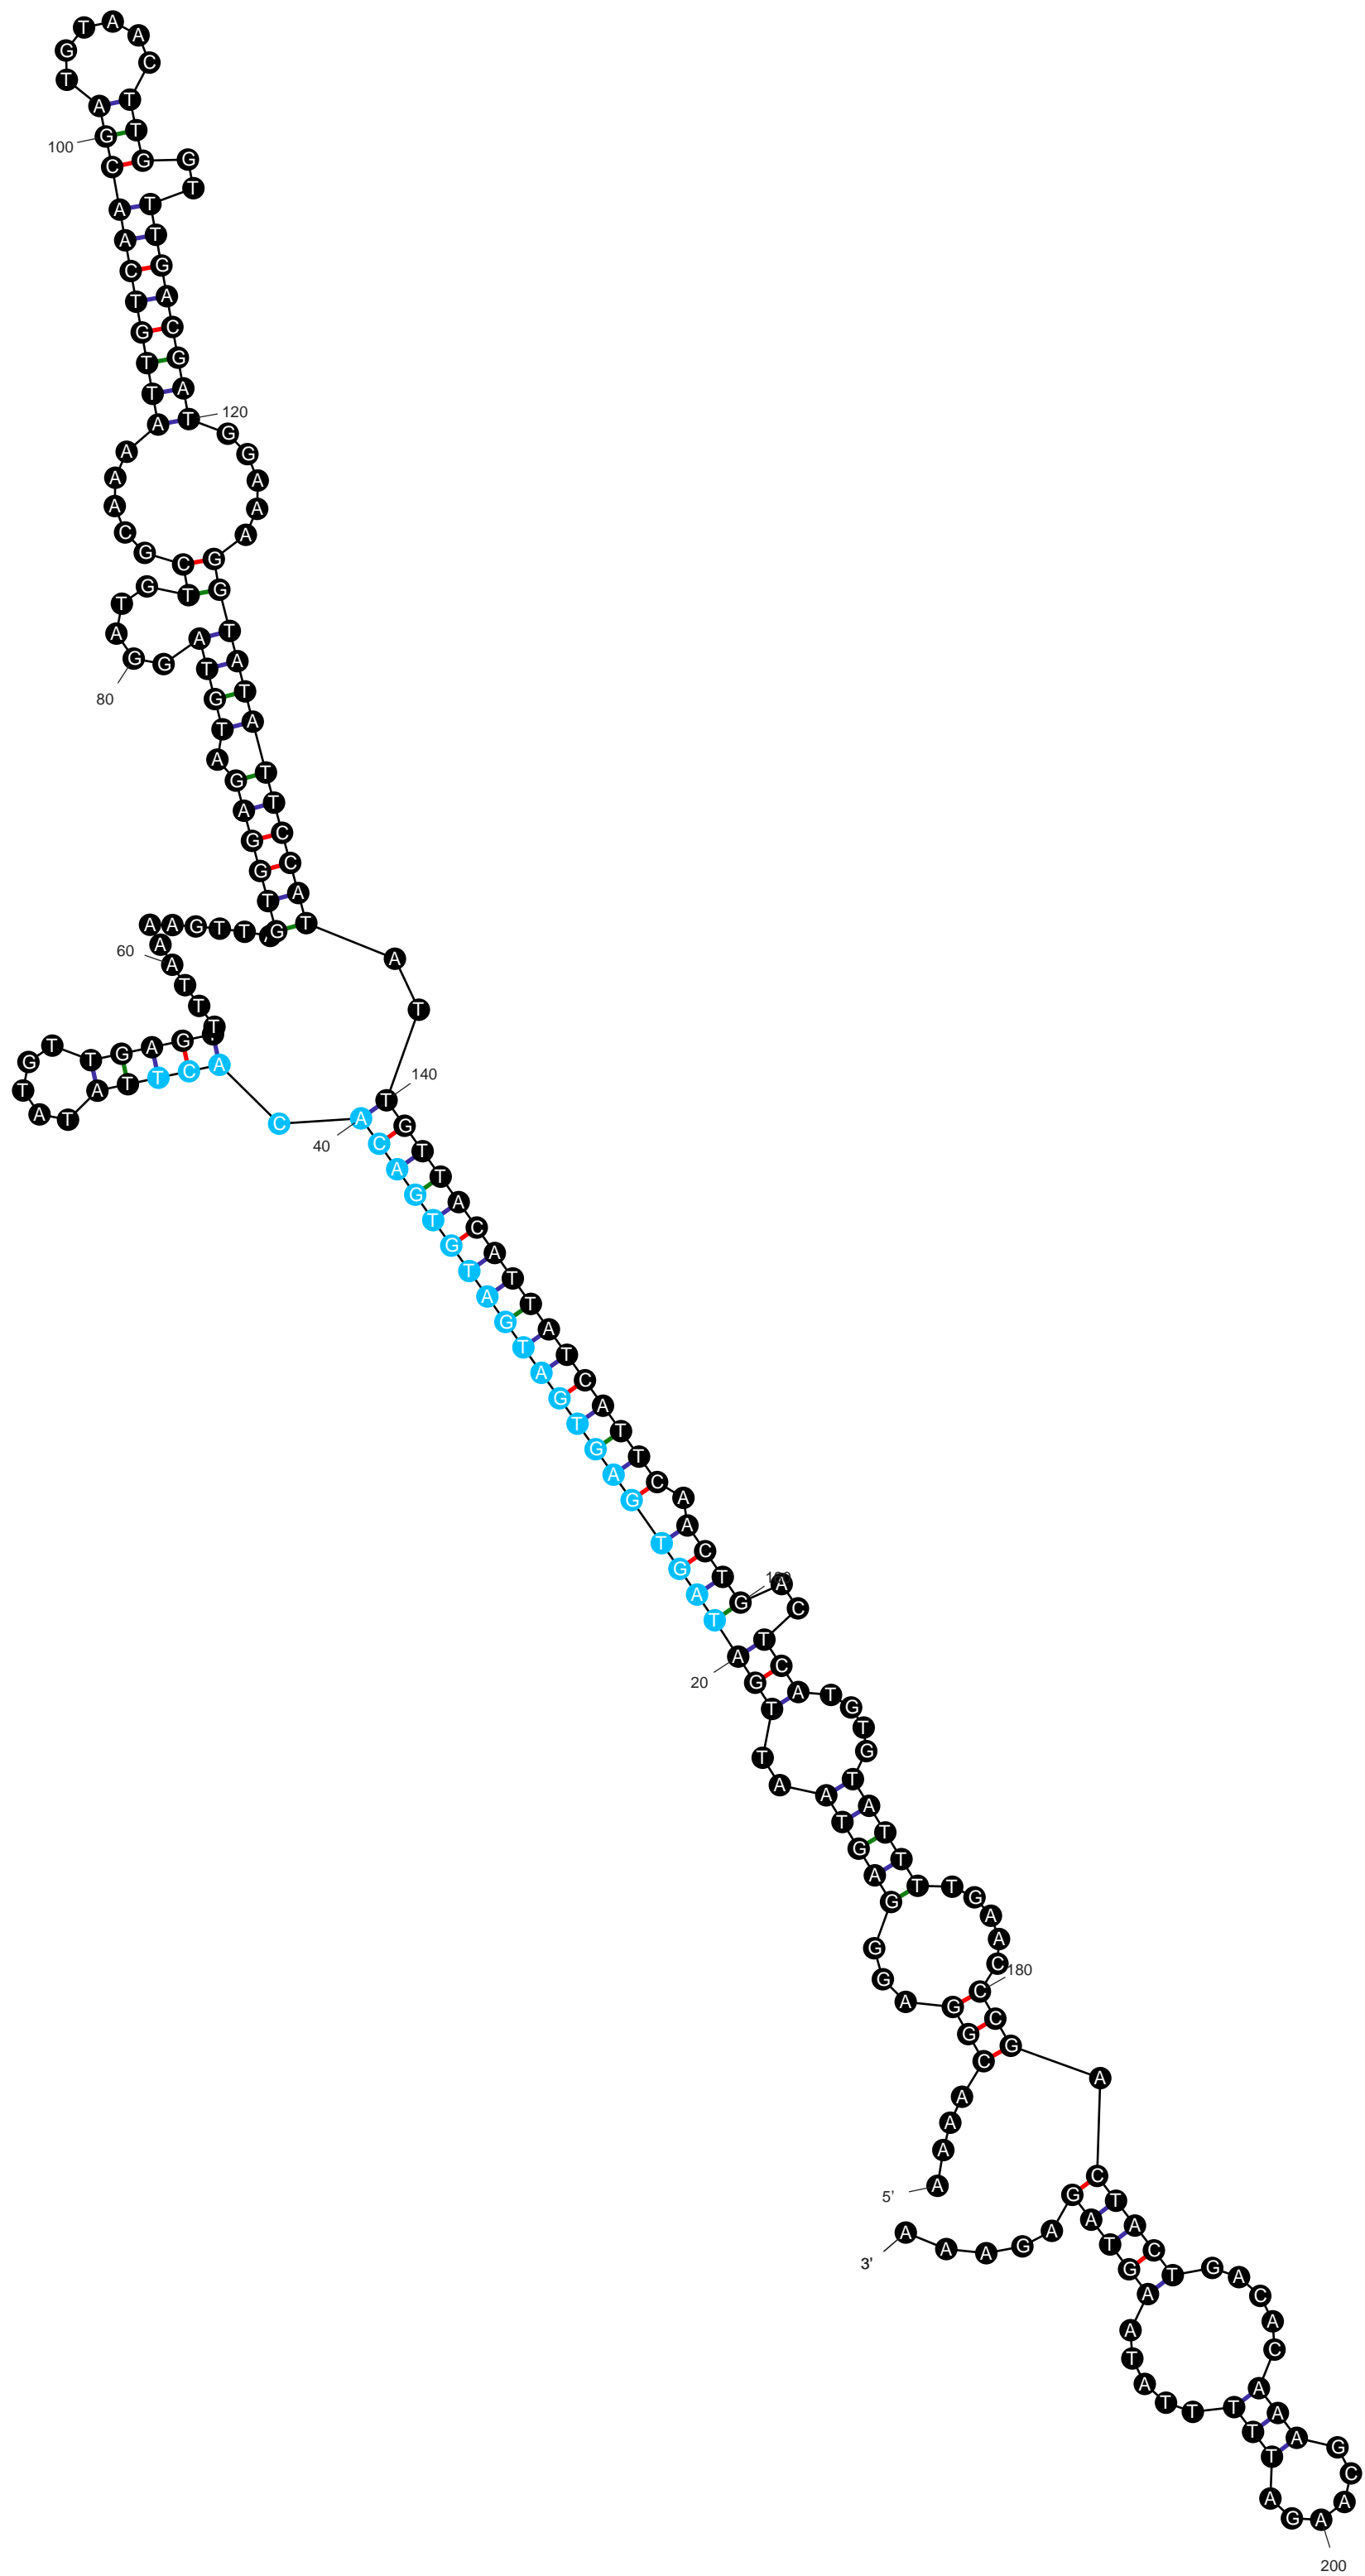

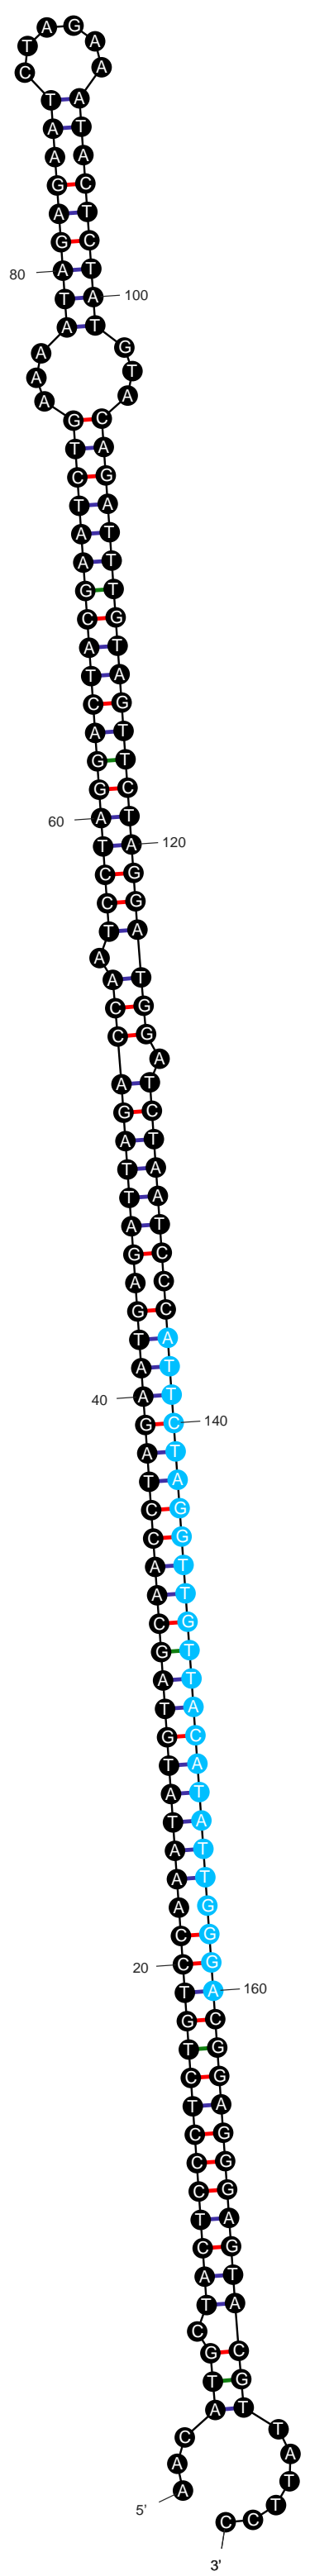

$dG = -110.60$  osa-cand058

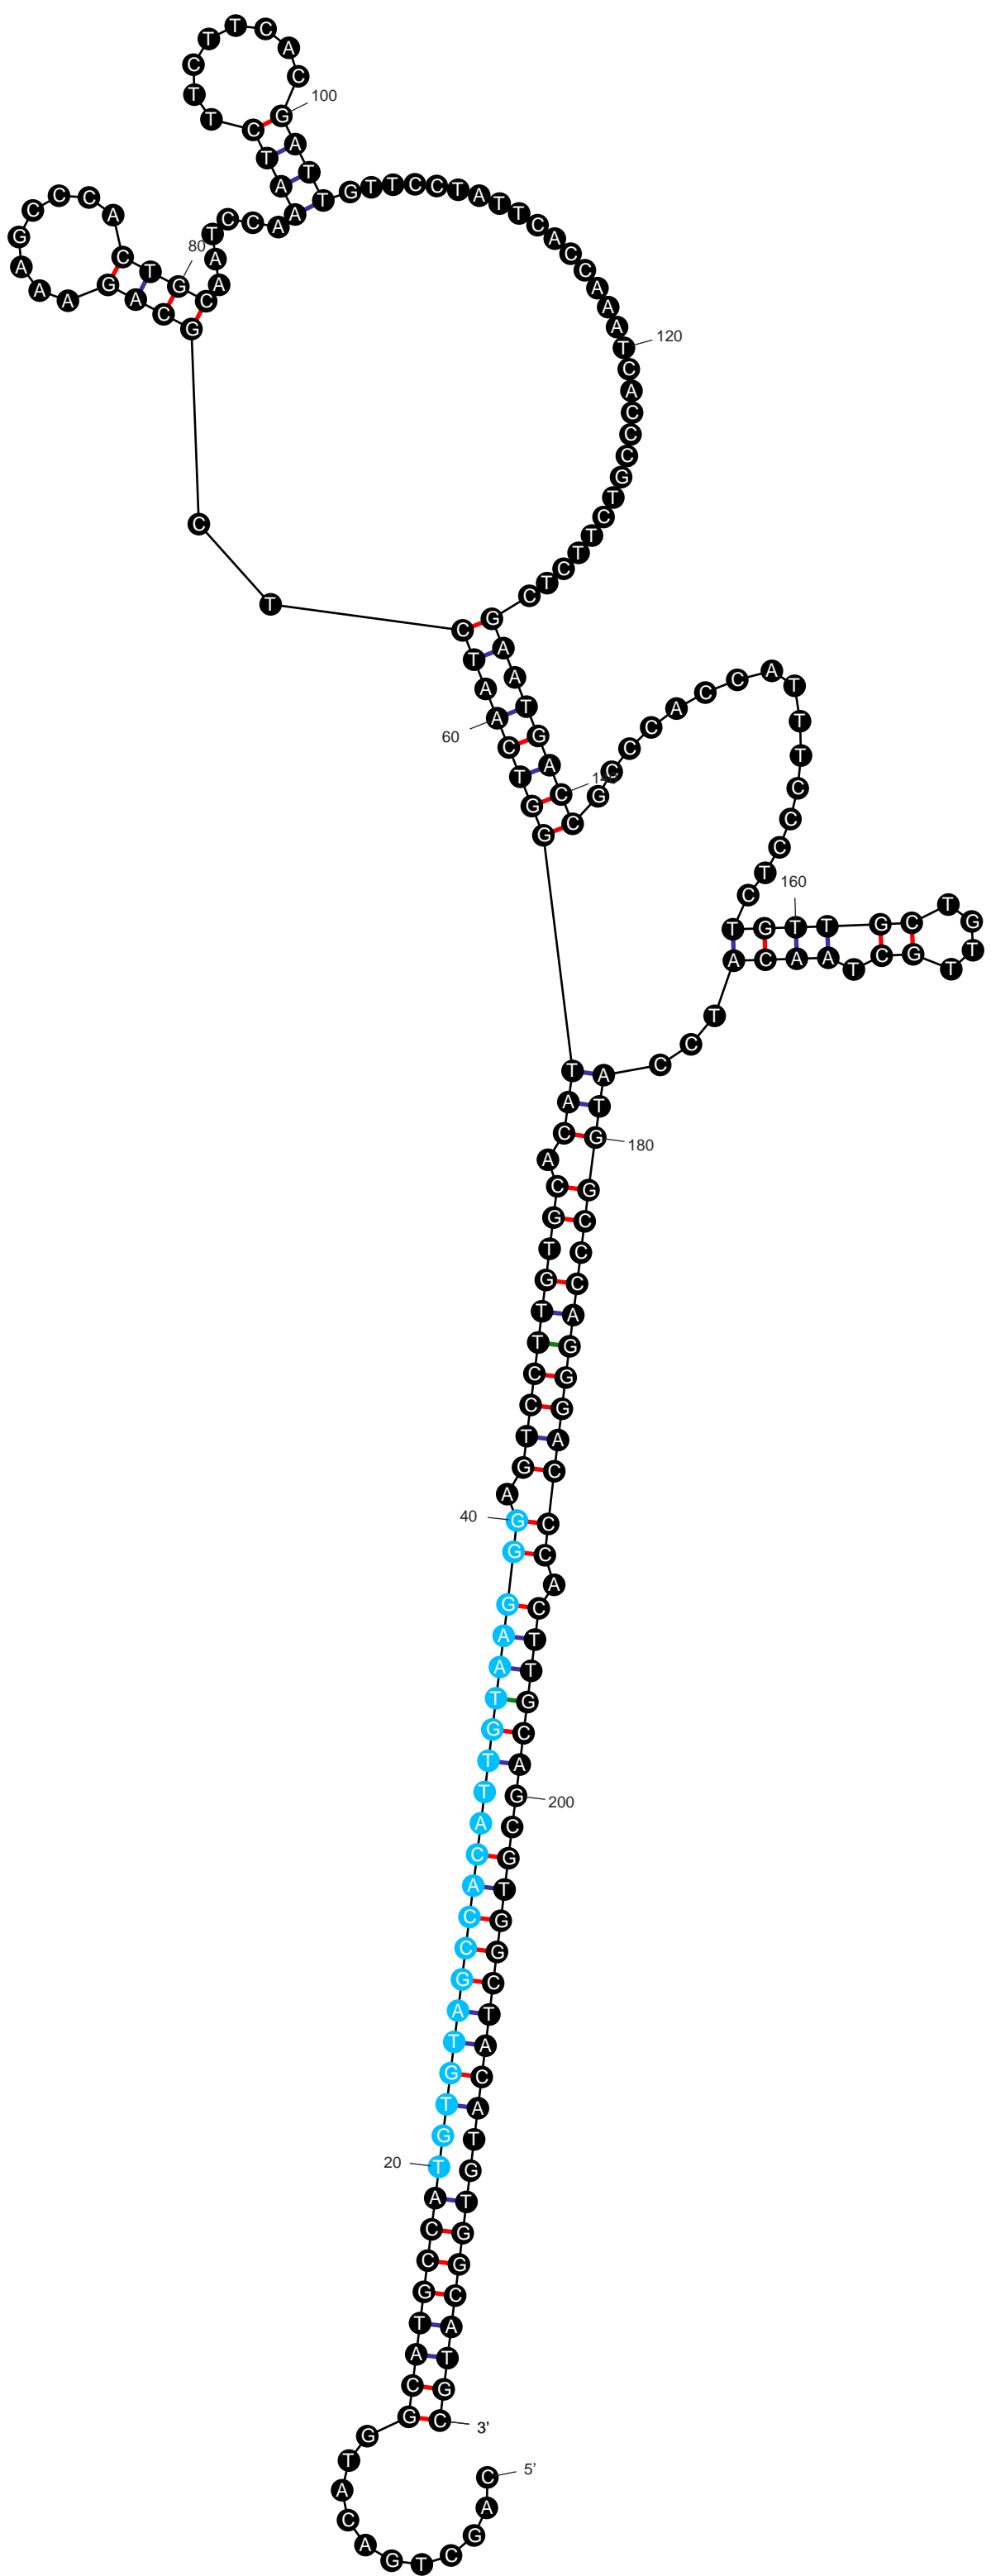

$dG = -80.20$  osa-cand059

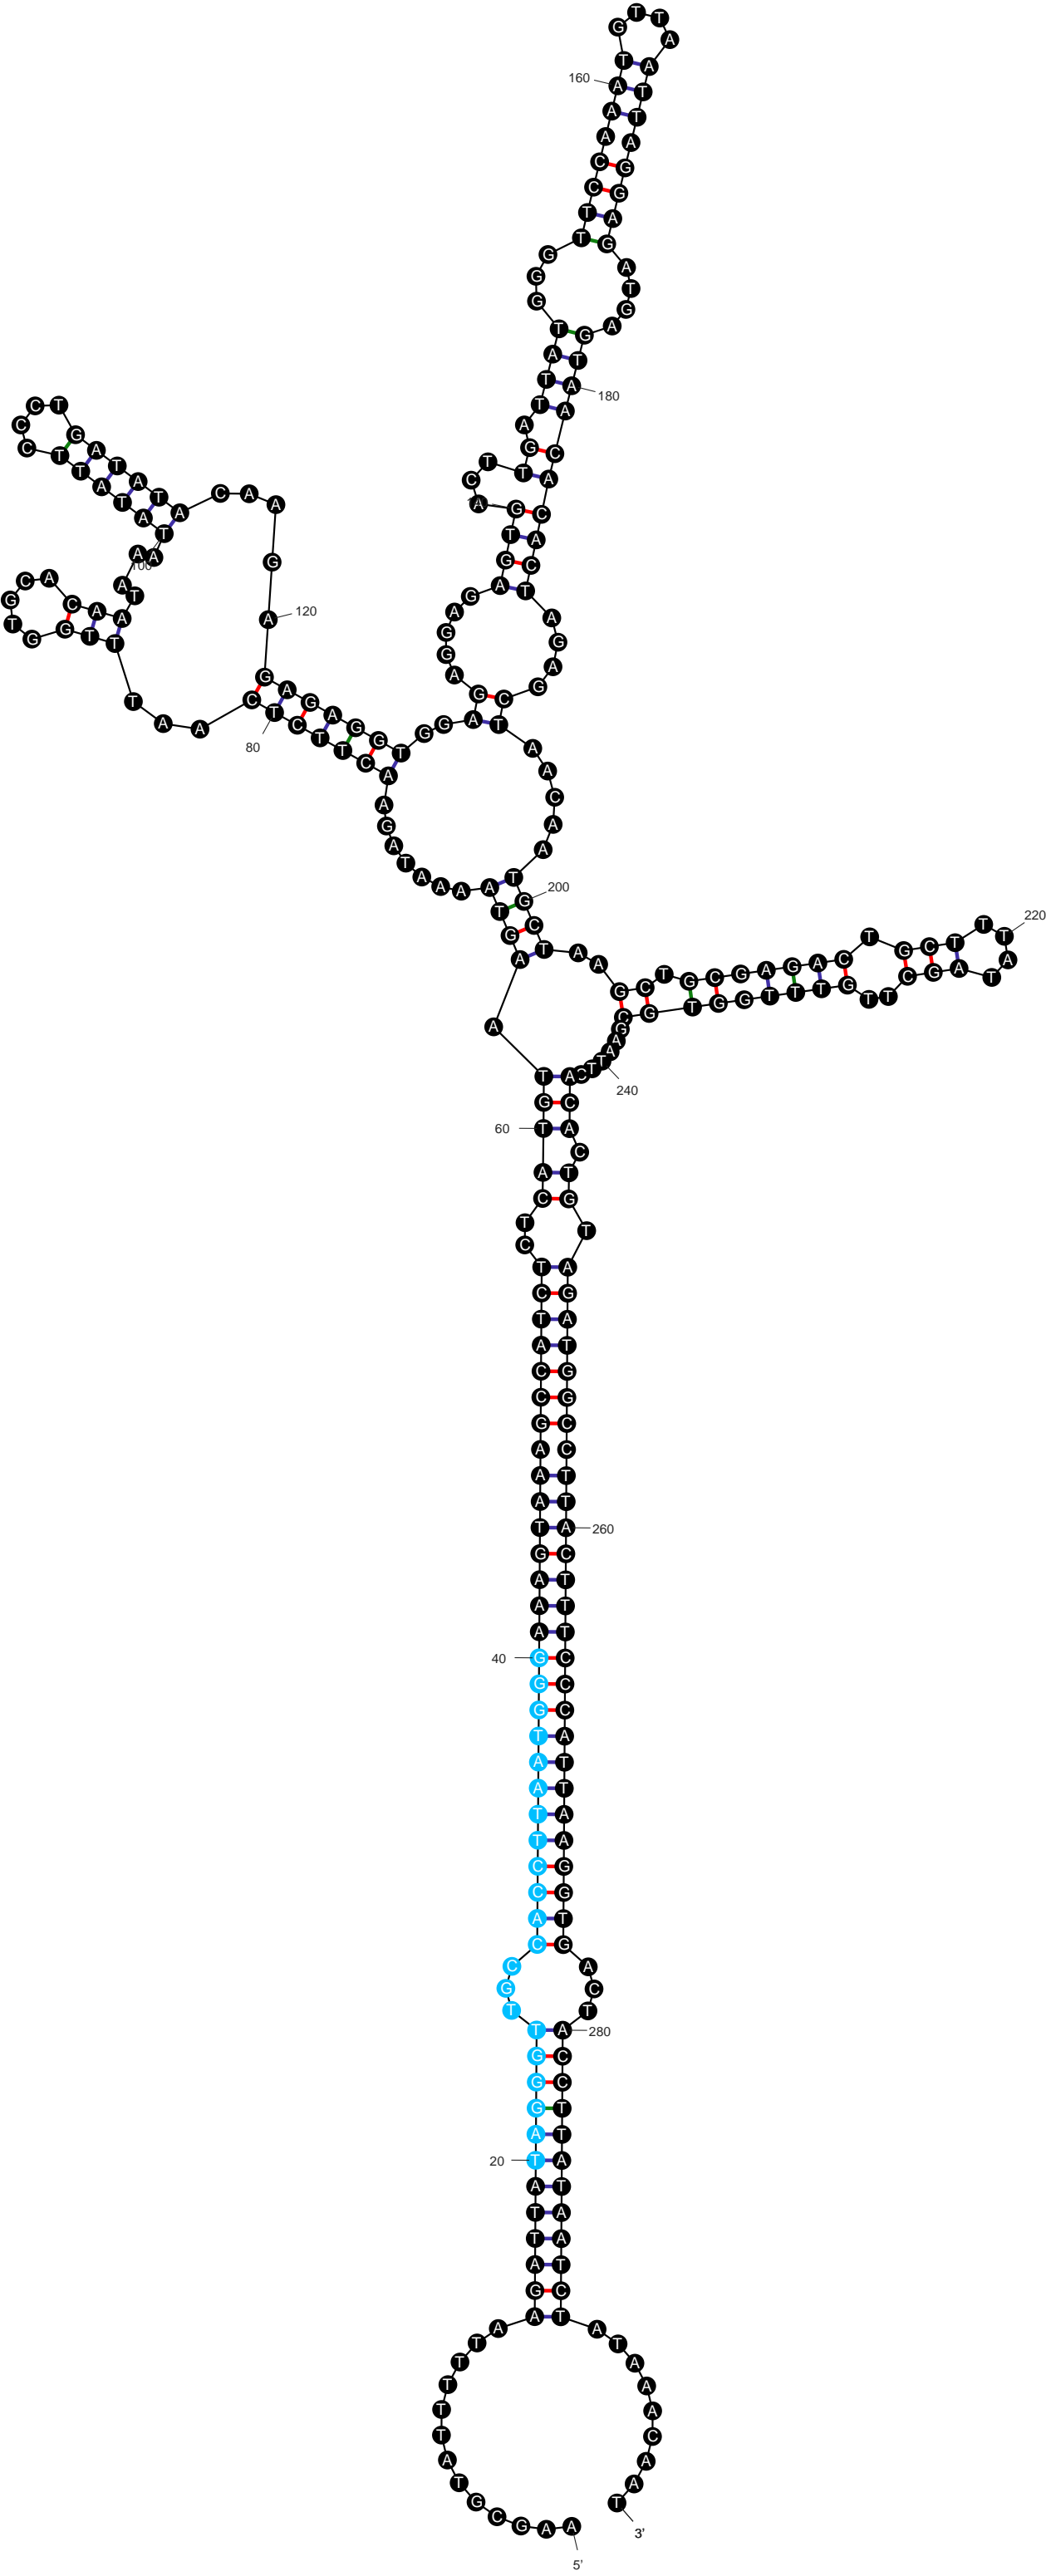

$dG = -91.50$  osa-cand060

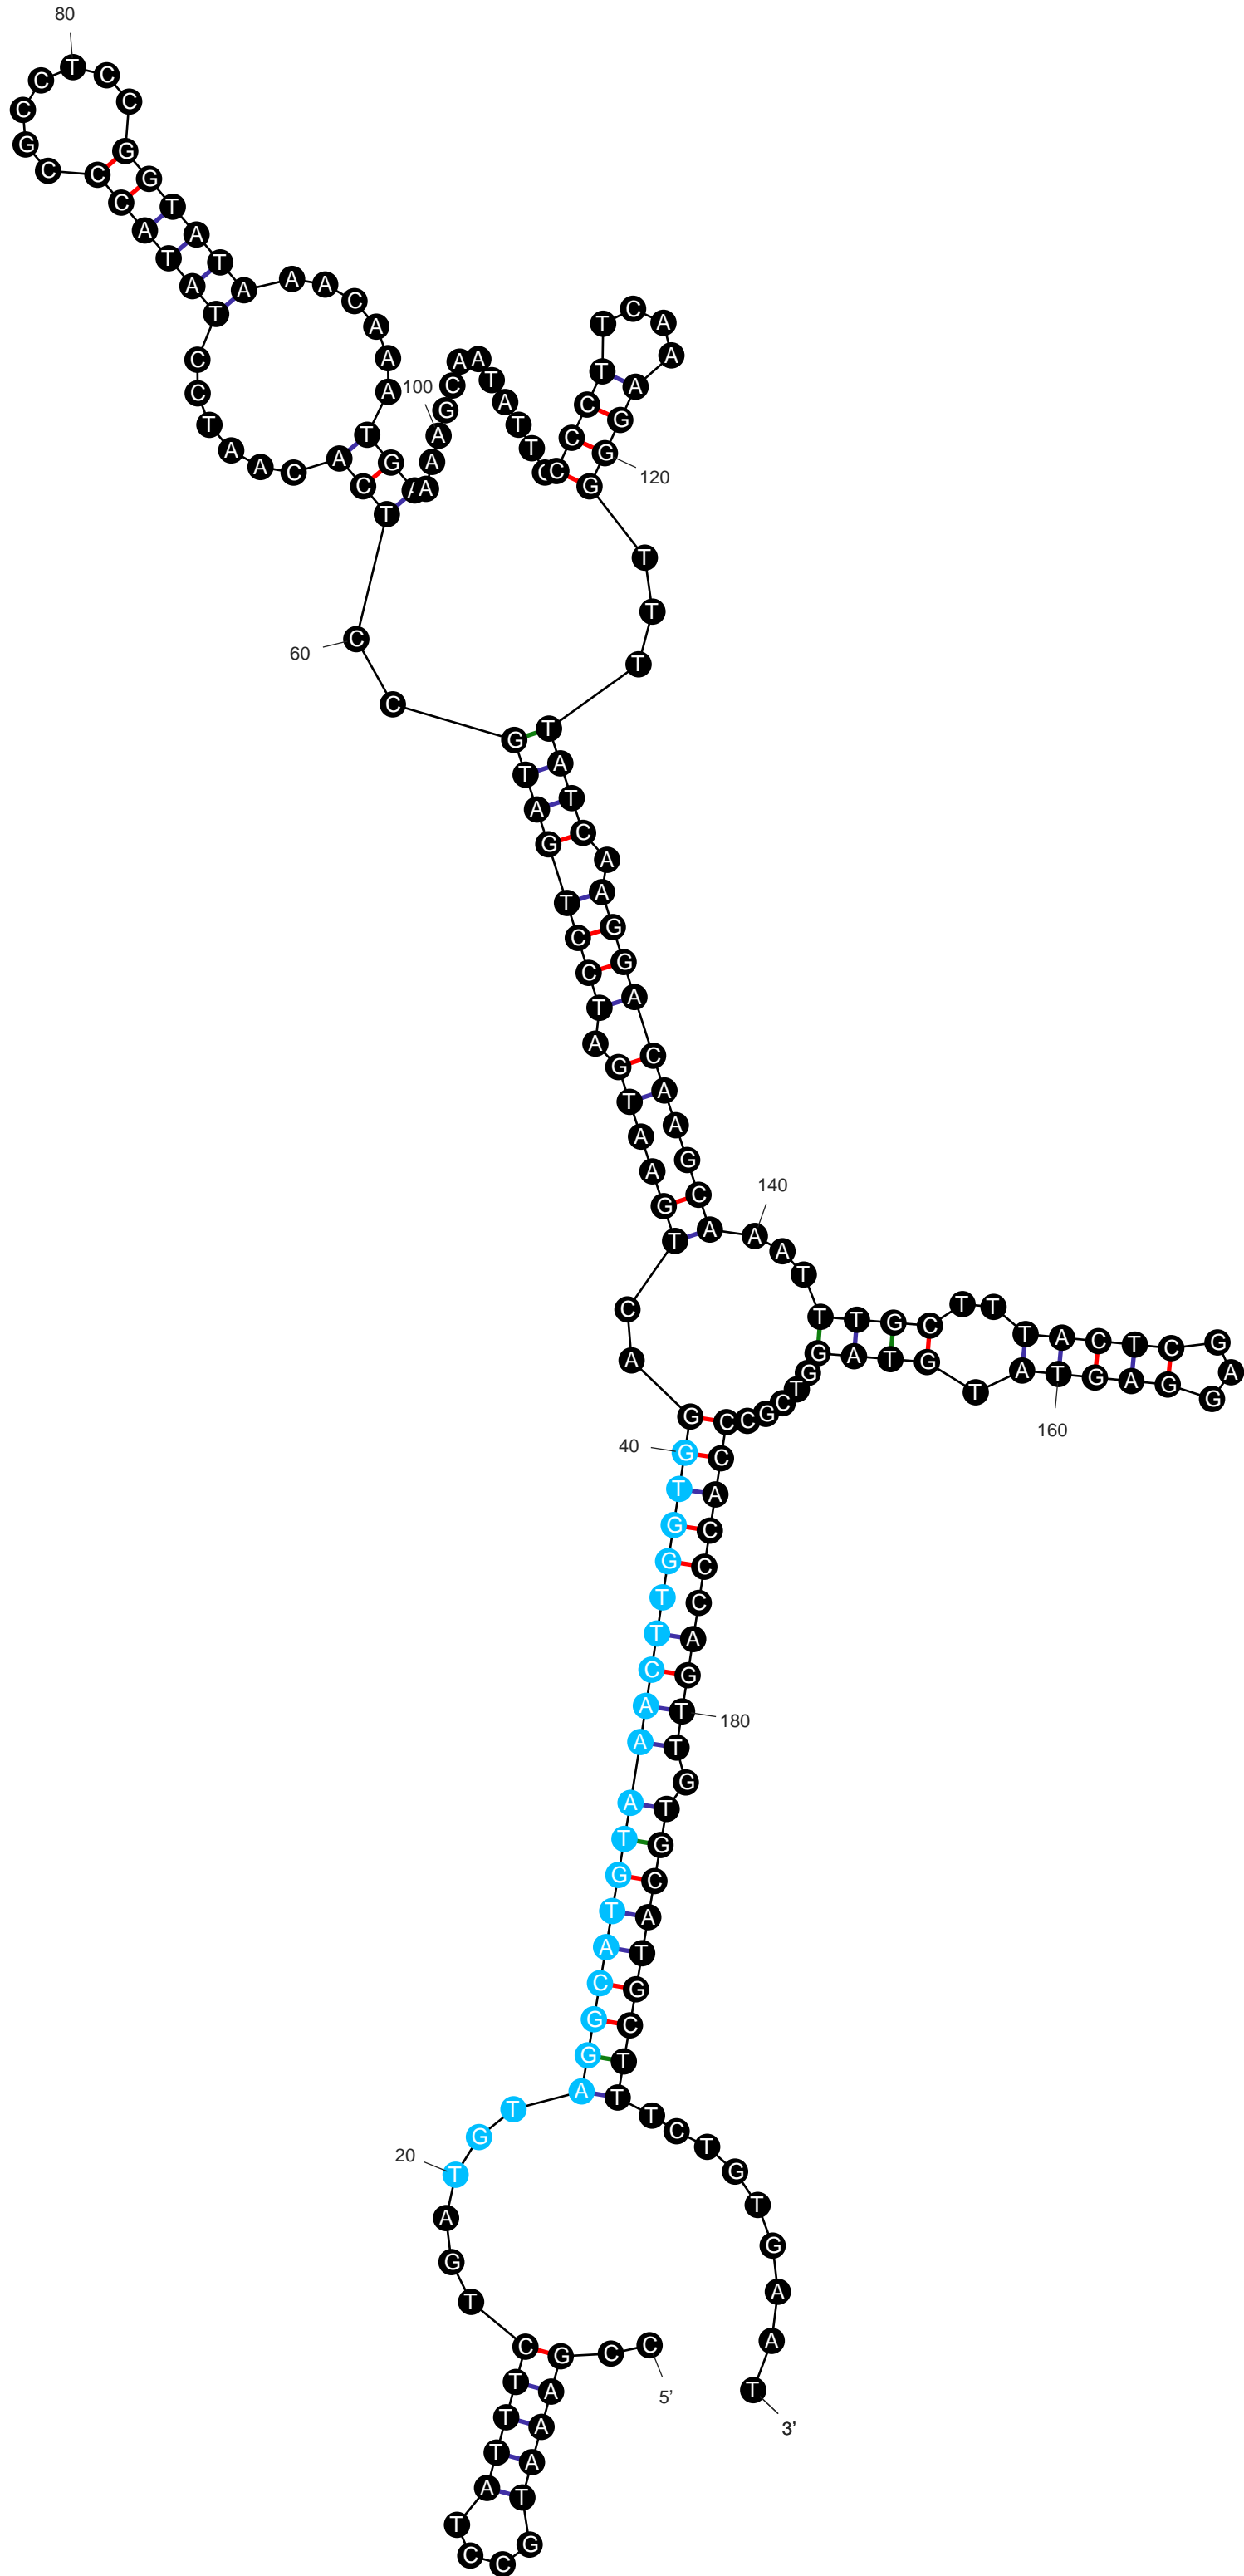

dG = -48.00 osa-cand062

# Supplementary material for: High throughput sequencing reveals novel and abiotic stress-regulated microRNAs in the inflorescences of rice
**Source:** BMC Plant Biol. 2012 Aug 3;12:132. doi: 10.1186/1471-2229-12-132
**Supplement:** Additional file 4 — Small RNA reads from four libraries that were mapped to the precursors of new candidate miRNAs. On each map, the first line contains the miRNA ID. The second line contains the miRNA precursor sequence, with mature miRNA region in red. The third line contains the notation of secondary structure with parentheses denoting base-pairing and dots denoting mismatches or bulges. The number on the right is the free energy. Every line starting from line 4 contains the sequence, mapping position, and count of a mapped unique small RNA read.

[illegible]

```
>osa-cand003
```

[illegible]

```
>osa-cand005a
```

[illegible]

```
>osa-cand005b
```

[illegible]

```
>osa-cand006
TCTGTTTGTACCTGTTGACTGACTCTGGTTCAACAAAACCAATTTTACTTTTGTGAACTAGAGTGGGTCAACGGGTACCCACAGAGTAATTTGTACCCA
((((((((( (((((((((((((( (((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
..... (-50.7)
...TTGTACCTGTTGACTGACTC.....1
.....TACCTGTTGACTGACTCTGGTTCA.....8
.....ACCTGTTGACTGACTCTGGTTCAA.....4
.....TGACTGACTCTGGTTCAACAA.....1
.....TGACTGACTCTGGTTCAACAAAC.....2
.....ACTCTGGTTCAACAAAACCAAT.....2
.....ACCAATTTTACTTTTGTGAACTA.....1
.....TTTGTGAACTAGAGTGGGTCAA.....1
.....TTTGTGAACTAGAGTGGGTCAAC.....2
.....AACTAGAGTGGGTCAACGGGTAC.....1
.....AACTAGAGTGGGTCAACGGGTACC.....39
```

```
>osa-cand007
```

[illegible]

```
>osa-cand008
```

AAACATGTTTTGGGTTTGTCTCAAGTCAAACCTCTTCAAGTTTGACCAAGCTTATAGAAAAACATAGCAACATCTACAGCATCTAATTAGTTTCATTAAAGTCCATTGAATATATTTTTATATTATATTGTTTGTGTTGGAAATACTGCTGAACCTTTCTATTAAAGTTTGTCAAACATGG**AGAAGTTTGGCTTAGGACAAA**CCCATGATGCCTTATAAAG

```
>osa-cand009
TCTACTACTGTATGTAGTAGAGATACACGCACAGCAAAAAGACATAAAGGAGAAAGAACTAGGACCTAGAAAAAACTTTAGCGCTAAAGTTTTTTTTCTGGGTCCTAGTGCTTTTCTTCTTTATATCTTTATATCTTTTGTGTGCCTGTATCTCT
..((((((.....))))))(((((((.((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
.....GTATGTAGTAGAGATACACGCACA.....(-81.1)
.....GTAGTAGAGATACACGCACAGCA.....1
.....GTAGTAGAGATACACGCACAGCAA.....1
.....TAGTAGAGATACACGCACAGCAA.....2
.....TAGTAGAGATACACGCACAGCAA.....4
.....GTAGAGATACACGCACAGCAA.....1
.....AGAGATACACGCACAGCAAAAAGA.....3
.....AGATACACGCACAGCAAAAAGA.....3
.....AGATACACGCACAGCAAAAAGAC.....1
.....AGATACACGCACAGCAAAAAGACA.....114
.....ATACACGCACAGCAAAAAGACATA.....2
.....ACAGCAAAAAGACATAAAGGAGAA.....1
.....CAAAAAGACATAAAGGAGAAAGA.....1
.....AAAGACATAAAGGAGAAAGAACAC.....1
.....CATAAAGGAGAAAGAACTAGGA.....1
.....TAAAGGAGAAAGAACTAGGA.....1
.....TAAAGGAGAAAGAACTAGGACC.....3
.....AAAGGAGAAAGAACTAGGACCT.....1
.....AAGGAGAAAGAACTAGGACC.....4
.....TTTTTTCTGGGTCCTAGTGCT.....1
.....TCCTAGTGCTTTTCTTCTTTA.....5
.....TTTTCTTCTTTATATCTTTATATC.....1
.....ATATCTTTTGTGTGCCTGTATC...1
.....TATCTTTTGTGTGCCTGTATCTC...1
.....ATCTTTTGTGTGCCTGTATCTC...6
.....TCTTTTGTGTGCCTGTATC...2
.....TCTTTTGTGTGCCTGTATCT...5
.....TCTTTTGTGTGCCTGTATCTC...7
.....TCTTTTGTGTGCCTGTATCTCT...81
.....TTTTGTGTGCCTGTATCTCT...17
.....TTTTGTGTGCCTGTATCTCT...1
```

```
>osa-cand010
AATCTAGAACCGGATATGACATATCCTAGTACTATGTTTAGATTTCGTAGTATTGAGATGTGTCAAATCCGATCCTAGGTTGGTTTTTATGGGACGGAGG
(((((((...((((((( (((((((((( (((((((((( ..... (-37.5)
AATCTAGAACCGGATATGACA..... 2
AATCTAGAACCGGATATGACATAT..... 58
AATCTAGAACCGGATATGACATATC..... 2
.ATCTAGAACCGGATATGACATATC..... 2
..TCTAGAACCGGATATGACATATCC..... 2
...TAGAACCGGATATGACATATC..... 1
....AGAACCGGATATGACATATCCTAG..... 1
.....AACCGGATATGACATATCCTAGT..... 4
.....ATGACATATCCTAGTACTATGTTT..... 1
.....ATATCCTAGTACTATGTTTAGATT..... 1
.....GTTTAGATTTCGTAGTATTGAGAT..... 1
.....GTATTGAGATGTGTCAAATCCGA..... 1
.....TGAGATGTGTCAAATCCGATCCT..... 1
.....ATGTGTCAAATCCGATCCTAGGT..... 5
.....ATGTGTCAAATCCGATCCTAGGTT..... 39
.....ATGTGTCAAATCCGATCCTAGGTTG..... 4
.....TGTGTCAAATCCGATCCTAGG..... 2
.....TGTGTCAAATCCGATCCTAGGTTG..... 2
.....GTGTCAAATCCGATCCTAGGTTGG..... 62
.....TGTCAAATCCGATCCTAGGTTG..... 1
.....TGTCAAATCCGATCCTAGGTTGG..... 1
.....TCAAATCCGATCCTAGGTTGG..... 8
.....CAAATCCGATCCTAGGTTGGT..... 1
.....CAAATCCGATCCTAGGTTGGTTTT..... 1
.....GATCCTAGGTTGGTTTTTTATGGG..... 1
.....TCCTAGGTTGGTTTTTTATGGGA..... 1
.....TCCTAGGTTGGTTTTTTATGGGAC..... 1
.....CCTAGGTTGGTTTTTTATGGG..... 1
.....CTAGGTTGGTTTTTTATGGGA..... 1
.....CTAGGTTGGTTTTTTATGGGACGG... 1
.....TAGGTTGGTTTTTTATGGGAC..... 3
.....AGGTTGGTTTTTTATGGGACGGAG... 1
.....GGTTGGTTTTTTATGGGACGG... 1
.....GGTTGGTTTTTTATGGGACGGAGG... 2
.....GTTGGTTTTTTATGGGACGGA... 1
.....GTTGGTTTTTTATGGGACGGAG... 1
.....GTTGGTTTTTTATGGGACGGAGG... 1
.....TTGGTTTTTTATGGGACGGAG... 2
.....GGTTTTTTATGGGACGGAGG... 1
```

```

>osa-cand012
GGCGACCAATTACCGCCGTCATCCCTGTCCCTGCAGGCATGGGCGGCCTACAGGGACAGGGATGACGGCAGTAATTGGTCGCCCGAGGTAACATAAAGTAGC
(((((((((((((((.((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
..GACCAATTACCGCCGTCATCCC..
2
....CCAATTACCGCCGTCATCC
1
....CCAATTACCGCCGTCATCCCTG
11
....CAATTACCGCCGTCATCCCTGT
3
....AATTACCGCCGTCATCCCTGTC
3
....TTACCGCCGTCATCCCTGTCC
1
....TCATCCCTGTCCCTGCAGGCAT
1
....TACAGGGACAGGGATGACGGC
2
....GGGACAGGGATGACGGCAG
1
....GGGACAGGGATGACGGCAGTA
1
....AGGGATGACGGCAGTAATTGGT
4
....AGGGATGACGGCAGTAATTGGTC
4
....GGGATGACGGCAGTAATTGGTC
12
....GATGACGGCAGTAATTGGTCGC
4
....TGACGGCAGTAATTGGTCGCC
2

```

[illegible]

[illegible]

[illegible]

```
>osa-cand016a
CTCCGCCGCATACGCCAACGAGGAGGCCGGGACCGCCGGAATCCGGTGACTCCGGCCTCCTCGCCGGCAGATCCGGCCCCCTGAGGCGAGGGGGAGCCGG
.....(((..((((((((((((((..((((((.....))))))..)))))))))..))....((((((((((((.....))))))..)))))) (-63.6)
.....CAACGAGGAGGCCGGGACC.....1
.....AACGAGGAGGCCGGGACC.....1
.....AGGAGGCCGGGACCGCCGG.....2
.....AGGAGGCCGGGACCGCCGGA.....27
.....AGGAGGCCGGGACCGCCGGAT.....16
.....AGGAGGCCGGGACCGCCGGATC.....2
.....ATCCGGTGACTCCGGCCTCCTCG.....1
.....TCCGGTGACTCCGGCCTCCTCGC.....3
.....TCCGGTGACTCCGGCCTCCTCGCC.....2
.....TCCGGTGACTCCGGCCTCCTCGCCG.....1
.....CCGGTGACTCCGGCCTCCTCG.....1
.....CCGGTGACTCCGGCCTCCTCGC.....2
.....CCGGTGACTCCGGCCTCCTCGCC.....3
.....CCGGTGACTCCGGCCTCCTCGCCG.....1
.....CGGTGACTCCGGCCTCCTCGC.....1
.....GGTGACTCCGGCCTCCTCGCC.....4
.....ACTCCGGCCTCCTCGCCGGCAGA.....1
```

```
>osa-cand016b
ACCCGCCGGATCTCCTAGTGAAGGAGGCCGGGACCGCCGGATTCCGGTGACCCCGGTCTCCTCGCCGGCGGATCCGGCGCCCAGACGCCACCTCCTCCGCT
...(((((((...(((((((((((...(((((((...))))))))))))))))))...)))))... (-62)
...AGGAGGCCGGGACCGCCGG... 2
...AGGAGGCCGGGACCGCCGGA... 27
...AGGAGGCCGGGACCGCCGGAT... 16
...AGGAGGCCGGGACCGCCGGATC... 2
...TCCGGTGACCCCGGTCTCCTCG... 1
...TGACCCCGGTCTCCTCGCCGG... 1
...CGGTCTCCTCGCCGGCGGATC... 1
```

```
>osa-cand016c
```

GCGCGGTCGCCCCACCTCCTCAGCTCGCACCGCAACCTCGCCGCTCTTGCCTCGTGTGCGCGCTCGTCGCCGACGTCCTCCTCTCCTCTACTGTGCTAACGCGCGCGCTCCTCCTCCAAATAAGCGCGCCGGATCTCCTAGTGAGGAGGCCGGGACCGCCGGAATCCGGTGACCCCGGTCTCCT

[illegible]

.....AGGAGGCCGGGACCGCCGG..... 2

.....AGGAGGCCGGGACCGCCGGA..... 27

.....AGGAGGCCCGGGACCGCCGGAT.....16

.....AGGAGGCCGGGACCGCCGGATC.....2

```
>osa-cand017
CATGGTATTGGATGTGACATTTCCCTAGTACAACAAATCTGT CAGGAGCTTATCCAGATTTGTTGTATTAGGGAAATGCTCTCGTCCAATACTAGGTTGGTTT
..((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
..((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
..ATGTGACATTTCCCTAGTACAA.....1
.....ATGTGACATTTCCCTAGTACAACAA.....1
.....TGTGACATTTCCCTAGTACAACA.....2
.....TGTGACATTTCCCTAGTACAACAAA.....2
.....TGACATTTCCCTAGTACAACAAATC.....1
.....GACATTTCCCTAGTACAACAAATCT.....14
.....ACATTTCCCTAGTACAACAAATC.....1
.....ACATTTCCCTAGTACAACAAATCT.....1
.....ACATTTCCCTAGTACAACAAATCTG.....5
.....CATTTCCTAGTACAACAAATCTGT.....1
.....TCCAGATTTGTTGTATTAGG.....1
.....TCCAGATTTGTTGTATTAGGGAAT.....1
.....CCAGATTTGTTGTATTAGGGAA.....1
.....CCAGATTTGTTGTATTAGGGAATGCT.....1
.....AGATTTGTTGTATTAGGGAATGTC.....5
.....GATTTGTTGTATTAGGGAATGCT.....17
.....ATTGTTGTATTAGGGAATGT.....1
.....ATTGTTGTATTAGGGAATGCTCT.....70
.....TTTGTGTATTAGGGAATGCT.....2
.....TTTGTGTATTAGGGAATGCTCT.....5
.....TTTGTGTATTAGGGAATGCTCTCG.....5
.....TTGTGTATTAGGGAATGCT.....4
.....TGTGTATTAGGGAATGCTCT.....2
.....GTGTATTAGGGAATGCTCTCGTCC.....1
.....TTGTATTAGGGAATGCTCTCGTC.....18
.....TATTAGGGAATGCTCTCGTCCA.....2
.....TTAGGGAATGCTCTCGTCCAAT.....1
.....GGAATGCTCTCGTCCAATACTA.....5
.....GAATGCTCTCGTCCAATACTAGGTT.....1
.....AATGCTCTCGTCCAATACTAGGTTG.....1
```

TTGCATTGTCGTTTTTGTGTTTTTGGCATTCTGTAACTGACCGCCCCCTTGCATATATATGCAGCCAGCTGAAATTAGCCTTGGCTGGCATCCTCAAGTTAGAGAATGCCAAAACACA

```

.....(((((((.( (((((((((((((((((.....(((((.))) )((((((..(.....)..)))))))).))))))))) (-51.1)
.....TTTTTGGCATTCTGTAAC TT ..... 1
.....TTTTTGGCATTCTGTAAC TTG ..... 18
.....TTTTTGGCATTCTGTAAC TTGA ..... 1
.....TTTTTGGCATTCTGTAAC TTG ..... 1

```

```
>osa-cand019
```

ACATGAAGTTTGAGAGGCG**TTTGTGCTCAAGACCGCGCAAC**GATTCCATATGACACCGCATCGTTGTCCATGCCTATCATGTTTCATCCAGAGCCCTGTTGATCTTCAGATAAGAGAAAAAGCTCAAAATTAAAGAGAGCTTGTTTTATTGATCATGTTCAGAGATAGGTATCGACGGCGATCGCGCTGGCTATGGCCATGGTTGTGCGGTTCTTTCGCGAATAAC

[illegible]

.....TTTTGCTCAAGACCGCGCAA.....1

.....TTTGTCTCAAGACCGCGCAAC.....39

.....TTTGCTCAAGACCGCGCAACG.....1

.....TCAAGACGCGCAACGATTCC.....1

[illegible]

[illegible]

```
>osa-cand024
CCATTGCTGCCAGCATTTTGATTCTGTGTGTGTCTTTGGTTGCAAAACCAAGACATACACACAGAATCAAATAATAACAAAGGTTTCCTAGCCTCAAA
...((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
...TGATTCTGTGTGTGTGTCTTTGGT...1
...TGATTCTGTGTGTGTGTCTTTGGTT...6
...TGATTCTGTGTGTGTGTCTTTGGTTGC...1
...GATTCTGTGTGTGTGTCTTTGG...5
...GATTCTGTGTGTGTGTCTTTGGT...34
...GATTCTGTGTGTGTGTCTTTGGTT...15
...GATTCTGTGTGTGTGTCTTTGGTTG...2
...ATTCTGTGTGTGTGTCTTTGGT...1
...TTCTGTGTGTGTGTCTTTGGTT...1
...TCTGTGTGTGTGTCTTTGGTT...1
...AAACCAAGACATACACACAGAATCA...1
...AACCAAGACATACACACAGAA...1
...AACCAAGACATACACACAGAATC...1
...AACCAAGACATACACACAGAATCA...11
...AACCAAGACATACACACAGAATCAA...1
...AACCAAGACATACACACAGAATCAAA...3
...ACCAAGACATACACACAGAA...1
...ACCAAGACATACACACAGAATC...2
...ACCAAGACATACACACAGAATCA...13
...CCAAGACATACACACAGAATCA...4
...GACATACACACAGAATCA...1
```

[illegible]

[illegible]

```
>osa-cand029
```

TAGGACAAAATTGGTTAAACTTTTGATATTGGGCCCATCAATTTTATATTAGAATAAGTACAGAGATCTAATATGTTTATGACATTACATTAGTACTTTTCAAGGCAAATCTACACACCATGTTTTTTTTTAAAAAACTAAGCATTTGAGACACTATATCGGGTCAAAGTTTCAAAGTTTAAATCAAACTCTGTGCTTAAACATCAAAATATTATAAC

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

```
>osa-cand040
```

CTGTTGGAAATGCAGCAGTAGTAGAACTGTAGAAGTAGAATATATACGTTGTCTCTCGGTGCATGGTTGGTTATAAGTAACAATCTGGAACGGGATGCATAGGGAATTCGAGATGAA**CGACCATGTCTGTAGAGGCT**CCTGCCACGCATCACGGCT

(((((.....))))).((....((.....))....))..(((((((.....)))..(((.....))))..))))))))....(((.....))). (-38.4)  
.....CGACCATGTCGTAGAGGCT..... 12

[illegible]

```

>osa-cand044
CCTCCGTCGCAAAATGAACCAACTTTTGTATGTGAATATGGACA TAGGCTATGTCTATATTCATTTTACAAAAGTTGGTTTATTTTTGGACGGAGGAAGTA
((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
.....GTCCGAAAATGAACCAACTTTTGT..... 1
.....GAAAATGAACCAACTTTTGTATGT..... 1
.....AAAATGAACCAACTTTTGTATGTG..... 4
.....ATGAACCAACTTTTGTATGTG..... 1
.....TGAACCAACTTTTGTATGTGAATA..... 1
.....AACCAACTTTTGTATGTGAATA..... 1
.....AACCAACTTTTGTATGTGAATATG..... 11
.....AACTTTTGTATGTGAATATGGA..... 1
.....AACTTTTGTATGTGAATATGGACA..... 101
.....ACTTTTGTATGTGAATATGGACAT..... 2
.....TATGTGAATATGGACATAGGC..... 1
.....GTCTATATTCATTTCACAAAAGTT..... 1
.....TCTATATTCATTTCACAAAAGTTGG..... 2
.....TATTCATTTCACAAAAGTTGGTT..... 2
.....TATTCATTTCACAAAAGTTGGTTTA..... 1
.....TTCATTTCACAAAAGTTGGTTTATT..... 1
.....TTACAAAAGTTGGTTTATTTT..... 2
.....AAAAGTTGGTTTATTTTGGGA..... 1
.....AAAGTTGGTTTATTTTGGAC..... 1
.....AAGTTGGTTTATTTTGGACG..... 1
.....TTGGTTTATTTTGGACGGAG..... 3

```

[illegible]

```
>osa-cand046
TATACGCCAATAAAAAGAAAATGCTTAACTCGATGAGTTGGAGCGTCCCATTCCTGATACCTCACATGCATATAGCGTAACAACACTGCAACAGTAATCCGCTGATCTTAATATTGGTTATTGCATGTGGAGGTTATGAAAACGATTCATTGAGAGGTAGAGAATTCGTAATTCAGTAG
..(((.....((((.....((((((((((((.....(((.....))..((((((((((((((((((((.....))..((((.....))).....))))))))))..))))).))..))..))))))))))))))..((((.....))..))).. (-39.4)
.....AATGCTTAACTCGATGAGTTGG.....
.....ATGCTTAACTCGATGAGTTGG.....
```

1  
20

[illegible]

```
>osa-cand048
TCTGAAGGTAAGAGTTGTAGGAAACTGAAC TCTTCTTGT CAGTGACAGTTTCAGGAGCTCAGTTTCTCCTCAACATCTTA TCTTCGGCGCCTTAATCTTT
.((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((((
..... (-40.2)
.....CTCAGTTTCTCCTCAACATCTT.....1
.....CTCAGTTTCTCCTCAACATCTTA.....29
```

```
>osa-cand049
```

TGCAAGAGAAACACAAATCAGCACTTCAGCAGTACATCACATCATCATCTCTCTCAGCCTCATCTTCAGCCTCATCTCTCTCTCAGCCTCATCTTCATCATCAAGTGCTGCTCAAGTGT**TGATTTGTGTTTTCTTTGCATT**ATATGGTTTGGAGTTTGGAC

(((((((((((((((((((((((((.( (((((((((..... ((.....)) ..... (((.....)) .....))) )))))) ))))))) )))))))) )))))))) ..... (((.. (... ..) (-49.4

.....TGATTGTGTTCTTGCATT.....45

```
>osa-cand050
```

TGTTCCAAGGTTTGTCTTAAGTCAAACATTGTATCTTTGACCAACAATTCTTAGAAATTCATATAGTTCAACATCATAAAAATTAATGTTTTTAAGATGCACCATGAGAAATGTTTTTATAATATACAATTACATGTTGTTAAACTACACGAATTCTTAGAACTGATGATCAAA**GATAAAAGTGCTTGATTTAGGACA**AAAGCTAGAACTACAAGTAAAT

```

.....AATTTCTAGAAACTGATGATCAAA.....4
.....AAAGATAAAAGTGCTTGATTAGG.....1
.....AAGATAAAAGTGCTTGATTAGGA.....1
.....GATAAAAGTGCTTGATTAGGACA.....16
.....AAAAGTGCTTGATTAGGACA.....1

```

[illegible]

[illegible]

[illegible]

[illegible]

```
>osa-cand055
```

[illegible]

```
>osa-cand057
```

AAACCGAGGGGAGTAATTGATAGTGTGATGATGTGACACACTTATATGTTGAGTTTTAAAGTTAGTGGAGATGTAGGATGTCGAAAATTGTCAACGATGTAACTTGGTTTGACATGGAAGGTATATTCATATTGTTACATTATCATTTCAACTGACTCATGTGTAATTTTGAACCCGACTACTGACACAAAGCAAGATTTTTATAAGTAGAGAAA

[illegible]

.....TAGTGAGTGATGATGTGACACACT.....58

.....AGTGAGTGATGATGTGACACACT.....4

.....AGTGAGTGATGATGTGACACACTT..... 2

.....TGAGTGATGATGTGACACACT..... 2

.....TAAAAGTTAGTGGAGATGTAGGAT.....1

[illegible]

[illegible]

# Supplementary material for: High throughput sequencing reveals novel and abiotic stress-regulated microRNAs in the inflorescences of rice
**Source:** BMC Plant Biol. 2012 Aug 3;12:132. doi: 10.1186/1471-2229-12-132
**Supplement:** Additional file 10 — MITEs are rich sources for generating miRNAs. Relative abundance of different classes of TEs in the genome is compared to the proportion of miRNAs that were derived from different classes of TEs. MITEs are apparently enriched in TEs from which miRNAs were derived.

## Slide 1
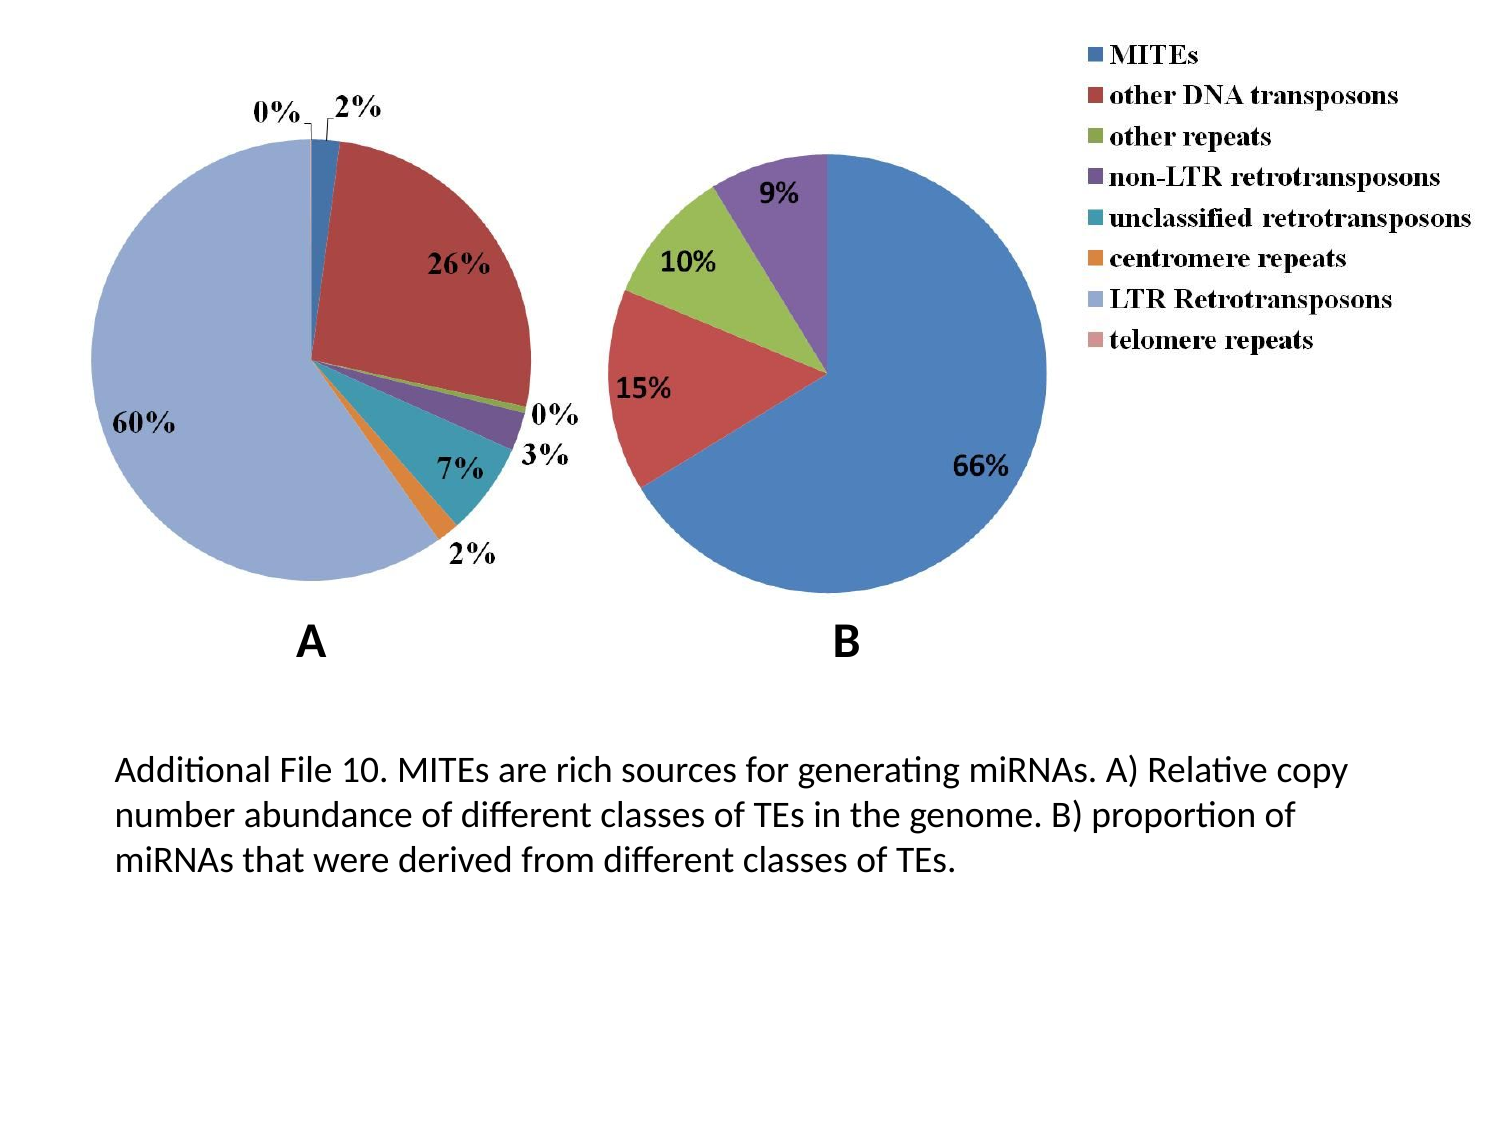

A B
Additional File 10. MITEs are rich sources for generating miRNAs. A) Relative copy number abundance of different classes of TEs in the genome. B) proportion of miRNAs that were derived from different classes of TEs.

How the deposited data were processed for this re-analysis (not part of the article)

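Small RNA libraries from rice inflorescences (cv. Nipponbare, plants 90 days old, grown at 28°C with 13 h of light) were analysed for 4 conditions: control, drought, cold and salt. Each condition has 1 library made from 10 pooled plants. The authors removed adaptors from the reads and deposited, per library, each distinct sequence with its count of reads, without normalization or mapping. All columns of these tables were used, so the unused columns number 0. The reads are of 17 to 27 nt. Their totals, 7535709 for control, 5477476 for drought, 4458836 for cold and 5160142 for salt, are above the paper's clean reads by 41.4%, 30.8%, 26.5% and 29.3%. The precursor and mature sequences come from the paper's additional files, in copies with 223 of 227, 418 of 424 and 79 of 80 precursors. Since these lists are partial, no test of a set of miRNAs against other sequences was run, and the comparison of 24 nt miRNAs with other 24 nt sequences that was set before the data were examined was left out for that reason.

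Each distinct mature sequence was counted once, by exact match, and scaled to 10000000 reads of the library (TPTM). A TPTM of 0 was set to 1. Each stress library was compared with the control library by the Audic and Claverie test, two-sided, written in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. A sequence was called regulated at p of at most 0.01, a log2 ratio above 1 or below -1, and at least 100 TPTM in either library. Intervals of log2 ratios are 95% Clopper-Pearson intervals and those of shares are Wilson intervals. A count of 3 was the floor for folds, which is 3.98 TPTM in control, 5.48 in drought, 6.73 in cold and 5.81 in salt. Medians of absolute log2 ratios are given without an interval. Redrawing the counts as Poisson values 1000 times adds counting noise to each ratio, and in drought the redrawn medians lay above the observed one. With 1 library per condition no replicate error can be computed, and correlations across miRNAs have no p-value.

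The miRNAs named in the text are those of the paper's Tables 1 and 2, those of Figures 1 and 2, miR169b and miR169c, and those that meet the criteria here and are not in the tables. Of the sequences outside the lists, the rule takes the 3 with the largest change in each stress, of which the text gives the largest, and the 5 most abundant. This rule was set before the data were examined. Precursors were folded with RNAfold 2.7.2, and reads of all 4 libraries were matched to both strands without mismatches. Precise cleavage was taken as at least 75% of the sense reads in the miRNA or miRNA* region with 2 nt on each side, and the strand criterion as at least 5 sense reads for each antisense read. Antisense reads were not part of the first share, while the paper's rule names the reads that map to the segment. Positions of precursors are those in the paper's precursor names, whose strand and end are not given.

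Sequences outside the paper's lists were those of at least 100 TPTM in either library that are not within 2 nt of a listed mature sequence. This distance was taken as ends shifted by up to 2 nt with up to 2 mismatches. The mismatches were allowed only after the largest changes were seen to hold near-copies of abundant reads. The reading with end shifts alone is given beside it in the closing section. The p-values of these sequences were adjusted by the Benjamini-Hochberg method before the threshold of 0.01 was applied.

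The criteria, with p-values adjusted as for the sequences outside the lists, were tested on simulated data with 4002 sequences, of which 200 were changed 4-fold. The number recovered was first set against all 200 and, after that run, against the 153 that reached 100 TPTM. All 153 were recovered. The alternatives set before the data were examined were TMM factors (edgeR 4.0.16 in R 4.3.3), DESeq2 1.42.0 size factors, totals of genome-matched reads, isomiR counts, minima of 50 and 200 TPTM, Benjamini-Hochberg adjustment, one-sided p-values, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, a count of 0 set to 3, a log2 threshold of 1.5, each precursor counted once, and other windows and ratios on the precursors. Alternatives chosen after seeing the data were totals of the paper's clean reads, scaling to reads of the same length, and end shifts alone. Libraries without change were simulated from the summed counts of all 4 libraries, with a biological coefficient of variation of 0, 0.2 or 0.4. The miRNA sequences were simulated 200 times, and the sequences outside the lists once. Figures were drawn with matplotlib 3.10.9. Northern blots, degradome reads and Argonaute data were not analysed here.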

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

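The tests of explanations in this part were chosen after the results were seen. The TMM, DESeq2 and genome-matched scalings they use, and the rule for naming single sequences, were set before the data were examined. Sequences outside the paper's miRNA lists met the 3 criteria used for the miRNAs, with p-values adjusted by the Benjamini-Hochberg method: 898 of 2901 tested in drought (839 higher than in the control), 715 of 2543 in cold (464 higher) and 298 of 2584 in salt (190 higher). They drew attention because the signal lies in reads the paper does not report on. When only reads with shifted ends were left out as near to a listed miRNA, the numbers were 932, 782 and 328. The sequence with the largest log2 ratio in drought was of 19 nt, with 4 reads in the control and 212 in drought, a log2 ratio of 6.19 (95% interval 4.81 to 8.08). In cold, with 0 set to 1 TPTM, it was a 21 nt sequence with 205 reads in the control and 0 in cold (upper 95% limit of the log2 ratio -5.03). With 3 reads as the floor it was at least 40.4-fold lower. The 2 ranked after it were higher in cold, by larger bounds of at least 62.5-fold and 71.0-fold (lower 95% limits 5.64 and 5.23). In salt it was a 23 nt sequence with 1 read in the control and 57 in salt, a log2 ratio of 6.38 (3.84 to 11.71). With the same floor it was at least 27.8-fold higher. The next in salt, a near-copy of a more abundant read, had 4 and 88 reads and a log2 ratio of 5.01 (3.598 to 6.913), which is more than that bound. Without a reference genome, the origin of these reads, including RNA of other organisms, was not tested.

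Which sequences were called in drought and cold depended on the scaling, but calls did not vanish under any scaling. Scaled to reads of the same length, a scaling chosen after the results were seen, 35.52% of the 898 calls in drought and 33.43% of the 715 in cold stayed. Among the scalings set before the data were examined, which use 1 factor per library, as few as 368 stayed in drought and 454 in cold, so in cold most calls were lost only with the scaling by length. In all, TMM factors, DESeq2 size factors, genome-matched totals and scaling by length gave 618, 563, 1497 and 420 calls in drought and 972, 785, 1293 and 391 in cold. As a share of the sequences tested, these were 20.89%, 20.90%, 24.39% and 15.63% in drought, each below the 30.95% with total reads. The share with genome-matched totals is not comparable, since 6139 sequences reached the TPTM minimum there, against 2901 with total reads. Those totals kept 801 of the 898 drought calls. With total reads, a minimum of 50 TPTM also lowered the share, to 23.24%. In cold the shares were 35.97%, 31.03%, 24.00% and 16.12%, on both sides of 28.12%. The genome-matched share has the same limit there, with 5387 sequences tested against 2543. By the other shares, scaling could account for part of the drought calls, and for cold these leave it undecided. The share of higher sequences went from 93.4% to 53.7% in drought and from 64.9% to 20.9% in cold with TMM factors. In salt, 207 of 298 calls (69.46%) stayed under the scaling that kept the fewest, so scaling does not explain most of them. The rule for this comparison, more or fewer than 50% of the calls, the inclusion of the scaling by length and the comparison of shares were set after the values were seen.

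Variation between libraries of 1 condition might also produce such numbers. Unchanged libraries simulated with a biological coefficient of variation of 0.4 gave calls for 33.25% of the sequences in drought, 33.29% in cold and 34.83% in salt, against 30.95%, 28.12% and 11.53% observed. With 0.2 the simulated shares were 5.07%, 6.83% and 5.44%. In salt the observed share lay between those at 0.2 and 0.4, so 0.4 is more variation than the salt and control libraries showed. The coefficient itself is unknown with 1 library per condition, so the design does not separate such variation from an effect of the stress. Copies of a 10 times more abundant read that differ little from it made up 26 of the 839 higher sequences in drought, 22 of 464 in cold and 9 of 190 in salt. Among the 20 largest rises, such copies were 2 in drought, 4 in cold and 7 in salt. A response of the plants to the stress remains open and was not tested beyond this.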

How the results depend on the processing

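Scaling to the paper's clean reads, to reads of the same length, and the end-shift reading were chosen after the results were seen, and every other alternative was set before. No paired analysis was possible because each condition had 1 library. Here 18 miRNAs were called in drought (12 higher), 20 in cold (17 higher) and 8 in salt (2 higher), 12 of them in 1 stress and 16 in 2 or 3. These numbers were the same with Benjamini-Hochberg adjustment, one-sided p-values and a count of 0 set to 3. Where a number changed, the cause was not tested, except where the alternative itself is stricter or looser.

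With TMM factors, 11 miRNAs were called in drought (4 higher) and 10 in cold (4 higher), with 8 in 2 or 3 stresses. The median absolute log2 ratio in drought became 0.472, and the median log2 ratio of 24 nt miRNAs went from -0.296 to -0.726 in drought and from -0.398 to -0.918 in cold. TE-derived calls went from 3 to 7 in cold and from 1 to 2 in salt, and outside sequences in salt from 298 to 468. With DESeq2 size factors, 11 were called in drought (4 higher) and 12 in cold (7 higher), with 10 in 2 or 3 stresses. The medians became 0.471 in drought overall, and -0.724 in drought and -0.784 in cold for 24 nt miRNAs. TE-derived calls in cold became 6, and outside sequences in drought 563.

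With totals of genome-matched reads, 14 were called in salt (1 higher) and 20 in 1 stress. TE-derived calls in salt became 6, and outside sequences 1497 in drought, 1293 in cold and 540 in salt. The salt log2 ratio of miR169b and miR169c turned from 0.022 to -0.116, as these totals shift all salt ratios by -0.138. With isomiRs, the salt log2 ratio of miR319a turned from -1.252 to 0.323, and TE-derived calls became 1 in drought and 2 in salt. With each precursor counted once, 19 were called in 1 stress.

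With a minimum of 50 TPTM, 19 were higher in drought, the median log2 ratio of 24 nt miRNAs was -0.120 in drought and -0.117 in salt, TE-derived calls in salt became 4, and outside sequences 2094 in drought, 1583 in cold and 806 in salt. With 200 TPTM, 3 were called in salt (1 higher) and 10 in 2 or 3 stresses. The median absolute log2 ratio in salt went from 0.333 to 0.231. The median of 24 nt miRNAs became -0.190 in cold and turned from -0.335 to 0.012 in salt. TE-derived calls in drought became 1, and outside sequences 335, 310 and 106 in drought, cold and salt.

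With a log2 threshold of 1.5, 9 were called in drought (3 higher), 8 in cold (5 higher) and 3 in salt (1 higher), with 6 in 2 or 3 stresses. TE-derived calls became 0 in drought, 1 in cold and 0 in salt, and outside sequences 401, 397 and 95. With edgeR's exact test at an assumed biological coefficient of variation of 0.2, 13 were called in cold (10 higher) and 1 was higher in salt, with TE-derived calls of 0 in drought and 0 in salt. At 0.4, 4 were called in drought, 2 in cold and 1 in salt (0, 0 and 0 higher), 3 in 1 stress and 2 in 2 or 3. TE-derived calls became 0, 0 and 0, and outside sequences 2, 78 and 4. On simulated counts, with adjusted p-values, that test at 0.4 recovered 0 of the changed sequences. Low power may therefore contribute to its small numbers, but for the miRNAs, called without adjustment, it was not measured.

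With totals of the paper's clean reads, 11 were higher in cold, 14 were called in salt (1 higher) and 19 in 1 stress. The median log2 ratio of 24 nt miRNAs was -0.408 in drought, -0.574 in cold and -0.604 in salt. TE-derived calls in salt became 4, and the salt ratio of miR169b and miR169c turned to -0.108. With scaling to reads of the same length, 9 were called in drought (0 higher), 13 in cold (4 higher), with 1 higher in salt and 8 in 2 or 3 stresses. The median absolute log2 ratio in drought was 0.376, and the median log2 ratio of 24 nt miRNAs was -0.034 in drought, -0.161 in cold and -0.120 in salt. TE-derived calls became 0 in drought and 2 in salt, outside sequences 420 in drought and 391 in cold, and the salt ratio of miR169b and miR169c turned to -0.133.

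The share of 24 nt reads was 71.439% in the control, 59.582% in drought, 61.212% in cold and 67.859% in salt. Of distinct sequences it was 73.528%, 65.792%, 65.381% and 68.277%, and of reads of 20 to 24 nt 76.616%, 64.836%, 65.176% and 72.672%. The control stayed highest throughout. On TE-derived precursors, precise cleavage fell from 403 to 109 with a window of 0 nt, and the strand criterion from 389 to 147 at a ratio of 10, both stricter settings.

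Of 69 log2 ratios of named miRNAs, 24 no longer met the criteria with TMM factors, 20 with DESeq2 size factors, 10 with clean-read totals and 34 with scaling by length. With genome-matched totals, 8 no longer met them and 7 newly did. Depth also limits single miRNAs, since 100 TPTM stands for 44.6 reads in cold.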

Differences from the paper's values

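No test in this part was chosen before the values were seen, beyond the alternatives named. The paper's number of upregulated miRNAs in salt is 1, against 2 here. Totals of genome-matched reads, a minimum of 200 TPTM, edgeR's exact test at a coefficient of 0.2 and a log2 threshold of 1.5 gave 1, and the other alternatives set before the data were examined did not. Totals of the paper's clean reads and scaling to reads of the same length, both chosen after seeing the values, also gave 1. The paper's number of unique reads in the control is 3093872, against 4925341 distinct sequences here. None of the alternatives was computed for this number, since they change scaling, thresholds or tests and not the sequences present.

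Of 117 log2 ratios, 20 lay outside the counting interval or had the opposite sign. In drought these were miR167a/b/c (1.117 here, 1.02 in the paper), miR396c (1.112, paper 1.03), miR396d/f (1.269, paper 1.17), miR529a (1.565, paper 1.41) and osa-cand032 (0.173, paper -0.01). In cold they were miR167a/b/c (0.957, paper 0.81), miR2275d (1.773, paper 1.62), miR2275e (1.944, paper 1.83), miR319a (0.243, paper -0.09), miR393b (1.216, paper 1.08), miR396a/b (1.238, paper 1.09), miR396c (2.237, paper 2.09), miR396d/f (1.487, paper 1.32) and miR529a (1.506, paper 1.35). In salt they were miR167a/b/c (-0.626, paper -0.79), miR2275d (0.230, paper 0.09), miR396a/b (0.502, paper 0.34), miR396c (0.019, paper -0.14), miR396d/f (0.232, paper 0.06) and miR529a (0.951, paper 0.79).

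Totals of genome-matched reads closed the gap for 16 of the 20. Those left were miR319a in cold, osa-cand032 in drought, and miR396d/f in cold and salt. TMM factors and DESeq2 size factors closed it for miR319a (-0.277 and -0.143) and osa-cand032 (-0.257 and -0.255) and for no other. For miR396d/f in cold and salt, none of the alternatives set before the data were examined did so. IsomiR counts and a count of 0 set to 3 closed 0. Totals of the paper's clean reads, chosen after seeing the values, closed 17, and scaling to reads of the same length, also chosen after, closed 5.

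Some calls differ from the paper's tables. In drought, miR2871a/b (log2 ratio 1.101) and osa-cand027 (2.555) are regulated in the paper and stayed below 100 TPTM here. Both met the criteria with genome-matched totals, isomiRs and a minimum of 50 TPTM, and osa-cand027 also with clean-read totals, chosen after seeing the values. In salt, the paper marks miR160a-d (-0.974), osa-cand032 (-0.924), osa-cand042 (-0.886) and osa-cand084 (-0.953) as regulated, and here they fell short of -1. All met the criteria with genome-matched totals and with clean-read totals, the latter chosen after seeing the values. miR160a-d also met them with isomiRs and with scaling to reads of the same length, the last also chosen after. The miR809 sequence ATGAATGTGAGAAATGCTAGAATG (-2.039 in salt), marked in the paper, met them with genome-matched totals and with a minimum of 50 TPTM. Met here and not marked in the paper were miR167e/i and miR393b in drought, miR1433, miR159f, miR393, miR827a and osa-cand056 in cold, and miR1856 in salt.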

Other observations

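Of the tests in this part, only the explanations for the 20 nt miRNAs in salt and for the shared control were set before their results were seen, and the others were chosen afterwards. The rule that compares intervals, used for the 20 nt miRNAs in salt and the 24 nt sequences in cold and drought, was itself set after the values were seen, and an earlier form of it gave another verdict for cold.

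In salt, the median log2 ratio was -1.347 for 4 miRNAs of 20 nt and -0.134 for 21 nt. Length selection against short reads is a candidate explanation. Along 131 pairs of reads that share a 5' end, the salt ratio rose by a median of 0.569 (95% interval 0.496 to 0.743) from 20 to 21 nt. The miRNA classes differed by 1.213 (0.282 to 2.568), an interval so wide with 4 miRNAs that the test is weak. For miR319a, the 20 nt form fell from 80 to 23 reads while the 21 nt form had a log2 ratio of 0.371. The fall of miR394 is not explained by length alone, since scaled to reads of its own length it was still -2.081. Steps along shared ends do not separate size selection at the gel from trimming in the plant.

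Among all sequences of at least 100 TPTM, listed or not, 24 nt sequences fell relative to 21 nt ones by a median log2 difference of -1.024 (-1.122 to -0.940) in cold and -1.182 (-1.257 to -1.121) in drought. If length selection were the whole cause, the steps from 21 to 24 nt would add up to these. Along reads that share a 5' end, they added up to -0.822 (-0.988 to -0.691) in cold and -0.520 (-0.684 to -0.418) in drought. Along reads that share a 3' end, computed later, the sums were -0.680 (-0.768 to -0.557) and -0.678 (-0.779 to -0.546). Both ends exclude it as the whole cause in drought. In cold it is left undecided, since the interval overlaps that of the difference for the 5' end and lies apart from it for the 3' end. In drought a change of the small RNA classes under stress, or variation between libraries, remains open. In salt, 24 nt sequences rose relative to 21 nt ones by 0.214 (0.068 to 0.364). There the steps added up to -0.245 (-0.386 to -0.120) for the 5' end and -0.297 (-0.446 to -0.172) for the 3' end, the opposite sign.

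The correlation of drought and cold log2 ratios, 0.787, was above that from chance values of a shared control. Simulated unchanged libraries gave a median of 0.505, and 0 of 200 sets reached the observed value. Shared handling of these 2 libraries, for which the design has no replicate, was not tested.

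In cold, 49 sequences outside the lists fell over 8-fold, 33 of them of 25 to 27 nt and 9 of 21 nt. Selection against long reads may account for the longer ones, since the cold ratio changed by a median of -1.147 from 25 to 26 nt over 77 pairs. It does not account for those of 21 nt, because the median cold log2 ratio of 21 nt sequences outside the lists was 0.885. The order control, salt, drought, cold of their TPTM was found in 13 of the 49: 8 of 9 of 21 nt, 2 of 7 of 22 to 24 nt and 3 of 33 of 25 to 27 nt. It was found in 4 of 4 named 24 nt miRNAs with such falls (miR1866-5p, osa-cand052a/b, miR1874-3p and miR1877). With control highest and cold lowest, chance gives this order in 50%. The groups were chosen after their values were seen, and no biological explanation was tested.

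A-to-C variants of 92 abundant reads were more frequent at positions 3 to 6 in cold (1.335%) and salt (2.020%) than in control (0.192%) and drought (0.279%). At positions 7 to 16 they were not (0.067% and 0.051%, against 0.118% in control). This is consistent with misread bases early in the reads of these 2 libraries. It would lower exact counts in them slightly, and no biological explanation was tested.

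The deposited totals exceed the paper's clean reads by 41.43% in the control. Mature miRNA counts exceeded the counts implied by the paper's TPTM by a median of 9.68% in the control, 8.46% in drought, 8.34% in cold and 10.18% in salt. An equal share of every sequence left out of the clean reads is thus excluded as the cause.

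The 5 most abundant reads outside the lists were of 25, 23, 21, 21 and 24 nt. Their log2 ratios in drought were 0.989, 1.166, 1.291, 0.409 and 0.578, in cold -0.999, 0.049, 0.803, -0.005 and 0.775, and in salt -0.308, 0.736, -0.304, -0.096 and -0.584, in the same order. The 25 nt read is the 24 nt read with 1 more base at its 3' end, so these reads are not separate observations. Over 152 pairs of reads that share a 5' end, the median cold step from 24 to 25 nt was -0.585, of the same sign as here. No explanation of the values was tested.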
